# The Genome and Linkage Map of the Northern Pike (*Esox lucius*): Conserved Synteny Revealed between the Salmonid Sister Group and the Neoteleostei

**DOI:** 10.1371/journal.pone.0102089

**Published:** 2014-07-28

**Authors:** Eric B. Rondeau, David R. Minkley, Jong S. Leong, Amber M. Messmer, Johanna R. Jantzen, Kristian R. von Schalburg, Craig Lemon, Nathan H. Bird, Ben F. Koop

## Abstract

The northern pike is the most frequently studied member of the Esociformes, the closest order to the diverse and economically important Salmoniformes. The ancestor of all salmonids purportedly experienced a whole-genome duplication (WGD) event, making salmonid species ideal for studying the early impacts of genome duplication while complicating their use in wider analyses of teleost evolution. Studies suggest that the Esociformes diverged from the salmonid lineage prior to the WGD, supporting the use of northern pike as a pre-duplication outgroup. Here we present the first genome assembly, reference transcriptome and linkage map for northern pike, and evaluate the suitability of this species to provide a representative pre-duplication genome for future studies of salmonid and teleost evolution. The northern pike genome sequence is composed of 94,267 contigs (N50 = 16,909 bp) contained in 5,688 scaffolds (N50 = 700,535 bp); the total scaffolded genome size is 878 million bases. Multiple lines of evidence suggest that over 96% of the protein-coding genome is present in the genome assembly. The reference transcriptome was constructed from 13 tissues and contains 38,696 transcripts, which are accompanied by normalized expression data in all tissues. Gene-prediction analysis produced a total of 19,601 northern pike-specific gene models. The first-generation linkage map identifies 25 linkage groups, in agreement with northern pike's diploid karyotype of 2N = 50, and facilitates the placement of 46% of assembled bases onto linkage groups. Analyses reveal a high degree of conserved synteny between northern pike and other model teleost genomes. While conservation of gene order is limited to smaller syntenic blocks, the wider conservation of genome organization implies the northern pike exhibits a suitable approximation of a non-duplicated Protacanthopterygiian genome. This dataset will facilitate future studies of esocid biology and empower ongoing examinations of the Atlantic salmon and rainbow trout genomes by facilitating their comparison with other major teleost groups.

## Background

Of the nine currently available teleost genome assemblies (www.ensembl.org), all fall into either the Neoteleostei or the Ostariophysi [1]. This is not necessarily surprising as combined these two clades comprise more than 70% of the approximately 26,840 extant teleost species [2]. While not as large, other groups contain a number of commercially important species and thus receive a significant amount of scientific attention. This observation is particularly true of the Protacanthopterygii (the salmonids, esocids and marine smelts) [2]. The Protacanthopterygii are placed in an interesting evolutionary position, having diverged from the Neoteleostei approximately 200 million years ago (MYA) [1] following an even more ancestral split from the lineage containing the Ostariophysi (250 MYA; see Figure 1). Thus, the generation of a genome sequence representing the Protacanthopterygii provides an intermediate phylogenetic branch of significant scientific interest.

**Figure 1:**
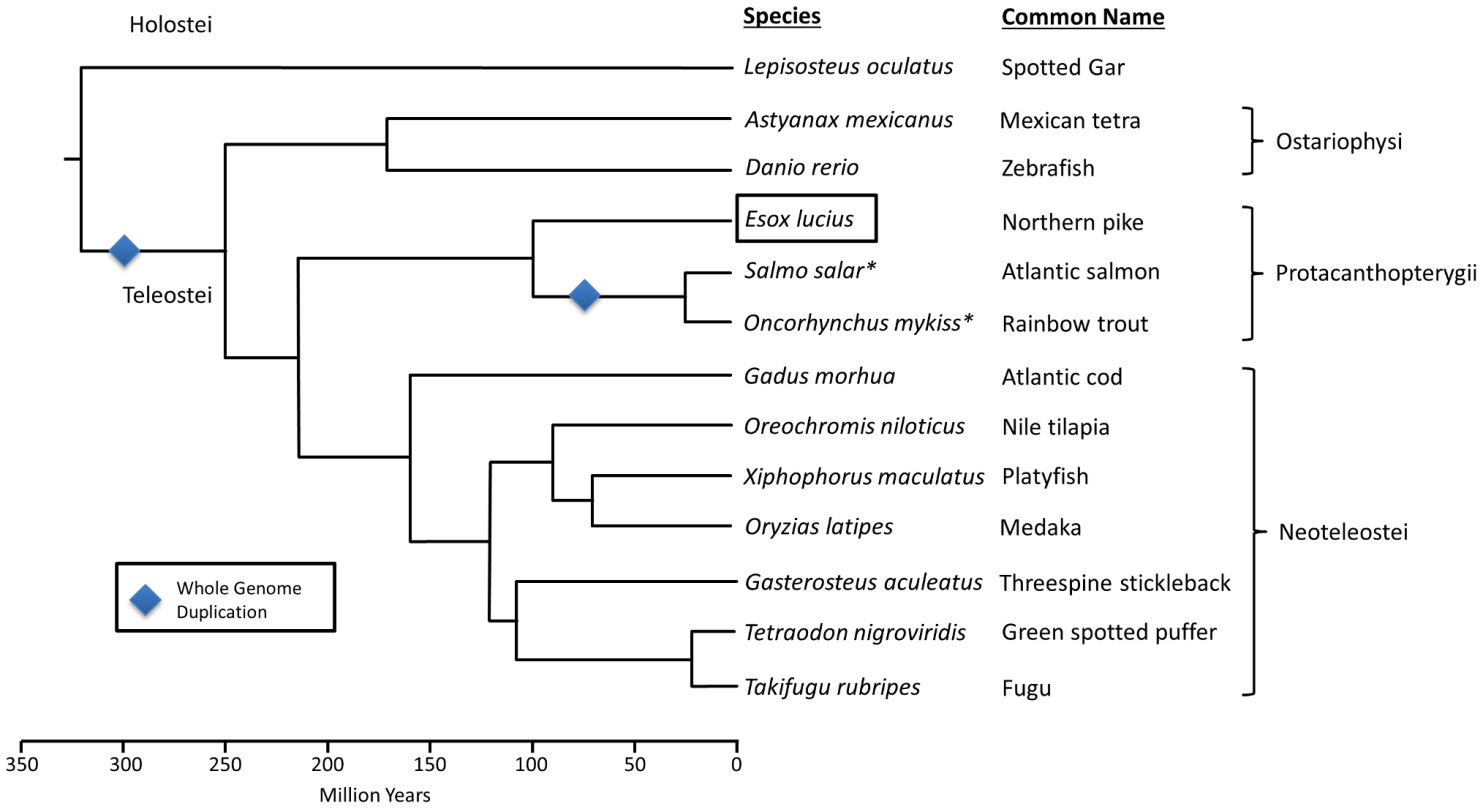
The phylogenetic relationship of teleosts with publicly available genome assemblies, as well as select species with ongoing genome projects (*). Divergence times and Subcohort naming based on Betancur et al. [1]. Diamond shapes represents presumed whole-genome duplications. *Lepisosteus oculatus* (Spotted gar) used as an outgroup.

While not conclusively resolved [1], [3]–[6] the Protacanthopterygii generally include the orders Salmoniformes, Esociformes (pikes and mudminnows) and Argentiniformes (marine smelts). The Salmoniformes (grayling, ciscoes, whitefish, trout, char, and salmon) are the most studied of the Protacanthopterygii and nearly all constituent species have significant economic, ecological, conservation, environmental and societal value [7], [8]. In the last 60 years, over 70,000 publications [7] have examined fundamental and applied questions relating to their fisheries, aquaculture, physiology, ecology, evolution, disease, resistance, reproduction, growth, tolerance to physical factors, and general immunity.

The Salmoniformes are a rapidly evolving order, with most species exhibiting in excess of 92% similarity in the coding DNA [9], [10]. The biological diversity and complexity observed within salmonids is undoubtedly a reflection of their complex genomes. While two rounds of whole-genome duplication (WGD) are thought to have preceded the origin of vertebrates and a third round (3R) is believed to have occurred in basal teleosts [11]–[15], the common ancestor of salmonids has purportedly experienced an additional, fourth round (4R) WGD approximately 60–100 MYA [7], [8], [16]–[18]. Modern salmonids are considered pseudotetraploid and various independent rediploidizations and genome restabilizations have occurred in different salmonid lineages as they revert to a stable diploid state [7], [8], [16], [17]. Although this recent duplication makes the salmonids difficult to use in the analysis of major teleost lineage evolution, it does make them ideal organisms for examining some of the early impacts of gene and genome duplications. These processes are thought to have played pivotal roles in promoting increased genetic diversity, the development of novel functions and functional specialization. The way in which a genome is reorganized to cope with duplicated chromosomes and the importance of gene duplications for evolution and adaptation represent long­standing biological questions that remain unresolved [7], [19]–[22]. Additionally, the role of repetitive DNA in facilitating post-duplication genomic reorganization is also of increasing interest in light of the recent expansions of transposable elements which have been identified within salmonids [23]. The salmonid-specific WGD, the resulting pseudotetraploid genomic state, and recent waves of transposable element activity all contribute to the increased complexity of relating genetic mechanisms to physical characteristics in salmonid species. The presence of duplicated genes has made it more difficult to clearly identify genetic mechanisms underlying physiological, immunological, ecological and evolutionary traits within the commercially and culturally valuable salmonids. Presently, the International Collaboration to Sequence the Atlantic Salmon Genome (ICSASG) represents researchers, funding agencies and industry from Canada, Chile and Norway. It has the goal of generating a robust salmonid reference genome sequence that facilitates the study of all salmonids [7]. This work in Atlantic salmon (*Salmo salar*) [7] is ongoing. During review for this work, the genome assembly for the rainbow trout (*Oncorhynchus mykiss*) was released [24] providing an additional dataset with which to analyse the results of genome duplication in the salmonids.

The genetic diversity in the Protacanthopterygii is reflected in their variable genome sizes and highly variable karyotypes that frequently differ from the presumed ancestral karyotype of 48 or 50 chromosomes [25]. This primitive karyotype is seen in a few members, including within two genera of the Esociformes. Total DNA content comparisons [26] and several gene studies [9], [10] suggest that Esociformes diverged from Salmoniformes prior to the salmonid WGD and that a genome of the Esociformes may closely approximate the ancestral genomic state. Therefore, it is important to determine how closely the organization of a representative Esociformes genome may reflect that of the ancestral Protacanthopterygiian. This information will help determine if comparisons to the Esociformes are appropriate in helping to resolve patterns of genome recombination and changes in gene expression that are implicated in the rediploidization of the salmonids.

Esociformes, an old lineage with fossils dating back to 70 MYA, contains a limited number of species (∼13) of which most literature concerns the northern pike (*Esox lucius*). The karyotype for the *Esox* genus is 2N = 50 (NF = 50) [27], [28], similar to the presumed karyotype of the teleost ancestor (2N = 48–50) [25]. This compares to the larger Salmoniformes karyotypes, which range from 2N = 52 (*Oncorhynchus gorbuscha*) to 2N = 102 (*Thymallus thymallus*) [26]. Esociformes outside the *Esox* genus have varying karyotypes of 2N = 22–78, with only *Novumbra hubbsi* exhibiting an ancestral-like diploid chromosome number of 2N = 48 (although the fundamental number indicates there are 62 chromosomal arms, suggesting significant rearrangement may have occurred [29]). A previous assessment of the suitability of northern pike as an outgroup for the study of duplicated genes in the salmonids examined 408 genes in Atlantic salmon (*Salmo salar*) and *E. Lucius* [10] and obtained results consistent with northern pike having a pre-WGD genome and being much more closely related to salmon than to other teleost species (zebrafish, medaka, fugu or stickleback). Such data suggest that the esocids provide an important intermediate comparison between salmonids and other more distantly-related fish genome sequences. For the present study *E. lucius* was chosen to represent Esociformes because of its availability, general interest and literature support.

The northern pike is a northern hemisphere, circumpolar, freshwater species that is typically the top predator in many lakes [30], [31]. It is an important northern recreational fishery and forms the basis of small commercial fisheries in some locations [32]. Northern pike are morphologically diverse and highly adaptable, they play a major role in structuring freshwater communities and are used in stocking programs to improve water quality [32]. Despite their wide distribution, northern pike populations have very low levels of polymorphism and divergence [31], indicative of a recent common ancestor. Genetic studies suggest that 1–3 post-glacial refugia in North America and several significant refugia in Europe [30], [33] contributed to the reduced levels of genetic diversity within this group.

In order to complement ongoing genome studies of Atlantic salmon and rainbow trout we sought to develop an extensive set of genomic resources for northern pike. To this end we have obtained a comprehensive set of northern pike transcripts and characterized their expression levels in various tissues. Further, we have produced a genome assembly that establishes the structure of genes, gene order, and repeat element content in northern pike. We have constructed a first-generation linkage map using highly variable microsatellite markers and mapped the relative position of both genomic scaffolds and expressed transcripts to linkage groups. Finally, we have examined the syntenic relationships between this representative esocid and distantly-related model organisms within the Neoteleostei and Ostariophysi in order to determine whether or not northern pike represent an appropriate model of a pre-duplication genome for use in the analysis of the salmonids. This work presents a significant resource for future studies of northern pike and provides the basis for invaluable comparisons in future salmonid studies, particularly once salmonid genomes become available.

## Results and Discussion

### A high quality genome assembly for *Esox lucius*

Libraries from 180 bp DNA fragments were Illumina paired-end sequenced (465.9 million 100 bp overlapping reads, ∼50X genome coverage) (Michael Smith Genome Sciences Centre, Vancouver, BC, CANADA). Libraries from 2 kb (448 million reads, ∼45X coverage) and 5 kb fragments (59.7 million reads, ∼6X coverage) were mate-pair sequenced (BGI). Assembly using ALLPATHS-LG [34] produced 94,275 contigs with 823,910,316 bp. Subsequent filtering (vector, duplicates, mitochondrial sequences) produced a finalized dataset comprising 823,673,596 bp in 94,267 contigs (mean length  = 8,738, median length  = 4,729, contig N50 = 16,909). Contigs were further joined by ALLPATHS-LG to include the estimated gaps between contigs based on mate-pair data, which produced 5,688 scaffolds with a total scaffolded genome size of 877,777,613 bp. The longest scaffold was 5.1 Mb, and the overall scaffold assembly had an N50 of 700,535 bp. In all, 199 scaffolds were over 1 Mb in length and 1,600 scaffolds were over 100,000 bp. These sequences have been uploaded to NCBI under bioproject PRJNA221548, accession GenBank:AZJR00000000, as well as to web.uvic.ca/grasp/pike in FASTA format. As the genome assembly improves, updates to the assembly will continue to be provided on the website. Major genome assembly statistics are summarized in Table 1.

**Table 1:** *Esox lucius* genome assembly statistics. Minimum contig and scaffold size ≥200 bp.

	Number (≥200 bp)	Bases (Mb)	N50 (Sequence length)	N50 (number of sequences)	Maximum Length (bp)
**Contigs**	94,267	824	16,909	13,483	232,364
**Scaffolds**	5,688	878	700,535	318	5,140,982

The most recent figures based on the c-value [35]–[37] estimate the *Esox lucius* haploid genome size to be approximately 1.09–1.12 Gb; if correct, our scaffold assembly covers approximately 78–79% of the genome. As there are known or suspected biases in next-generation sequencing (NGS) library construction (see [38] for example), it is possible that a small portion of the genome is missing from the sequencing libraries constructed. Published genome size estimates, however, range from 0.83–1.37 Gb [26], implying scaffold coverage could range anywhere from 64–100% of the genome. Therefore, because of the wide range of genome size estimates, a further estimate of genome completeness based on published EST transcript coverage [10] was performed. Of 11,662 EST contig sequences considered, 11,263 (96.6%) were successfully mapped to the scaffold assembly. Further, ALLPATHS-LG reported an estimated genome size of 911,413,085 bp based on the kmer distribution of raw genomic reads (k = 25), or 96.3% coverage. Together, these results suggest that the assembly represents a very large percentage of the genome.

While we cautiously expect that some chimeric scaffolds occur within our assembly, none were observed in our analysis of the largest 50 scaffolds (see synteny section below). Therefore, this initial version of the *E. lucius* genomic sequence provides an excellent framework to assess gene structure, gene content and general genome organization. The assembly statistics for both contigs and scaffolds are in-line with recently published fish genomes sequenced using NGS technologies, such as Atlantic cod (*Gadus morhua*; Contig N50 = 2,311 bp, Scaffold N50 = 393,166 bp) [39] and African coelacanth (*Latimeria chalumnae*; Contig N50 = 12,671 bp, Scaffold N50 = 924,513 bp) [40]. This assembly is the first genome assembly for a non-salmonid member of the Protacanthopterygii and represents an important evolutionary bridge between the two largest teleost subcohorts, Neoteleostei and Ostariophysi.

The genome sequence was examined for low-complexity repeat and transposable element content. This analysis allowed for the identification of major transposable element families present in the genome, and more importantly, provides a consensus library of transposable element sequences for use in filtering non-genic RNA sequences. An estimated 18.1% of the genome sequence is derived from transposable elements. This repetitive fraction is dominated by class II elements of the Tc1-Mariner superfamily (at least 9.42% of the genome is derived from Tc1-Mariner elements). The genomic abundance of observed transposable element taxa are reported in Table S1. An additional 2.0% of the genome consists of low-complexity sequences for a total of 20.1% of the genome annotated as repetitive sequence. Additional studies are currently underway to more thoroughly profile the transposable element sequences in *E. lucius* and to compare them to those of the Atlantic salmon. As a relative observation, 20% repeat-derived genome content is within the range represented in other teleost genomes; while repeat elements represent ≥50% of the well-characterized zebrafish genome [41], only 25% of the stickleback [42] and Atlantic cod genomes [39], 17.5% of the medaka genome [43], and <5% fugu genome [44] are TE-derived.

### Transcriptome assembly and Gene Identification

A total of 677,321,182 100 bp reads were obtained from 13 different tissues of a one year old individual and assembled into 413,679 contigs using the Trinity assembler [45]. Potential gene candidates were identified from the Trinity raw assembly. Those that were potential full-length annotated genes, had homology to a UniprotKB/Swiss-Prot or Gene Ontology protein, or those that possessed an unannotated ORF ≥300 bp were retained. All potential gene candidates were further filtered for the longest unique, non-overlapping location in the genome sequence. To reduce isoforms, alleles, recent duplicates, and possible sequencing errors, the potential gene candidates were screened for redundancy (≥98%, ≥300 bp). 

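The transcripts with expression values range from genes read in every tissue to genes read in 1 tissue alone. Inositol polyphosphate multikinase, a kinase of inositol phosphates, had fragments in all 13 tissue libraries of the fish that was sequenced. Testis-expressed sequence 12 protein, a part of the synaptonemal complex that joins chromosomes in meiosis, had 46 fragments in testis and none elsewhere. Of the 38696 transcripts with values, 14814 had fragments in all 13 libraries, 1097 in 1 library only and 303 in none. Their median length was 1174 bases, as calculated from fragments, FPKM and library totals, and the 10th and 90th percentiles were 363 and 4311 bases. Names were read from the first 1999 of the 38696 rows of Table S2, of which 1920 matched exactly 1 transcript by their fragments and FPKM in all 13 libraries. Of these 1920, 817 had a protein name, 28 a Gene Ontology term in place of a name and 1075 neither, and 113 were marked full-length. The rows at hand are only part of the table, and their composition is not an estimate for the whole set.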

38,696 potential gene candidates are represented in this curated non-redundant set, comprised of full-length annotations (9,553), UniprotKB/Swiss-Prot homology (14,538), Gene Ontology homology (604), and unannotated ORFs ≥300 bp (14,001). These gene candidates represent our *E. lucius* reference transcriptome set. These sequences have been submitted to NCBI under project accession GenBank: GATF00000000; the assembly described in this work is the first version, GenBank: GATF01000000.

An additional dataset incorporating all available transcriptome (including ESTs) and genome sequence data was prepared using the gene-modelling program MAKER2 to produce an *ab initio* dataset of 19,601 putative transcripts. It can be noted that the number of transcripts predicted by modelling is less than those from the de novo assembly. In some instances, this is a result of predicting a single gene model that spans multiple, non-overlapping, RNAseq contigs. In other cases, it appears to be due to limits in the data used to predict the models such as the size of the genomic contigs used; the short sequences limit the ability to successfully model a transcript. As the genome assembly is improved, so should the gene-modelling results. Datasets have thus been made available for download at web.uvic.ca/grasp/pike, and any future updates will be distributed here as well; the current MAKER2 dataset is additionally presented as File S1.

With previous EST studies and the current RNAseq data, we attempt to provide a comprehensive view of the number and identity of genes that make up the genome of *Esox lucius*. In combination with transcriptome data from other fish species, these gene lists will help facilitate future estimates of the identity and number of genes in the ancestral Protacanthopterygii lineage, before the whole-genome duplication occurred in the salmonid ancestor.

### A snapshot of tissue-specific gene expression

To determine the expression levels of hypothesized genes in each of the 13 tissues examined, reads from each tissue library were mapped back to the reference transcriptome and normalized expression values (fragments per kilobase of transcript per million mapped reads  =  FPKM) were determined for each sequence. 

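The libraries came from brain, eye, gill, gut, head kidney, heart, kidney, liver, muscle, nose, stomach, spleen and testis of 1 juvenile male northern pike, with 1 library per tissue. The gut library is called hind gut in the methods, and the stomach library is headed pyloric caecum in Table S3. There are no replicates, so that no test between tissues was made and the values describe these libraries. The authors trimmed paired-end reads with Trimmomatic, mapped them to the Trinity reference and deposited, for each transcript and tissue, the number of fragments as a raw count and the FPKM. The mapping program is not given in the sources used here. The library totals ranged from 17240414 fragments in brain to 22300517 in liver, with a median of 19038265, and all 13 equalled the totals in the headings of Table S2. From these files the SD score of each transcript in each tissue was calculated as its FPKM minus the mean of the 13 tissues, divided by their SD with n - 1 in the denominator. No filter was applied unless stated. Intervals are exact Poisson 95% intervals of the fragments, or exact intervals of the ratio of fragments in a pair of libraries, and cover counting error only. Where a library had no fragment of a transcript, a floor of 3 fragments was used for folds. FPKM is relative to each library's total, so that a few abundant transcripts lower the values of the others.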

All FPKM values from the non-redundant protein-coding transcriptome are presented in Table S2, while results based on the MAKER2 transcriptome can be found in Table S3. The primary intent of this initial characterization of gene expression is to provide a basic resource that can empower future work in *E. lucius* while also providing a baseline comparison for research in salmonids that seeks to understand the impact of gene duplication on transcriptional regulation and gene network organization.

To illustrate the general utility of gene expression values, the genetic complexity of the different tissues was investigated by analysing the magnitude and specialization of expression in each tissue. We discuss results based on the Trinity-assembled transcriptome, although findings using the MAKER2 transcriptome generally reflect the same trends. 

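Forkhead box protein I1, a transcription factor of ionocytes, had 43.5 FPKM in gill (95% interval 41.2 to 45.8), 2.59 times its value in kidney (2.34 to 2.87). Solute carrier family 2 member 9, a urate transporter, had 44.1 FPKM in kidney (41.8 to 46.5) and 9 fragments in brain, a ratio of 137 (72.0 to 300.2). Renin, the protease that starts the angiotensin cascade, was highest in kidney at 23.7 FPKM (22.1 to 25.3) but had an SD score of 2.88 and was not counted as specialized. These names come from MAKER2 models in the first 1999 of the 19601 rows of Table S3. For 90 named models with at least 1000 fragments, all 13 fragment numbers lay within 1 fragment or 0.1% of those of a single Trinity transcript of similar length, and for 65 of them they were equal. Applied to the paper's MAKER2 FPKM values in these rows, the rule of 3 SD gave 234 specialized models in brain, 173 in testis, 60 in eye, 55 in spleen, 39 in gut, 36 in gill, 32 in heart, 29 in nose, 25 in kidney, 23 in liver, 17 in head kidney, 15 in muscle and 7 in stomach. Among the 1920 Trinity transcripts matched to Table S2, it gave 348 in brain, 94 in testis, 90 in eye, 72 in nose, 67 in spleen, 31 in gut, 30 in kidney, 28 in heart, 25 in muscle, 19 in head kidney, 18 in gill, 14 in stomach and 10 in liver. Both sets are parts of their tables and do not hold the same genes.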

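The 40S ribosomal protein S14, a part of the small ribosomal subunit, was among the 10 highest transcripts in 6 tissues, with 5436 FPKM in head kidney (95% interval 5394 to 5479) and its lowest value, 999 FPKM, in testis. Cytochrome c oxidase subunit 5B, a part of the respiratory chain, had 491 FPKM in heart (482 to 500.1), 245 in muscle and 3.25 in testis, and was in no tissue's 10 highest. The paper's MAKER2 values in Table S3 include 5492 FPKM for 60S acidic ribosomal protein P0 in eye, 32799.6 for cardiac alpha actin in muscle, 58.1 for the 75 kDa subunit of NADH-ubiquinone oxidoreductase in heart, and 4174 for Cytochrome c oxidase subunit 6A in heart. Their lowest values are, in the same order, 1220 FPKM in brain, 0.076 in nose, 4.37 in stomach and 0.978 in testis. The actin and subunit 6A models are past 3 SD in their highest tissue, with scores of 3.06 and 3.27, and so do not illustrate expression in almost all tissues. These are single models in the rows at hand, and other members of their classes may differ. MAKER2 FPKM is relative to smaller totals, from 42.8% of the Trinity fragments in brain to 80.7% in muscle, so that it is not on the Trinity scale. Across the 13 tissues, the 130 places among the 10 highest transcripts were filled by 64 transcripts. Of these, 8 transcripts were shared by at least 5 tissues and filled 63 places, and 50 were in 1 tissue only. None of the 8 shared transcripts was specialized in any tissue, whereas 36 of the 50 were. This contrast is largely built into the rule of 3 SD, which selects transcripts that stand out in a single tissue. The most widely shared were 2 transcripts in the 10 highest of 12 tissues each. The first was missing only from the 10 highest of testis and ranged from 27684 FPKM in heart to 853 in testis. The other was missing only from those of liver and ranged from 18127 FPKM in head kidney to 1443 in liver. Neither is paired with a name by the rows of Tables S2 and S3 at hand.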

Unsurprisingly, the most common highly-expressed genes are NADH-ubiquinone oxidoreductase, actin, cytochrome c and the ribosomal protein-coding genes (Table S2); these occur within the top 10 highest-expressed genes in almost all tissues. We also looked at specialized expression patterns for each gene by identifying any tissues in which FPKM values were more than three standard deviations greater than the average across all tissues. 

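Disks large homolog 4, a scaffold protein of excitatory synapses, had 46.8 FPKM in brain (95% interval 42.6 to 51.3) and 2.45 in eye, and its SD score in brain was 3.32. The beta-2 subunit of the neuronal acetylcholine receptor, a ligand-gated ion channel, had 21.3 FPKM in brain (19.9 to 22.8) and 13.2 in eye, and its score of 2.79 left it below the threshold. With 13 tissues and n - 1 in the SD, the highest score a transcript can reach is 3.33, and one found in 2 tissues alone at the same level scores 2.25. The rule therefore selects transcripts that stand out in a single tissue, whether or not other tissues express them at lower levels. It called 14460 transcripts, 37.4% of all, and none of them in more than 1 tissue. Of the calls, 1828 rested on fewer than 10 fragments in the called tissue. In simulated libraries with 38393 transcripts, those planted had at least 1000 fragments and were even over the remaining tissues. All 40 planted at 2-fold in 1 tissue were called, which is no rate for real, uneven tissues. None of the 10 planted at 100-fold in 2 tissues was called, as the score of 2.25 implies. Of 14982 evenly expressed transcripts with at least 1000 fragments, 3 were called. With even expression and no minimum count, the median over 10 draws was 30.5 calls in kidney, the lowest, to 40 in liver, the highest.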

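Calls in single tissues rested on very different numbers of fragments. Purine nucleoside phosphorylase, an enzyme of purine salvage, had 24.7 FPKM in liver (95% interval 22.9 to 26.7) from 693 fragments, 55.9 times its value in kidney (31.0 to 112). FH1/FH2 domain-containing protein 1, which regulates actin filaments, had 16.8 FPKM in gill from 890 fragments, 177 times its value in gut, where it had 5 fragments (ratio 75.2 to 544). Prestin, a motor protein of hair cells, was called in nose from 6 fragments. The 13 counts of transcripts over 3 SD equalled those of Table S4, as did the 13 counts over 1 SD. With at least 10 fragments required in the called tissue, 4778 transcripts were specialized in brain, 2687 in testis, 945 in eye, 848 in spleen, 629 in nose, 561 in gut, 521 in heart, 405 in muscle, 327 in kidney, 305 in gill, 294 in liver, 211 in head kidney and 121 in stomach. This requirement exchanged the places of spleen and eye and those of head kidney and liver. It removed 37.6% of the calls in head kidney, 22.9% in spleen, 21.8% in nose and 3.48% in testis.

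**Figure D1:**
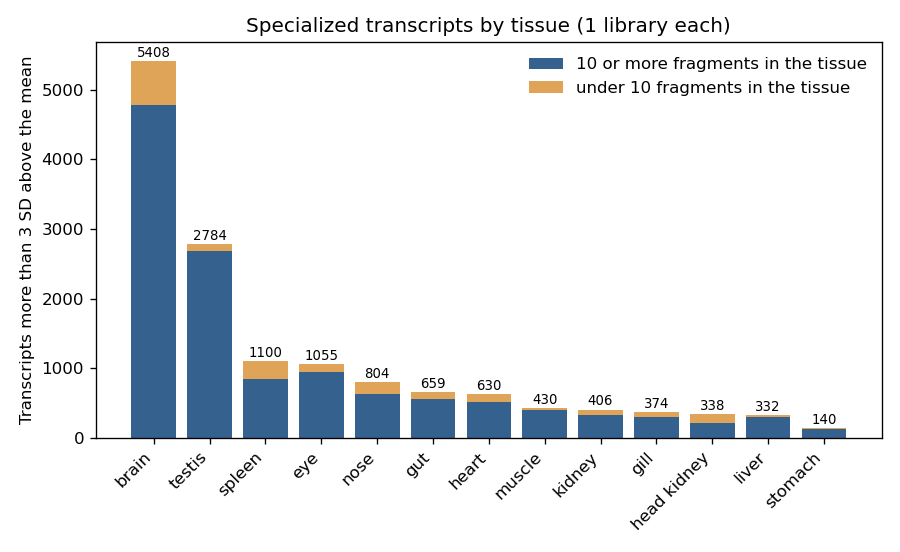
Number of transcripts more than 3 SD above the mean of the 13 tissues, by tissue, with 1 library each; the lower part of each bar counts transcripts with at least 10 fragments in that tissue and the upper part those with fewer. Brain has 5408 such transcripts in all and stomach 140.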

The number of specialized transcripts was counted for each tissue (Table S4) and the order of tissues by decreasing complexity is: brain (5,408 transcripts), testis (2,784 transcripts), spleen (1,100 transcripts), eye (1,055 transcripts), nose (804 transcripts), gut (659 transcripts), heart (630 transcripts), muscle (430 transcripts), kidney (406 transcripts), gill (374 transcripts), head kidney (338 transcripts), liver (332 transcripts) and stomach (140 transcripts). 

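Genes of neurons and synapses were most often highest in the brain library. Of 72 transcripts with 56 distinct names annotated as receptors, channels or scaffold proteins of neurons and synapses, 51 were highest in brain and 35 were specialized there, 28 of them with at least 10 fragments. Gephyrin, which anchors inhibitory receptors, had 40.0 FPKM in brain (95% interval 36.3 to 44.1), 5.97 times its value in eye (4.70 to 7.65). The neuronal pentraxin receptor, a synaptic membrane protein, had 21.9 FPKM in brain (20.6 to 23.3), 6.13 times its value in eye (5.26 to 7.17). LIM domain-containing protein A had 45.4 FPKM in brain and 6 fragments in head kidney, a ratio of 42.5 (19.2 to 117). Of 8 clustered protocadherins, adhesion proteins of neurons, 7 were highest in brain and 4 were specialized there, none with 10 fragments. Of 10 transcripts with 9 distinct names for the otolith and hair cells, 7 were highest in brain, and otoferlin, a calcium sensor of hair cell synapses, had 4.62 FPKM there and 1.15 in eye. In all, 33637 transcripts had an FPKM above 0 in brain, 86.9% of those measured, and spleen followed with 30237. With the next tissue set to at least 3 fragments, the median ratio of the specialized transcripts to it was 5.08. The next tissue was eye for 48.2% of them, a share that also counts transcripts with no fragment outside brain. With an FPKM of at least 1 as the threshold, brain expressed 22226 transcripts.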

The brain represents the most complex/specialized tissue with the largest number of genes expressed and the largest number of specialized genes. 

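G2/mitotic-specific cyclin-B2, which drives entry into mitosis and meiosis, had 1651 FPKM in testis (95% interval 1637 to 1665), 21.0 times its value in kidney (20.2 to 21.9). A gonadal histone H2A had 1375 FPKM (1353 to 1398), 32.4 times its value in kidney (29.5 to 35.6), and securin, an inhibitor of chromosome separation, had 933 FPKM (916 to 949), 13.0 times its value in kidney (12.1 to 13.8). Protein GAMETE EXPRESSED 1 had 43.1 FPKM (41.2 to 45.1), 13.2 times its value in kidney (11.2 to 15.7). Synaptonemal complex central element protein 3 had 8.98 FPKM in testis (6.70 to 11.8) from 52 fragments. Of 9 transcripts named for meiosis, sperm or testis, 4 were highest and specialized in testis and 3 were highest in brain, and the median of the 9 was 0.327 FPKM in testis, 0.423 in brain and 0.494 in kidney. Among those highest in brain, the meiosis expressed gene 1 homolog, had 4.34 FPKM in brain and 3.84 in kidney, a ratio of 1.13 (0.813 to 1.57) that is within counting error. For 1224 of the transcripts specialized in testis, 44.0%, the next tissue was kidney. Testis expressed 24692 transcripts, which is 10th among the 13 tissues. Its place as the next after brain depends on the scale. On log2(FPKM + 1), 710 transcripts were more than 3 SD above the mean in testis and 729 in eye, and with a tau index of at least 0.9 there were 896 in testis and 1037 in eye.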

We found that the testis were the second-most complex and specialized tissue, a result that is in accord with the work of others [46]. 

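In eye, protein C2orf71, a photoreceptor protein, had 60.1 FPKM (95% interval 57.4 to 62.9), Neurogenic differentiation factor 1, a transcription factor of retinal neurons, had 46.5 (43.9 to 49.2) and Transmembrane protein 237A, a protein of the ciliary transition zone, had 49.1 (46.5 to 51.8). C2orf71 had 3 fragments in nose, its next tissue, a ratio of 542 (186 to 2637). In spleen, Serine protease HTRA3 had 16.4 FPKM (13.5 to 19.8), 3.23 times its value in brain (2.16 to 4.96), and Down syndrome cell adhesion molecule had 182 (176 to 187), 5.97 times its value in head kidney (5.50 to 6.48). In nose, Proheparin-binding EGF-like growth factor, a ligand of the EGF receptor, had 21.2 FPKM (19.8 to 22.7), 3.10 times its value in head kidney (2.71 to 3.55), and Mucin-5AC, a secreted gel-forming mucin, had 7.09 (5.22 to 9.40) with 2 fragments in testis. Of 3 transcripts named as chemosensory receptors or channels, none was highest in nose, and 1 of them, Short transient receptor potential channel 2, had 1 fragment in all, in brain. Protein names were at hand for only 817 of the 38696 transcripts, so that this does not show a lack of such receptors in nose. With the next tissue set to at least 3 fragments, the median ratio of the specialized transcripts to it was 6.43 in eye, 3.47 in spleen and 3.40 in nose. The next tissue of 52.0% of the eye transcripts was brain, a share that also counts any with no fragment outside eye. With brain left out of the mean and SD, 2708 transcripts were specialized in eye. The paper orders the tissues by complexity from the number of transcripts past its threshold, states from this number and the number of genes expressed that brain is the most complex tissue, and states that testis comes next.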

The spleen, eye and nose regions have the next highest number of specialized genes expressed.

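In stomach, acidic mammalian chitinase, which cleaves chitin in food, had 172 FPKM (95% interval 167 to 176) and 9 fragments in heart, its next tissue, a ratio of 559 (294 to 1223). In eye, the light-sensitive Melanopsin-like protein had 6.73 FPKM (5.51 to 8.13), Opsin-5 6.34 (5.41 to 7.39) and the rho-3 subunit of the gamma-aminobutyric acid receptor, a chloride channel of the retina, 6.89 (5.45 to 8.58). Of 8 transcripts named for lens or photoreceptors, with 7 distinct names, 4 were highest in eye and all 4 were specialized there. Of 2 transcripts named for immunoglobulin heavy, kappa or lambda chains among the matched rows, neither was specialized. Immunoglobulin lambda-like polypeptide 1 had 3.14 FPKM in spleen and 2.57 in head kidney, a ratio of 1.22 (0.840 to 1.78), and Ig kappa chain V-IV region B17 had 2 fragments in head kidney. The search for complement among the matched rows covered names that begin with Complement C or Complement factor, and mannan-binding lectin serine proteases. It found no component of the cascade, but would miss names such as Complement component. The 1 transcript it found, Complement C1q-like protein 4, a secreted signalling protein with a C1q domain, was highest in muscle at 12.4 FPKM (10.6 to 14.3). A MAKER2 model of the same name, not paired with this transcript, is highest in brain in the paper's values, at 3.52 FPKM from 19 fragments. The paper's MAKER2 values in Table S3 are 18809.8 FPKM for chymosin in stomach and 16.9 in gill, and 27855 FPKM for rhodopsin in eye and 8.26 in gill. They are 4761 FPKM for Beta-crystallin S-1 in eye, 105 for Ig kappa chain V-IV region Len in head kidney against 31.2 in spleen, 3147 for Complement C1q subcomponent subunit C in spleen against 464 in head kidney, and 221 for Complement C1s subcomponent in spleen against 142 in head kidney. The other Ig models there with fragments are also highest in head kidney, except Ig kappa chain V region K29-213, with 0.722 FPKM in spleen from 8 fragments. Some are past 3 SD, such as Ig heavy chain V-III region VH26 at 103 FPKM (SD score 3.17). Others are not, such as Ig kappa-b4 chain C region at 23.2 FPKM (2.87). Complement C3, the central component of the cascade, is highest in liver there, at 3694 FPKM. Trinity transcripts of gastricsin, pepsin and gamma-crystallin were not analysed here by name.

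**Figure D2:**
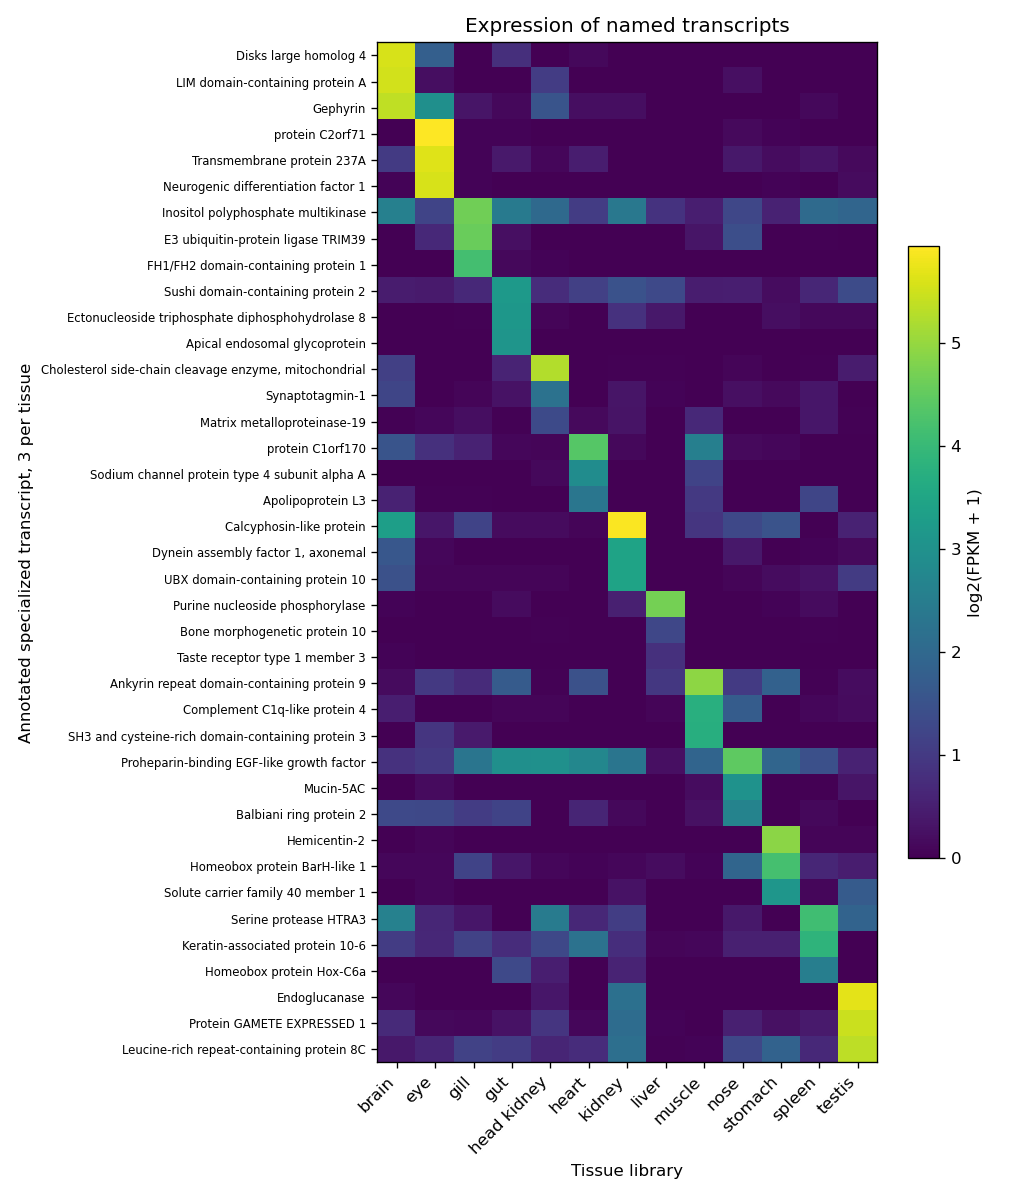
Expression as log2(FPKM + 1) of up to 3 annotated transcripts per tissue that are specialized there with at least 10 fragments, as rows, in the 13 tissue libraries, as columns. Each group of rows is brightest in its own tissue, and Protein GAMETE EXPRESSED 1 and the other testis transcripts have their next value in kidney.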

In examining the ten most specialized genes in each tissue (Table S4) it was found that chymosin, gastricsin, and pepsin were highly expressed in the stomach tissue, rhodopsin and gamma-crystallin in the eye, immunoglobulins in the head kidney and complement in the spleen, genes often associated with these tissues. 

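In liver, Hemopexin, which carries heme in plasma, had 5920 FPKM (95% interval 5896 to 5945), 88.0 times its value in head kidney (84.3 to 91.8), and Protein AMBP, a precursor of plasma proteins, had 3710 (3690 to 3731), 312 times its value in head kidney (279.6 to 348). In muscle, Ankyrin repeat domain-containing protein 9 had 29.2 FPKM (27.3 to 31.1) and SH3 and cysteine-rich domain-containing protein 3, which acts in excitation-contraction coupling, had 12.1 (10.1 to 14.4). Of 9 transcripts named for the sarcomere, with 5 distinct names, 5 were highest in muscle and 3 were specialized there, none with 10 fragments. In stomach, the transcription factor BarH-like 1 had 17.3 FPKM (15.8 to 18.9), 6.11 times its value in nose (4.77 to 7.93), Hemicentin-2, an extracellular matrix protein, had 28.9 (26.5 to 31.4), and Solute carrier family 40 member 1, an iron exporter, had 7.68 (6.26 to 9.33). Liver expressed 20484 transcripts, muscle 21725 and stomach 23062. The 10 most abundant transcripts held 41.7% of the fragments in liver, 45.6% in muscle and 57.5% in stomach, against 11.8% in spleen and 3.95% in testis. In stomach 1 transcript alone held 17.7% of the fragments. The 140 transcripts specialized in stomach were 0.607% of those expressed there, and 121 of them had at least 10 fragments. With at least 10 fragments as the threshold of expression, liver had 12732 transcripts, muscle 14105 and stomach 15284.

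**Figure D3:**
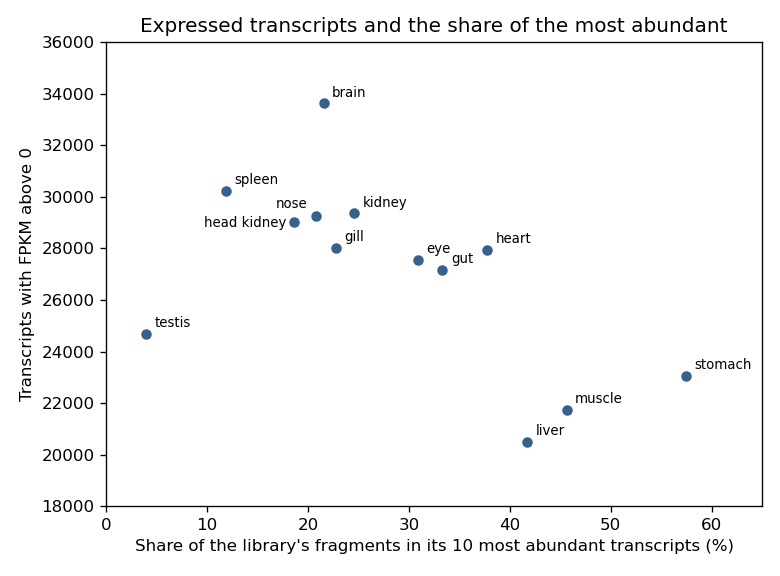
Transcripts with an FPKM above 0, on the vertical axis, which does not start at 0, against the percentage of the library's fragments held by its 10 most abundant transcripts; each point is 1 tissue library. Liver, muscle and stomach lie at the lower right and testis, with 24692 transcripts and 3.95%, at the left.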

The muscle was the least complex tissue in terms of the number of transcripts expressed, however the stomach tissue expressed the smallest number of specialized genes. Perhaps one surprise was the high level of ice-structuring protein expressed in the gut. 

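Papilin, an extracellular matrix protein, had 465 FPKM in gut (95% interval 457 to 473) and 18 fragments in liver, its next tissue, a ratio of 785 (497 to 1326). Angiopoietin-related protein 7 had 56.6 FPKM (54.3 to 59.0), 36.7 times its value in liver (29.2 to 46.8). Ectonucleoside triphosphate diphosphohydrolase 8, which breaks down extracellular nucleotides, had 7.83 FPKM (6.91 to 8.83), 9.87 times its value in kidney (6.68 to 15.1). Apical endosomal glycoprotein had 59 fragments in gut and none elsewhere, at least 18.0-fold higher than the floor of 3 fragments in brain. The specialized transcript with the highest FPKM in gut had 32069 FPKM from 628590 fragments, 3.33% of the library. Its next tissue was liver with 3674 FPKM, a ratio of 8.73 (8.67 to 8.79). The next highest specialized transcript in gut had 11648 FPKM, 68.6 times its value in liver (66.6 to 70.6). In Table S4 the paper's first name for gut is Type-4 ice-structuring protein, followed by Apolipoprotein A-I. That table lists names without values or identifiers, and the rows of Tables S2 and S3 at hand name no ice-structuring protein, so that these transcripts were not paired with its names.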

Though antifreeze protein (AFP) gene expression is known to occur in many tissues, it is typically produced in the liver and transferred to the blood [47]. However, as the gut is a possible route whereby nucleating ice might enter the fish, the finding of high transcription of AFP in the gut is informative and may help to explain some of the protective physiology of survival in high northern climates.

Documenting the expression values for each of the transcripts from the different tissues provides a single snapshot of expression in one set of conditions and is therefore bound to vary in different circumstances. This snapshot does, however, provide a basal atlas of gene expression estimates that can be used by the fish community for many experimental and comparative purposes.

### *E. lucius* homologues suggest a pre-duplication genome

To investigate patterns of gene duplication in *E. lucius*, we plotted the percent similarity of transcript homologues between and within northern pike, Atlantic salmon and threespine stickleback (*Gasterosteus aculeatus*) (Figure 2). To facilitate this analysis three transcript datasets were used: 1) 38,696 reference transcripts identified within our RNA-seq assembly; 2) previously published Atlantic salmon EST data [9], [10], and; 3) *G. aculeatus* transcripts available from the UCSC genome browser. Transcript homologues were identified within and between datasets using reciprocal best BLASTN hits following a similar approach previously used to analyse Atlantic salmon homologues [9]. In this analysis percent similarity was used as a proxy for evolutionary time; lower percent similarity between two paralogues suggests more time has passed since their origin by duplication.

**Figure 2:**
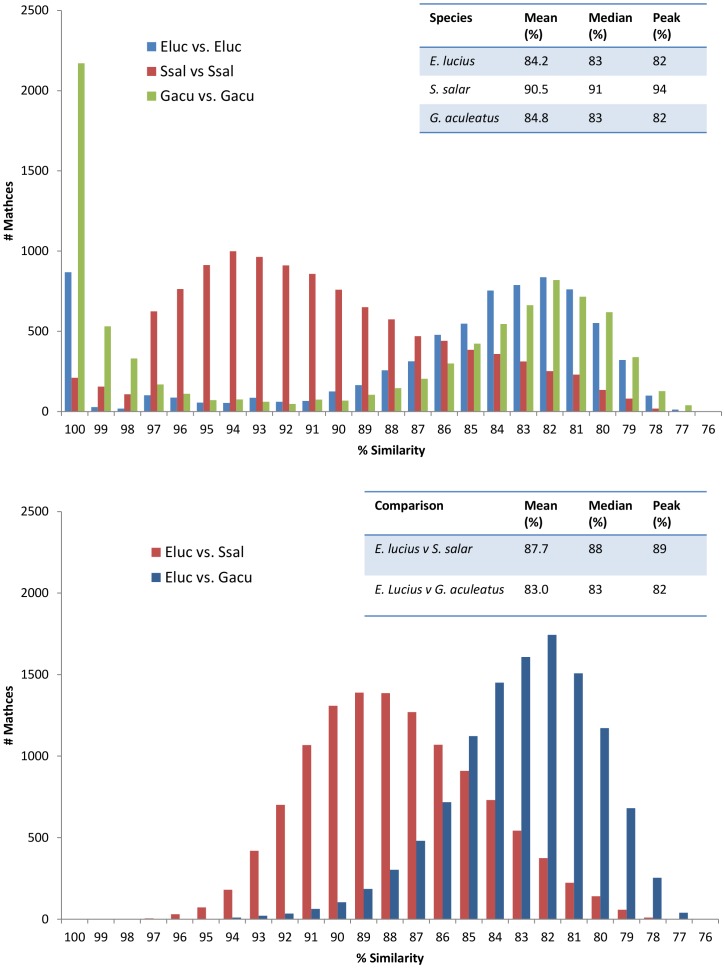
The percent similarities identified through transcriptome blastn comparisons. Blast results from non-redundant, repeat mask transcripts >300 bp with minimum 100 bp alignment. Results plotted by 1% intervals, grouped into bins. Results are graphed as A) within species (paralogues) and B) between species (Orthologues). Eluc  =  *Esox lucius*, Ssal  =  *Salmo salar*, Gacu  =  *Gasterosteus aculeatus*.

Two peaks of percent similarity are apparent in the northern pike paralogue comparisons (Figure 2A): one above 97% and one centred at 82%. The analogous plot of stickleback paralogue similarity exhibits a similar profile (with a nearly identical peak at 82% identity). If a similar rate of mutation is assumed within the northern pike and stickleback lineages, the overlapping peaks occurring between 77% and 89% suggest a common origin. These peaks may represent the remnants of the 3R basal teleost genome duplication, which would have occurred in a distant common ancestor of both lineages. Atlantic salmon paralogue comparisons, in contrast, show much higher percent similarities and exhibit a notable peak at 94% identity, a region in which very few northern pike or stickleback paralogues appear. This upward shift in the peak of percent similarity is most easily explained by the fourth-round (4R), salmonid-specific WGD. While Atlantic salmon does not exhibit a distinct peak in the region identified in the other two fish species (77–89% similarity), the right tail of its percent distribution is considerably drawn out. The notably extended tail may be a result of a) paralogues produced following the 4R WGD with a much increased rate of sequence divergence relative to the average, or b) remnants of the 3R duplication in which one copy of each paralogous gene pair produced following a salmon-specific 4R duplication has been lost. Together, these observations support the hypothesis that an Atlantic salmon ancestor experienced a comparatively recent whole-genome duplication event that was not experienced in the pike or stickleback lineages, and supports the use of the northern pike as a WGD outgroup.

The peaks occurring above 97% similarity in all within-species comparisons imply very recent gene duplication events that are unique to each species. Although gene duplication is known to occur at very high rates, the vast majority of those duplicate pairs that are fixed in a lineage are thought to experience rapid loss of one or both copies, occurring within a few million years [48], [49]. The high-similarity peaks observed in our within-species comparisons likely result from this dynamic of creation and loss; many paralogues are almost identical, indicating recent duplication, however fewer paralogues are observed as similarity decreases. These young paralogues may have been created by a recent series of segmental duplications [50], or may simply be an artefact of sequencing errors; we cannot with the current data distinguish between the two possibilities.

The most divergent peak observed in the northern pike within-species comparisons occurs from 77% to 89% similarity and contains 5,885 total transcripts. The annotations of these transcripts were examined in order to identify significantly over-represented functional categories (Table S5). Many of the terms identified fall into the development, signalling and regulatory classifications Brunet et al. [51] found to be enriched in *Tetrodon nigroviridis* gene duplicates likely to be from the 3R duplication. Of the Gene Ontology (GO) terms identified in the presumed 3R orthologues in northern pike however, the most striking are phosphate metabolism biological processes and nucleoside-binding and nucleotide-binding molecular functions. Interestingly, nucleotide-binding molecular function category was significantly under-represented in 3R-duplicated genes examined in the *Tetraodon* pufferfish. Examining more recent duplicates in carp, Wang et al. [52] identified immune-related terms and pathways as the predominantly enriched biological functions relative to in the recently duplicated common carp (*Cyprinus carpio*) genome, relative to the Zebrafish; immune-related terms were not a significant component of the GO terms identified in this study. The diversity of enriched GO categories implied by these studies suggests that different taxonomic groups may retain gene duplicate pairs from different functional categories, thus contributing to overall taxonomic diversity. Alternatively, the observed differences could indicate that different functional categories of gene duplicates are retained over different lengths of time.

Utilizing the same approach as that used for within-species comparisons, northern pike transcripts were compared with their orthologues in both the Atlantic salmon EST dataset and the threespine stickleback transcriptome (Figure 2B). Unsurprisingly, Atlantic salmon and northern pike orthologues are on average more similar (distribution maxima at 89%) than northern pike transcripts are to their respective orthologues in threespine stickleback (distribution maxima at 82%). These data are consistent with the expectation that the pike are more closely related to the salmonids than to species in the Neoteleostei, including stickleback. As northern pike and Atlantic salmon are estimated to have diverged from one another 100–130 million years ago (MYA) [1], [4], the value of 89% provides a very broad reference point with which to estimate the timing of the orthologue divergence in the transcriptomes of the Salmoniformes and Esociformes.

### RAD-tag based linkage mapping inefficient in pike

Our attempts to produce a RAD-tag based genetic map from a single full-sib family of *E. lucius* were unsuccessful. From 33,588 *Sbf*I-associated sequence loci across all family members, 351 informative polymorphic SNP markers were identified, or about 175 informative SNPs per sex. Further, the combination of very few useful markers and the bi-allelic nature of the SNPs did not allow for an efficient merge of the two sex-specific maps. Attempts to produce a useful linkage map from this data proved fruitless. Our initial decision to pursue this approach was based on its comparative success in other fish species. Other studies using the same protocol and enzyme produced 8,406 mapped SNPs in the spotted gar [53], 6,458 mapped SNPs in Atlantic salmon [54] and 5,703 mapped SNPs in Atlantic halibut [55]. The poor performance of this method in our study is almost certainly due to the very low degree of polymorphism observed in the northern pike data; the ALLPATHS-LG genome assembler reported an estimated polymorphism rate of 1 SNP for every 10,830 bp and an independent analysis of our RAD-tag dataset indicated an average polymorphism level of approximately 1 SNP for every 6,000 bp. The polymorphism rate estimates from our data are consistent with the very low levels of genetic polymorphism and heterozygosity noted in previous genetic studies of North American pike populations [33]. It is possible that future attempts utilizing a restriction enzyme which cuts more frequently could restore the usefulness of this RAD-tag approach. Such changes, however, would significantly increase the number of sequencing lanes required, thereby reducing some of the cost-advantages of the RAD-tag technique.

### A first-generation, Microsatellite based linkage map

In an attempt to increase the detection and integration levels of polymorphism, we utilized a half-sibling family (48 progeny from one father and 44 from a second) in combination with microsatellite markers. Utilizing 32,833 previously published northern pike EST sequences [9], [10] we identified long near-perfect di- and tri-nucleotide repeats from which we generated 776 microsatellite primer pairs, of which 187 (24%) were found to be polymorphic in at least one of the parents. Of these polymorphic primer pairs, 180 were successfully mapped back to a single *E. lucius* genomic scaffold. To further extend our database of polymorphic primer pairs we similarly screened the largest 900 genomic scaffolds for long near-perfect di- and tri-nucleotide microsatellites. This approach allowed us to screen an additional 835 scaffold-designed primer pairs against the parents of our half-sib family. We identified 378 primer pairs that were polymorphic in at least one of the parents with between 1 and 6 markers identified per scaffold. From a total of 1,611 screened primer pairs we identified 565 polymorphic markers that cover 429 genomic scaffolds; 7 such markers could not be mapped to a scaffold.

The 565 polymorphic primer pairs we have identified represent a very significant increase in the available marker data for *E. lucius*; prior to this work only 70 markers were available [56]–[60]. Given the low level of polymorphism observed in northern pike, particularly in North American populations, the additional marker availability should be useful to future studies that seek to delineate population structure or trace unauthorized introductions of this fish species.

Analysis of the genotypes found within our half-sib family allowed 526 of the 565 polymorphic primer pairs (and 406 scaffolds) to be mapped across 25 linkage groups spanning 1289.3 cM, the expected number of linkage groups based on previous *E. lucius* karyotyping [27]. The final merged linkage map is presented in Figures 3–5. An additional 12 markers were polymorphic but remained unlinked at the LOD cutoff of 3.0. Of the 28 markers with more than 15% missing data, all but one were dropped from the linkage analysis: u0028c was maintained in the data set to join two groups of markers into the single linkage group LG-04. This join was further verified at LOD 3.0 using u0046a, u0028c and u0330a in an unrelated family of northern pike (Whiteshell hatchery, MB, Canada). While most of the mapping procedure was straightforward, some difficulty was observed in the merging of the map due to a low level of polymorphism across multiple individuals. Of the 526 mapped markers, 301 were only informative in a single parent, leaving relatively few common markers with which to merge the maps. Therefore, true marker order can only be determined from the individual maps in Figure S1; the merged map is presented as a best interpretation of the available data.

**Figure 3:**
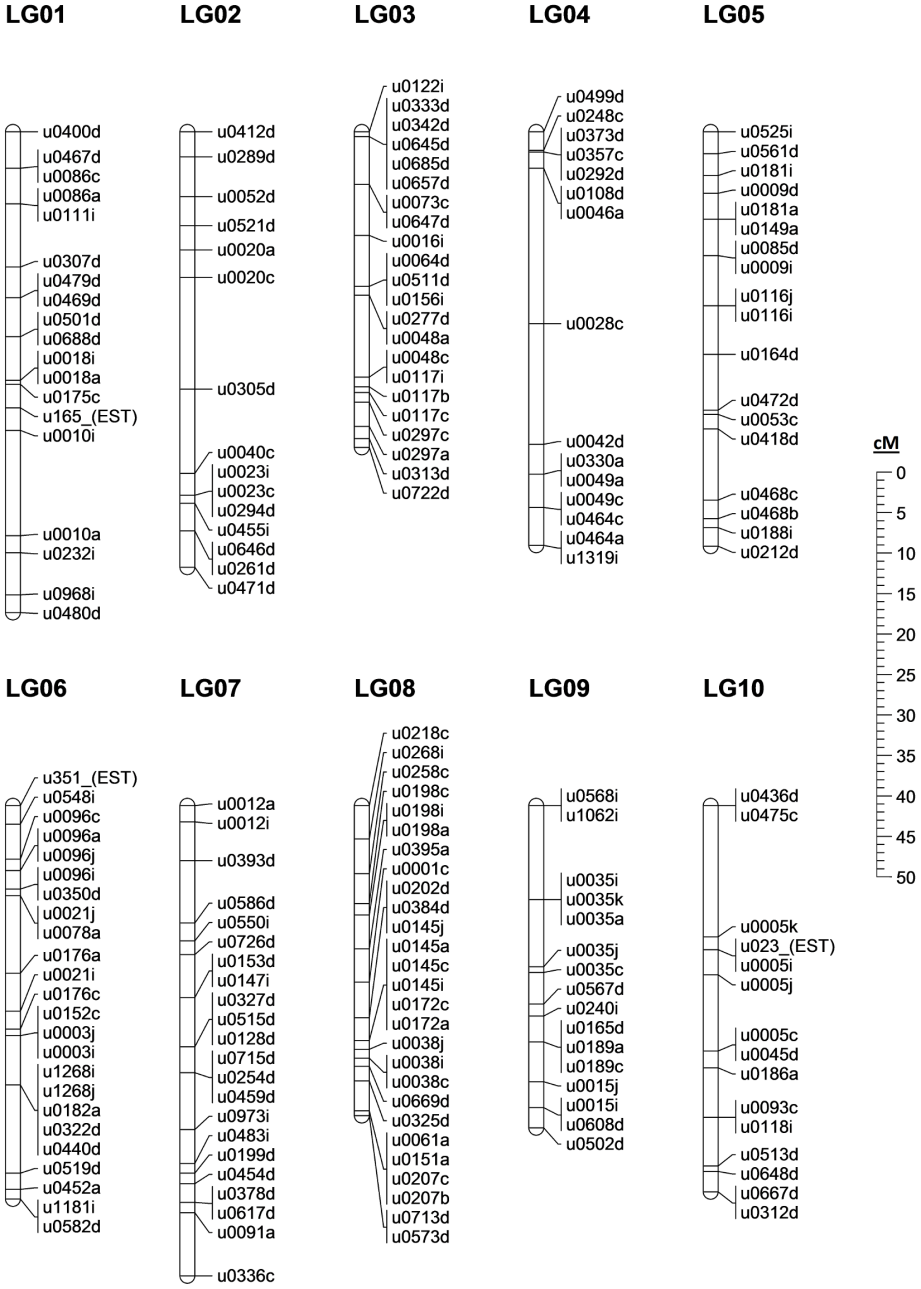
The northern pike merged linkage map: LG-01 to LG-10. Genomic scaffold identified by first 4 digit number, with multiple scaffold markers distinguished by final letter. Markers not mapped to a scaffold identified by “(EST)”; sex-specific linkage maps in Figure S1. Marker information in Table S7.

**Figure 4:**
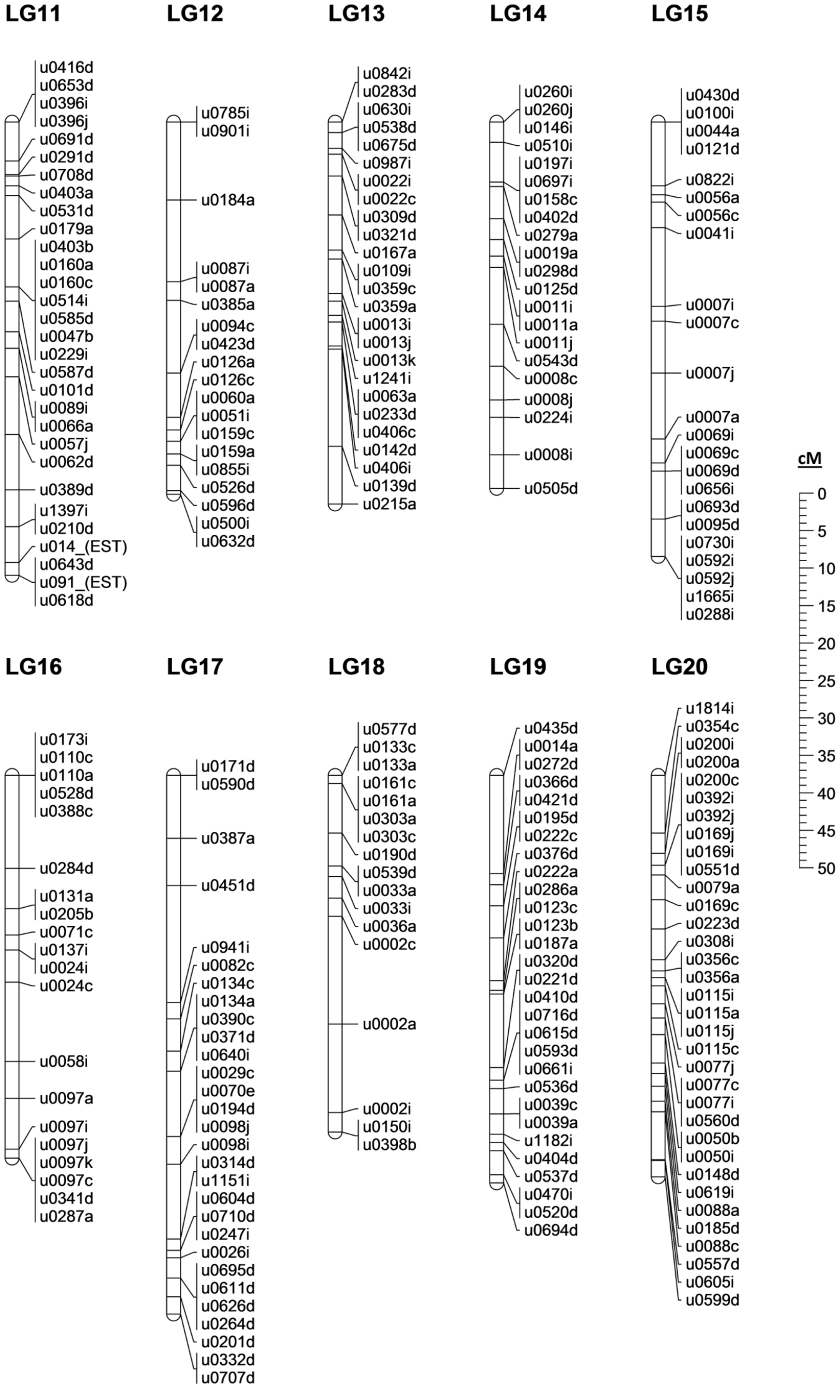
The northern pike merged linkage map: LG-11 to LG-20. Genomic scaffold identified by first 4 digit number, with multiple scaffold markers distinguished by final letter. Markers not mapped to a scaffold identified by “(EST)”; sex-specific linkage maps in Figure S1. Marker information in Table S7.

**Figure 5:**
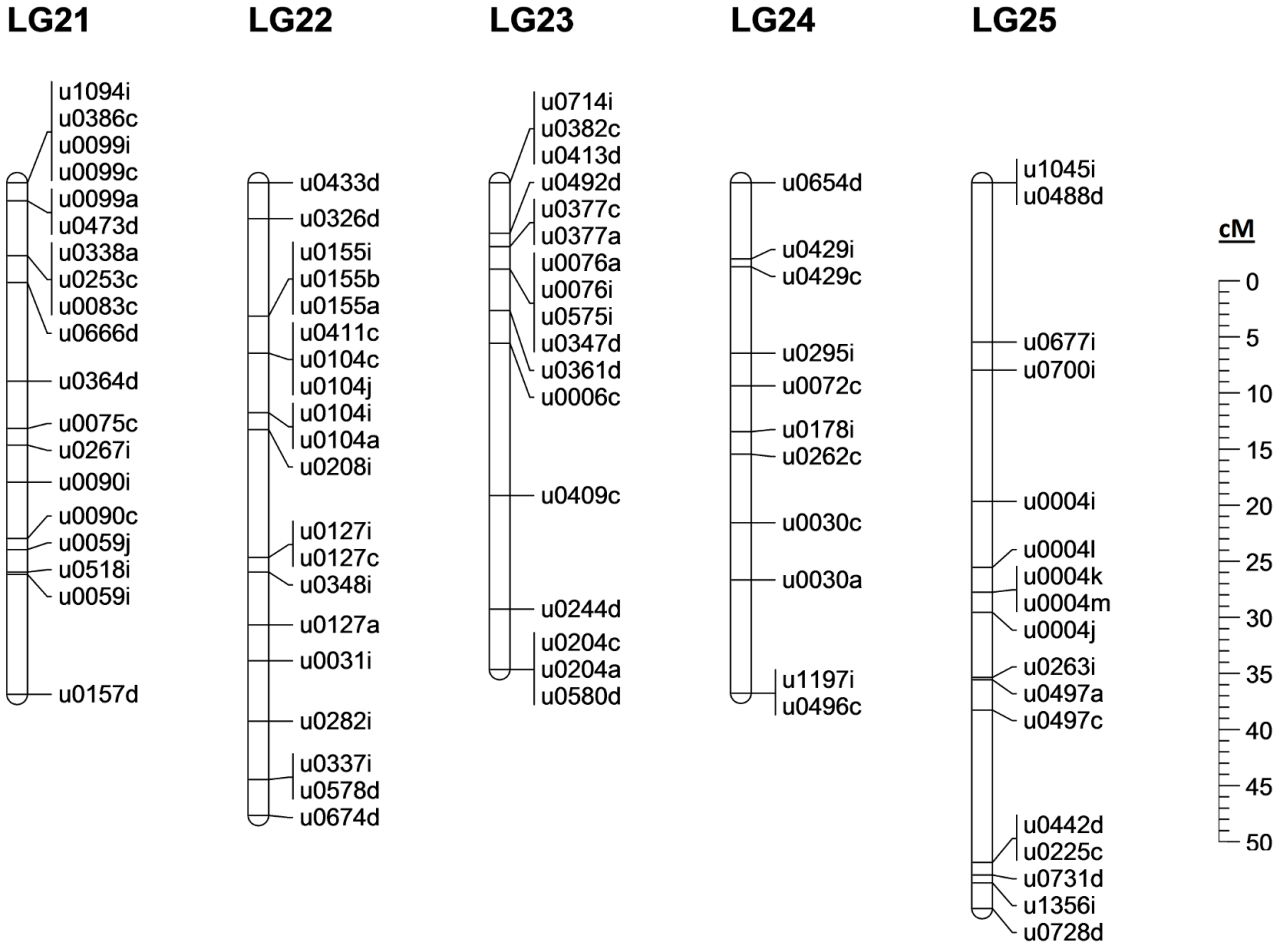
The northern pike merged linkage map: LG-21 to LG-25. Genomic scaffold identified by first 4 digit number, with multiple scaffold markers distinguished by final letter. Markers not mapped to a scaffold identified by “(EST)”; sex-specific linkage maps in Figure S1. Marker information in Table S7.

Sex-specific maps spanned 1245.4 cM in the female and 1166.0 cM in the male, an average recombination ratio of 1.07∶1 between females and males. Regional recombination differed across and within particular linkage groups between the sexes, with one region in particular standing out. In the male maps, the top of LG14 shows strongly repressed recombination in the males relative to the females, with ∼11X greater rate of recombination between scaffold 260 and scaffold 11 in the female map relative to the male. While the average recombination rates diverge slightly from even between the two sexes in pike, the recombination ratio is not nearly as skewed as in other teleost species; in Atlantic salmon, recently published ratios ranging from 1.3–1.7∶1 (female:male) [54], [61], in rainbow trout (*Oncorhynchus mykiss*) 1.68∶1 [62], and in zebrafish (*Danio rerio*) 2.74∶1 [63].

In one of the fathers we noted the unusual observation that of the 29 markers mapped to LG-19, none were found to be polymorphic (individual male-1 in Figure S1). In early karyotyping of northern pike various chromosome counts were observed [27], particularly in the range of 48–50 chromosomes; in concert with our data these observations suggest that the father was possibly missing a single chromosome, or distributed only a single chromosome to its progeny. It is also possible, depending on the degree of inbreeding within our sampled population, that this particular father inherited a separate but nearly identical chromosome from each of its parents; no observable polymorphism would be displayed in this situation. We are unable to determine the biological source of this unusual observation, as the available tissues are insufficient for karyotyping.

The low level of polymorphism implied by our data produces an interesting trade-off: genome assembly proved relatively straightforward due to a lack of sequence ambiguity introduced by polymorphic sites, while this same lack of polymorphic diversity ultimately limited the number of scaffolds that could be placed and oriented on the linkage map. Originally, we identified and targeted at least two microsatellite markers on each of the longest genome scaffolds; however, very few scaffolds ultimately possessed more than one such marker that was usefully polymorphic. Only 41 marker pairs derived from the same scaffold were mapped in such a way as to imply definitive scaffold orientation in at least one of the sex-specific linkage maps. Generally, such marker pairs were from the largest scaffolds and almost all were found on scaffolds greater than 1 Mb in length. The 406 scaffolds mapped by at least one microsatellite marker to this first-generation linkage map contribute to a total of 46% of scaffold assembly bases being associated with a linkage group. Additional northern pike families, further polymorphic marker identification, directed sequencing of scaffold gaps, and/or additional whole-genome sequencing will be required in order to improve this value in future work.

### Synteny analyses suggest Neoteleostei-like genome in northern pike

Given that the majority of teleost species fall into either the Ostariophysi or the Neoteleostei subcohorts, it is understandable that all of the nine teleost genome sequences available in the Ensembl genome browser (December 2013) fall into one of these two clades. While the Ostariophysi are thought to have diverged from the Euteleosteomorpha approximately 250 MYA, the next branch point possessing a representative genome assembly occurs within the Neoteleostei, approximately 160 MYA when the Paracanthomorphacea (represented by the Atlantic cod) diverged from the Euacanthomorphacea [1]. Usefully, the Protacanthopterygii are thought to have branched off from other Euteleosteomorphs approximately 200 MYA, and as such they represent a phylogenetically intermediate branch point between the fish species with currently available genomic data. When considering the reconstruction of ancestral genomes for evolutionary studies, the addition of branch points and the decreasing of branch lengths can only improve the quality of the results. If a phylogenetically useful Protacanthoptyerygiian genome is desired, the selection of an order that did not experience the salmonid-specific genome duplication is desirable in order to limit complications; such an order could be reasonably expected to provide the most straightforward and ancestral-like genome that can be obtained from this group. The Esociformes, represented in the present study by northern pike, are such a suitably placed order; the northern pike genome will be an excellent intermediate resource for use in phylogenetic studies of teleosts.

Using the genetic map we set out to determine whether or not the gene distribution and genome structure of northern pike imply synteny with the hypothesized genome of the ancestral teleost, as is tentatively implied by karyotype morphology. To this end, the syntenic relationships were examined between four species representing three major subcohorts of the infraclass Teleostei: northern pike (*Esox lucius*) was chosen to represent the Protacanthopterygii, zebrafish (*Danio rerio*) was chosen to represent the Ostariophysi, and both threespine stickleback (*Gasterosteus aculeatus*) and medaka (*Oryzias latipes*) were selected to represent the Neoteleostei. First, transcripts from northern pike were mapped to those northern pike genomic scaffolds that had previously been assigned to a group on the linkage map. Putative orthologues for these mapped transcripts were then identified in the transcriptomes of the three other representative teleosts using a reciprocal BLAST approach. A linkage group was subsequently inferred for each mapped transcript based on that of its parent scaffold. Finally, this *E. lucius* transcript linkage group was compared to the chromosomal location of the transcript's orthologue in stickleback (Figure 6A), medaka (Figure 6B) and zebrafish (Figure 6C); see Table S6 for specific numbers.

**Figure 6:**
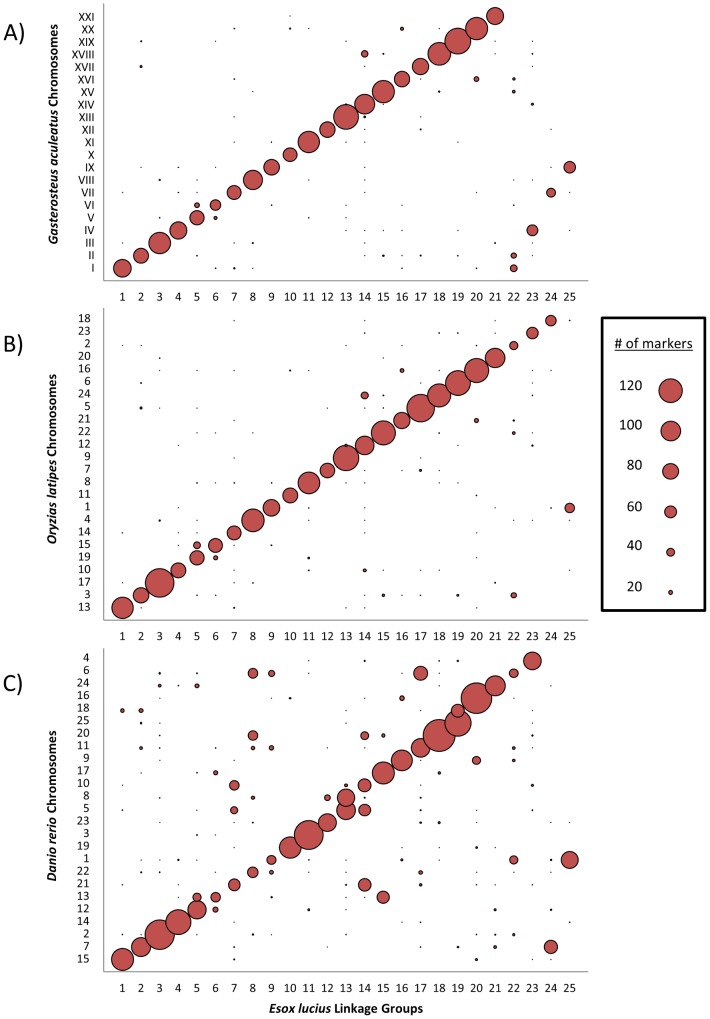
The synteny between the northern pike and model teleosts. Reciprocal best hit results (≥50% of total length, ≤1e-5) displaying synteny between the 25 pike linkage groups and three model teleost genomes, threespine stickleback (*Gasterosteus aculeatus*), medaka (*Oryzias latipes*), and zebrafish (*Danio rerio*). Sphere diameter reflects the number of matched transcripts. For numerical results, see Table S6.

Considering the time since their last common ancestor there exists a clear association between linkage groups in *E. lucius* and chromosomes in *G. aculeatus* and *O. latipes*. In general, each northern pike linkage group predominantly associated with a single stickleback chromosome. In four cases there were two *E. lucius* linkage groups that associated with only a single stickleback chromosome. Of these four cases, only one was analogously observed in *Oryzias latipes* (Figure 6B), a species that possesses a karyotype equivalent to the presumed ancestral karyotype in the Neoteleostei [25]. Specifically, only chr. 1 of *O. latipes* (orthologous to *G. aculeatus* chr. IX) shows a strong association with two separate *E. lucius* linkage groups. This observation suggests that the other three instances in which a single stickleback chromosome corresponds to two northern pike linkage groups (ie. *G. aculeatus* chrs. I, IV and VII) are best described as stickleback lineage-specific fusions of three pairs of ancestral-like chromosomes. This interpretation is further supported by recent work using sablefish (*Anoplopoma fimbria*), a species which is much more closely related to stickleback than is northern pike or medaka [64].

Two *E. lucius* linkage groups consistently associate with only a single chromosome of the other representative teleosts. As previously discussed, transcripts from northern pike linkage groups LG-09 and LG-25 predominantly possess orthologues on stickleback chr. IX and medaka chr. 1; an analogous situation is observed with zebrafish chr. 1. These observations suggest that the common ancestor of the Neoteleostei and the Protacanthopterygii most likely possessed a haploid karyotype of 24 chromosomes; this is in contrast to the haploid karyotype of 25 chromosomes observed in members of the *Esox* genus [27] and in the majority of the members of the Ostariophysi [25]. This analysis further implies that the two *E. lucius* chromosomes represented by LG-09 and LG-25 were formed as a result of the fission of a single ancestral chromosome, and that this fission occurred after the divergence of the Protacanthopterygii lineage. Syntenic analyses of orthologous sequence shared by stickleback and Atlantic salmon [61] suggest that the ancestral chromosome that eventually evolved into stickleback chromosome IX had already split in two prior to the salmonid-specific genome duplication. Therefore, this chromosomal fission likely occurred prior to the Esociformes/Salmoniformes divergence and it can be reasonably concluded that the common ancestor of the Esociformes and Salmoniformes possessed a 2N = 50 karyotype which was secondarily derived from the more ancestral karyotype of 2N = 48.

While the distribution of orthologous genes to chromosomes was particularly well conserved between the Protacanthopterygii and the Neoteleostei, the gene order along chromosomes was not as consistently similar. The positions of mapped genes in northern pike and the three model teleost genomes were plotted for the largest 50 scaffolds (Figure S2). In some instances, such as scaffolds 4 and 6, syntenic blocks in excess of three 3 million bp can be found where gene order appears to be conserved between medaka, stickleback and northern pike. In other cases, such as those observed in scaffolds 13 and 15, there are only small blocks of 500,000 bp or less where conservation of gene order can be observed. There are qualitatively many fewer occurrences of conserved gene order between zebrafish and pike, however there do exist large tracts of conserved order in certain scaffolds; one such scaffold is scaffold 1, where sections of 1–2 million bp maintain consistent ordering. In fact, gene order appears to be more consistently similar between zebrafish and pike than between pike and medaka in scaffold 1.

While the relatively small number of reciprocal blast hits per scaffold makes quantifying the degree of gene order conservation difficult, the number of consistently ordered transcripts from a single syntenic chromosome lends confidence to the quality of the assembled scaffolds. In three of the largest 50 scaffolds (scaffolds 8, 9 and 31), however, northern pike transcripts are consistently mapped across two or three chromosomes in all three model teleosts; this raises the possibility of chimeric scaffold assembly. An examination of the scaffolds mapped to either side of scaffold 9 in LG-05 implies that the discrepancy in this particular scaffold represents a genuine chromosomal translocation, in which the break point falls in the middle of the scaffold. Scaffolds to one side of LG-05 exhibit blast hits predominately to *G. aculeatus* chr. V, while scaffolds on the other show blast hits to *G. aculeatus* chr. VI. Similarly, scaffold 8 (mapped to LG-14) also appears to contain a genuine chromosomal translocation rather than a chimeric assembly artefact. This is inferred because a) the majority of other scaffolds on LG-14 possess best blast hits to *G. aculeatus* chr. XIV and b) scaffold 224, mapped adjacent to the chr. XVIII ‘end’ of scaffold 8 in LG-14, exhibits blast results dominated by hits to *G. aculeatus* chr. XVIII. Given the pronounced split between these regions it seems likely these translocations are quite recent and that the genes involved have not yet had time to be re-distributed to other regions across the chromosome. The third scaffold exhibiting potential assembly chimerism, scaffold 31 (located on LG-22), is not flanked by scaffolds that support a similarly distinct breakpoint. However, scaffolds mapped to LG-22 possess genes with significant numbers of orthologues on at least four different chromosomes in *O. latipes* and *G. aculeatus* (Figure 6A and B; Table S6); genes from different chromosomal sources are also mixed and distributed over the entire length of this linkage group. Together, these observations suggest that LG-22 possesses an old collection of pieces from multiple ancestral chromosomes that have had significant time to redistribute themselves throughout the linkage group. This characterization of LG-22 supports the idea that scaffold 8 reflects the biological reality and is not the result of inappropriately linked assembly contigs. While we are unable to rule out the possibility of chimeric joins having occurred in our genomic assembly, the three large scaffolds deemed most likely to have been chimeric show evidence suggesting that they are indeed real.

Although gene order is highly variable, chromosomal synteny remains high between the northern pike and the Neoteleostei representatives. While small sections appear to have undergone chromosomal translocations, and LG-22 may be highly reorganized, there is generally a 1∶1 relationship between linkage groups identified in northern pike and the chromosomes in the Neoteleostei. This implies the genome of *E. lucius* is indeed ancestral-like and will provide a good overall representative of the pre-duplication Protacanthopterygii genome structure in wider studies of genome evolution.

### The usefulness in salmonid duplication analysis

While inferring ancestral states is made easier with an ancestral-like genome, the examination of more recent events, such as the WGD event and subsequent rediploidization in the salmonid lineage, can be made much easier using this genetic dataset. Although numerous rearrangements have undoubtedly had a substantial effect on genome organization, many of the greatest genomic changes must be seen as the consequence of the formation and evolution of paralogous genes resulting from a WGD (such gene pairs are termed ohnologues [65]). As the genome attempts to revert to a stable diploid state, ohnologues are presumed to evolve like individual gene duplicates through subfunctionalization, neofunctionalization or loss of one of the gene copies. Determining the mode and rate of gene and genome evolution requires an understanding of where the two copies began. Gaining this understanding would be most easily accomplished using the ancestral, pre-duplicated sequence of the gene or genome segment; since this sequence is unavailable it is most readily inferred using an appropriate pre-duplication sister group. Even given the significant amount of time which has passed since their divergence from each other over 100 MYA [1] the Esociformes remain the most closely related order to the Salmoniformes and therefore represent the best system of species from which a pre-duplication genomic state can be inferred.

Nucleotide BLASTN alignments between the flanking sequence of 5,918 mapped genomic markers from the Atlantic salmon linkage map [61] and the northern pike genome scaffolds produced 3,241 high-quality alignments. Of these alignments, 1,803 involved scaffolds assigned a linkage group on the northern pike genetic map. An analysis of these alignments clearly indicates that each *E. lucius* linkage group possesses significant conserved synteny with two Atlantic salmon chromosomes (Table 2). This observation is consistent with a historical duplication of each chromosome in the salmonid lineage that did not occur in an esocid ancestor. These results corroborate previous analyses which compared Atlantic salmon to stickleback [61]. Indeed, the increased relatedness and shared Protacanthopterygiian-specific rearrangements between Atlantic salmon and northern pike demonstrate an even greater example of shared synteny between these two species that are separated by a genome duplication.

**Table 2:** Sequences from mapped Atlantic salmon SNPs [61] blasted against the *Esox lucius* genome (≤1e-10).

		*Esox lucius* Linkage Groups																								
		1	2	3	4	5	6	7	8	9	10	11	12	13	14	15	16	17	18	19	20	21	22	23	24	25
***Salmo salar*** ** Chromosomes**	**Ssa01**					8	**28**								**44**	**41**										
	**Ssa02**									**45**							13				**40**					
	**Ssa03**			**37**								**43**														
	**Ssa04**							**28**																		**24**
	**Ssa05**				**28**												10				**47**					
	**Ssa06**											**52**							**43**							
	**Ssa07**																		3					**17**	**10**	
	**Ssa08**																									**15**
	**Ssa09**	**32**			**34**											**29**										
	**Ssa10**								**68**	3										**36**						
	**Ssa11**		**35**					10							**31**											
	**Ssa12**		3							**18**								**55**								
	**Ssa13**							**20**					**28**		11											
	**Ssa14**			**18**							**25**															
	**Ssa15**												**13**	5	8				**33**							
	**Ssa16**	3							22											**20**			**23**			
	**Ssa17**																						**22**	**23**		
	**Ssa18**					4	**29**																		**16**	
	**Ssa19**					**17**	3															**21**				
	**Ssa20**	**18**												**36**												
	**Ssa21**																**25**				6					
	**Ssa22**		4															**56**								
	**Ssa23**								**33**											12						
	**Ssa24**													**39**												
	**Ssa25**																**25**									
	**Ssa26**		**46**									3								3						
	**Ssa27**										**41**															
	**Ssa28**					**24**	8																			
	**Ssa29**																					**24**				
**Total blast hits**		**57**	**89**	**58**	**65**	**59**	**71**	**63**	**131**	**67**	**72**	**108**	**43**	**87**	**103**	**73**	**77**	**118**	**84**	**74**	**97**	**46**	**49**	**45**	**27**	**40**

The Atlantic salmon chromosome linked to each mapped SNP was plotted against the linkage group of the top *E. lucius* scaffold blast match. Results <3 for a given LG/chromosome comparison are removed for clarity.

This work in northern pike provides a core dataset with which to examine genome evolution following whole-genome duplication. The reference transcriptome allows for the functional analysis of ohnologue evolution while the genome assemblies facilitate the study of intron and promoter evolution as well as post-WGD gene and genome rearrangements. The role of transposable elements in both esocid and salmonid genome evolution and speciation can be further explored by inferring pre-duplication genomic repeat content, by dating periods of transposable element activity and by characterizing the abundance and character of transposable elements in this pre-duplication genome.

## Conclusions

This work represents the largest currently available collection of genomic data for a member of the Esociformes and the first genome assembly for a non-salmonid member of the Protacanthopterygii, an economically important superorder which bridges the evolutionary gap between the Ostariophysi and Neoteleostei. We present a genome assembly of 824 Mbp across 94,267 contigs and 878 Mbp across 5,688 scaffolds, representing an estimated 96% of the genome; 50% of the assembly is represented in the largest 318 scaffolds. Approximately 20% of the genome sequence is made up of repeat elements. Two transcriptome assemblies from multi-tissue RNA-seq are presented and FPKM values provide a baseline dataset of expression levels across 13 individual tissues. A microsatellite-based linkage map places 526 markers across 25 linkage groups, the expected number of linkage groups based on previous karyotypes. These markers further facilitate the mapping of 46% of the scaffold assembly sequence onto linkage groups. Comparisons between linkage-mapped scaffolds and three teleost genomes show that northern pike has a chromosomal distribution of genes very similar to that of the Neoteleostei, suggesting relatively low chromosomal translocation activity and an ancestral-like gene distribution. Gene order along individual chromosomes, however, exhibits significant reorganization. This dataset represents an important resource for future ecological and evolutionary work in northern pike and will assist in understanding the effects of whole-genome duplication on genome evolution, especially once the upcoming salmonid genomes become available.

## Methods and Materials

### Animal Care

In accordance with the Canadian Council on Animal Care Guidelines, the Animal Care Committee at the University of Victoria did not require ethical review as only archival tissue or tissue from fish that were harvested by various government agencies for their own purposes, was used in the course of the experiments.

### Whole-Genome Sequencing

For whole-genome sequencing, genomic DNA was extracted from the spleen of a single male pike individual from an introduced population to Charlie Lake, British Columbia, CANADA [66], using pooled DNA from both DNeasy (QIAGEN) and phenol [67] extractions. DNA libraries of 180 bp were prepared and sequenced (paired-end) by the Michael Smith Genome Sciences Centre; libraries of 2 kb and 5 kb fragments were constructed and sequenced by BGI (http://www.genomics.cn/en/index); all sequences were produced using Illumina HiSeq2000 instruments (San Diego, CA).

Following ALLPATHS-LG genome assembly, contigs were checked for long runs of ambiguous bases and trimmed/split if necessary. We removed contigs that were primarily vector sequence (BLASTN 1e-50). Furthermore, all contigs were trimmed internally and at terminal ends for any vector sequence according to NCBI's VecScreen search recommendations (www.ncbi.nlm.nih.gov/tools/vecscreen/). Duplicate contigs were removed and mitochondrial contigs were removed (BLASTN 1e-5). This resulting contig set was compared to GenBank's non-redundant nucleotide database for contamination (BLASTN 1e-25). Potential non-vertebrate sequence matches were flagged and manually inspected to determine classification. These contig sequences including scaffold information have been uploaded to NCBI under BioProject ID PRJNA221548, accession AZJR00000000.

### Transposable element library creation and genomic repeat annotation

The process used to create the northern pike transposable element (TE) library was based on that used by Wegrzyn et al. [68] to identify TE sequences in the Loblolly Pine genome. First, a custom repeat ‘seed’ library (CSL) containing 33,304 TE sequences was assembled from three sources: 1) a quality-checked repeat consensus library produced by the *de novo* repeat-finding program REPET (version 1.3.9.1; default settings; [69]); 2) the RepBase database of TE sequences (REPET-formatted v18.08; [70]); and 3) TE sequences previously identified in Esociformes or Salmoniformes and deposited in Genbank.

Following CSL creation, the CENSOR program [71] was used to identify all non-redundant instances of CSL sequences in the northern pike genome contigs. Subsequent filtering removed all CENSOR hits that were smaller than 80% of the length of the respective CSL query sequence. Sequences from long CENSOR hits were clustered using the uclust.global program of USEARCH [72]. USEARCH parameters were such that a sequence was only added to an existing cluster if it possessed at least 80% nucleotide similarity over 80% of its length to the cluster's representative ‘centroid’. Following clustering, a representative sequence was obtained for each cluster; if there were fewer than three sequences in the cluster the longest sequence was chosen as a representative, otherwise a consensus sequence was generated from a multiple sequence alignment (MSA). MSAs were built using the T-COFFEE program [73], which used alignment data from two sources: global alignment information from MUSCLE [74], [75] and local alignment information from USEARCH.

The representative sequences from all clusters were combined and sequences with strong BLASTX alignments (E-value ≤1e-10) to the UniprotKB/SwissProt protein database (July 2013 release) were manually examined and, if appropriate, removed as non-TE host genes. The remaining library sequences were classified in accordance with the Wicker et al. classification system [76] based on the occurrence of structural motifs and/or similarity to previously identified TEs. The classification process relied on both manual and automated processing of output from NCBI's BLAST+ software and the PASTEClassifier.py script included with REPET. The final northern pike TE library contained 26,628 sequences of which 14,820 were classified to at least the subclass level under Wicker's taxonomic system. Many of the in-house scripts used to create and validate the TE library utilized modules included in the BioPython library [77], [78].

The total amount of low-complexity DNA and TE-derived sequence within the genome was estimated using RepeatMasker (v4.0.3 [79]); RepeatMasker was configured to use RMBlast (version 2.2.23+) as its internal search engine. The abundance estimations for individual TE taxa were aggregated from RepeatMasker's annotation output file.

### RNA-seq and assembly

All tissues for RNA-seq were extracted from a single, juvenile, male pike caught November 1, 2011 in the Portage Diversion/Assiniboine River Floodway near Portage la Prairie, MB, Canada (N50.00747 W98.38181) as the water was beginning to freeze. The animal was euthanized and then frozen on dry ice until sampling, and subsequently at −80°C. RNA from all 13 tissues – brain, eye, gill, hind gut, head kidney, heart, kidney, liver, muscle, nose, stomach, spleen and testis - were extracted by mixer-mill (Retsch) homogenization in Trizol (Invitrogen), followed by column clean-up using the RNeasy kit (QIAGEN). Total RNA was submitted directly to BGI for Illumina sequencing; indexed samples were pooled (4 per RNA-seq lane, pooled along with other projects) and sequenced on an Illumina HiSeq2000.

Paired-end raw reads were quality-trimmed using Trimmomatic [80]. Trimmed reads from all tissues were combined and a *de novo* transcriptome assembly was created using the Trinity assembler [45]. Trinity used a minimum kmer count of 3 in order to reduce noise introduced by sequencing errors.

In order to generate a non-redundant reference set of transcripts, the resulting set of Trinity transcripts were filtered. These raw putative transcripts were reduced by retaining those that were characterized as full-length [10], those that had a significant BLASTX [81] match to the UniProtKB/Swiss-Prot or Gene Ontology protein databases (≤1e-5) without being transposable element annotations, and those that did not show any sequence homology to a known protein but had a predicted open reading frame ≥300 bp. This reduced set was mapped to our genome assembly using BLAT [82]. Transcripts mapping uniquely to a single loci were retained. In cases where multiple transcripts (from alternatively-spliced mRNAs) were mapped to the same genomic location, only the longest transcript was retained. We masked repeats using RepeatMasker [79] and our *Esox lucius* repeat library, removing open reading frames that were no longer ≥300 bp. To remove possible alleles, recent duplicates, and sequencing errors in our de novo assembly, we took a single representative of transcripts that were ≥98% similar over a minimum length of 300 bp, as determined by BLASTN. This curated set represents our RNA-seq reference transcriptome.

We produced an *ab initio* transcript set from our genome contig assembly using MAKER2 [83]. An Augustus [84] gene model specific for *Esox lucius* was generated using contigs from the RNA-seq assembly and the previously published EST assembly as evidence. MAKER2 was run for two rounds to produce an *Esox lucius* SNAP model. A final round of MAKER2 was run using the Augustus gene model, SNAP model, and the mRNA evidence.

Homology analysis of protein-coding mRNA data utilized the non-redundant protein-coding northern pike transcriptome (repeat-masked), Atlantic salmon EST data [9] and *Gasterosteus aculeatus* transcripts obtained from the UCSC genome browser. Intra-transcriptome comparisons for northern pike, Atlantic salmon and threespine stickleback, as well as between-species comparisons (northern pike vs. Atlantic salmon and northern pike vs. threespine stickleback) were performed using a reciprocal best BLASTN approach. Only BLASTN alignments longer than 100 bp and possessing an E-value ≤1e-5 were considered in establishing homology. DAVID analyses [85] were performed using paralogues from *Esox lucius* that exhibited 77–89% similarity in the aforementioned BLASTN alignments. Results were categorized by molecular function and biological process, and sorted by EASE-Score (p-value).

### RAD-tag based linkage mapping

A RAD-tag-based approach for linkage map construction was attempted following the protocol of Amores et al. [53] using the *Sbf*I restriction enzyme. Tissues from a family consisting of a single father and mother (fin clips) and 94 progeny (yolk-sac larvae) from the Hackettstown Fish Hatchery, New Jersey, USA were extracted and used to construct three barcoded Illumina libraries, each containing data from 32 individuals. These libraries were paired-end sequenced using an Illumina HiSeq-2000 sequencer (Michael Smith Genome Sciences Centre, Vancouver, BC, CANADA). Subsequent analysis to identify and score SNPs was performed with Stacks [86].

### Microsatellite Primer Design

A second family was obtained from the Hackettstown Fish Hatchery, New Jersey. Tissues stored in 95% ethanol from 103 progeny (either yolk-sac larvae or fin clips from 4-month old juveniles) of a half-sibling family produced from 3 fathers and a single mother were extracted by placing 2 mm^3^ of tissue in 5% Chelex 100 (Biorad), 0.2% SDS and 0.27 mg/ml proteinase K (Invitrogen) for 2 hours at 55°C followed by 95°C for 10 minutes [87]. Extractions were diluted 1/100 in water for use in PCR. Offspring were screened using microsatellite primers to determine parentage (see below for primer design); progeny were distributed 106∶45∶0 between the three fathers. The family was therefore used as a two-father/single mother half-sibling family in further analysis, split 48∶44 progeny per father to fit a 96-well format.

776 primer pairs were designed to target di- and tri-nucleotide repeats identified by Tandem Repeats finder [88] from *Esox* EST sequences [10], with an additional 835 primer pairs designed to target microsatellite repeats identified from genome scaffolds (1–3 primer pairs evaluated per scaffold). The unlabelled EST-designed primer pairs, u001-u296 were evaluated on a 5% polyacrylamide gel prior to re-ordering HEX or 6-FAM directly-labelled forward primers. The forward primer from each of the remaining primer pairs (u297–u776) and all scaffold primers were ordered with one of three tails, Tail-A, Tail-B or Tail-C for fluorescently labelling products with a labelled universal third primer, adapted from Blackett et al. protocol [89]. The universal primers were labelled: Tail-A [90] with 6-FAM, Tail-B [90] with HEX, Tail-C [89] with NED, 6-FAM and HEX.

For directly labelled primers, each PCR reaction contained: ∼2.5 ng template DNA, 200 µM each dNTP (Promega), 0.5 µM each forward (HEX or 6-FAM labelled) and reverse primer (IDT), 0.25 U Hot Start *Taq* DNA polymerase (Promega), 1X GoTaq Flexi Colorless PCR buffer (Promega), 2.0 mM MgCl_2_, to a final volume of 10 µl with DNase/RNase free H_2_O (Gibco). Reactions were cycled on a TC-412 thermocycler (Techne) following the profile: 3 min at 95°C followed by 35 cycles of 30 s at 95°C, 30 s at 52°C and 30 s at 72°C, and a final extension of 72°C for 10 min with a hold at 4°C. For “Tailed” reactions: ∼2.5 ng template DNA, 200 µM each dNTP (Promega), 0.15 µM forward primer (IDT), 0.5 µM reverse primer (IDT), 0.2 µM labelled universal tail primer (IDT), 0.25 U Hot Start *Taq* DNA polymerase (Promega), 1X GoTaq Flexi Colorless PCR buffer (Promega), 2.0 mM MgCl_2_, and final volume of 10 µl with DNase/RNase free H_2_O (Gibco). Tailed reactions were cycled on the same profile as above, except the 52°C annealing step was replaced with 56°C for 1 minute 30 seconds.

Following PCR, genotyping reactions consisted of 1.0 µl each PCR product, 9.9 µl Hi-Di Formamide (Life Technologies) and 0.1 µl GeneScan -500 ROXSize Standard (Life Technologies); two or three PCR reactions with different dyes were pooled into a single genotyping reaction. Following denaturation for 3–5 minutes at 95°C, samples were cooled on ice for 5–10 minutes before analysis on a 3730 DNA analyzer (Life Technologies). The generated electropherograms were analysed using GeneMapper V4.0 (Life Technologies), with automated scoring reviewed manually for errors in all samples. Samples for which clear peaks were not identified were removed from the dataset in subsequent analyses. All primer pairs were evaluated on the mother and two fathers of the family. Markers identified as polymorphic in the parents were used to amplify and score the distribution of alleles in the progeny. Polymorphic marker information is summarized in Table S7.

### Linkage Mapping

Linkage mapping was performed using the LINKMFEX package, v 2.3 (R. Danzmann, University of Guelph, http://www.uoguelph.ca/~rdanzman/software.htm) following the standard protocol; markers with more than 15% of genotypes missing were omitted from the analysis (apart from u0028c; see below). Linkage groups were identified at an LOD threshold of 4.0; linkage groups in the individual maps were further joined at an LOD of 3 if in another individual the linkage was recognized using the stricter cut-off. Further estimation of distances below LOD = 3 was used to create merged, sex-specific maps; these are represented by dotted lines in Figure S1. Merged sex-specific and final merged maps were produced using the MERGE programs in the LINKMFEX package. Maps were visualized using the program MAPCHART [91]. The linkage of u0028c (with more than 15% missing data in original family) to adjacent markers in LG-04 was confirmed using a separate, unrelated family from the Whiteshell fish hatchery (West Hawk Lake, Manitoba, CANADA), extracted, amplified and analysed using the previously described procedures.

### Synteny analyses

Four datasets were used for synteny analyses: 1) the reference *Esox lucius* transcriptome (see ‘RNA-seq and assembly’ section of Methods); 2) stickleback protein sequences from the Feb. 2006 Broad/gasAcu1 release; 3) zebrafish protein sequences from the Jul. 2010 Zv9/danRer7 release and; 4) medaka protein sequences from the Oct. 2005 NIG/UT MEDAKA1/oryLat 2 release. Stickleback, zebrafish and medaka sequences and their associated genomic location information were obtained from the UCSC Genome Browser [92]. Scaffold locations for northern pike transcripts were obtained through mapping using GMAP [93]; linkage group assignments followed if the host scaffold had been previously mapped to a group in the genetic map. Using the BLASTX and TBLASTN programs, BLAST alignments (E-value ≤1e-5) were obtained between the northern pike transcripts and the proteins of each other fish species. Orthology between northern pike transcripts and other fish protein sequences was determined using the reciprocal best hit (RBH) paradigm requiring at least 50% of each sequence was covered in non-overlapping BLAST alignments (HSPs) from the other. Synteny between two species (Figure 6) and scaffold continuity (Figure S2) were examined by plotting the genomic locations of each sequence in a relevant orthologue pair.

The analysis of synteny between northern pike and Atlantic salmon (Table 2) was performed by obtaining the flanking sequence of chromosome-associated SNPs in Atlantic salmon and identifying the strongest BLASTN hits (E-value ≤1e-10) between these sequences and northern pike scaffolds with a known linkage group.

## Supporting Information

Figure S1 **Individual male and sex-specific linkage maps for the northern pike.** Sex-specific maps and how markers are merged into the final, merged linkage map are presented. Individual linkage maps produced from each of the two fathers are also presented, as well as positions for which a distance was estimated below an LOD of 3.0 for efficient merging. Star symbol denotes markers designed from the same scaffold that appear disrupted by one or more additional scaffolds in the merged linkage map, due to lack of shared informative markers in merging sex-specific maps.
(PDF)

Figure S2 **Conservation of gene order within the largest 50 northern pike genomic scaffolds relative to** ***Gasterosteus aculeatus*** **,** ***Oryzias latipes*** **, and** ***Danio rerio*** **.** Reciprocal best hit results (≥50% of total length, ≤1e-5) and mapped scaffold position plotted. Average position ((Start position + End position)/2) taken to represent a point position for each mapped transcript.
(PDF)

Table S1 **Contribution of major Transposable Element categories to the** ***Esox lucius*** **genome.** Produced by parsing results from Repeat masker output; variation between the direct Repeat masker output (18.1% of genome) and the sum of the annotated categories is likely due to overlap in the masked elements.
(XLSX)

Table S2 **Trinity-assembly FPKM results for 13** ***Esox lucius*** **tissues.** All values submitted to NCBI GEO profile database.
(XLSX)

Table S3 **MAKER2-assembly FPKM results for 13** ***Esox lucius*** **tissues.**
(XLSX)

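A transcript of 349 bases named as the alpha-1 subunit of the sodium/potassium-transporting ATPase, the sodium pump, had 9.61 FPKM in gill (95% interval 7.40 to 12.3) from 64 fragments. This was 8.48 times its value in nose (3.89 to 21.9). A transcript of 204 bases named as the alpha-2 subunit had 6.54 FPKM in brain and 5.60 in eye, with 23 fragments in each, a ratio within counting error at 1.17 (0.626 to 2.18). Transcripts this short can be parts of a gene, so that these values are not the level of the pump as a whole. Of 8 transcripts named as transporters of kidney and gill epithelia, with 5 distinct names, 4 were highest in brain, 2 in kidney, 1 in eye and 1 in gill. Sushi domain-containing protein 2 had 8.32 FPKM in gut (7.65 to 9.02), 4.53 times its value in kidney. In the tissues other than gut, the specialized transcript with the highest FPKM had 241258 FPKM in stomach, 80977 in liver, 67196 in muscle, 19465 in heart, 17715 in brain, 17567 in gill, 16459 in eye, 8434 in nose, 3426 in head kidney, 2730 in testis, 2292 in kidney and 2085 in spleen. Its ratio to the next tissue was 2866 in eye (2476 to 3335), 1693 in stomach (1620.2 to 1770), 853 in brain (777 to 938), 453 in liver (441 to 465), 82.7 in gill (79.1 to 86.5), 77.7 in kidney (71.7 to 84.4), 24.4 in muscle (24.2 to 24.6), 23.0 in testis (21.5 to 24.5), 14.5 in heart (14.3 to 14.7), 12.8 in spleen (12.4 to 13.3), 7.81 in head kidney (7.72 to 7.90) and 4.61 in nose (4.57 to 4.65).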

Table S4 **Top 10 expressed specialized transcripts from each tissue in** ***Esox lucius*** **.** Sorted by highest FPKM for transcripts >3 standard deviations above average across all tissues; based on results from 38K Trinity-assembled transcriptome.
(XLSX)

Table S5 **Pathways Identified in duplicated transcripts.** Significant DAVID results (sorted by p-value) for duplicated transcripts between 77–89% similarity in northern pike. Gene_Ontology terms presented from the molecular function (GOTERM_MF_FAT) and biological process (GOTERM_BP_FAT) categories.
(XLSX)

Table S6 **Comparative synteny between** ***Esox lucius*** **and three model organisms.** Reciprocal blast results (≥50% of total length, ≤1e-5) between scaffold-linked *E. lucius* transcripts and published genome assemblies of A) *Gasterosteus aculeatus* (gasAcu1 – Feb 2006), B) *Oryzias latipes* (oryLat2 – Oct 2005) and C) *Danio rerio* (ZV9 - Jul 2010). The table provides numerical results used to produce Figure 6.
(XLSX)

Table S7 **Microsatellite marker information and primer sequences used in construction of first-generation linkage map.** Includes relevant information regarding the location of the microsatellite marker within the scaffolds, the primers used to amplify the repeats, and the results from tandem repeats finder representing information on the repeats, based on the EST/scaffold sequence used to design the primer pairs targeting the repeats.
(XLSX)

File S1 **19K MAKER2-assembled transcriptome in FASTA format.**
(GZ) Click here for additional data file.

# Supplementary material for: The Genome and Linkage Map of the Northern Pike (Esox lucius): Conserved Synteny Revealed between the Salmonid Sister Group and the Neoteleostei
**Source:** PLoS One. 2014 Jul 28;9(7):e102089. doi: 10.1371/journal.pone.0102089
**Supplement:** Figure S1 — Individual male and sex-specific linkage maps for the northern pike. Sex-specific maps and how markers are merged into the final, merged linkage map are presented. Individual linkage maps produced from each of the two fathers are also presented, as well as positions for which a distance was estimated below an LOD of 3.0 for efficient merging. Star symbol denotes markers designed from the same scaffold that appear disrupted by one or more additional scaffolds in the merged linkage map, due to lack of shared informative markers in merging sex-specific maps.

LG01-MALE-1

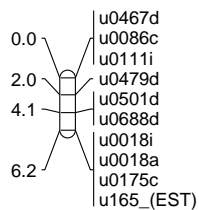

LG01-MALE-2

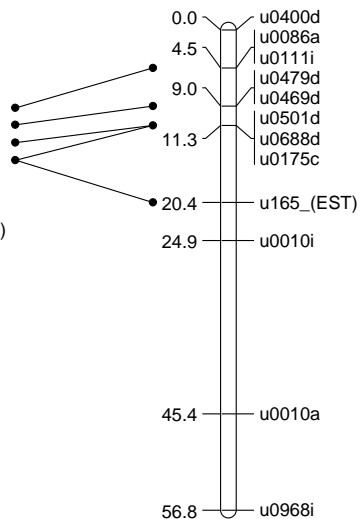

LG01-MALE-MERGE

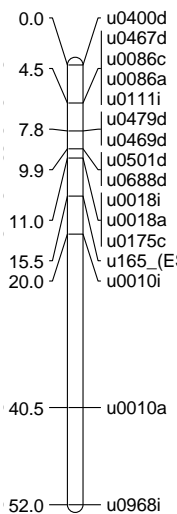

LG01-MERGE

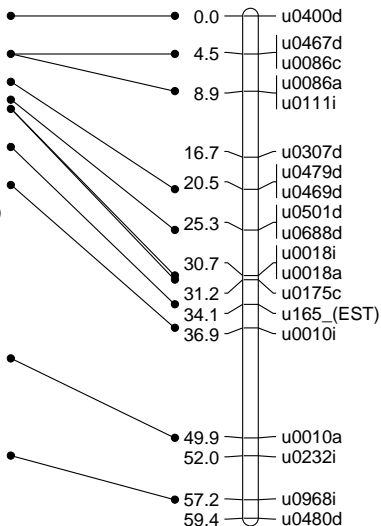

LG01-FEMALE

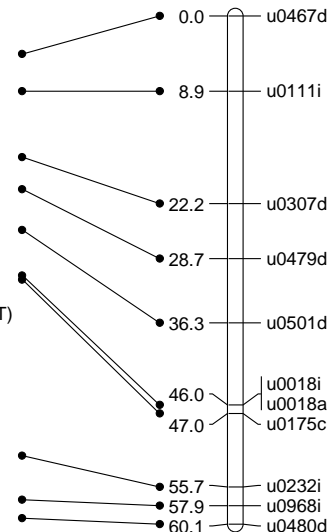

LG02-MALE-1

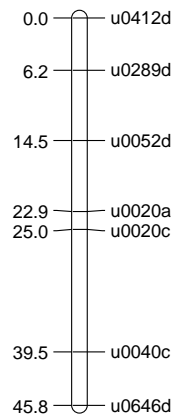

LG02-MALE-2

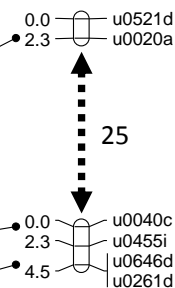

LG02-MALE-MERGE

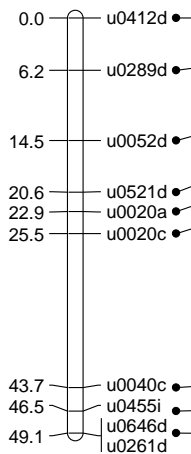

LG02-MERGE

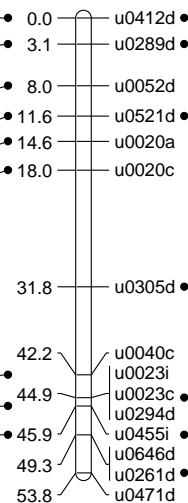

LG02-FEMALE

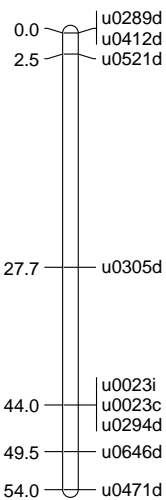

LG03-MALE-1

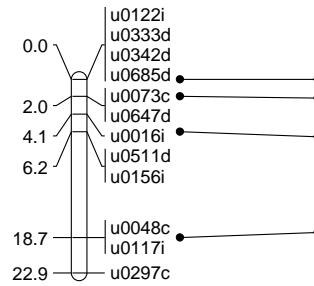

LG03-MALE-2

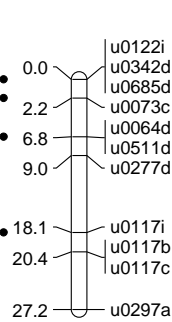

LG03-MALE-MERGE

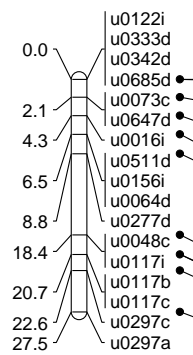

LG03-MERGE

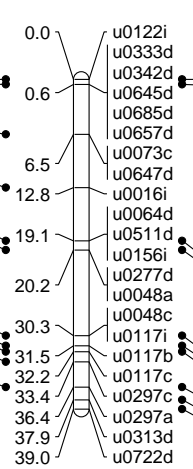

LG03-FEMALE

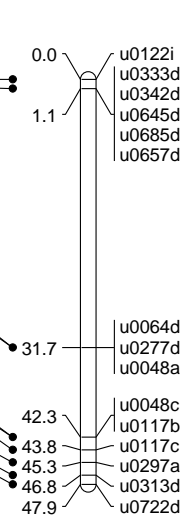

LG04-MALE-1

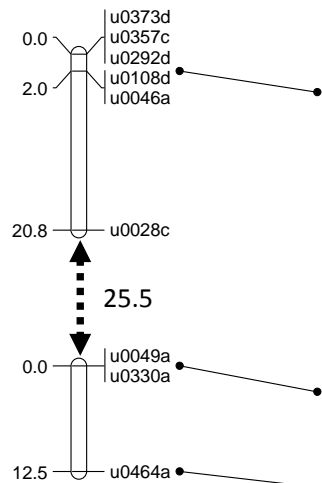

LG04-MALE-2

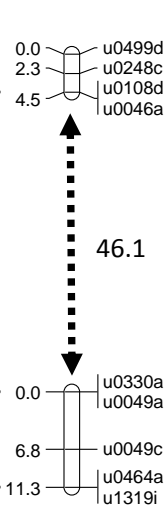

LG04-MALE-MERGE

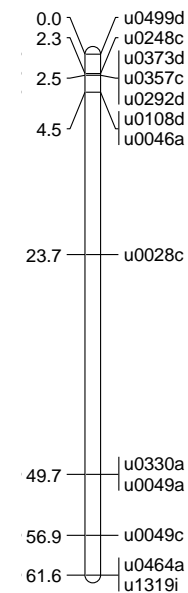

LG04-MERGE

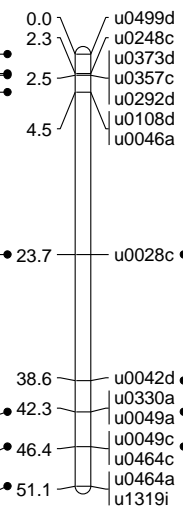

LG04-FEMALE

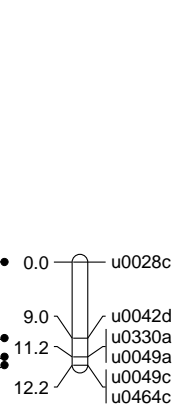

LG05-MALE-1

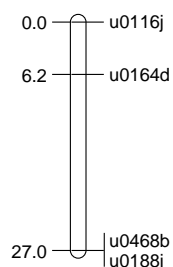

LG05-MALE-2

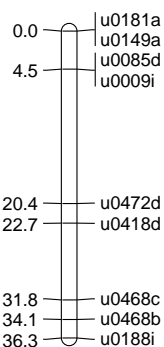

LG05-MALE-MERGE

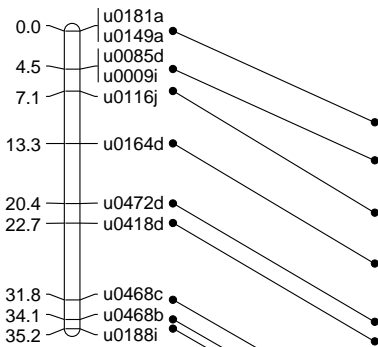

LG05-MERGE

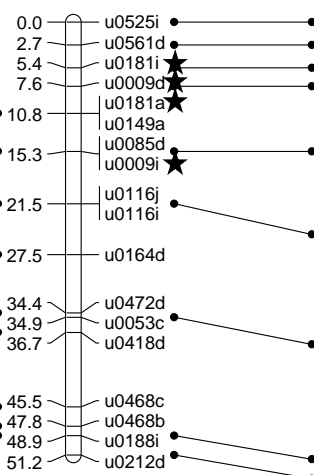

LG05-FEMALE

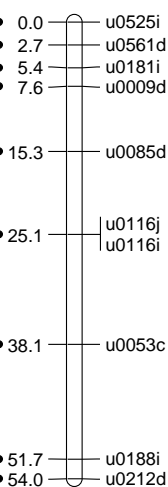

LG06-MALE-1

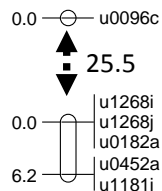

LG06-MALE-2

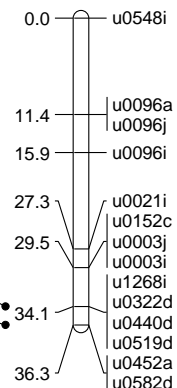

LG06-MALE-MERGE

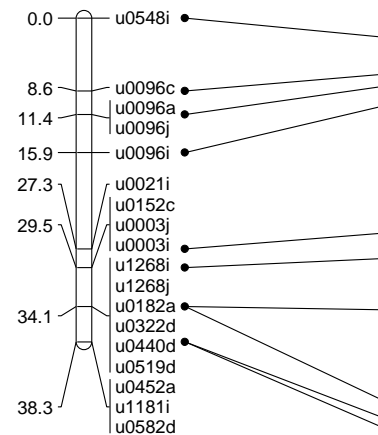

LG06-MERGE

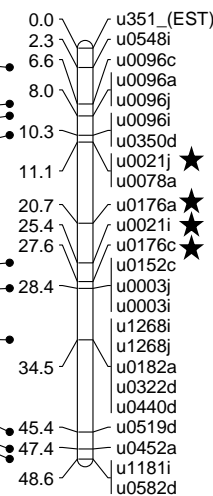

LG06-FEMALE

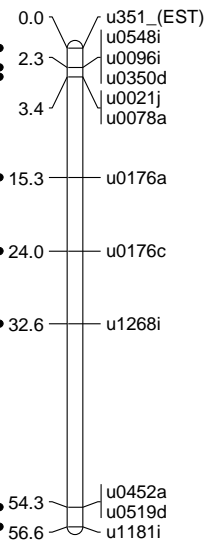

LG07-MALE-1

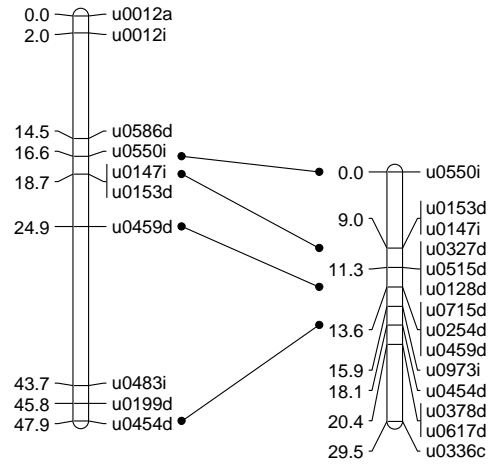

LG07-MALE-2

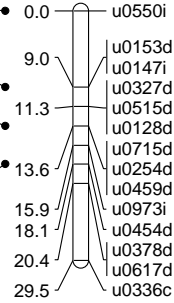

LG07-MALE-MERGE

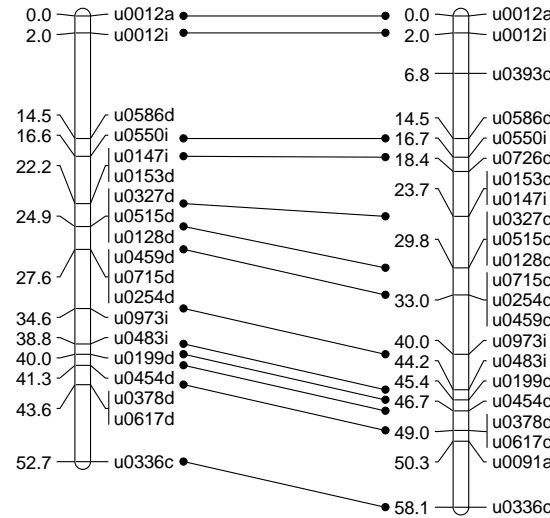

LG07-MERGE

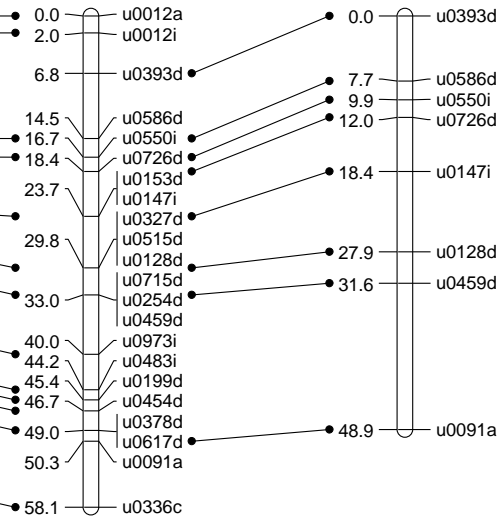

LG07-FEMALE

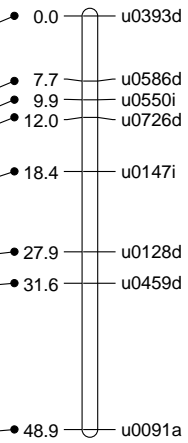

LG08-MALE-1

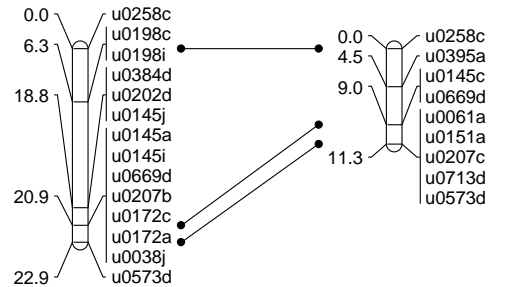

LG08-MALE-2

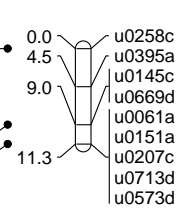

LG08-MALE-MERGE

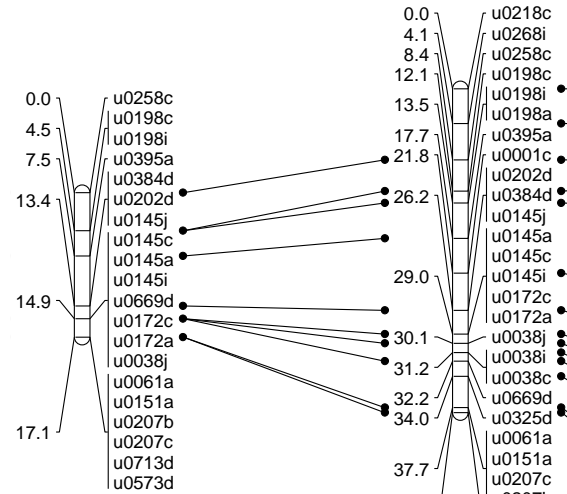

LG08-MERGE

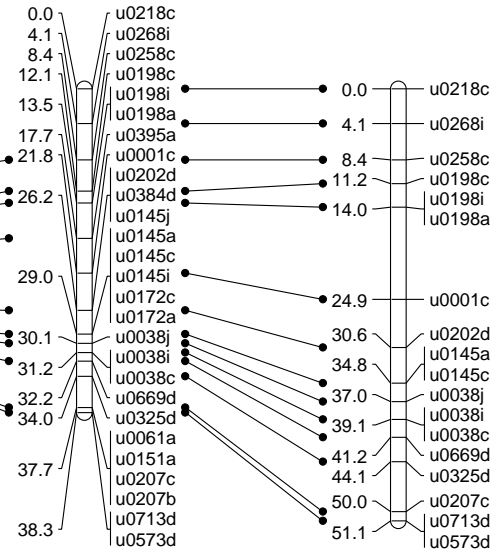

LG08-FEMALE

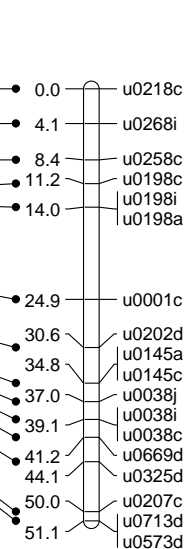

LG09-MALE-1

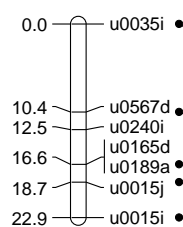

LG09-MALE-2

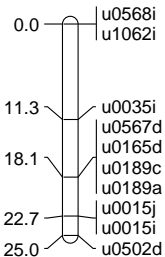LG09-MALE-MERGE

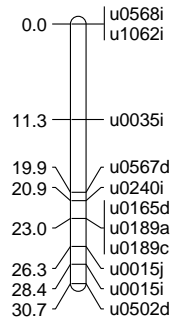

LG09-MERGE

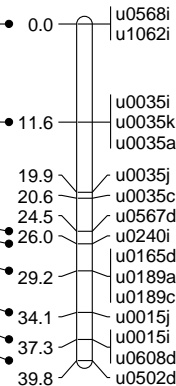

LG09-FEMALE

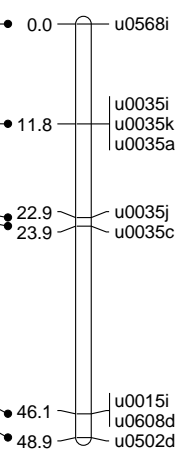

LG10-MALE-1

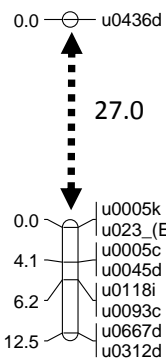

LG10-MALE-2

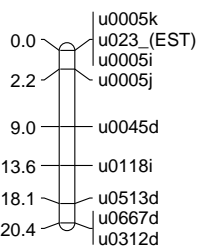LG10-MALE-MERGE

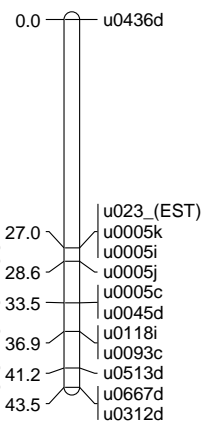

LG10-MERGE

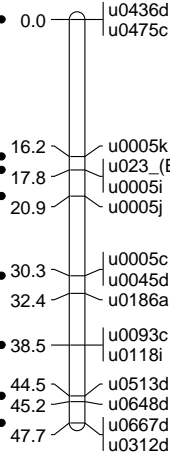

LG10-FEMALE

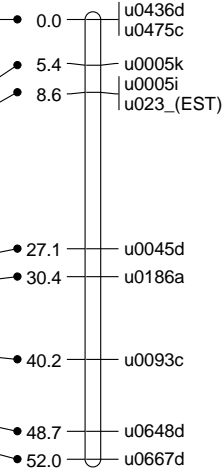

LG11-MALE-1

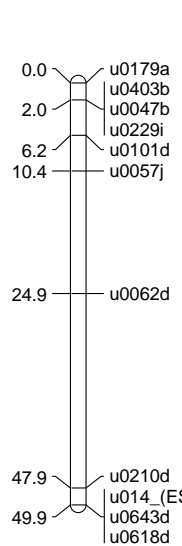

LG11-MALE-2

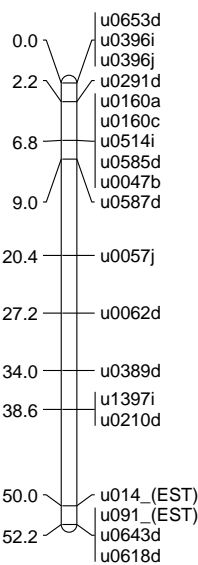

LG11-MALE-MERGE

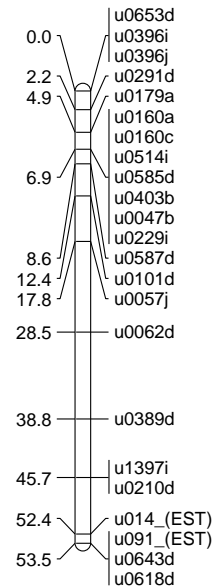

LG11-MERGE

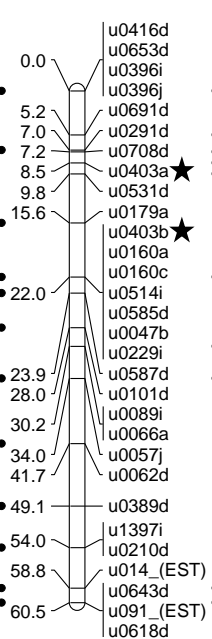

LG11-FEMALE

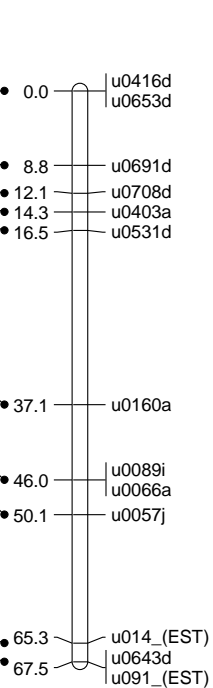

LG12-MALE-1

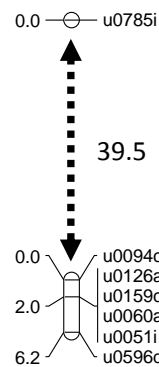

LG12-MALE-2

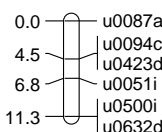

LG12-MALE-MERGE

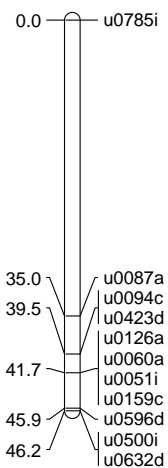

LG12-MERGE

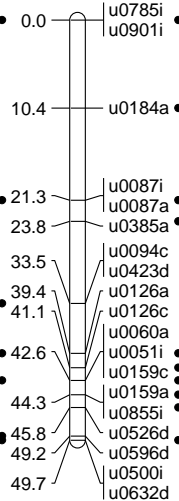

LG12-FEMALE

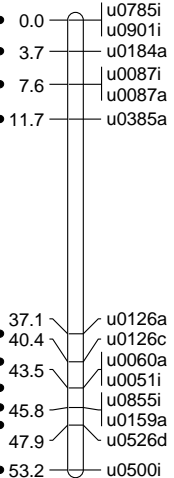

LG13-MALE-1

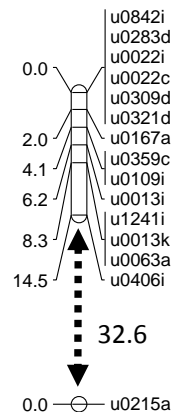

LG13-MALE-2

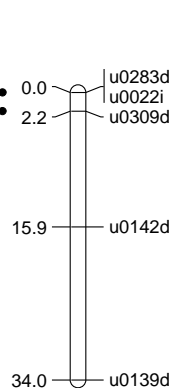

LG13-MALE-MERGE

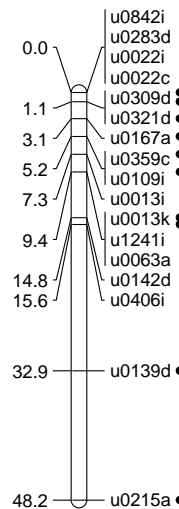

LG13-MERGE

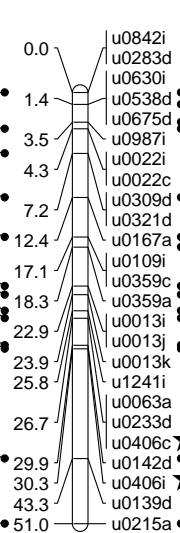

LG13-FEMALE

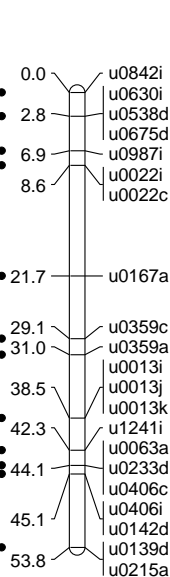

LG14-MALE-1

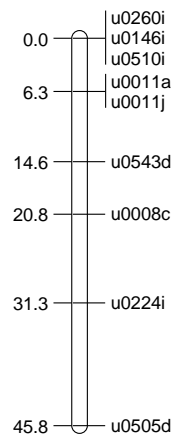

LG14-MALE-2

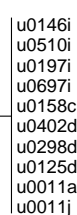

LG14-MALE-MERGE

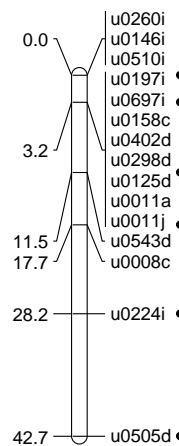

LG14-MERGE

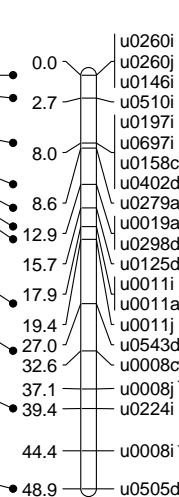

LG14-FEMALE

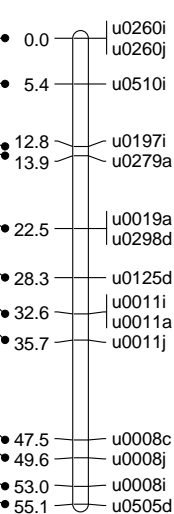

LG15-MALE-1

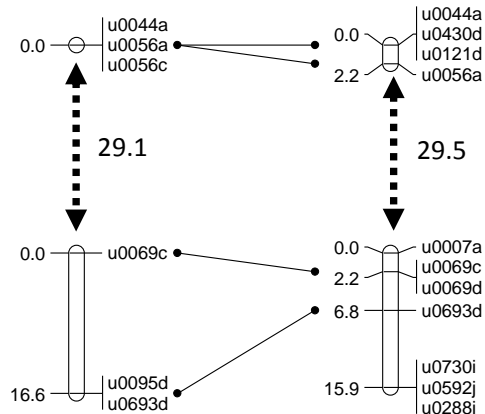

LG15-MALE-2

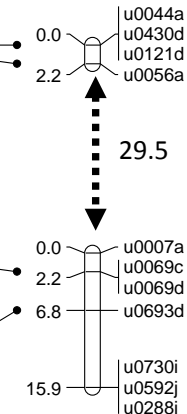

LG15-MALE-MERGE

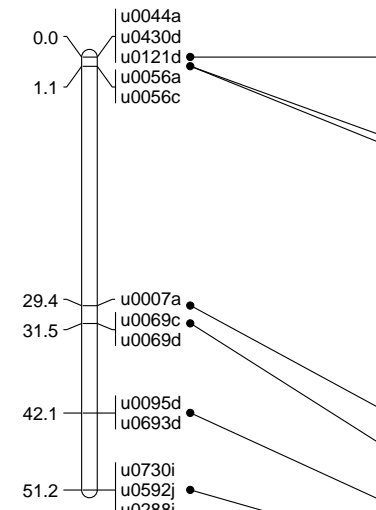

LG15-MERGE

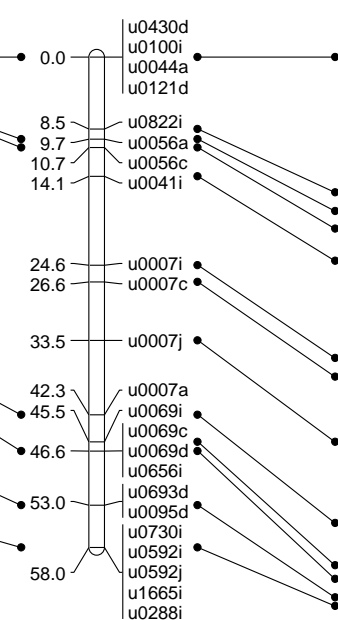

LG15-FEMALE

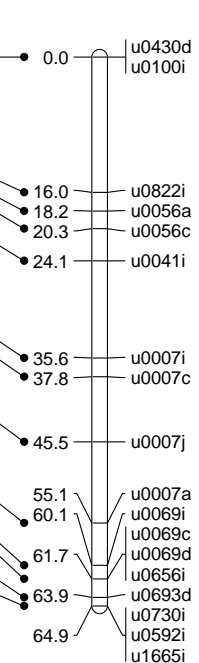

LG16-MALE-1

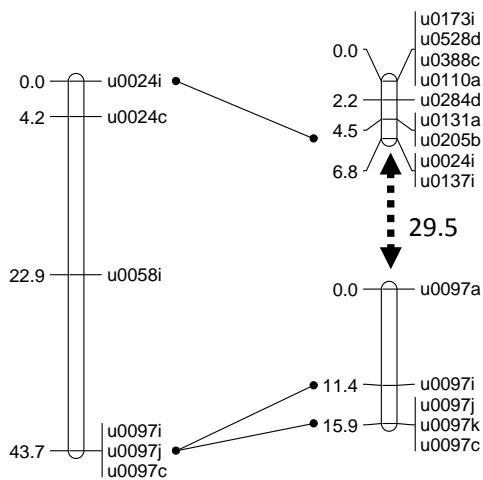

LG16-MALE-2

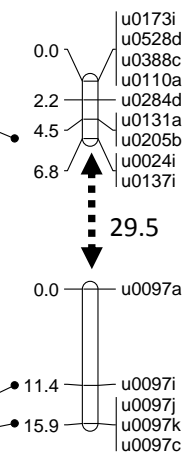

LG16-MALE-MERGE

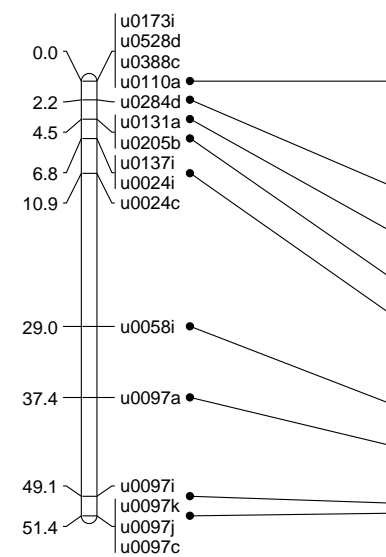

LG16-MERGE

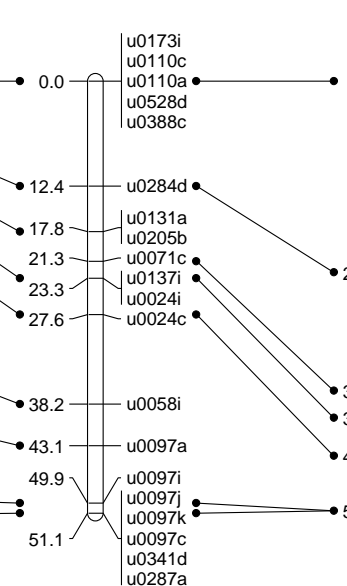

LG16-FEMALE

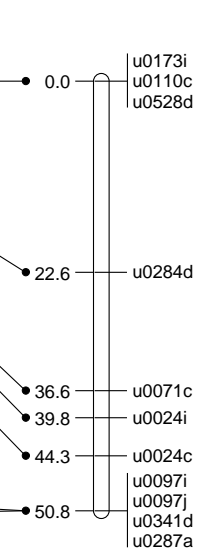

LG17-MALE-1

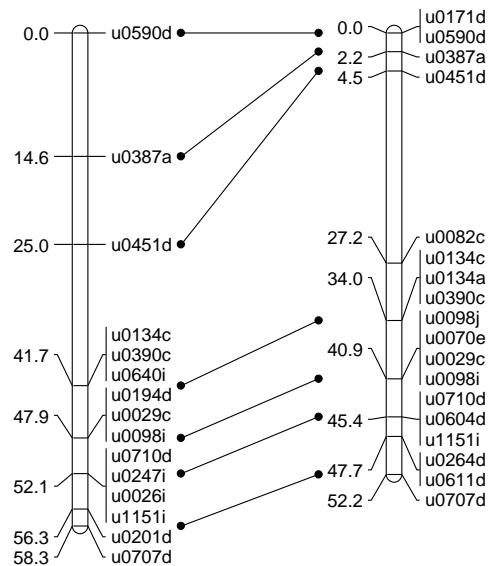

LG17-MALE-2

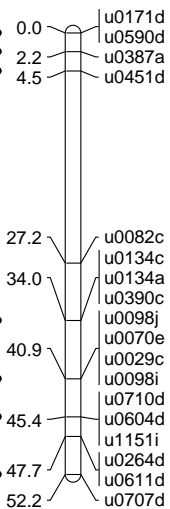

LG17-MALE-MERGE

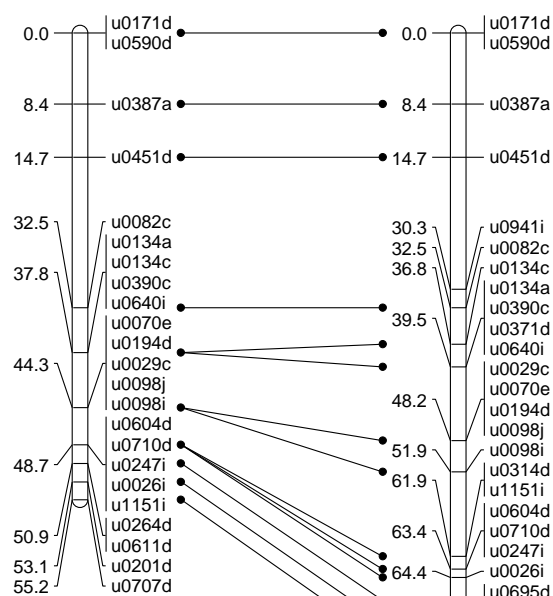

LG17-MERGE

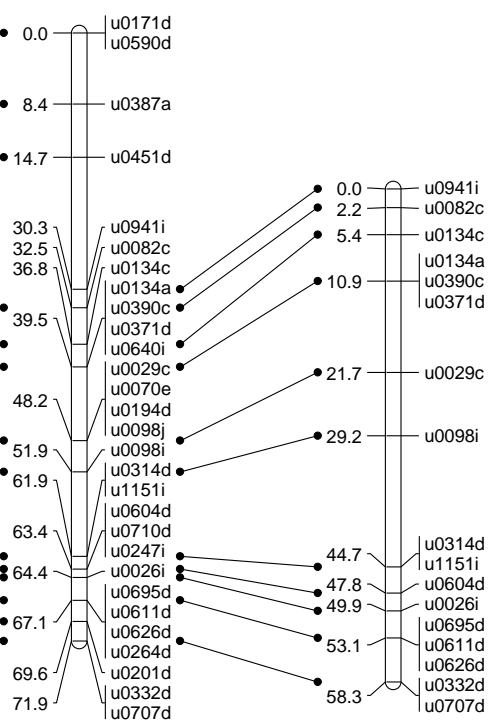

LG17-FEMALE

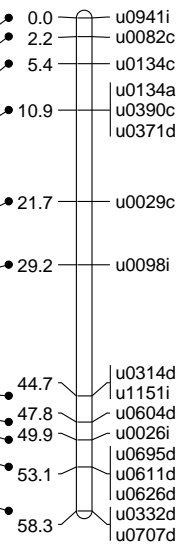

LG18-MALE-1

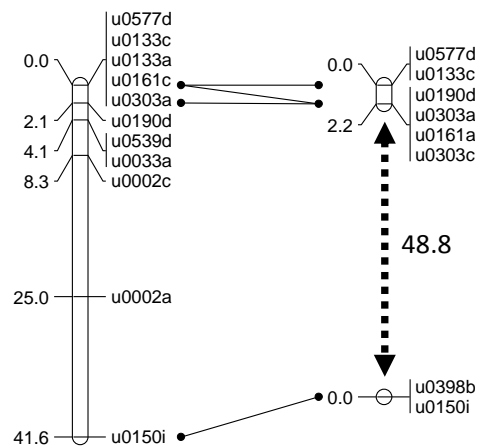

LG18-MALE-2

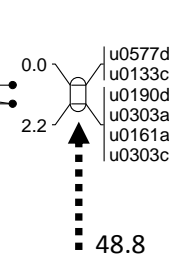

LG18-MALE-MERGE

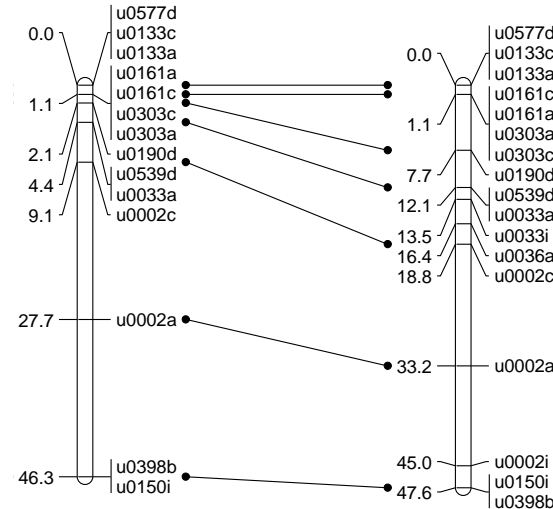

LG18-MERGE

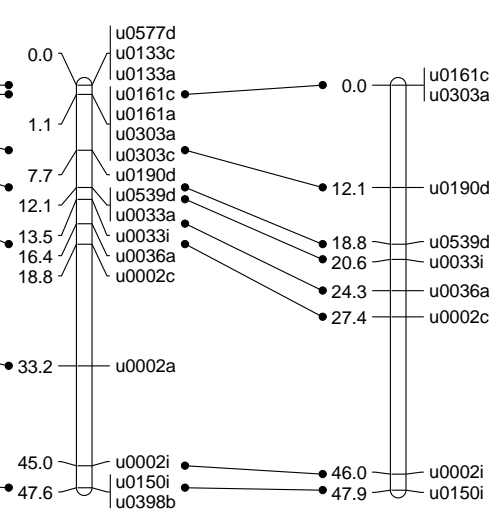

LG18-FEMALE

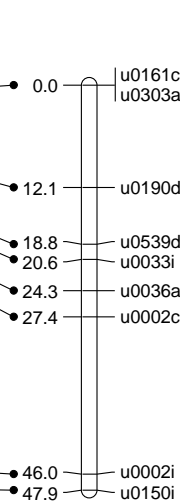

LG19-MALE-1

LG19-MALE-2

LG19-MALE-MERGE

LG19-MERGE

LG19-FEMALE

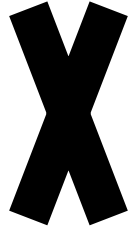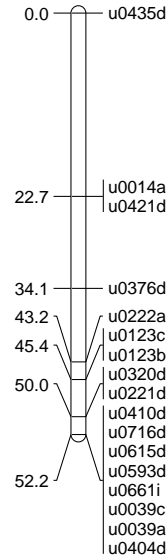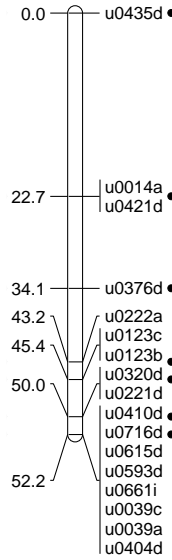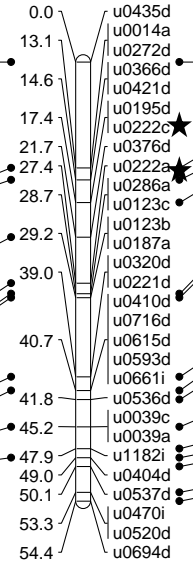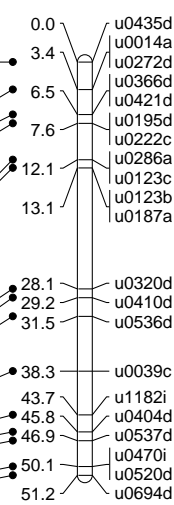

LG20-MALE-1

LG20-MALE-2

LG20-MALE-MERGE

LG20-MERGE

LG20-FEMALE

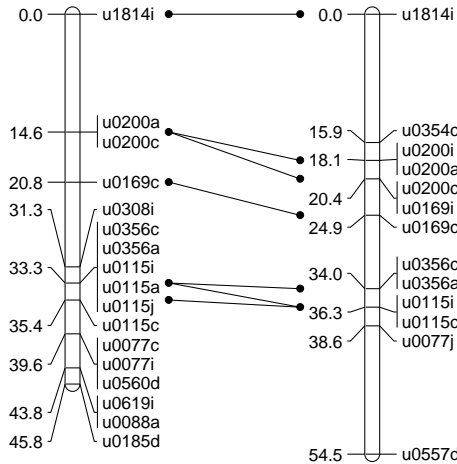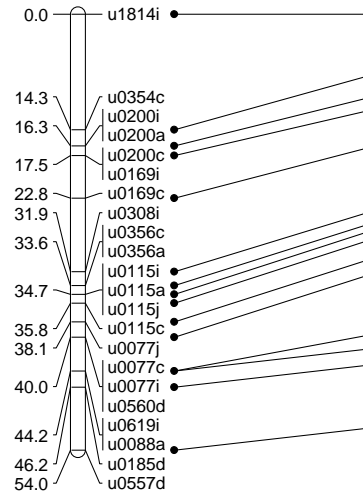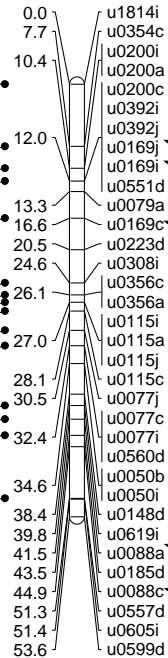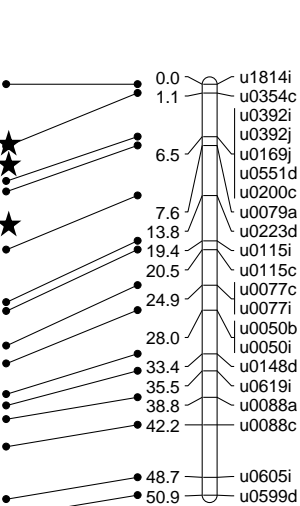

LG21-MALE-1

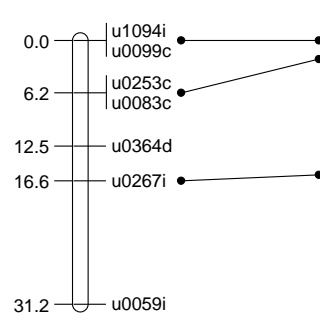

LG21-MALE-2

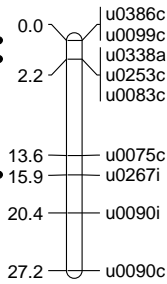

LG21-MALE-MERGE

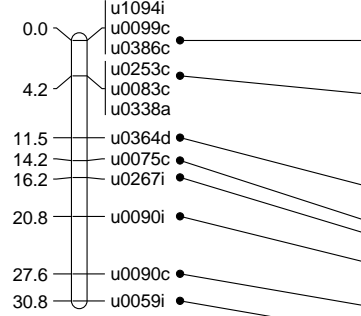

LG21-MERGE

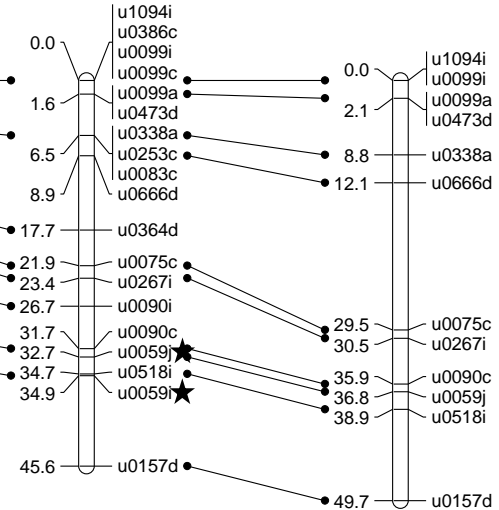

LG21-FEMALE

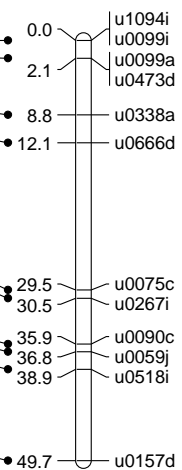

LG22-MALE-1

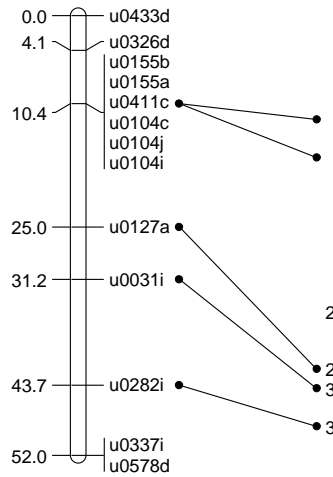

LG22-MALE-2

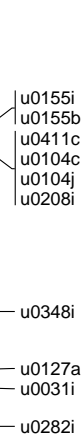

LG22-MALE-MERGE

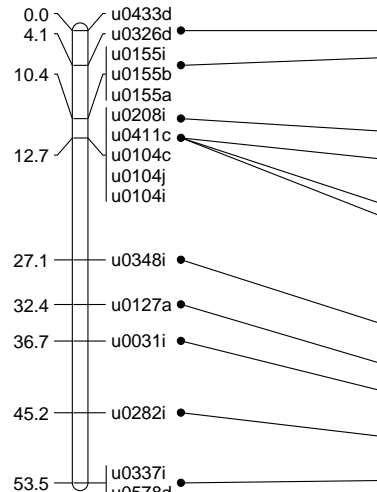

LG22-MERGE

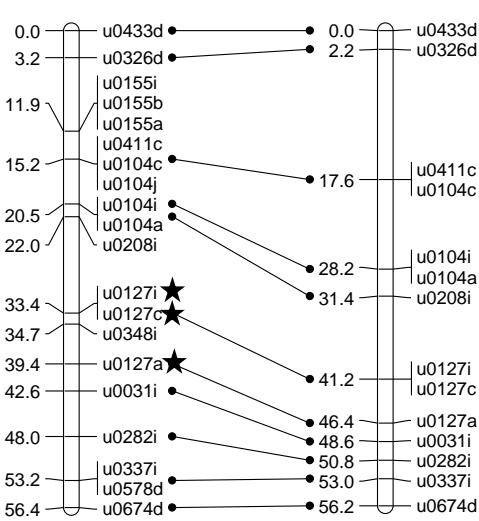

LG22-FEMALE

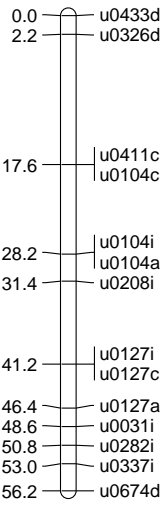

LG23-MALE-1

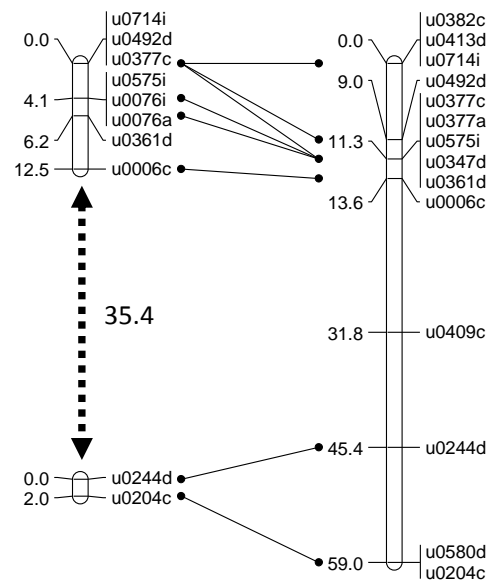

LG23-MALE-2

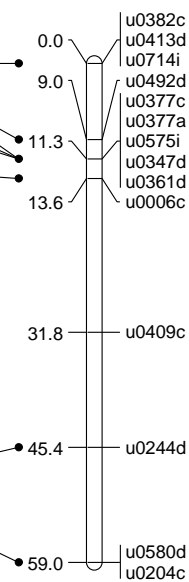

LG23-MALE-MERGE

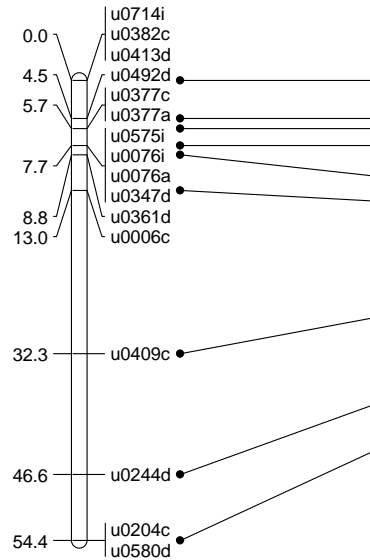

LG23-MERGE

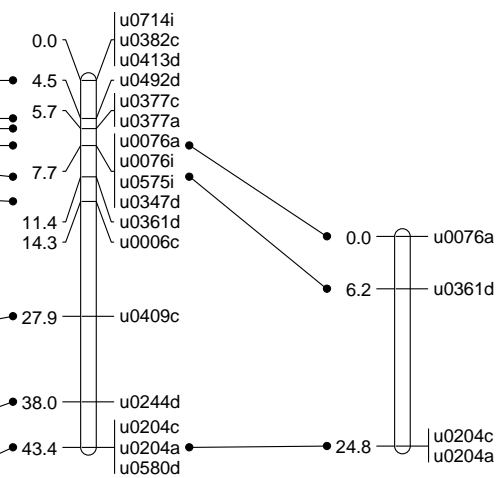

LG23-FEMALE

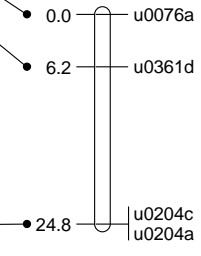

LG24-MALE-1

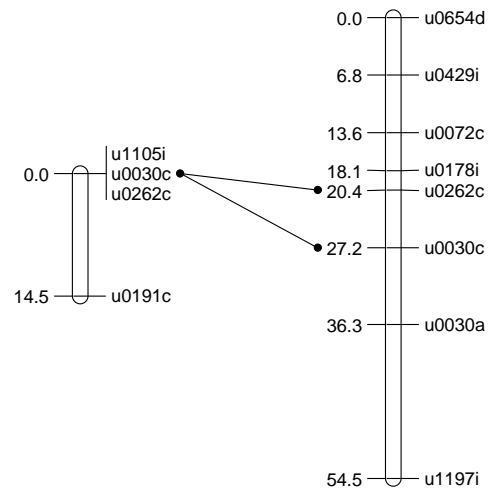

LG24-MALE-2

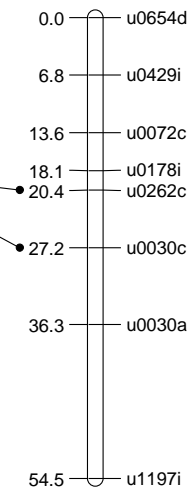

LG24-MALE-MERGE

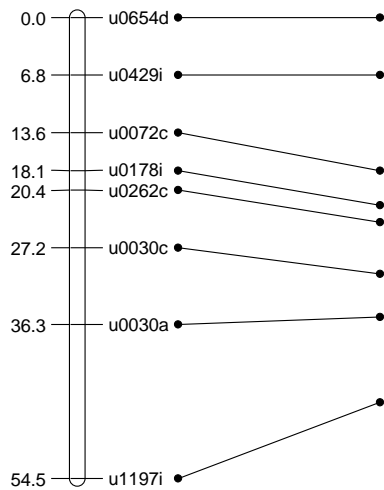

LG24-MERGE

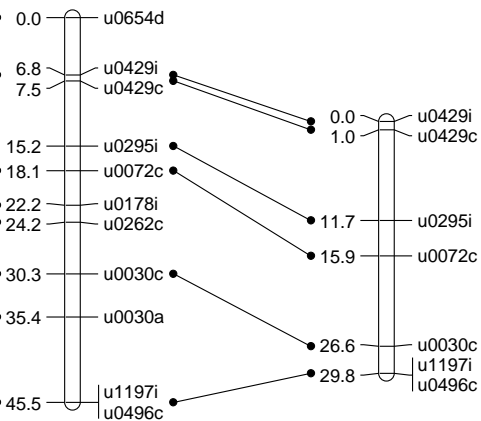

LG24-FEMALE

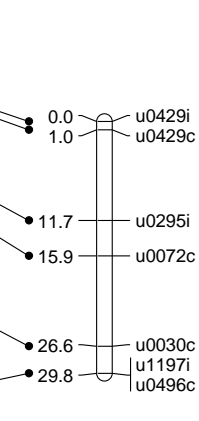

LG25-MALE-1

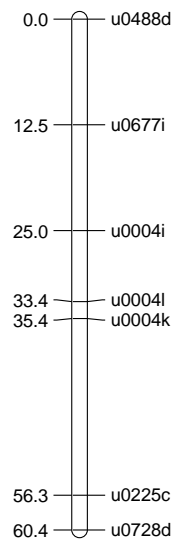

LG25-MALE-2

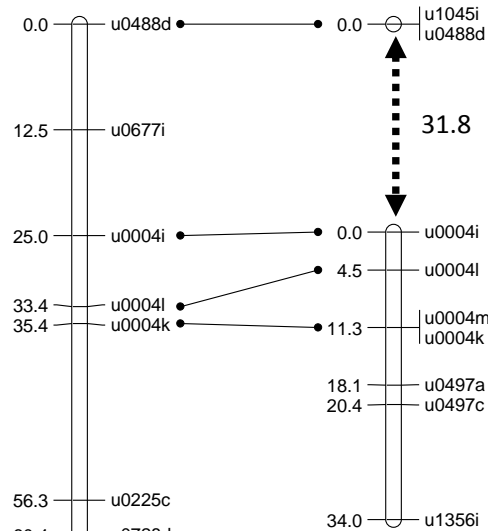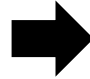

LG25-MALE-MERGE

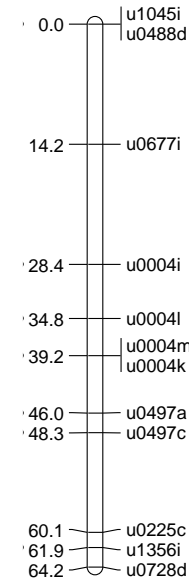

LG25-MERGE

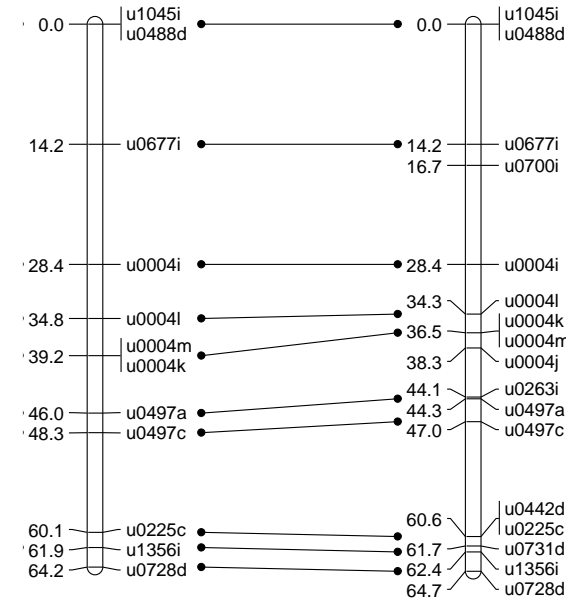

LG25-FEMALE

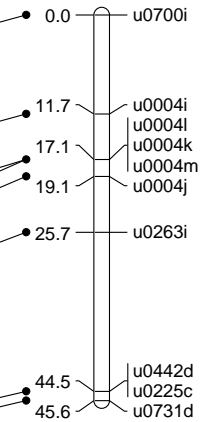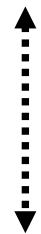

Denotes the estimated distance (Below LOD 3.0) in Centimorgans. Used to create Merged Maps.

Denotes Inconsistent placement of scaffolds in merged map.

# Supplementary material for: The Genome and Linkage Map of the Northern Pike (Esox lucius): Conserved Synteny Revealed between the Salmonid Sister Group and the Neoteleostei
**Source:** PLoS One. 2014 Jul 28;9(7):e102089. doi: 10.1371/journal.pone.0102089

PLOT OF TRANSCRIPT ORDER IN SCAFFOLD VERSUS MODEL GENOMES

- Includes largest 50 scaffolds
- 3 Genomes: Threespine Stickleback (*Gasterosteus aculeatus*), Japanese Medaka (*Oryzias latipes*), and Zebrafish (*Danio rerio*)
- Included when ≥ 2 Blast hits are to a given chromosome
- Each point is plotted at the midway point between the start and end of the transcript in both the Scaffold and the Chromosomes
- Each chromosome is given a different colour in the plot, and chromosomes are overlayed on the same graph
- Raw Blast results used to construct figures can be found in the second tab of Supplementary file 5

Scaffold 1

Scaffold 1 - *G. aculeatus* v. *E. lucius*

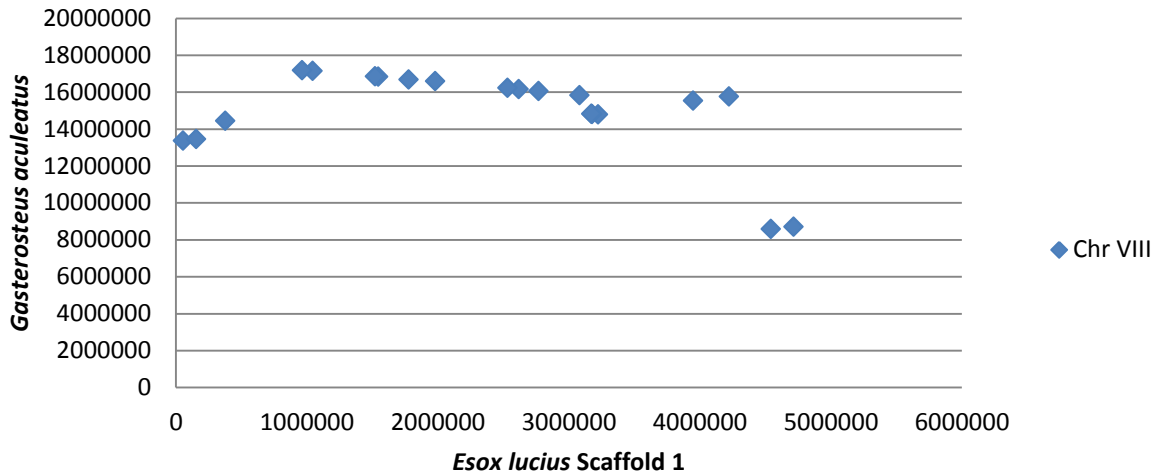

Scaffold 1 - *O. latipes* v. *E. lucius*

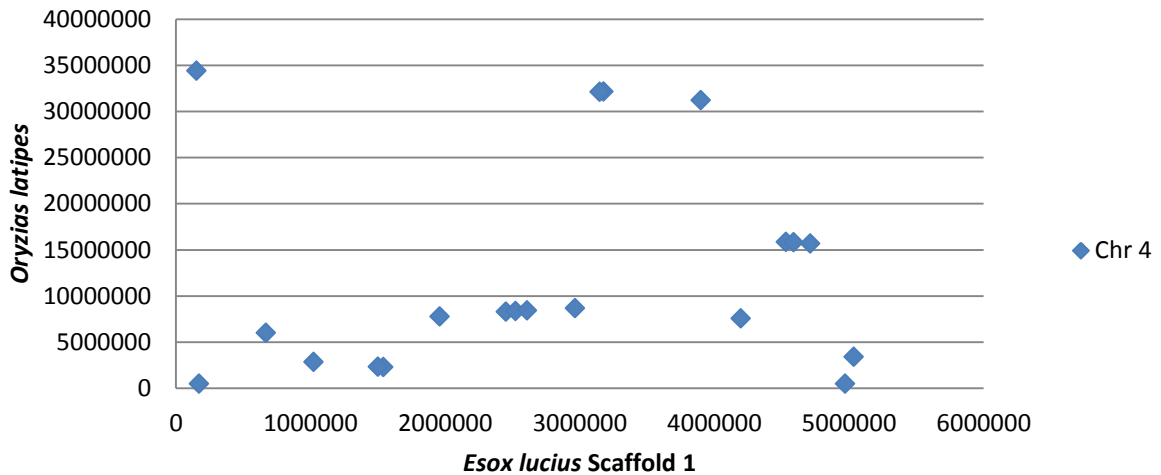

Scaffold 1 - *D. rerio* v. *E. lucius*

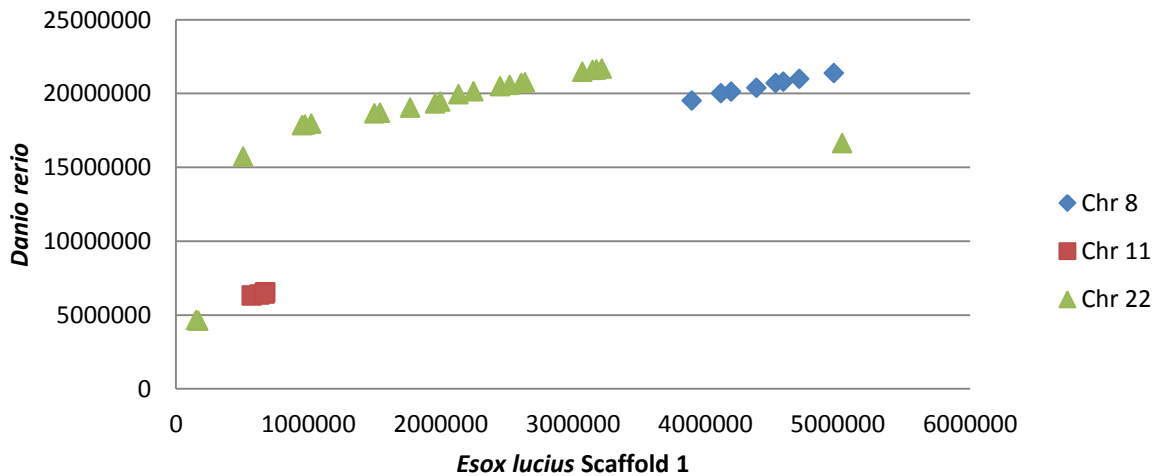

Scaffold 2

Scaffold 2 - *G. aculeatus* v. *E. lucius*

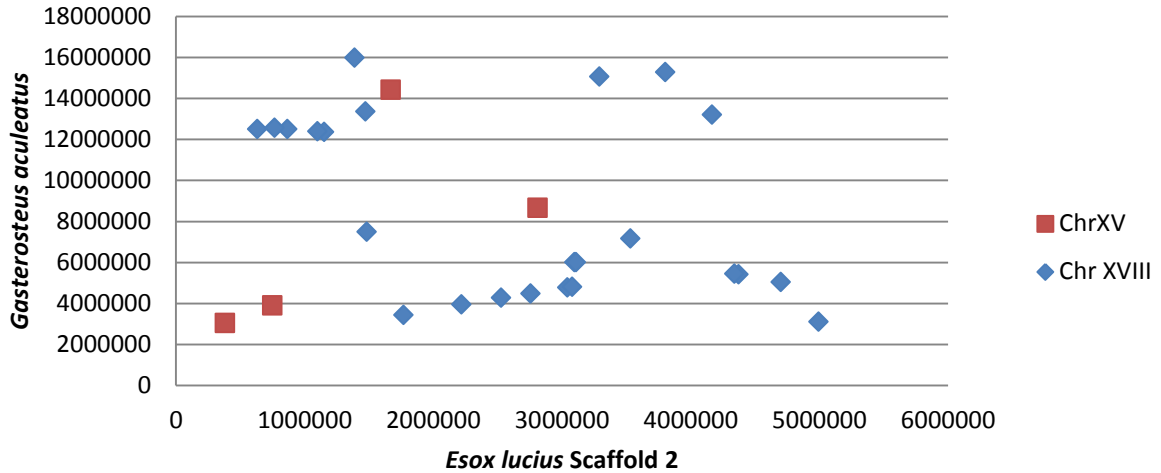

Scaffold 2 - *O. latipes* v. *E. lucius*

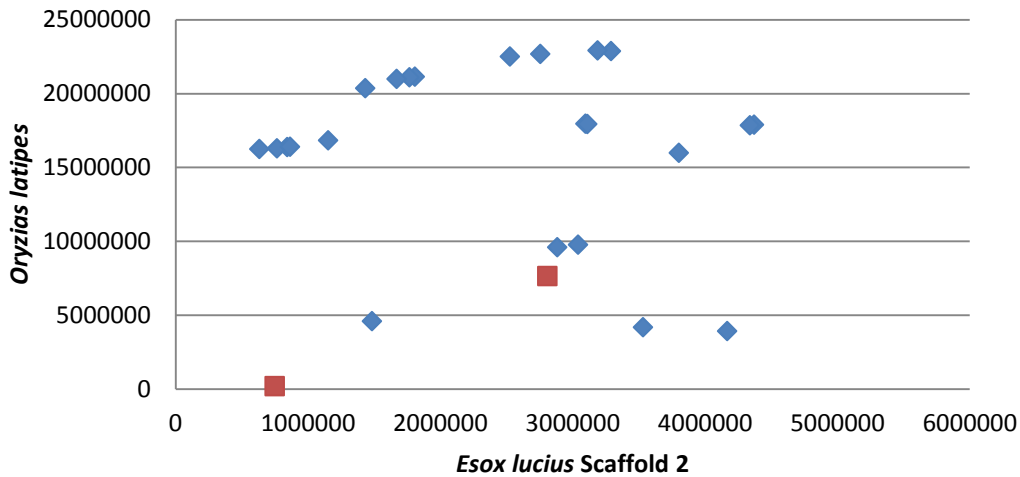

Scaffold 2 - *D. rerio* v. *E. lucius*

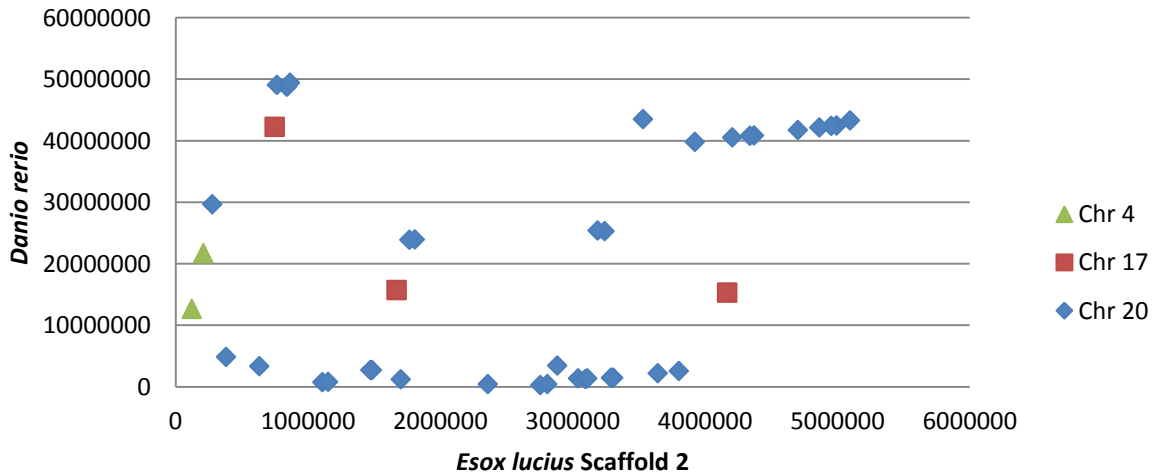

Scaffold 3

Scaffold 3 - *G. aculeatus* v. *E. lucius*

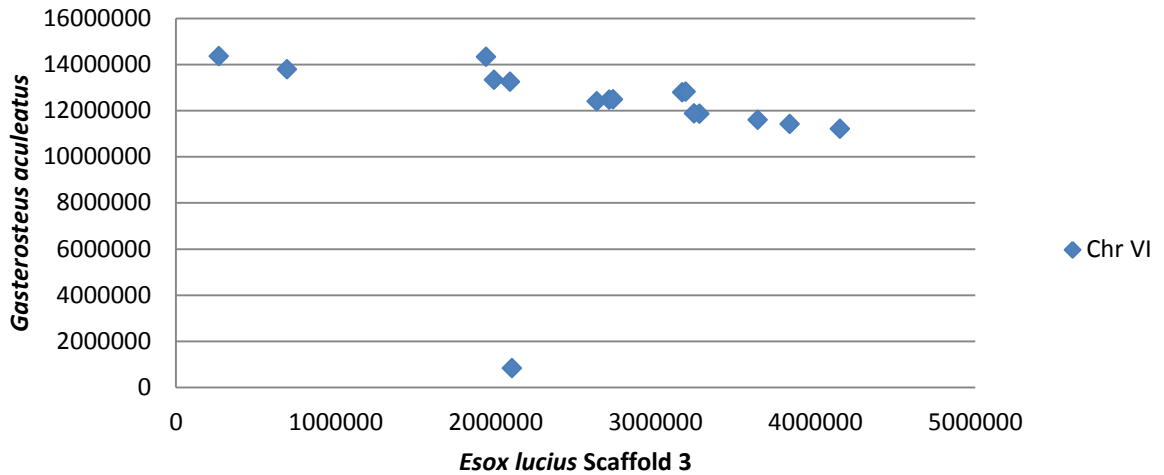

Scaffold 3 - *O. latipes* v. *E. lucius*

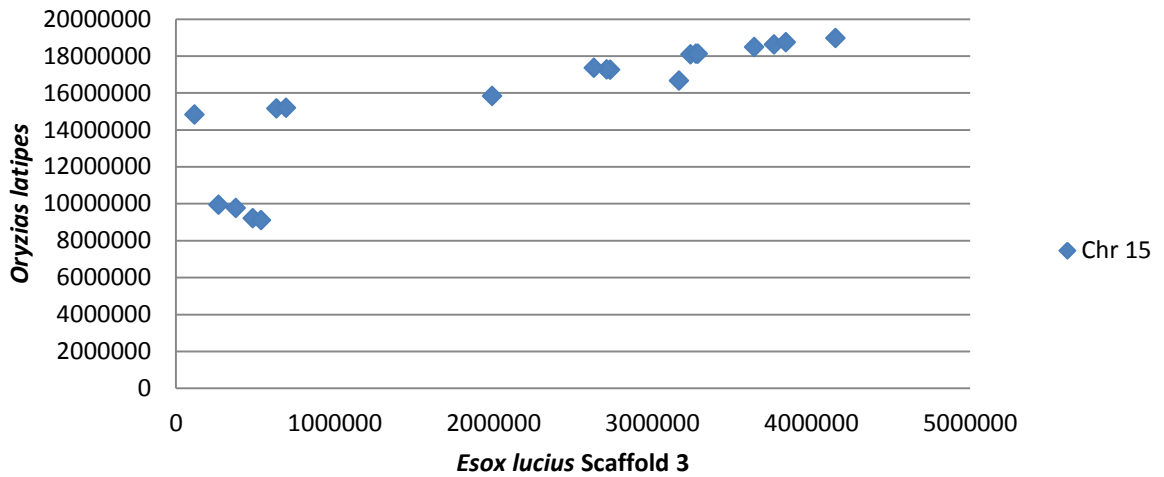

Scaffold 3 - *D. rerio* v. *E. lucius*

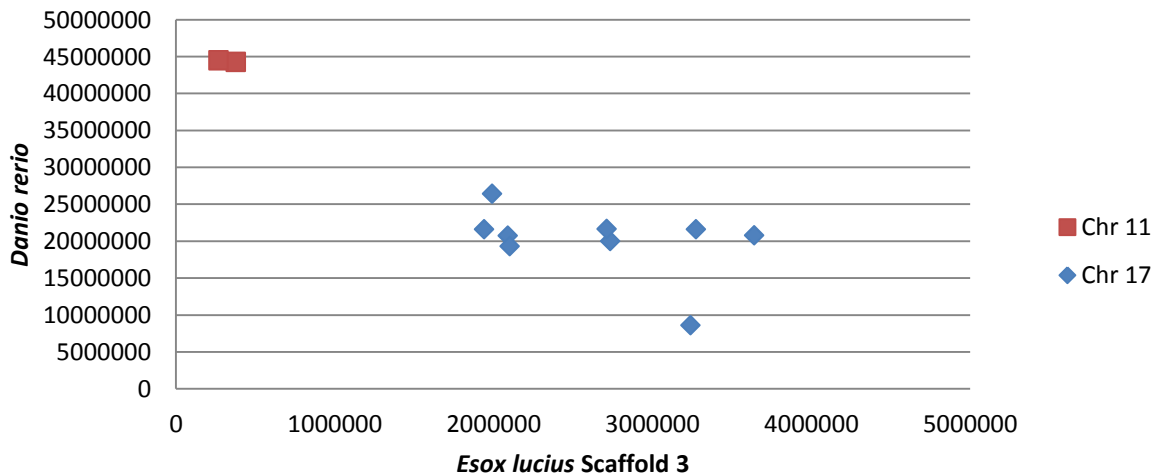

Scaffold 4

Scaffold 4 - *G. aculeatus* v. *E. lucius*

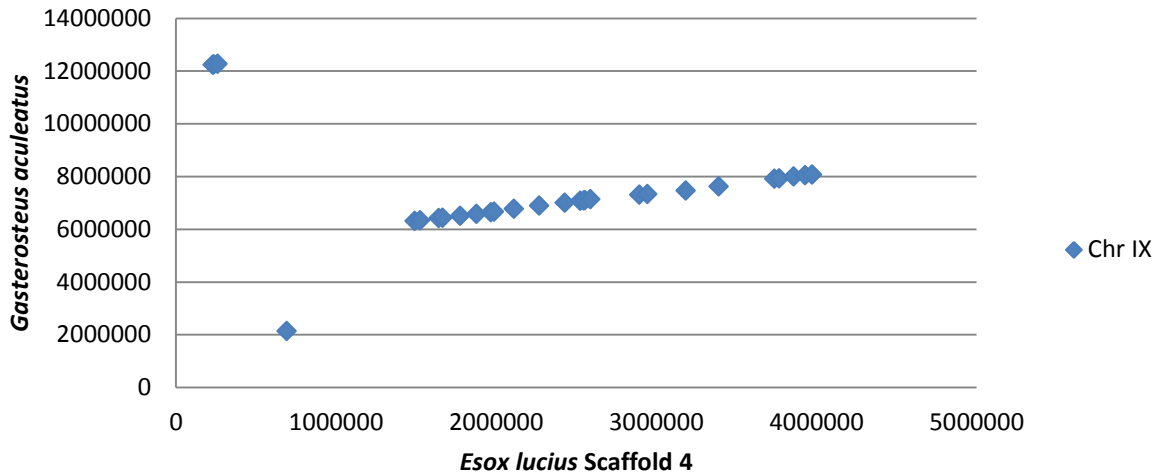

Scaffold 4 - *O. latipes* v. *E. lucius*

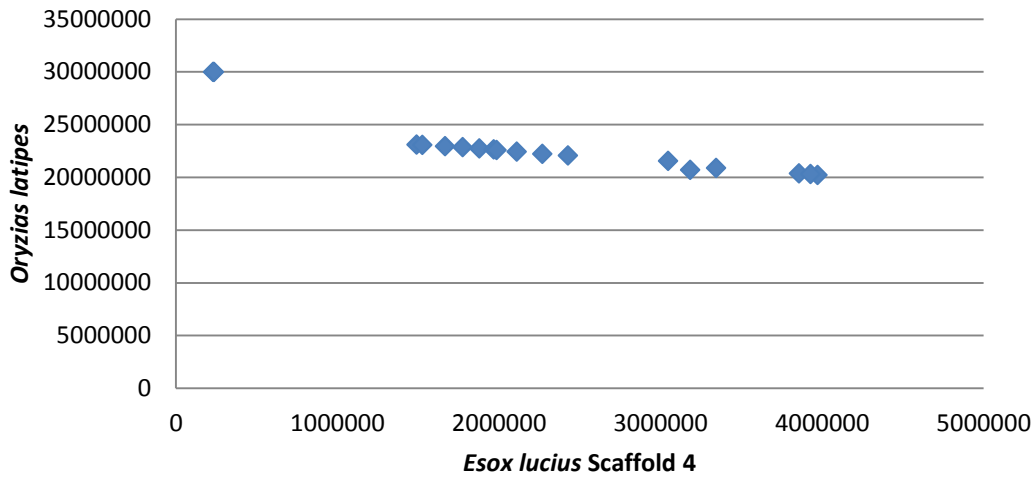

Scaffold 4 - *D. rerio* v. *E. lucius*

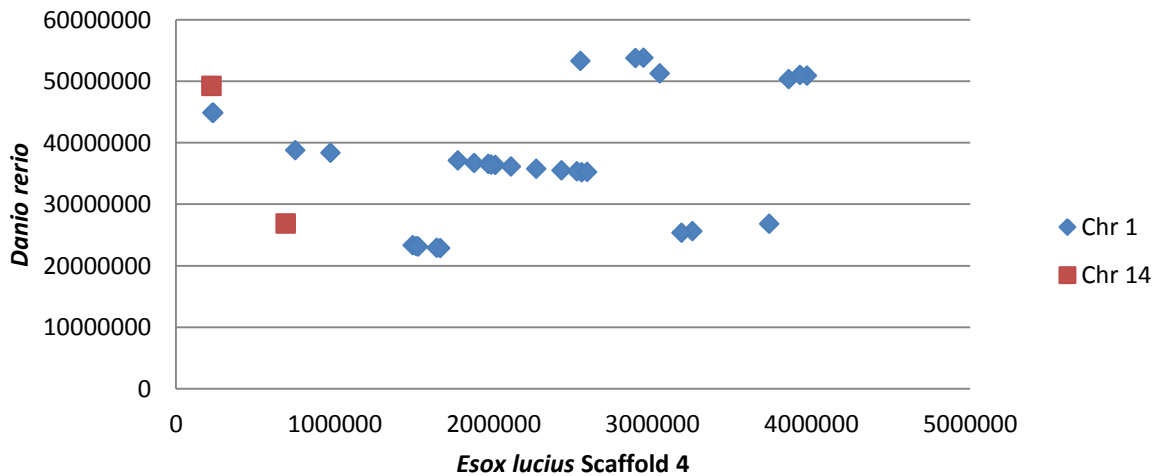

Scaffold 5

Scaffold 5 - *G. aculeatus* v. *E. lucius*

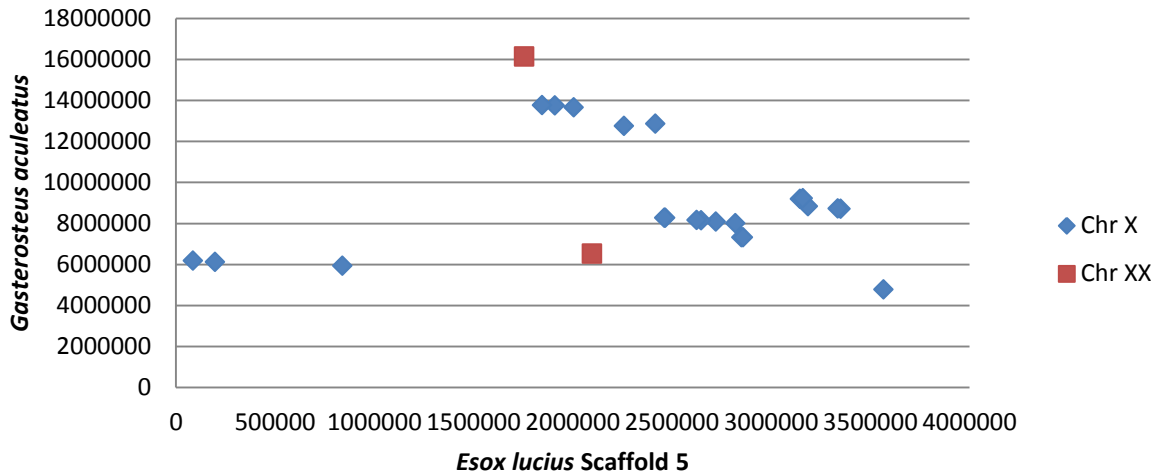

Scaffold 5 - *O. latipes* v. *E. lucius*

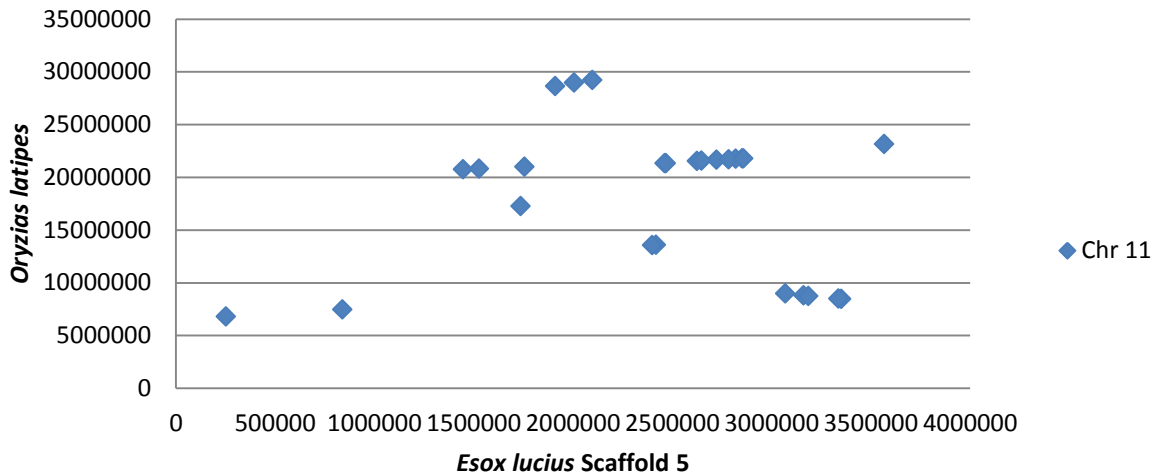

Scaffold 5 - *D. rerio* v. *E. lucius*

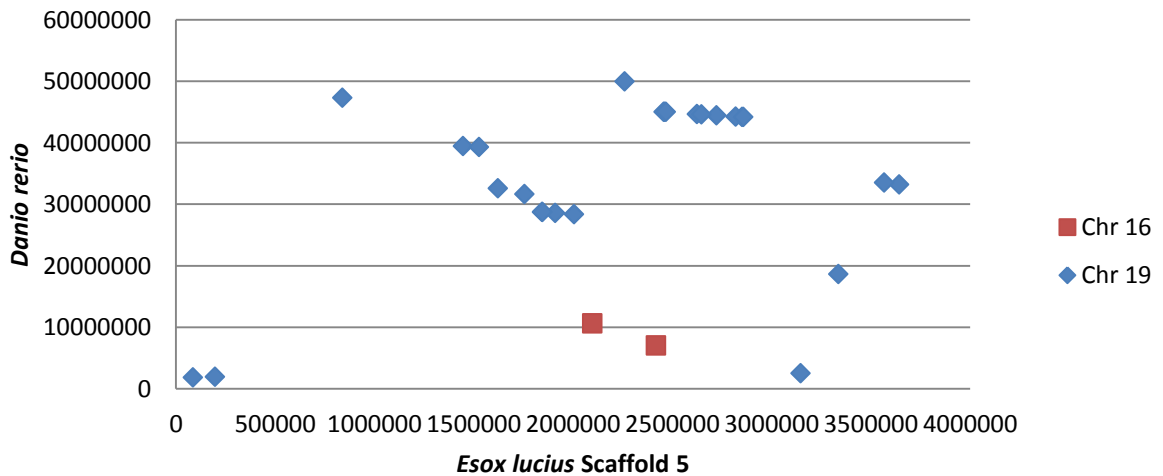

Scaffold 6

Scaffold 6 - *G. aculeatus* v. *E. lucius*

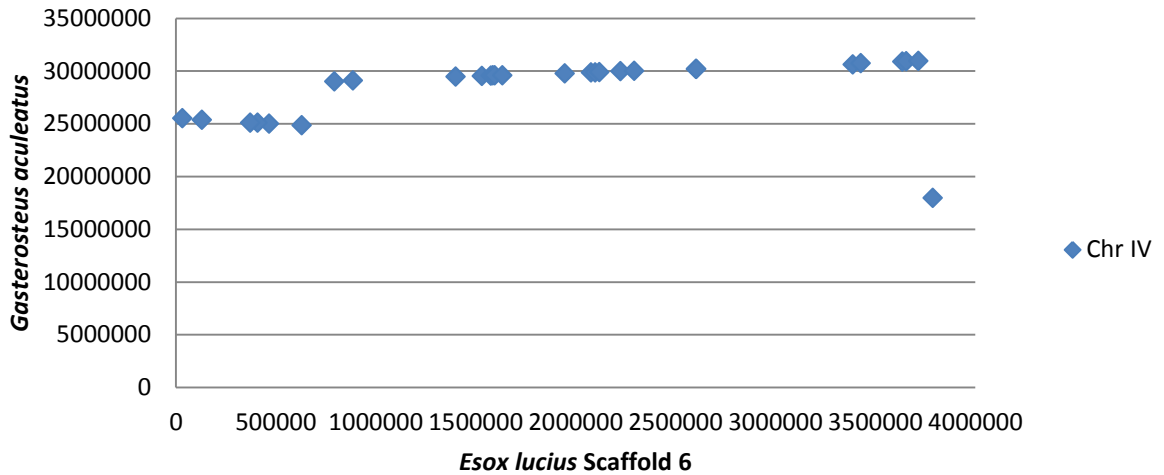

Scaffold 6 - *O. latipes* v. *E. lucius*

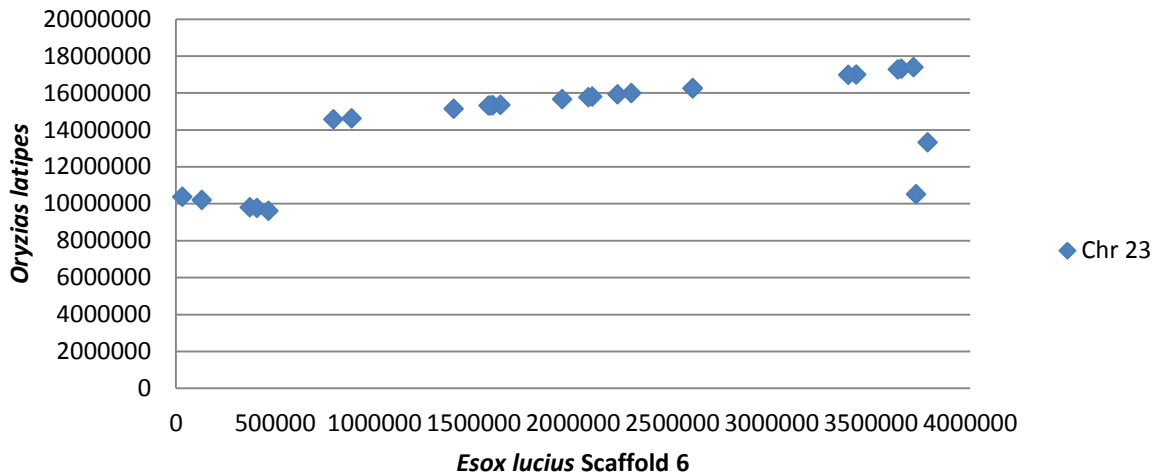

Scaffold 6 - *D. rerio* v. *E. lucius*

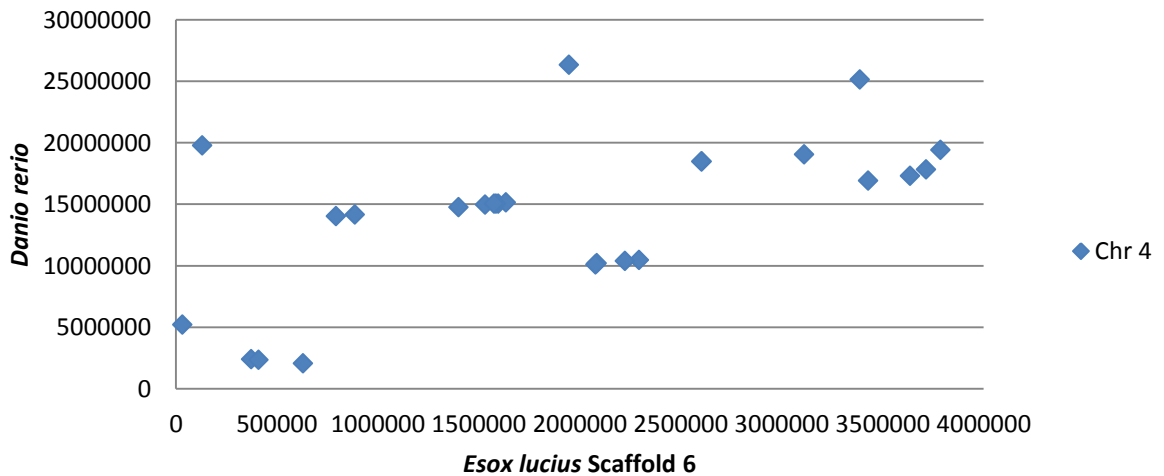

Scaffold 7

Scaffold 7 - *G. aculeatus* v. *E. lucius*

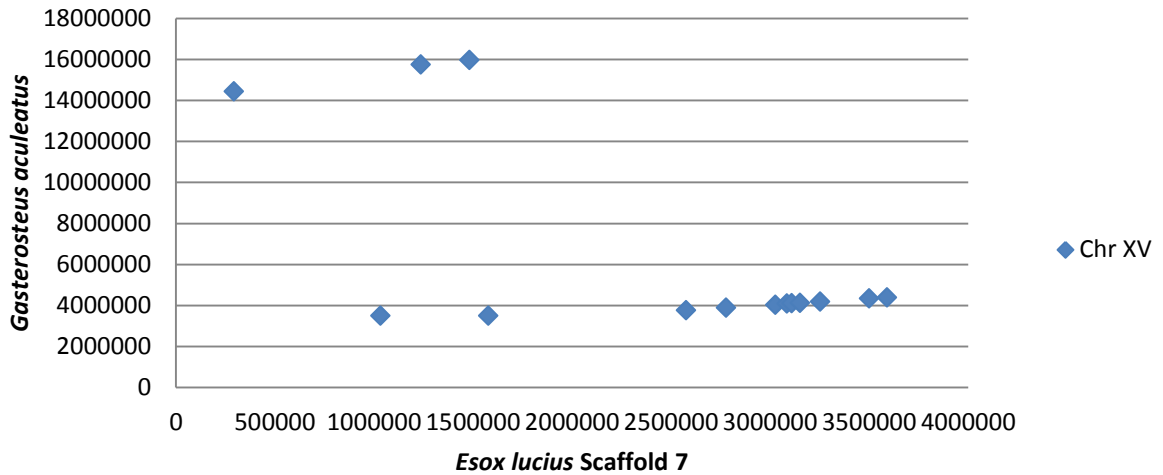

Scaffold 7 - *O. latipes* v. *E. lucius*

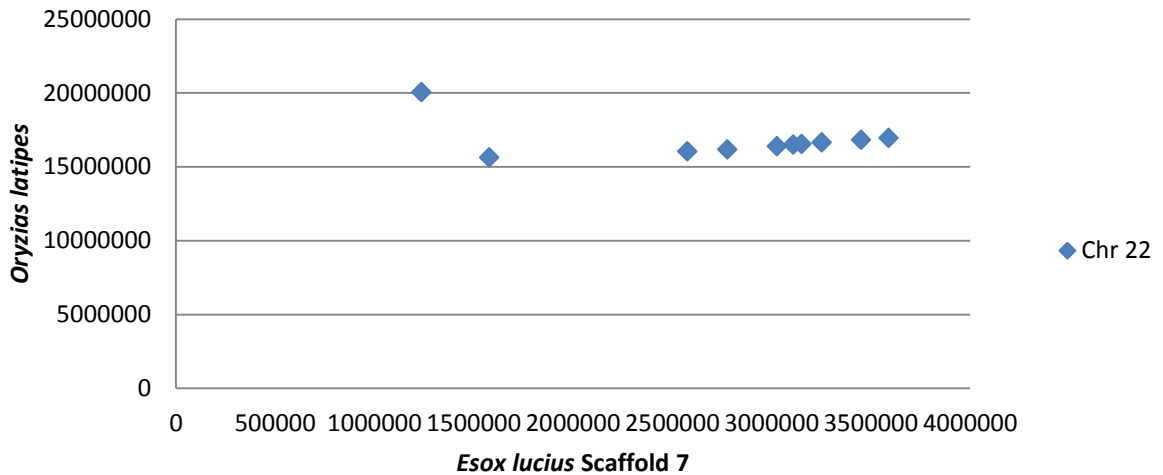

Scaffold 7 - *D. rerio* v. *E. lucius*

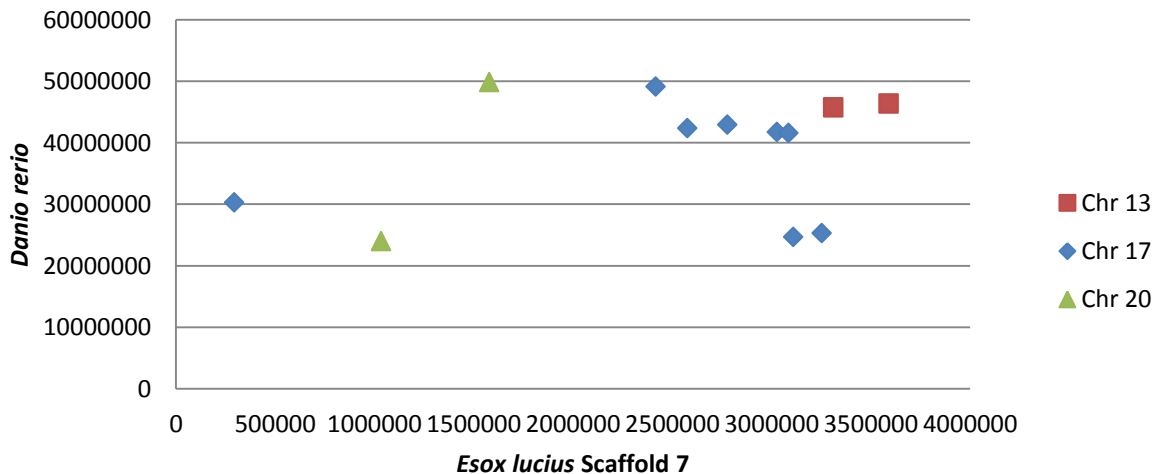

Scaffold 8

Scaffold 8 - *G. aculeatus* v. *E. lucius*

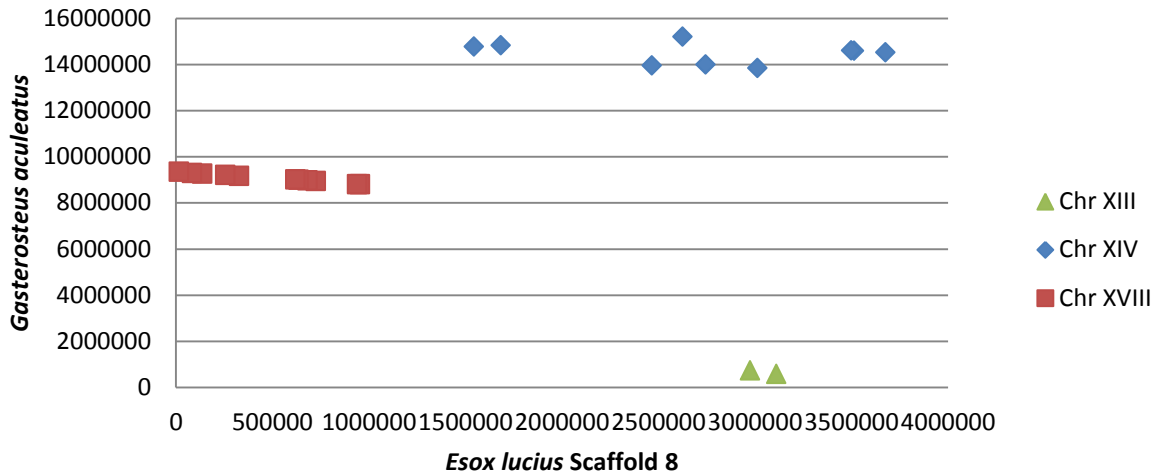

Scaffold 8 - *O. latipes* v. *E. lucius*

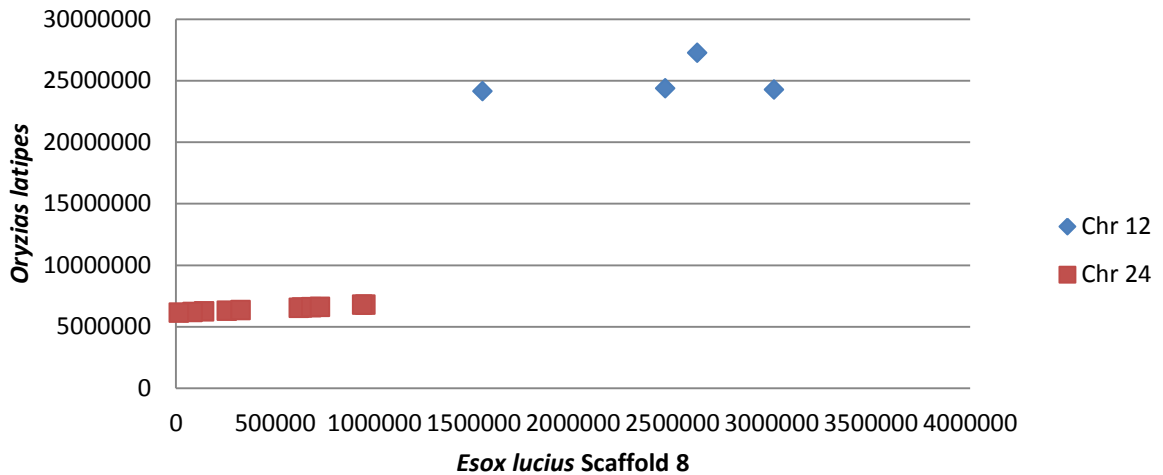

Scaffold 8 - *D. rerio* v. *E. lucius*

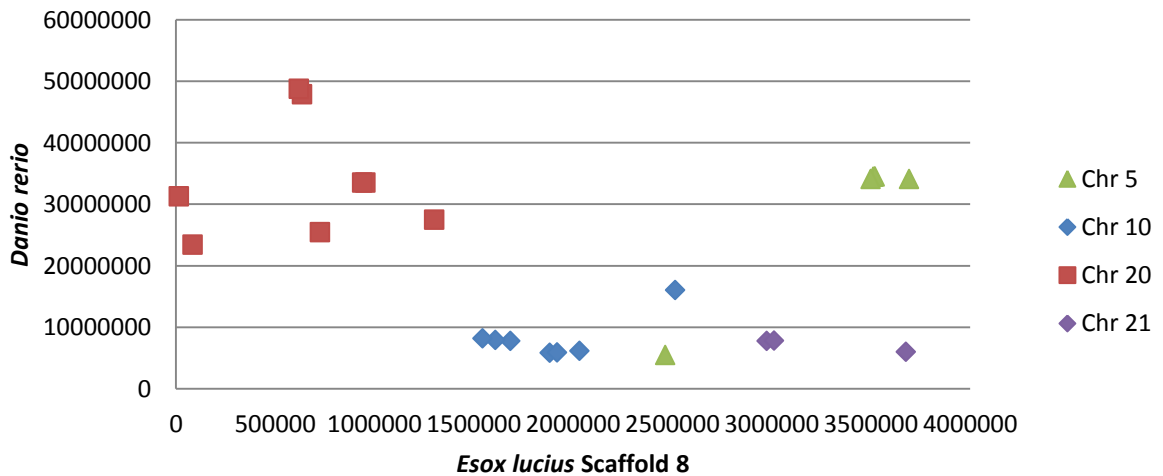

Scaffold 9

Scaffold 9 - *G. aculeatus* v. *E. lucius*

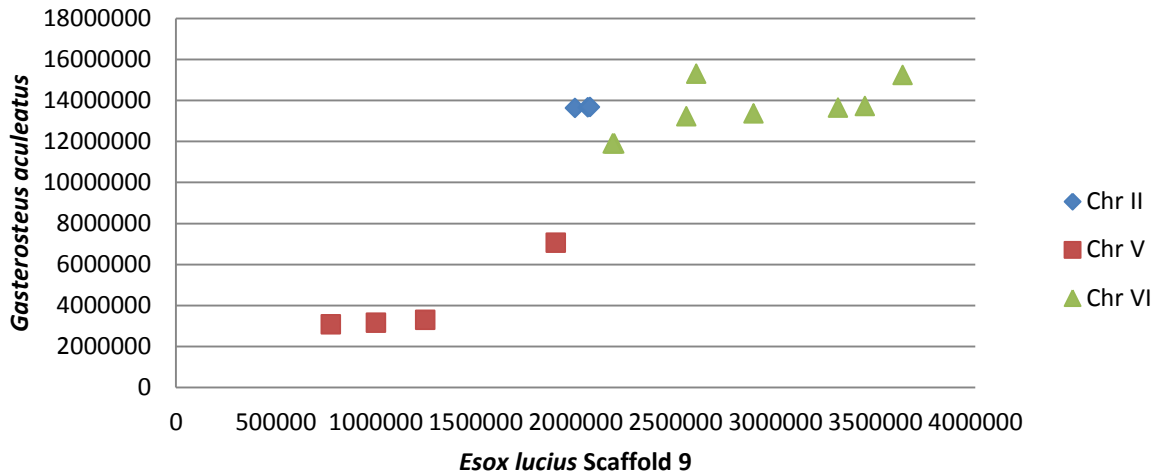

Scaffold 9 - *O. latipes* v. *E. lucius*

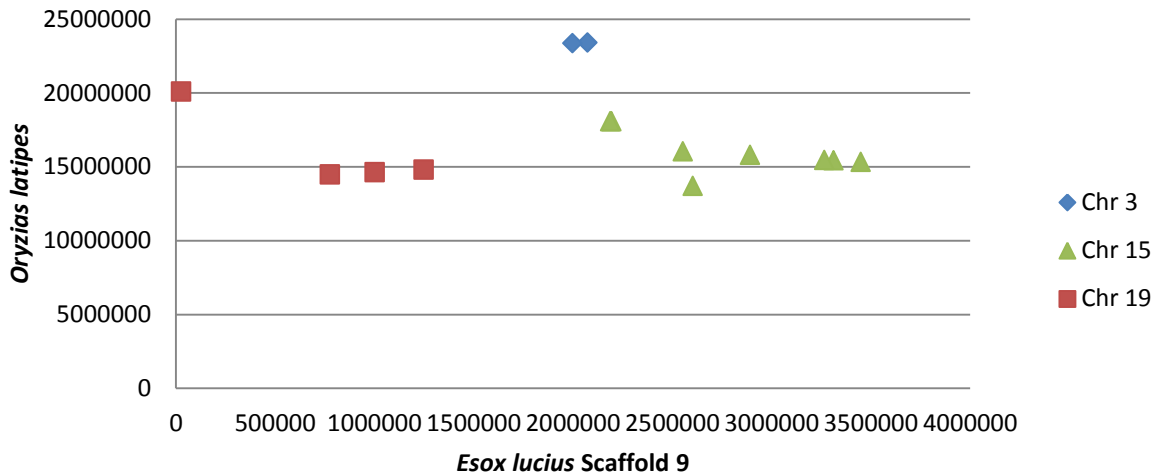

Scaffold 9 - *D. rerio* v. *E. lucius*

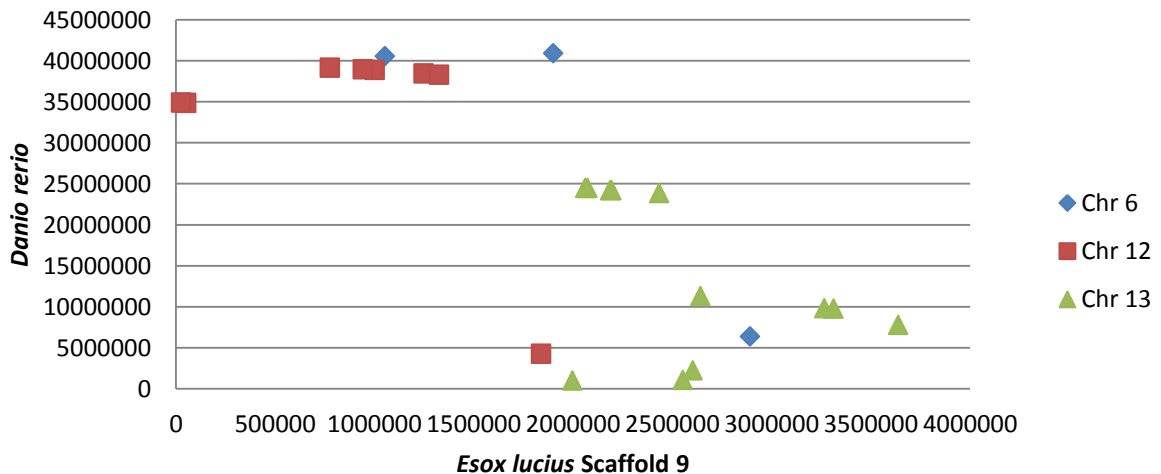

Scaffold 10

Scaffold 10 - *G. aculeatus* v. *E. lucius*

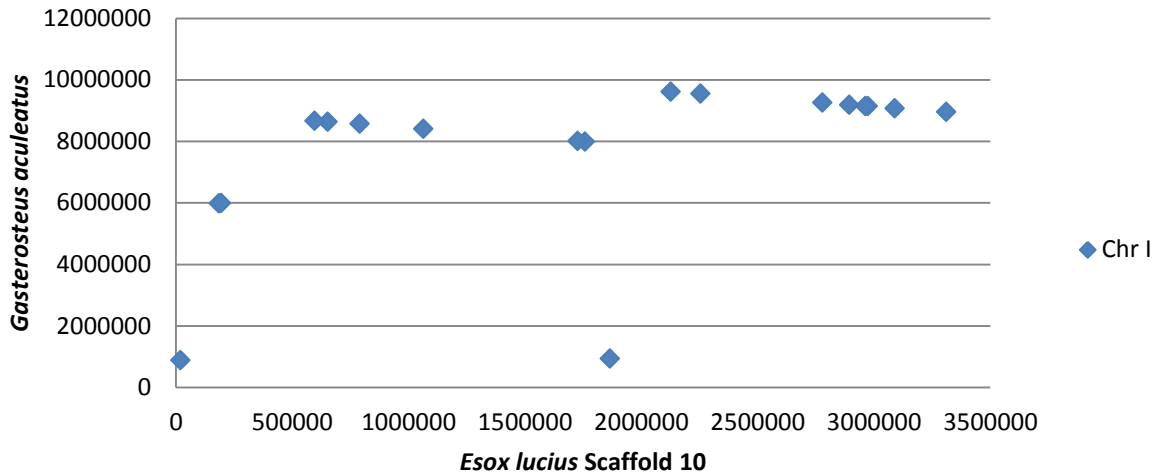

Scaffold 10 - *O. latipes* v. *E. lucius*

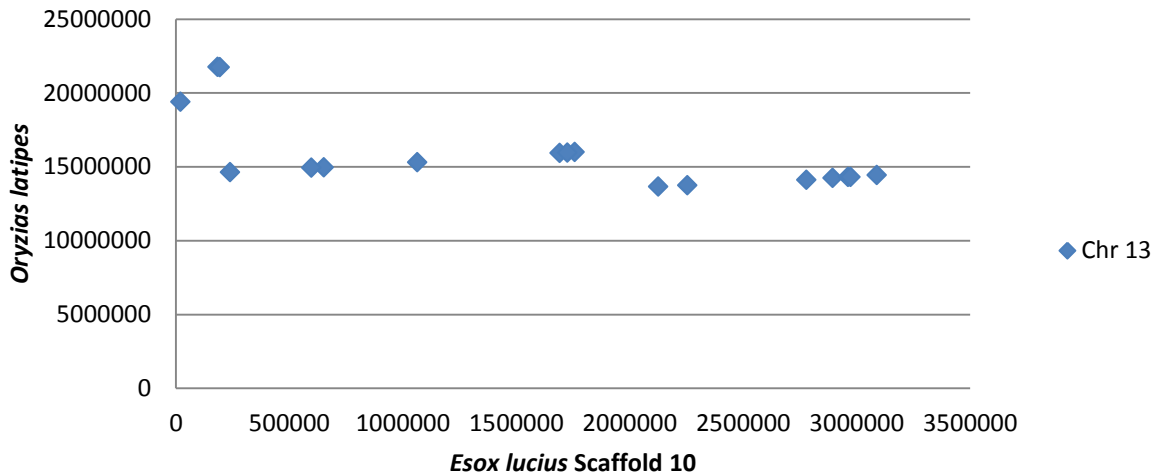

Scaffold 10 - *D. rerio* v. *E. lucius*

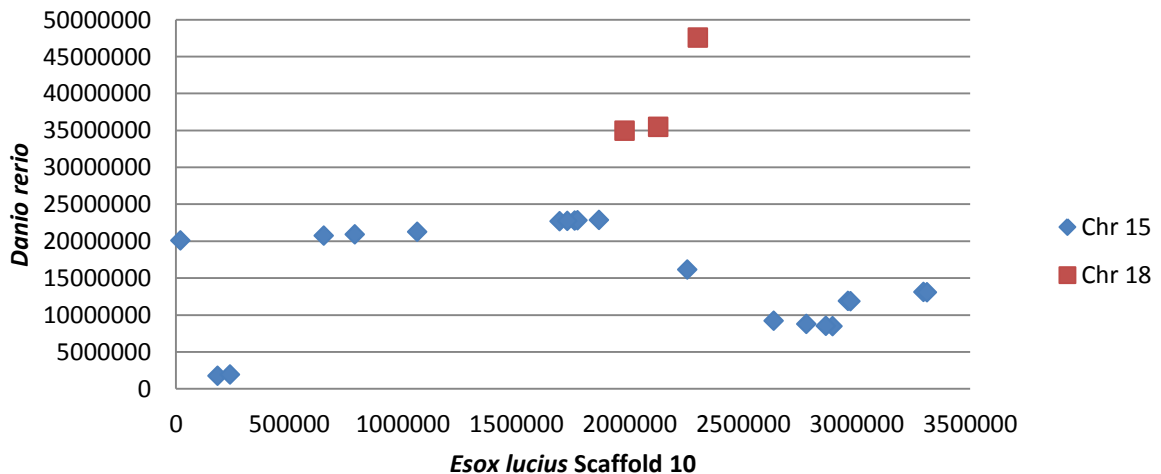

Scaffold 11

Scaffold 11 - *G. aculeatus* v. *E. lucius*

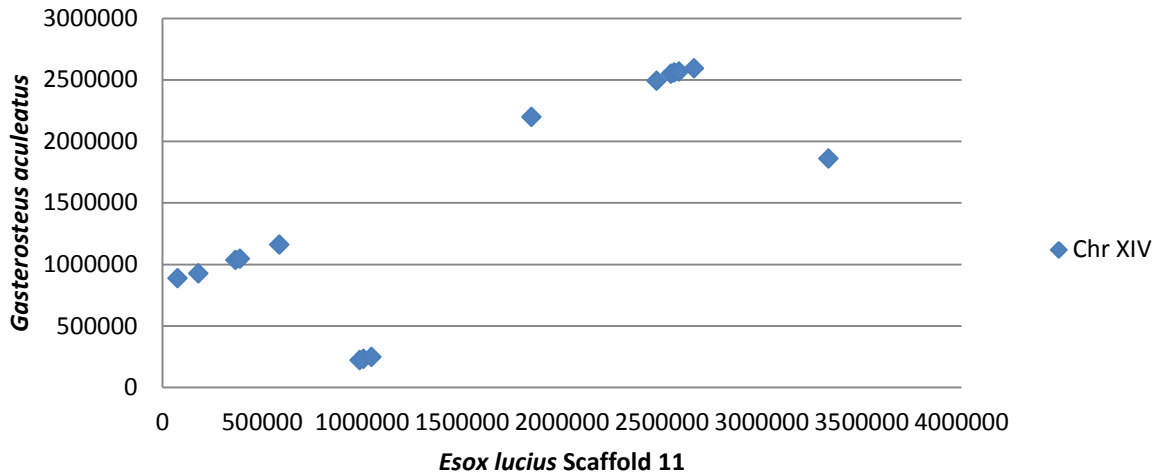

Scaffold 11 - *O. latipes* v. *E. lucius*

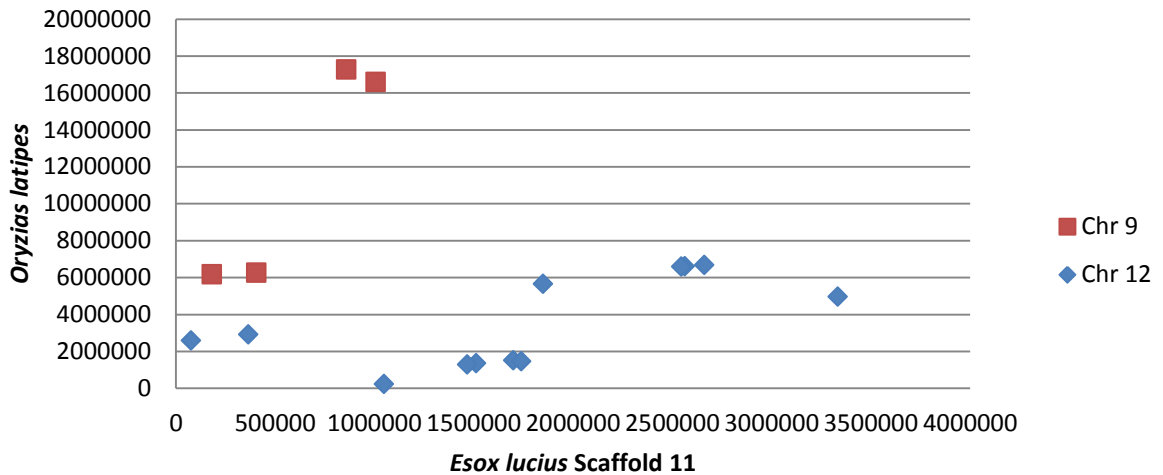

Scaffold 11 - *D. rerio* v. *E. lucius*

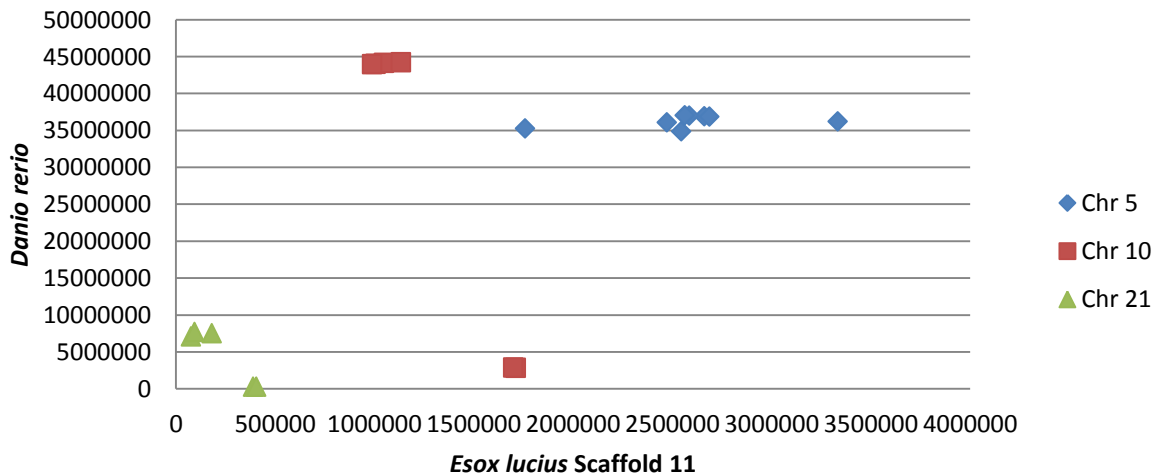

Scaffold 12

Scaffold 12 - *G. aculeatus* v. *E. lucius*

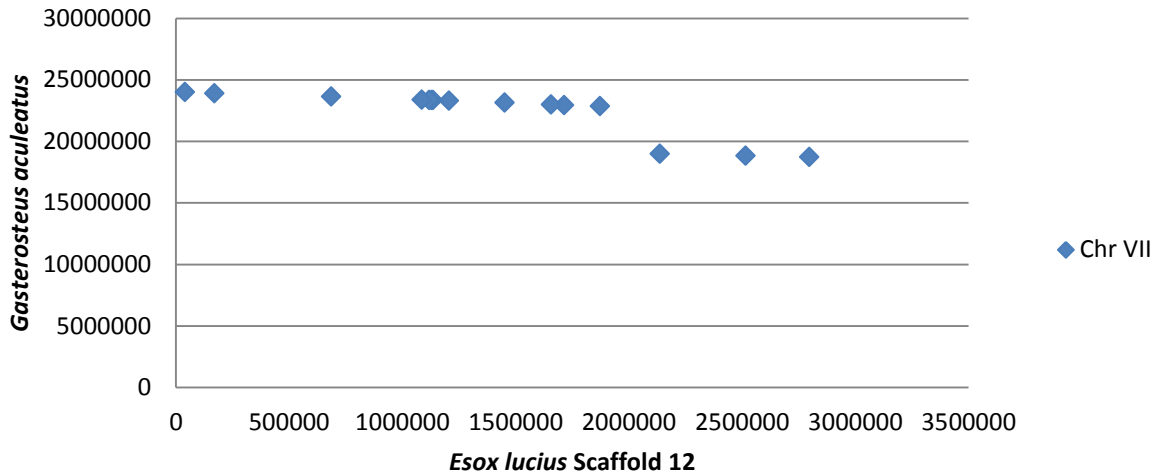

Scaffold 12 - *O. latipes* v. *E. lucius*

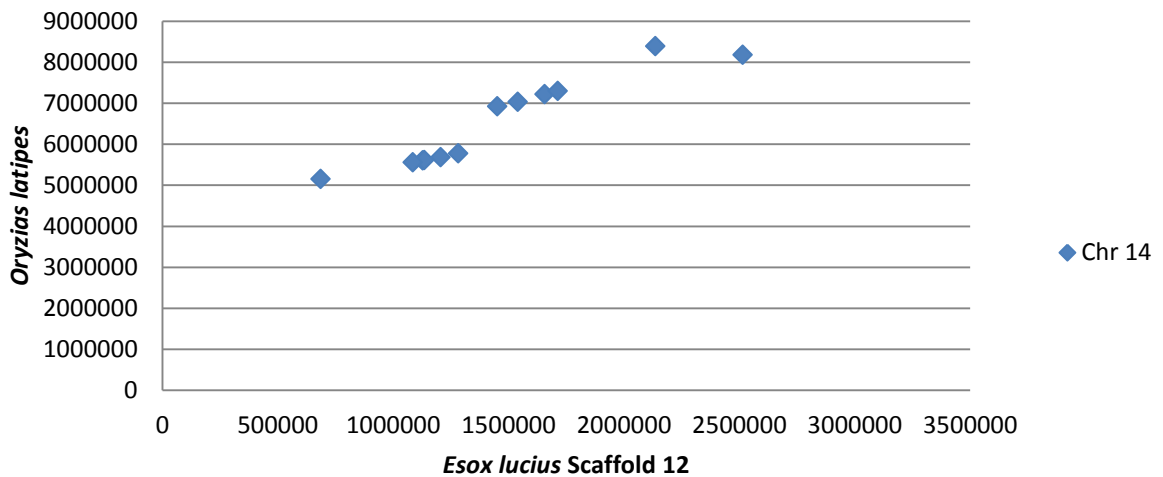

Scaffold 12 - *D. rerio* v. *E. lucius*

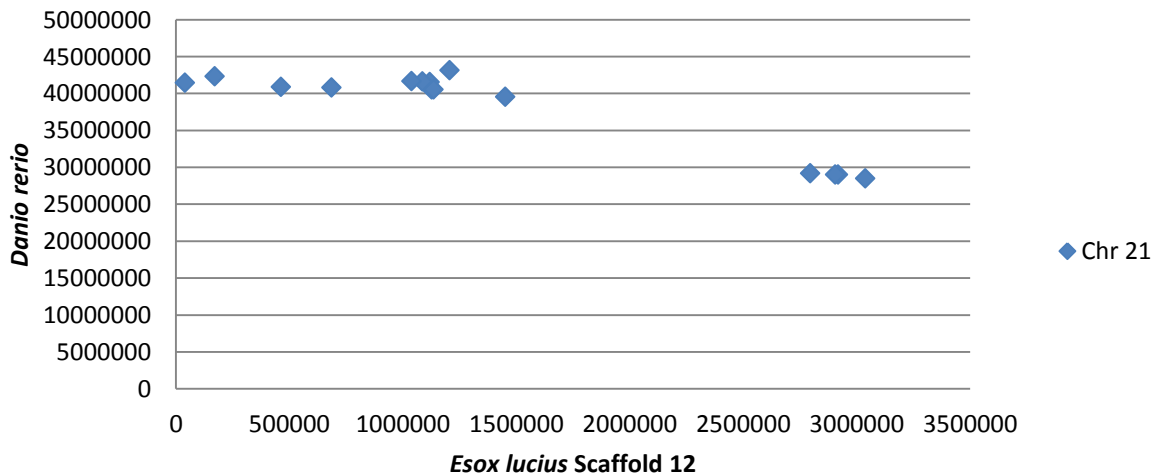

Scaffold 13

Scaffold 13 - *G. aculeatus* v. *E. lucius*

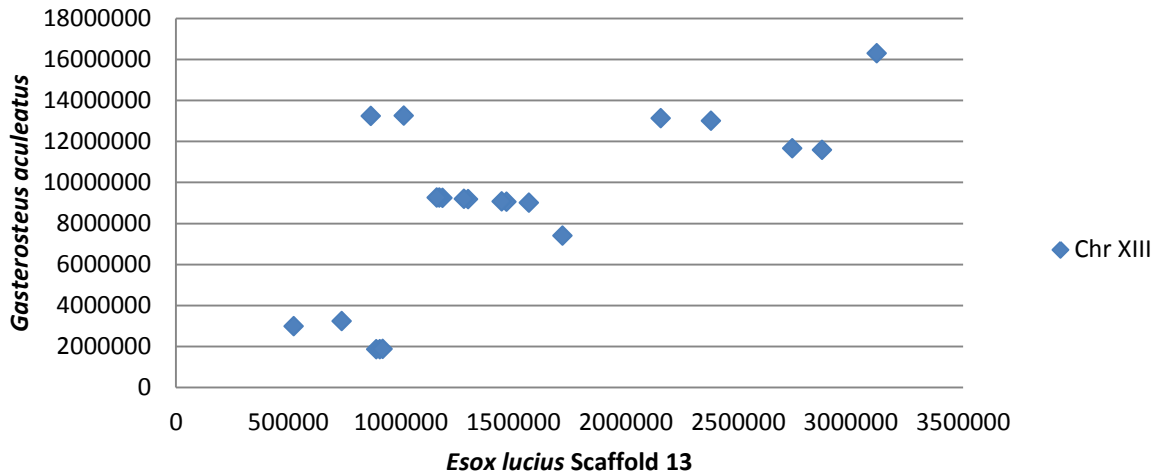

Scaffold 13 - *O. latipes* v. *E. lucius*

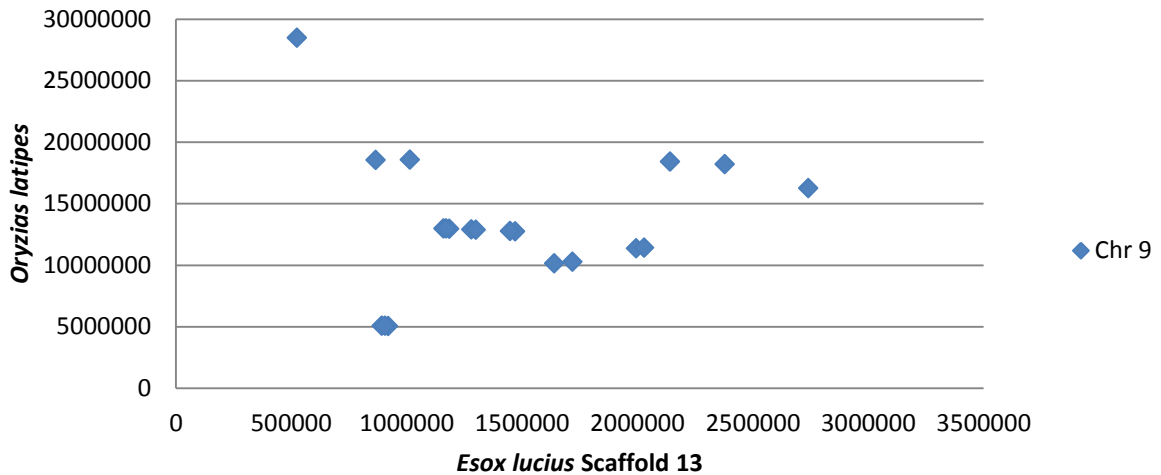

Scaffold 13 - *D. rerio* v. *E. lucius*

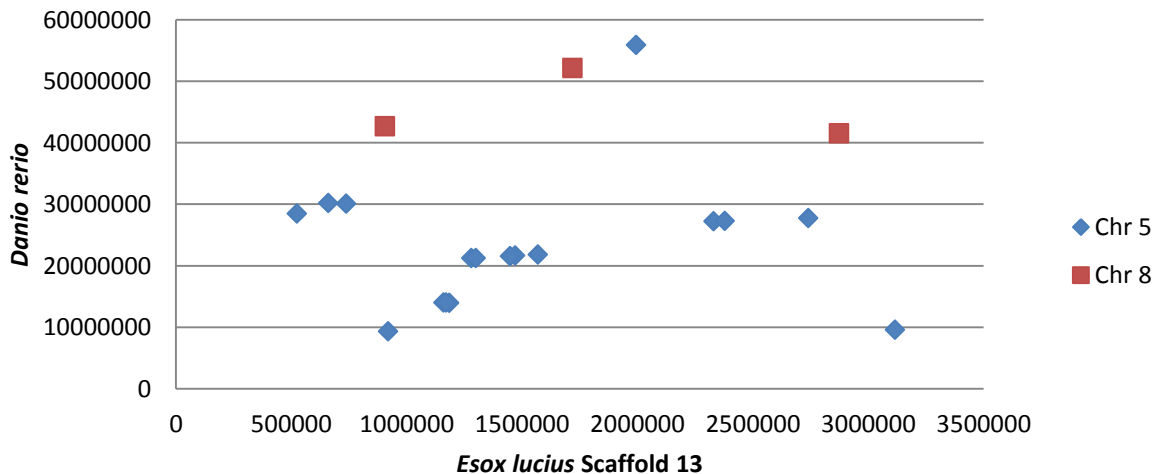

Scaffold 14

Scaffold 14 - *G. aculeatus* v. *E. lucius*

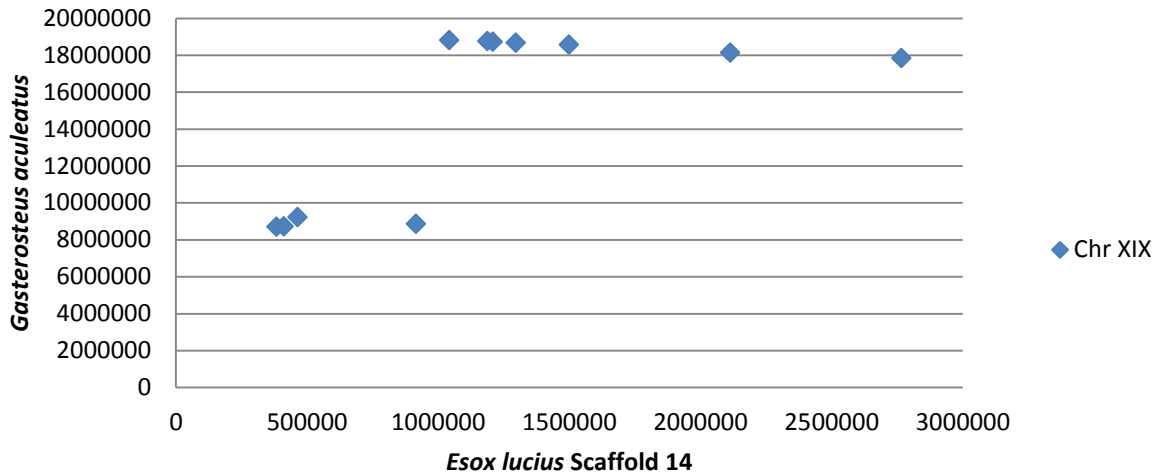

Scaffold 14 - *O. latipes* v. *E. lucius*

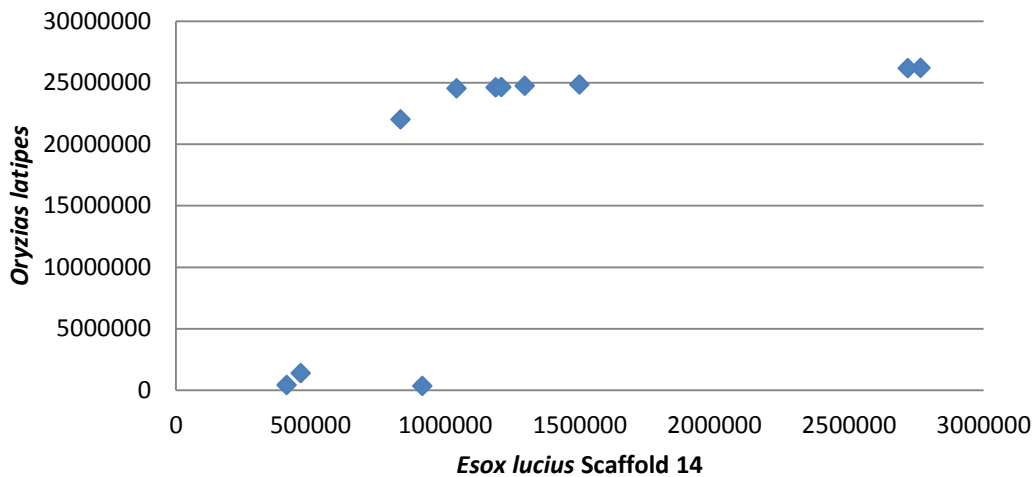

Scaffold 14 - *D. rerio* v. *E. lucius*

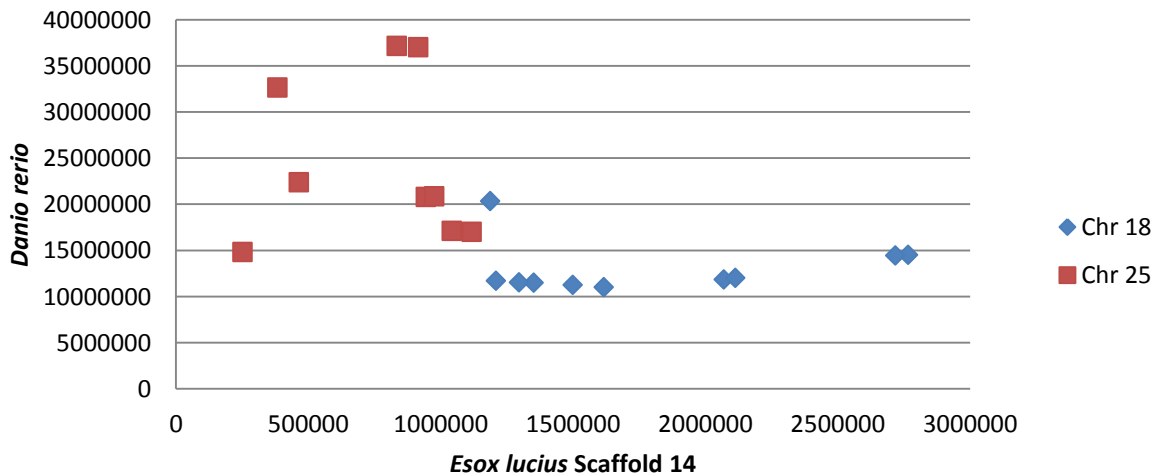

Scaffold 15

Scaffold 15- *G. aculeatus* v. *E. lucius*

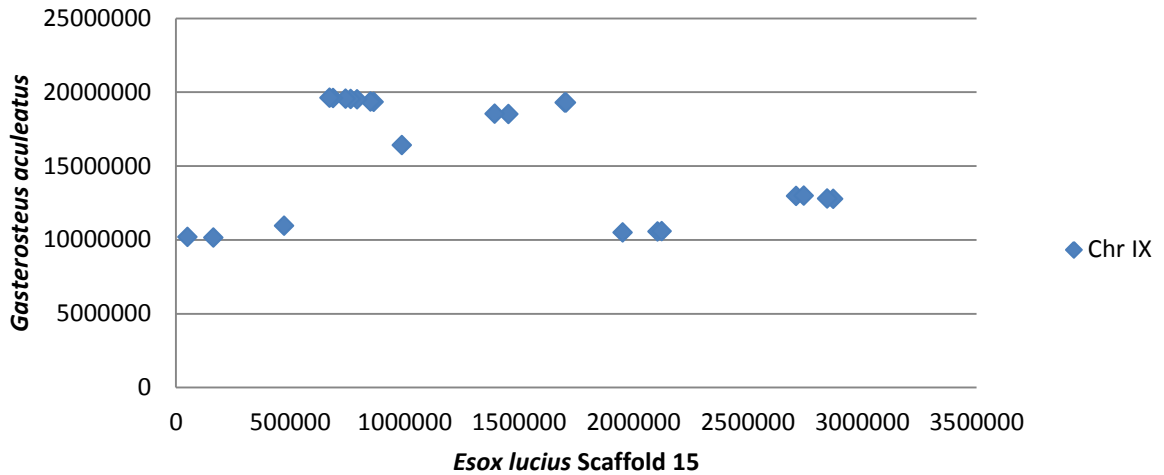

Scaffold 15 - *O. latipes* v. *E. lucius*

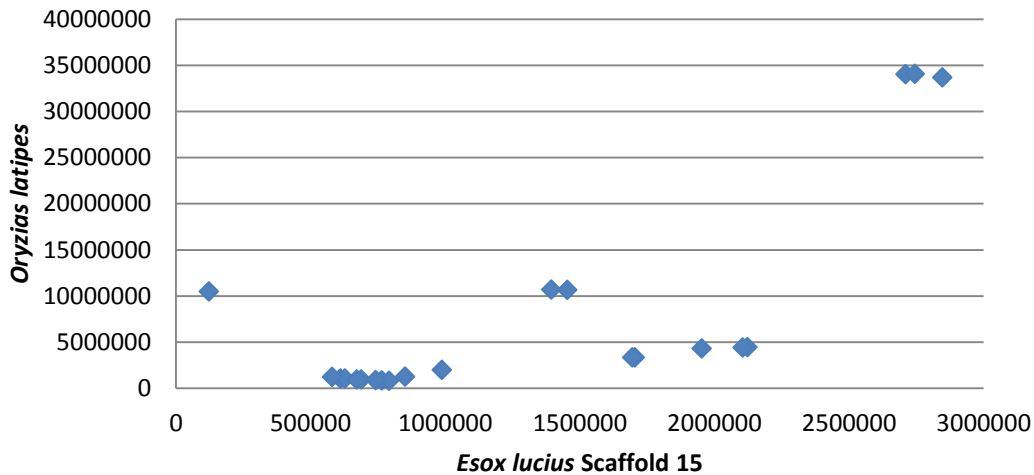

Scaffold 15 - *D. rerio* v. *E. lucius*

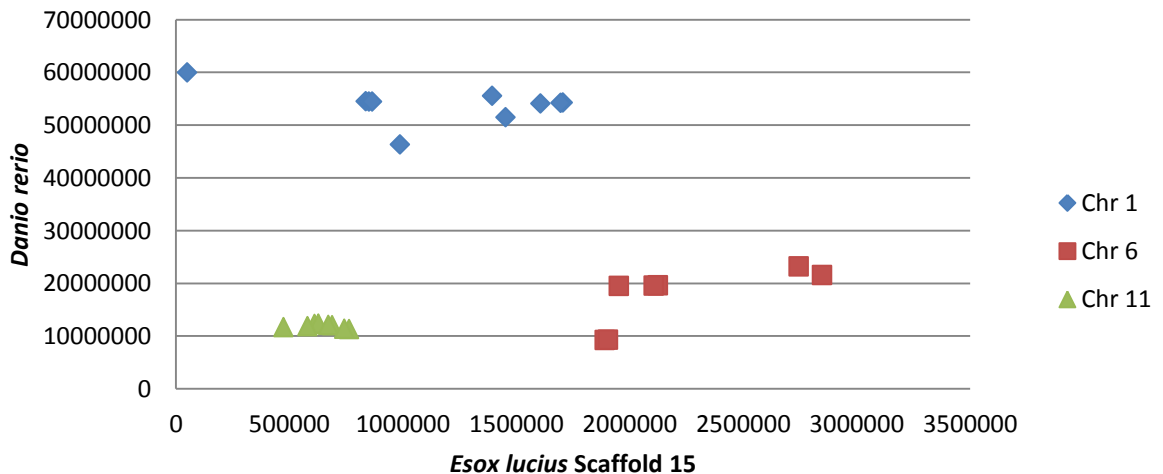

Scaffold 16

Scaffold 16 - *G. aculeatus* v. *E. lucius*

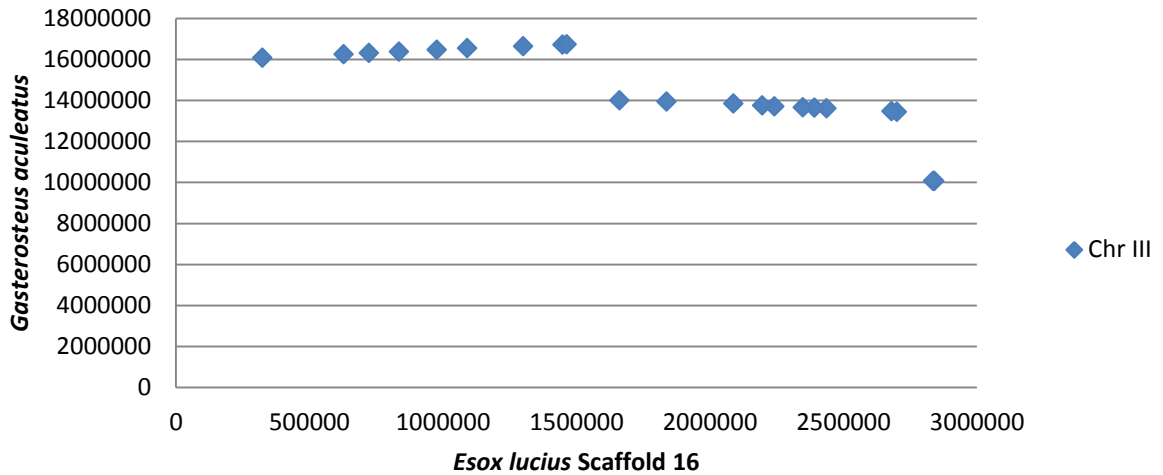

Scaffold 16 - *O. latipes* v. *E. lucius*

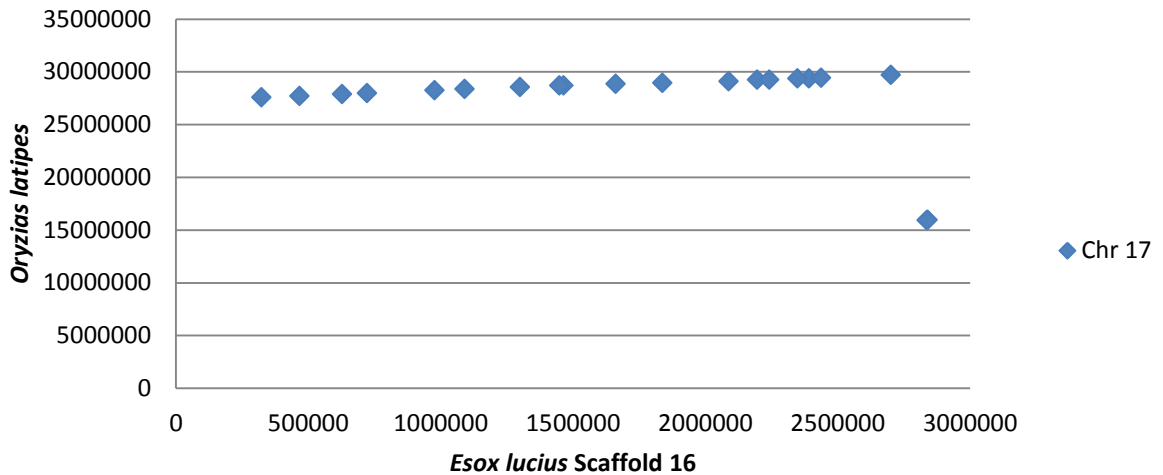

Scaffold 16 - *D. rerio* v. *E. lucius*

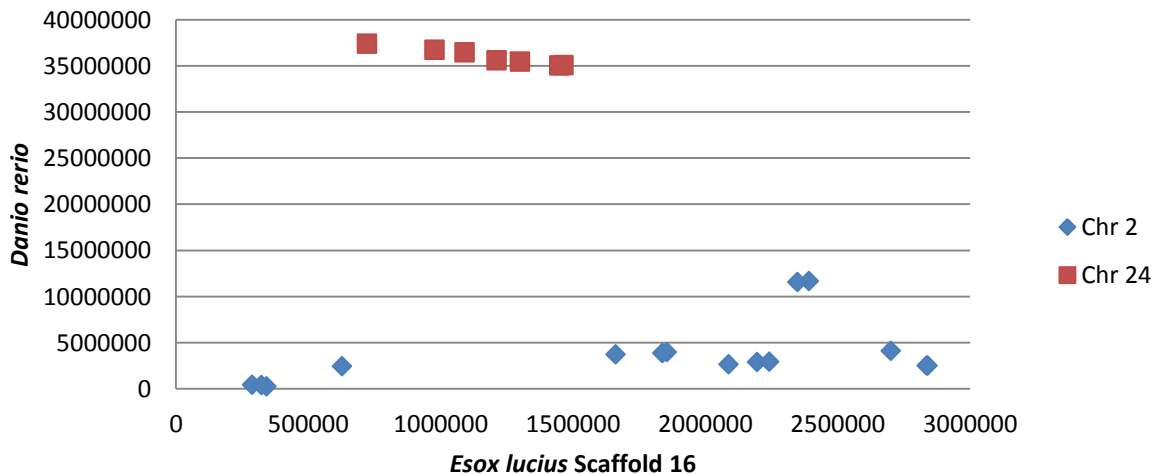

Scaffold 17

Scaffold 17 - *G. aculeatus* v. *E. lucius*

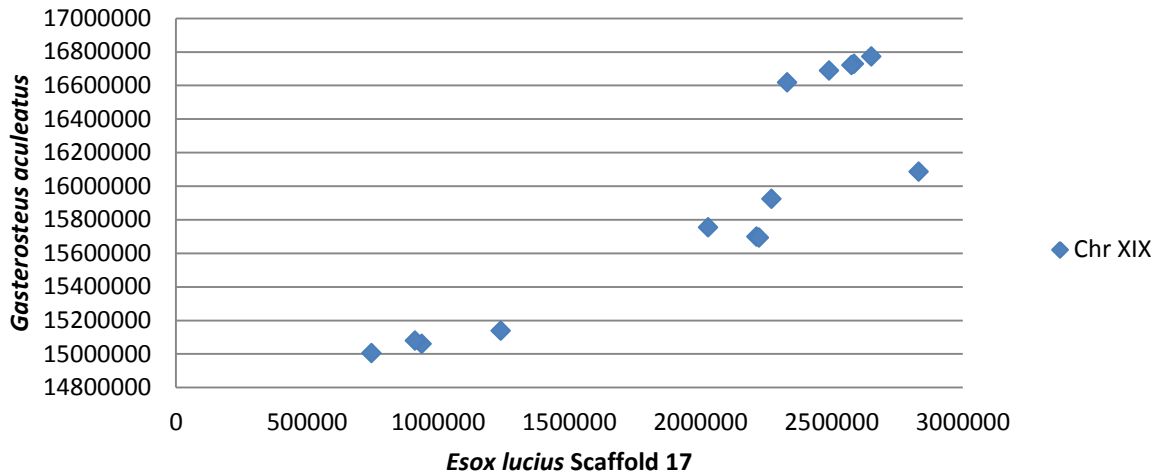

Scaffold 17 - *O. latipes* v. *E. lucius*

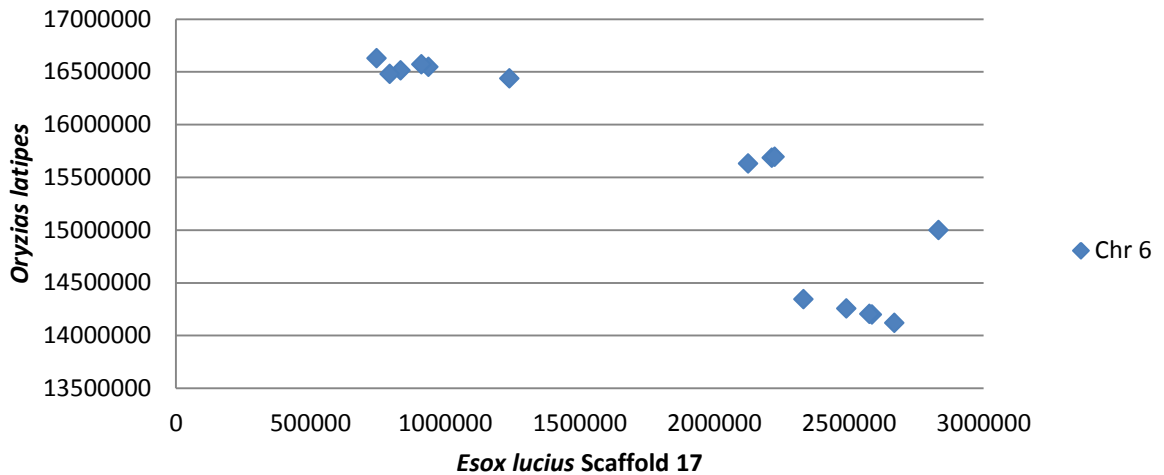

Scaffold 17 - *D. rerio* v. *E. lucius*

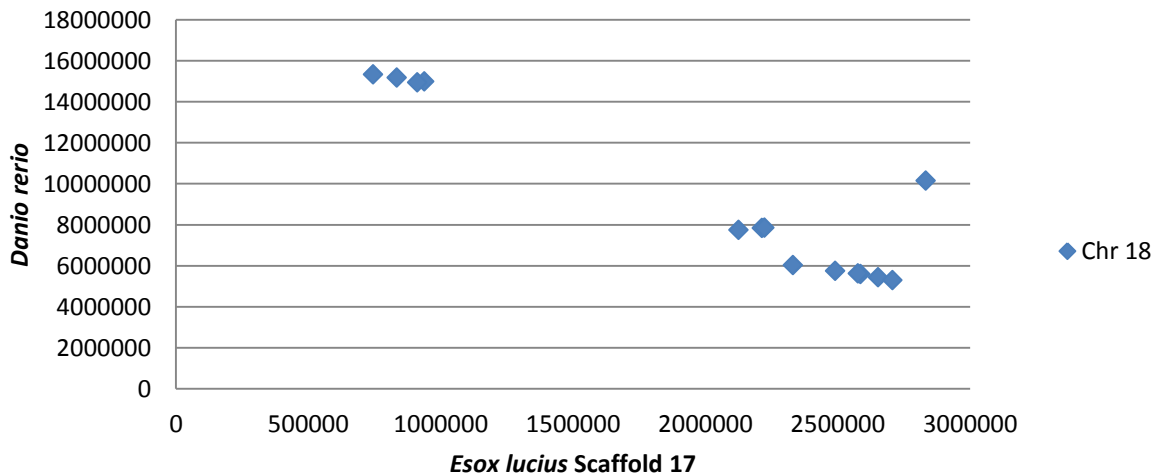

Scaffold 18

Scaffold 18 - *G. aculeatus* v. *E. lucius*

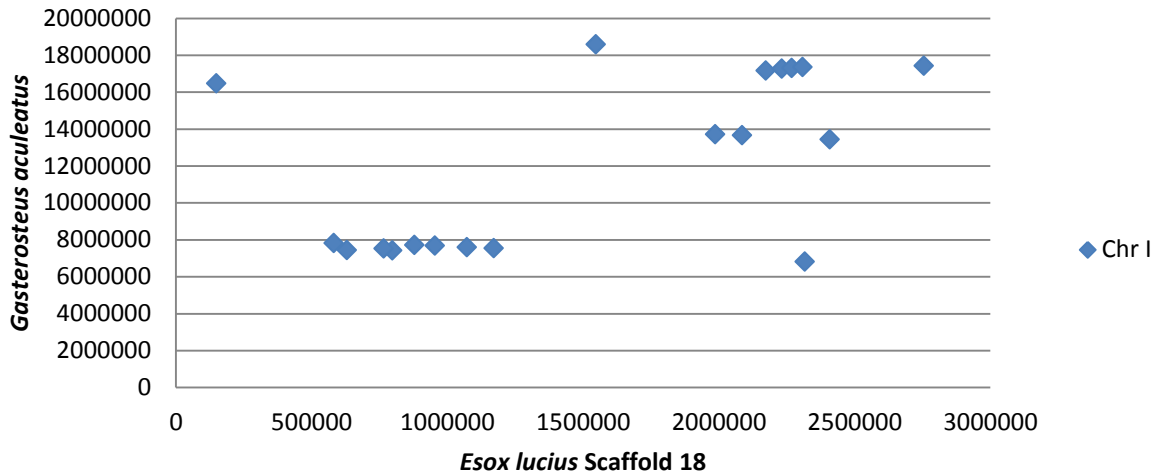

Scaffold 18 - *O. latipes* v. *E. lucius*

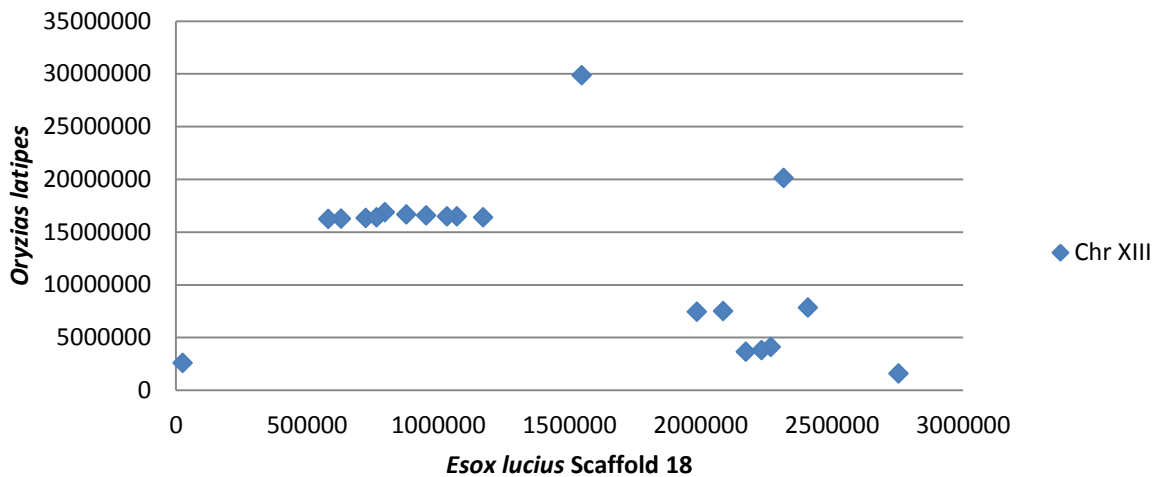

Scaffold 18 - *D. rerio* v. *E. lucius*

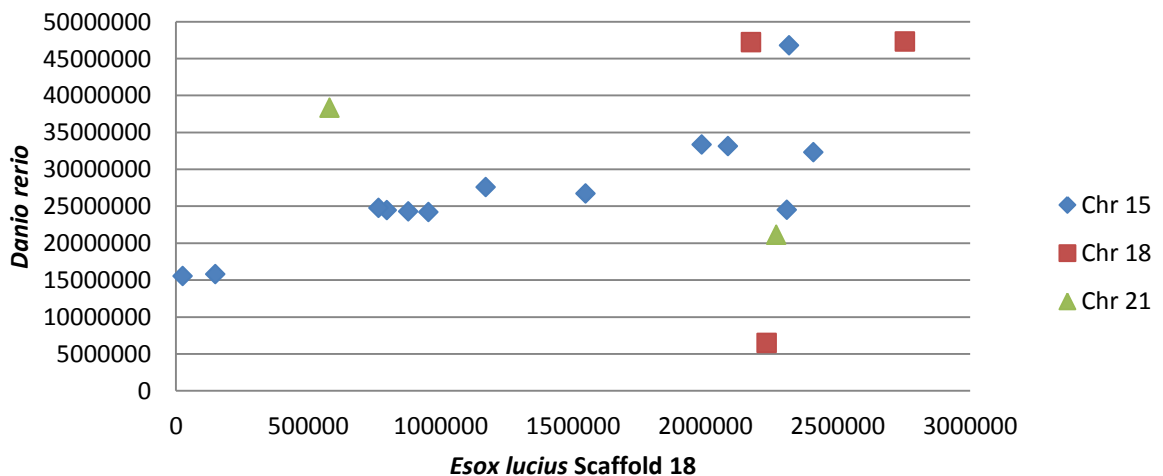

Scaffold 19

Scaffold 19 - *G. aculeatus* v. *E. lucius*

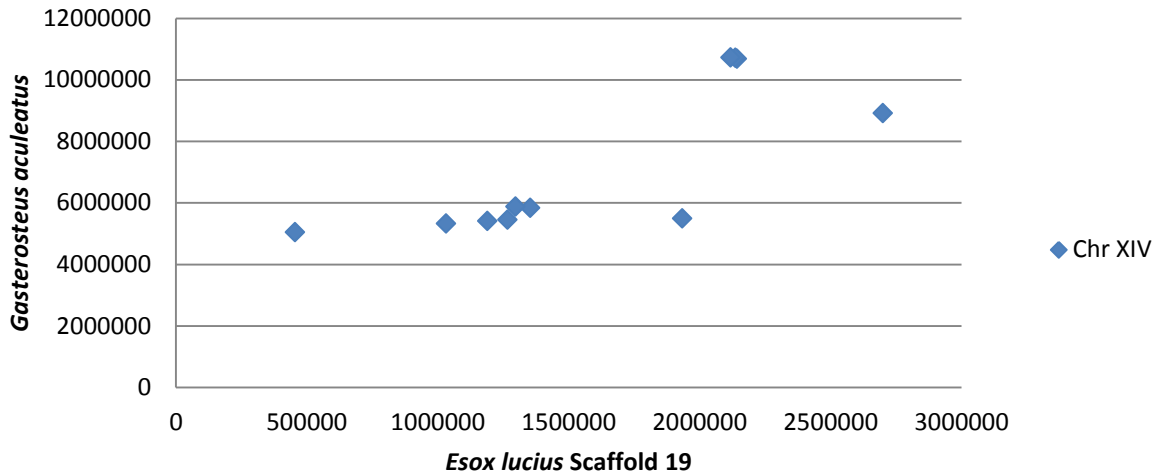

Scaffold 19 - *O. latipes* v. *E. lucius*

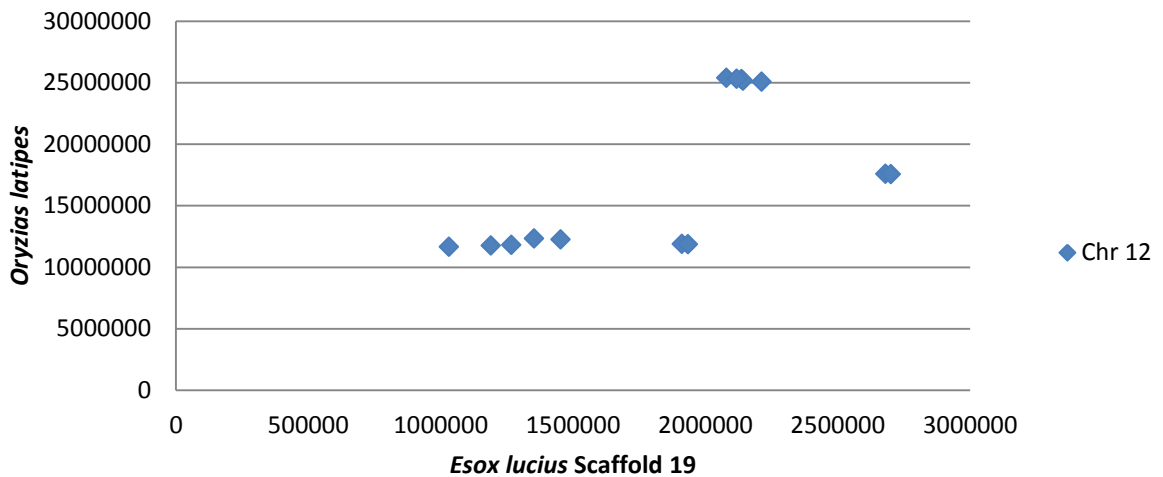

Scaffold 19 - *D. rerio* v. *E. lucius*

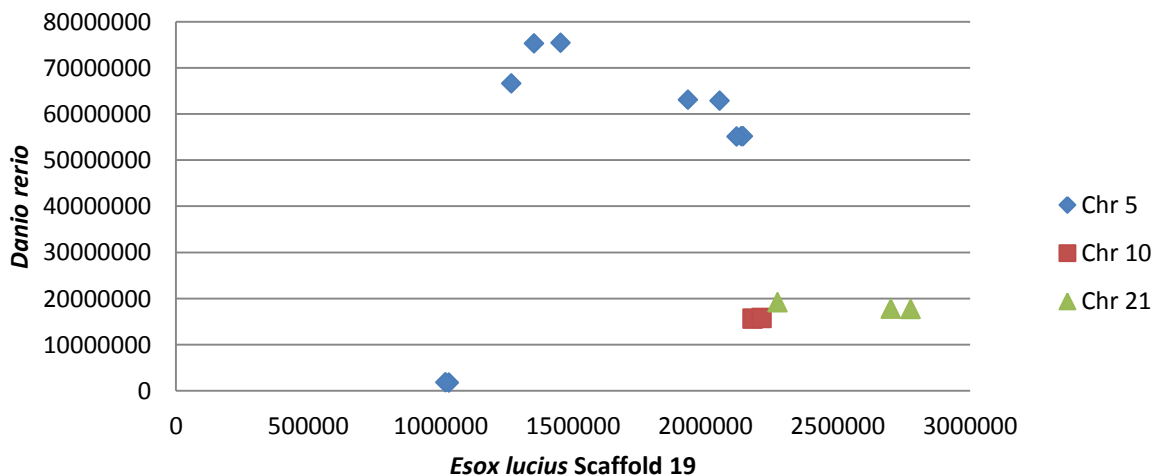

Scaffold 20

Scaffold 20 - *G. aculeatus* v. *E. lucius*

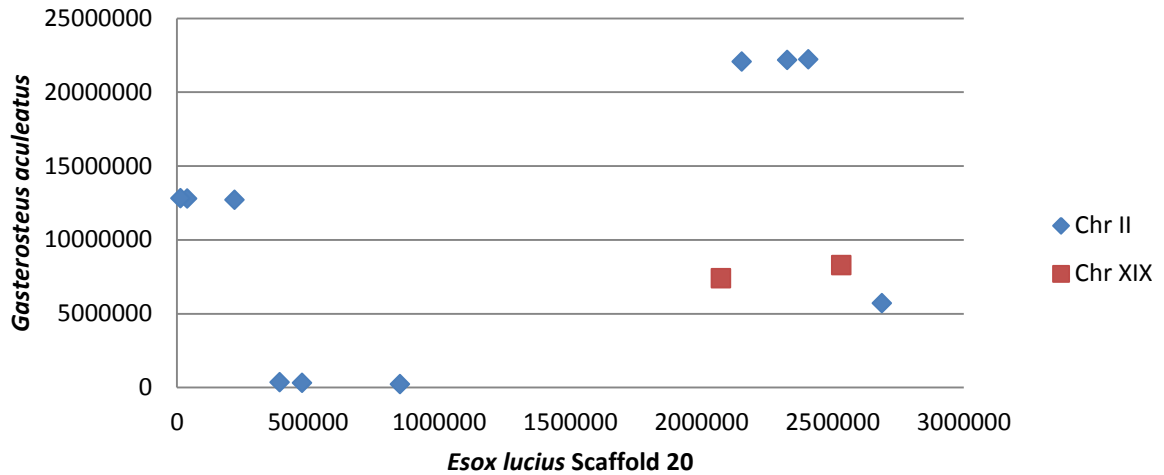

Scaffold 20 - *O. latipes* v. *E. lucius*

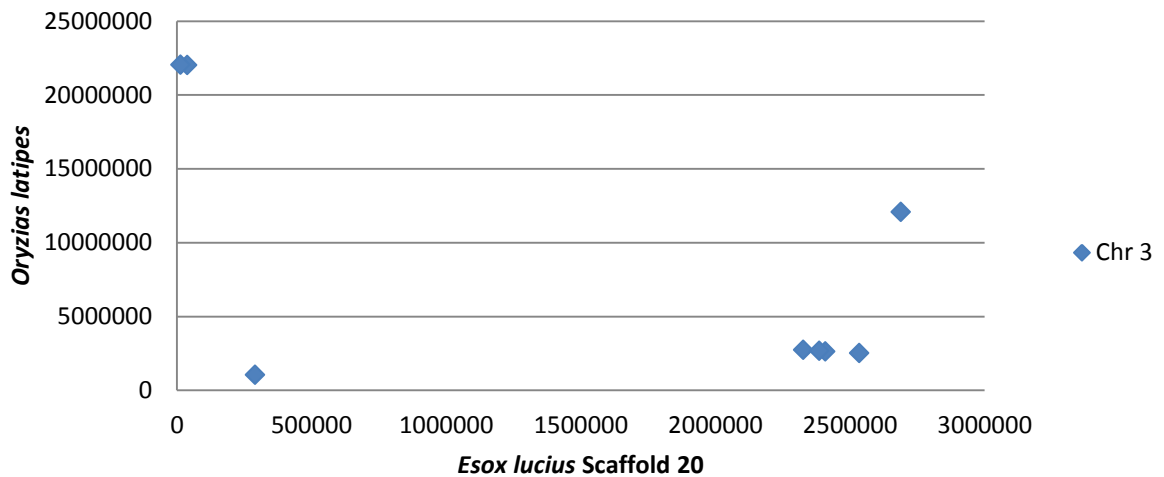

Scaffold 20 - *D. rerio* v. *E. lucius*

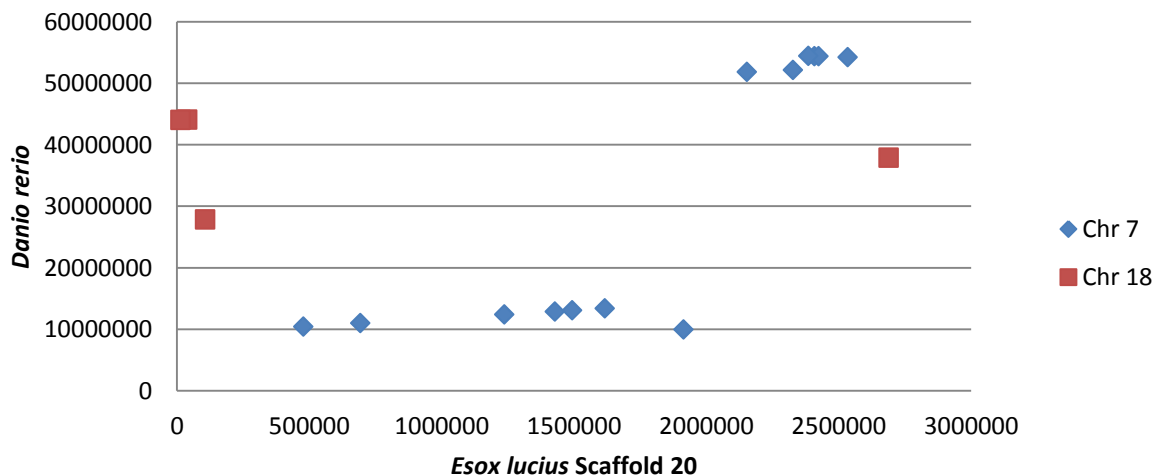

Scaffold 21

Scaffold 21 - *G. aculeatus* v. *E. lucius*

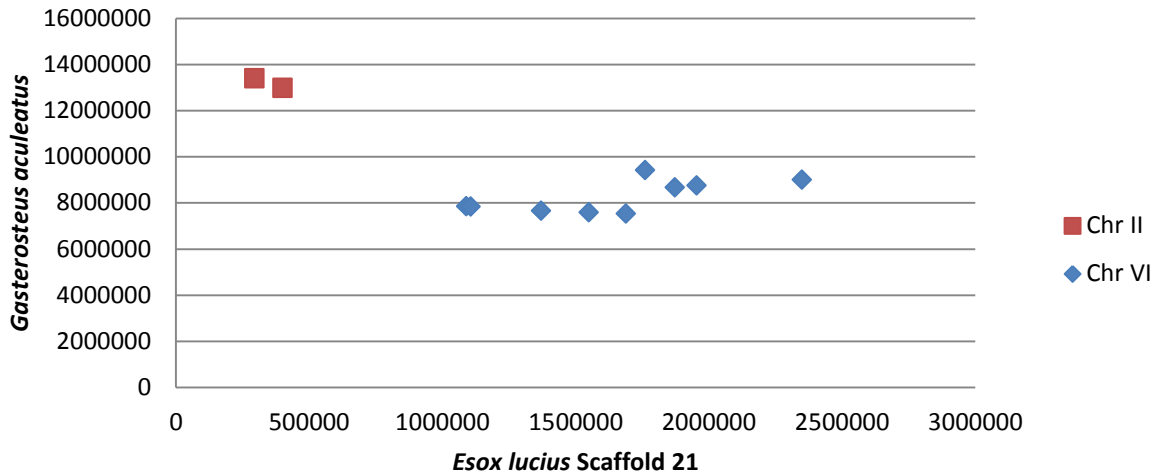

Scaffold 21 - *O. latipes* v. *E. lucius*

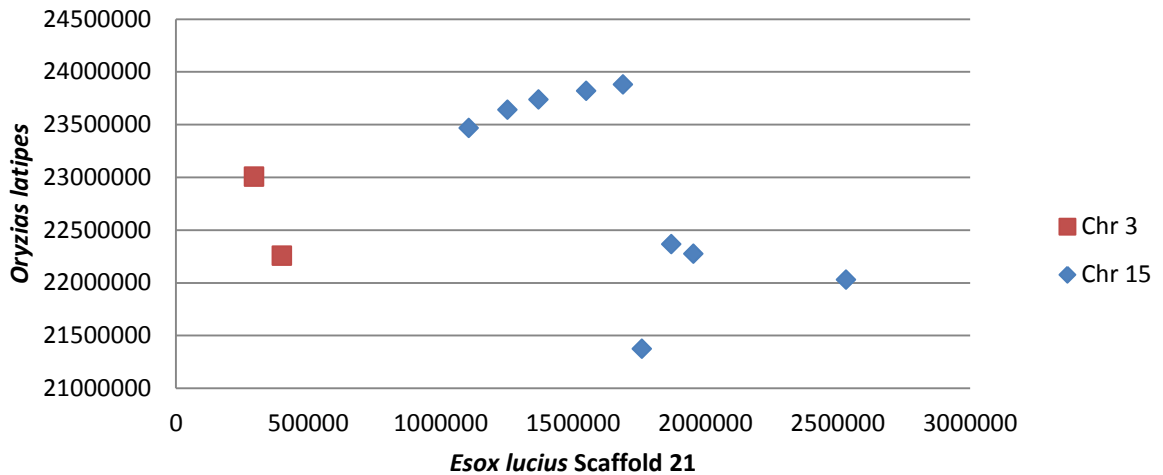

Scaffold 21 - *D. rerio* v. *E. lucius*

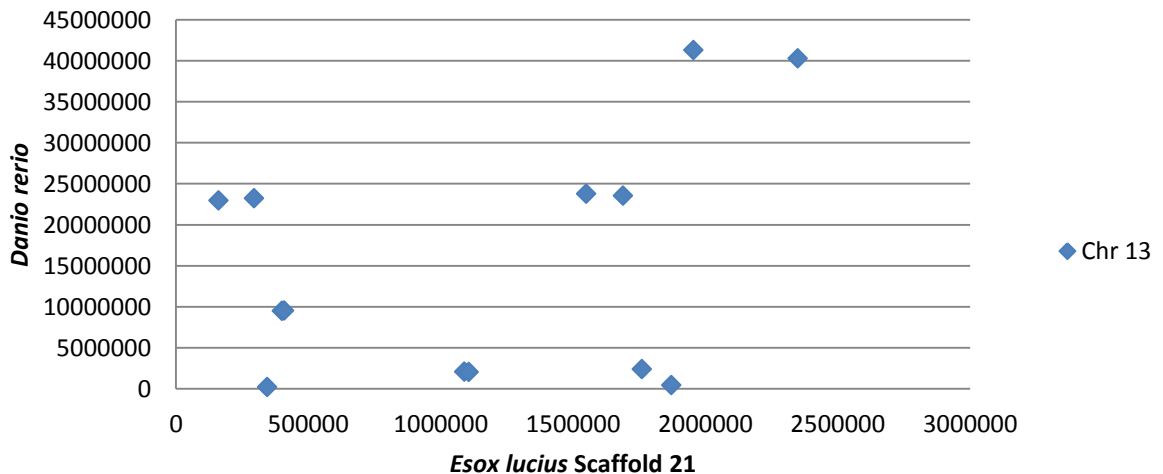

Scaffold 22

Scaffold 22 - *G. aculeatus* v. *E. lucius*

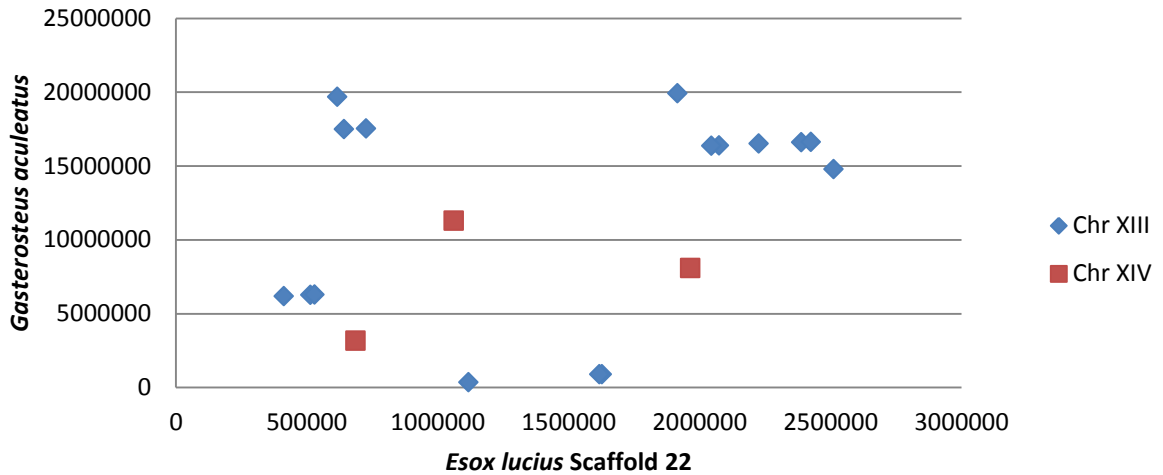

Scaffold 22 - *O. latipes* v. *E. lucius*

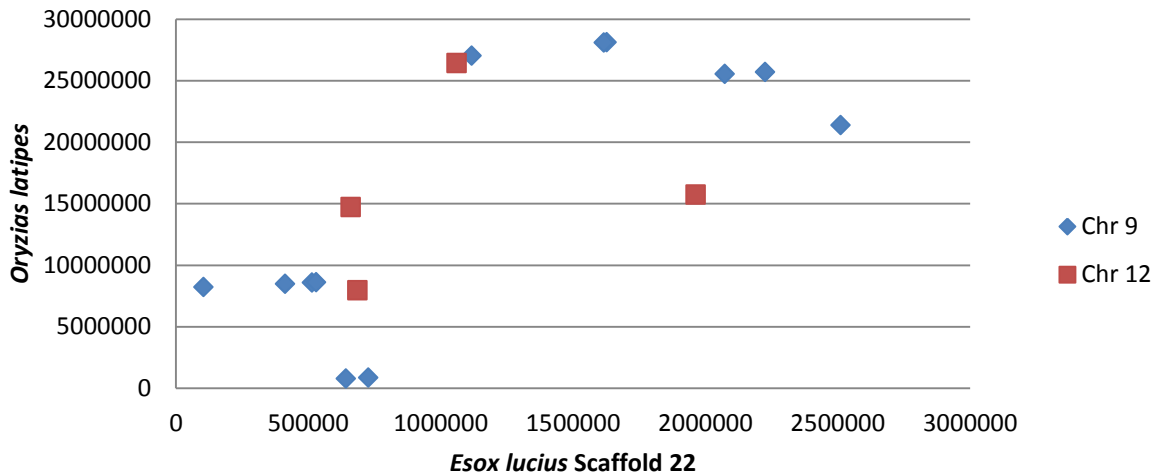

Scaffold 22 - *D. rerio* v. *E. lucius*

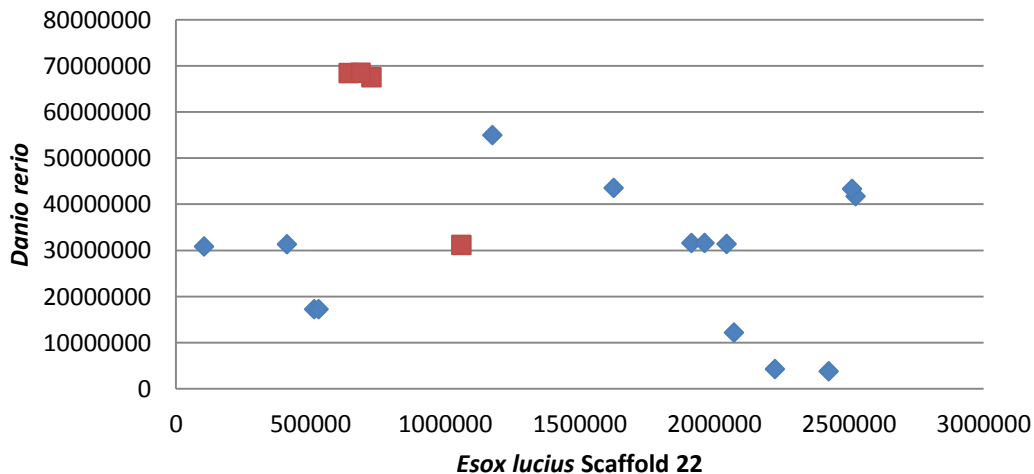

Scaffold 23

Scaffold 23 - *G. aculeatus* v. *E. lucius*

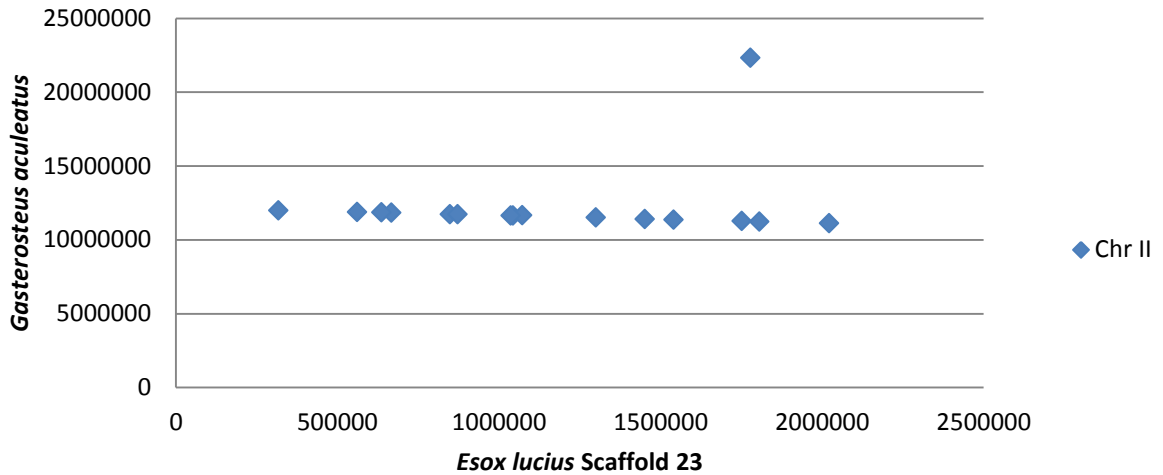

Scaffold 23 - *O. latipes* v. *E. lucius*

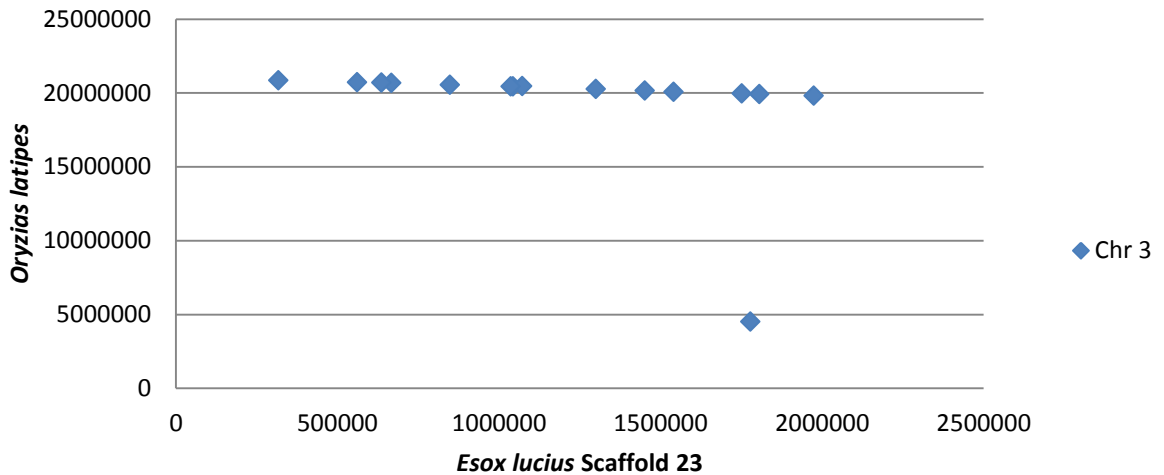

Scaffold 23 - *D. rerio* v. *E. lucius*

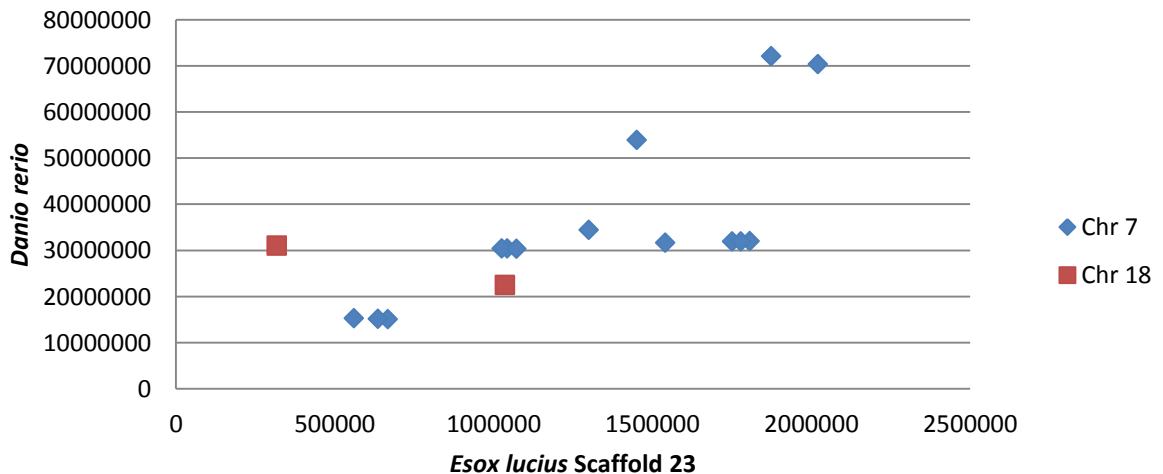

Scaffold 24

Scaffold 24 - *G. aculeatus* v. *E. lucius*

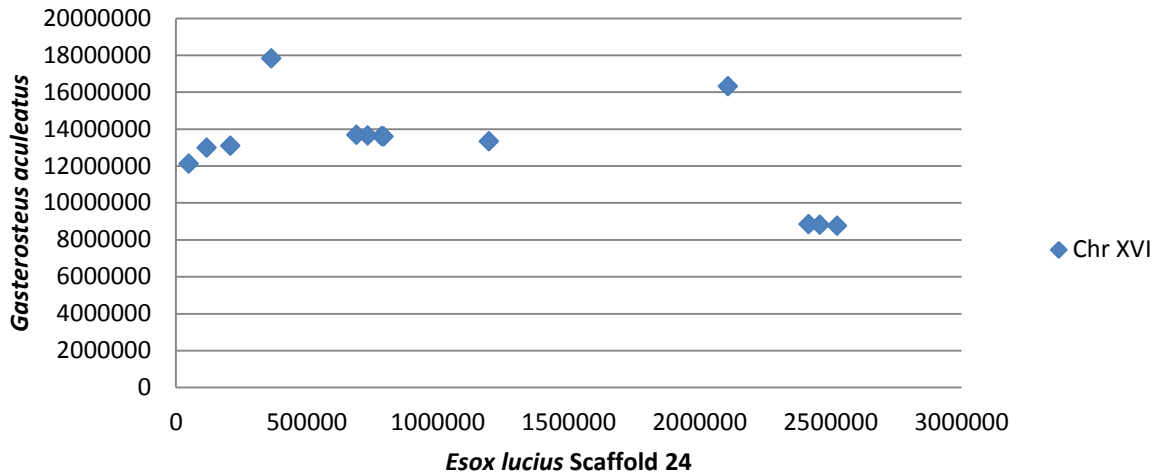

Scaffold 24 - *O. latipes* v. *E. lucius*

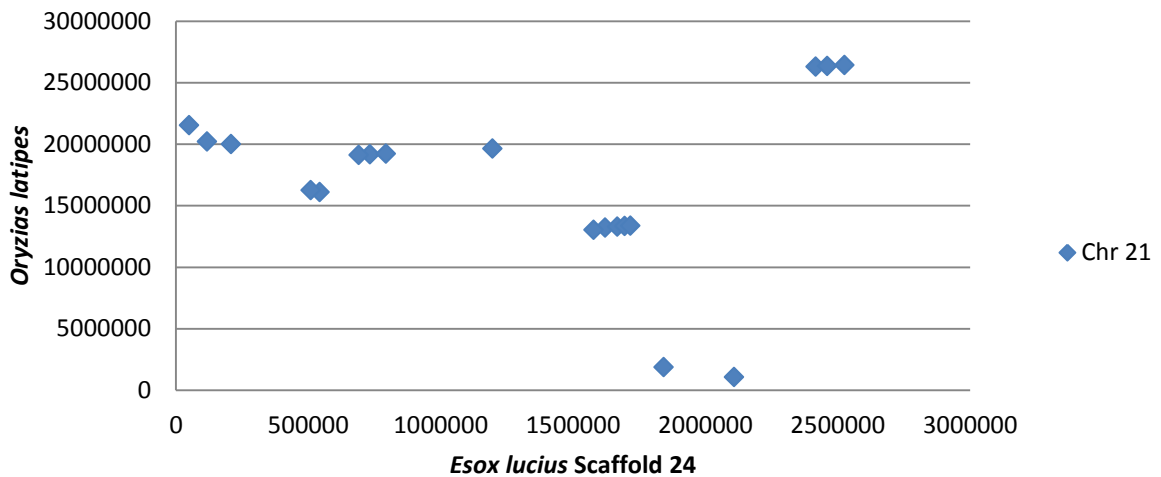

Scaffold 24 - *D. rerio* v. *E. lucius*

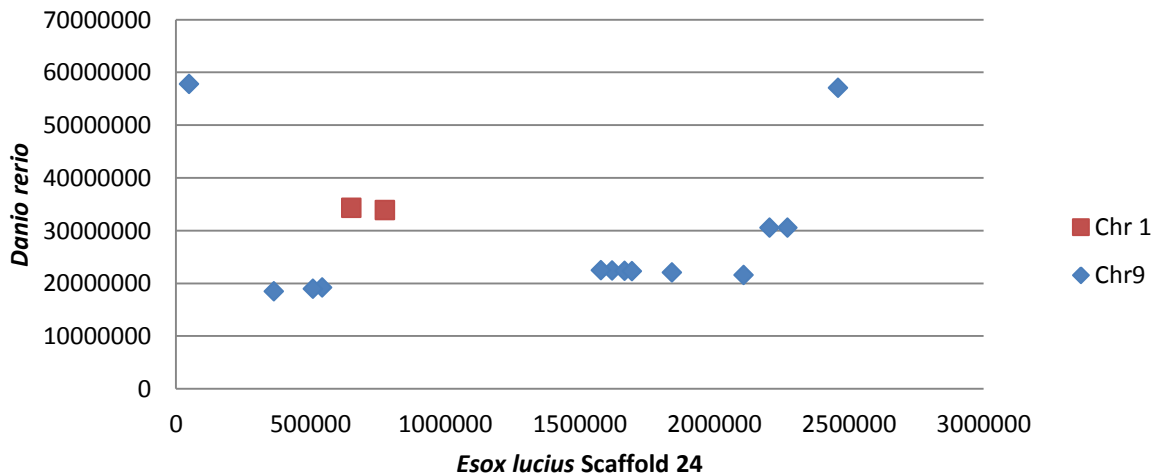

Scaffold 25

Scaffold 25 - *G. aculeatus* v. *E. lucius*

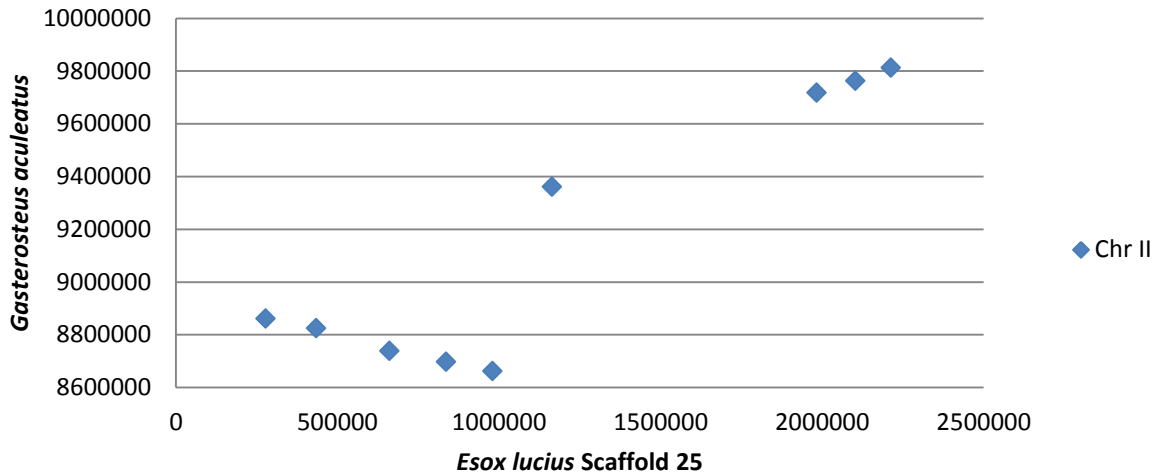

Scaffold 25 - *O. latipes* v. *E. lucius*

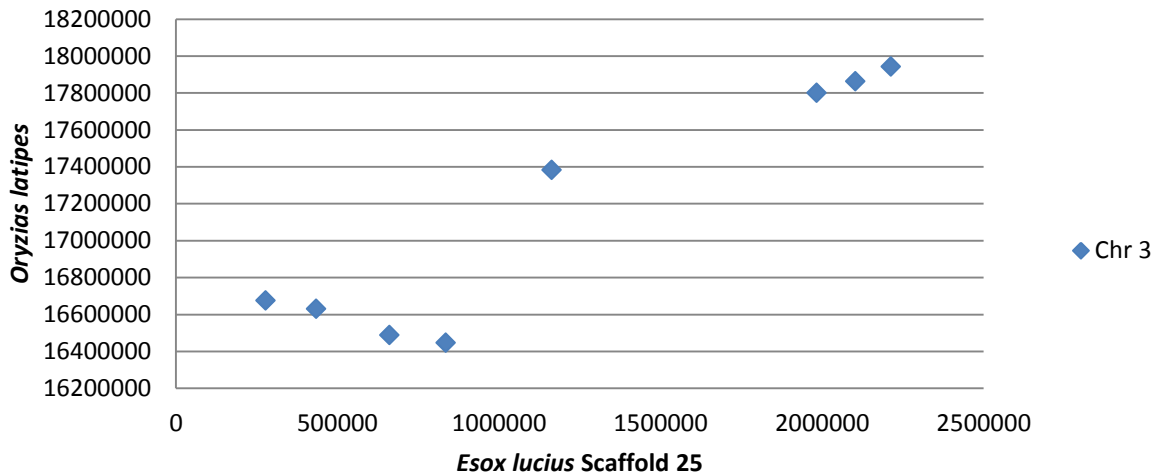

Scaffold 25 - *D. rerio* v. *E. lucius*

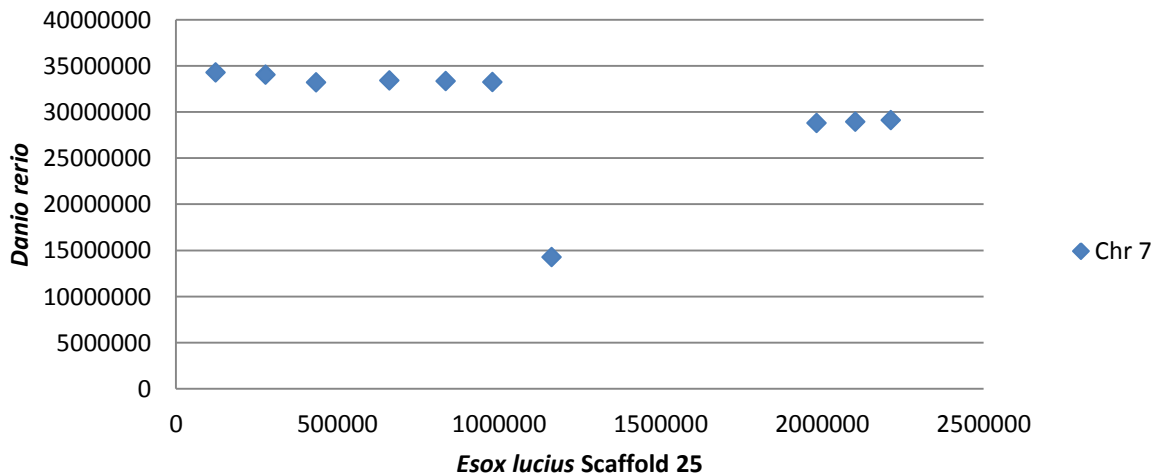

Scaffold 26

Scaffold 26 - *G. aculeatus* v. *E. lucius*

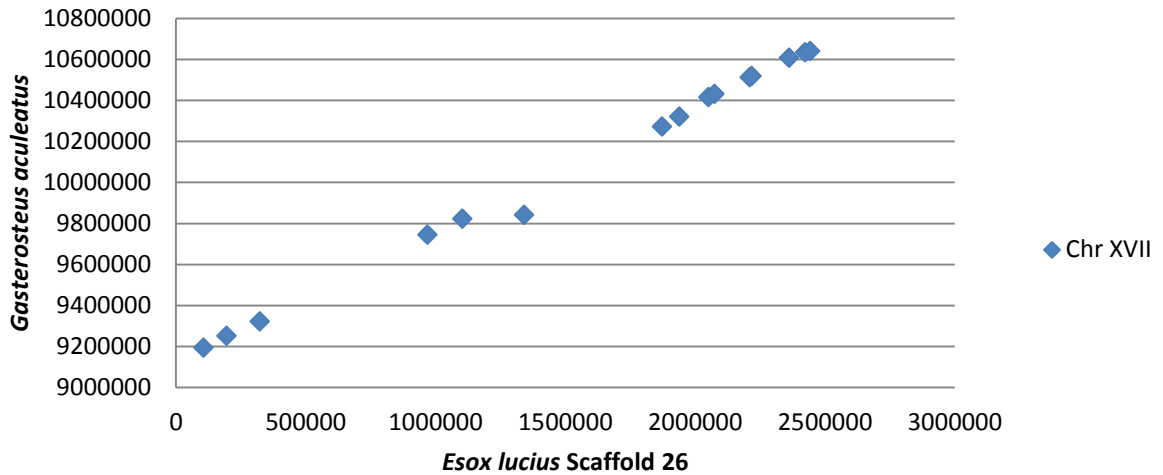

Scaffold 26 - *O. latipes* v. *E. lucius*

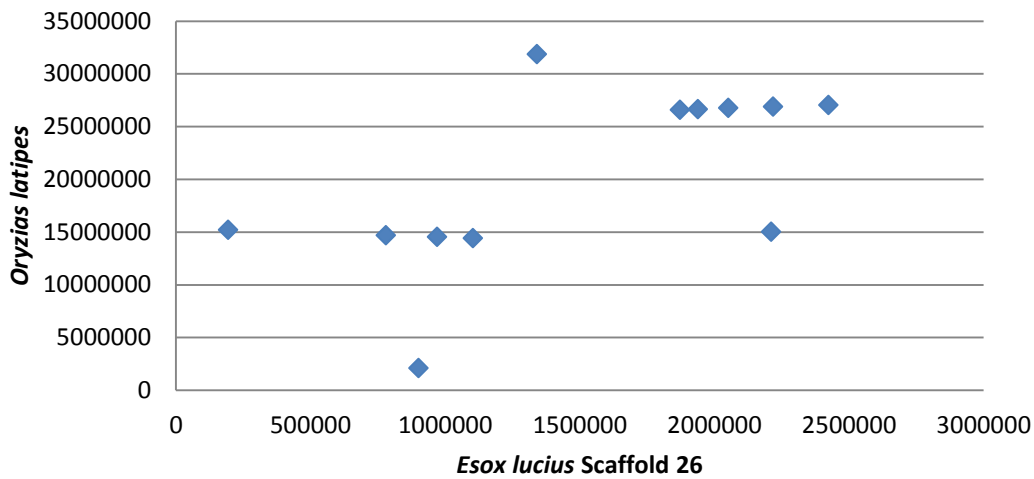

Scaffold 26 - *D. rerio* v. *E. lucius*

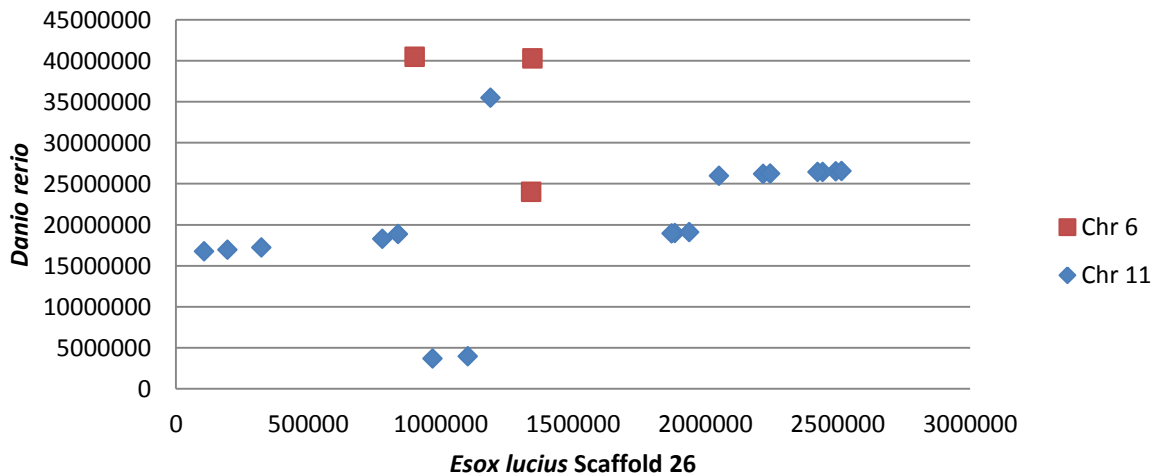

Scaffold 27

Scaffold 27 - *G. aculeatus* v. *E. lucius*

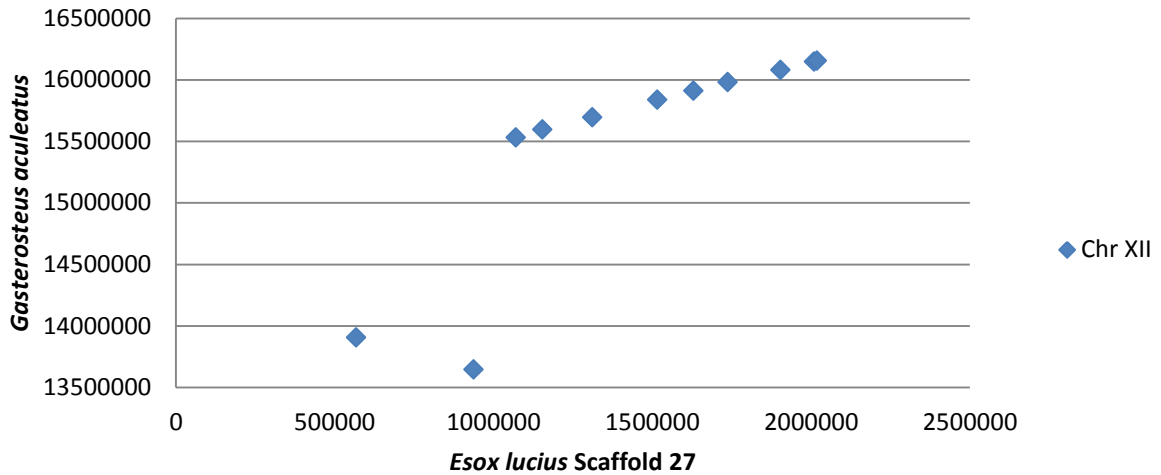

Scaffold 27 - *O. latipes* v. *E. lucius*

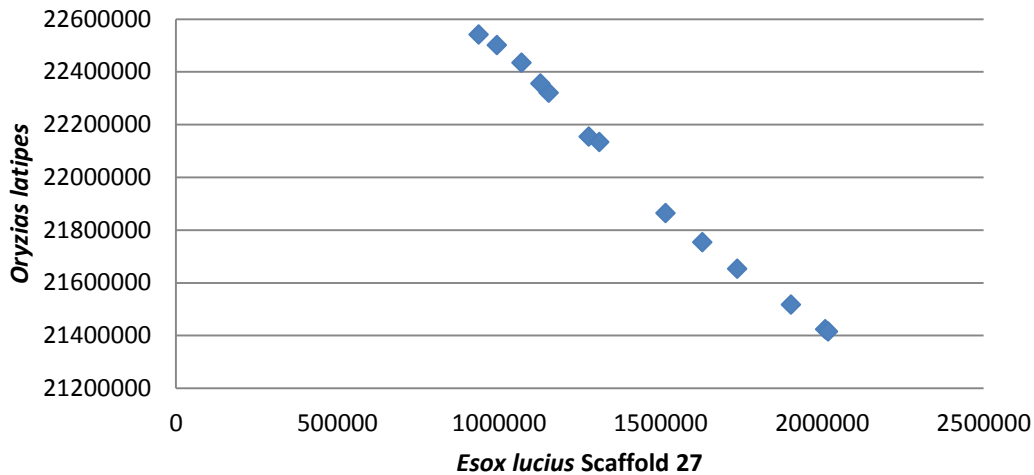

Scaffold 27 - *D. rerio* v. *E. lucius*

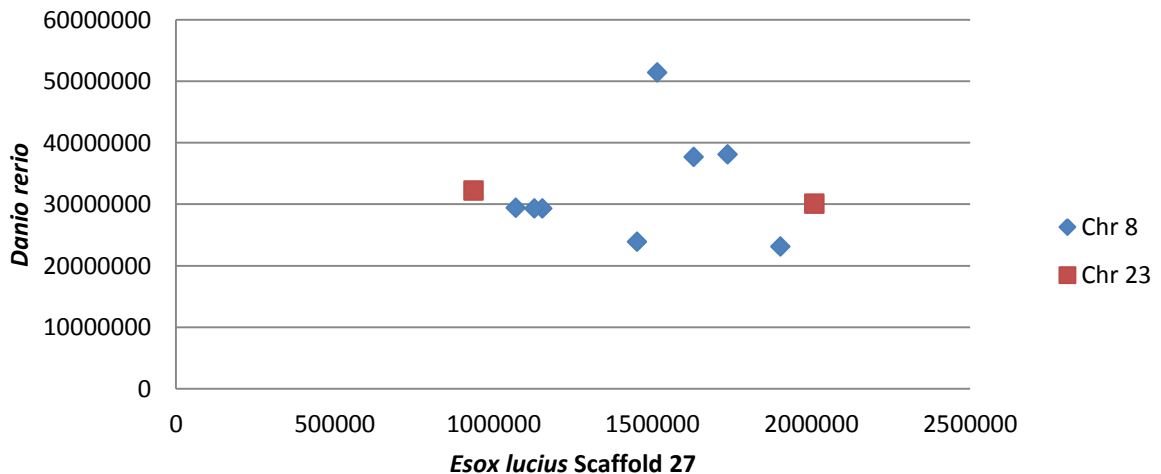

Scaffold 28

Scaffold 28 - *G. aculeatus* v. *E. lucius*

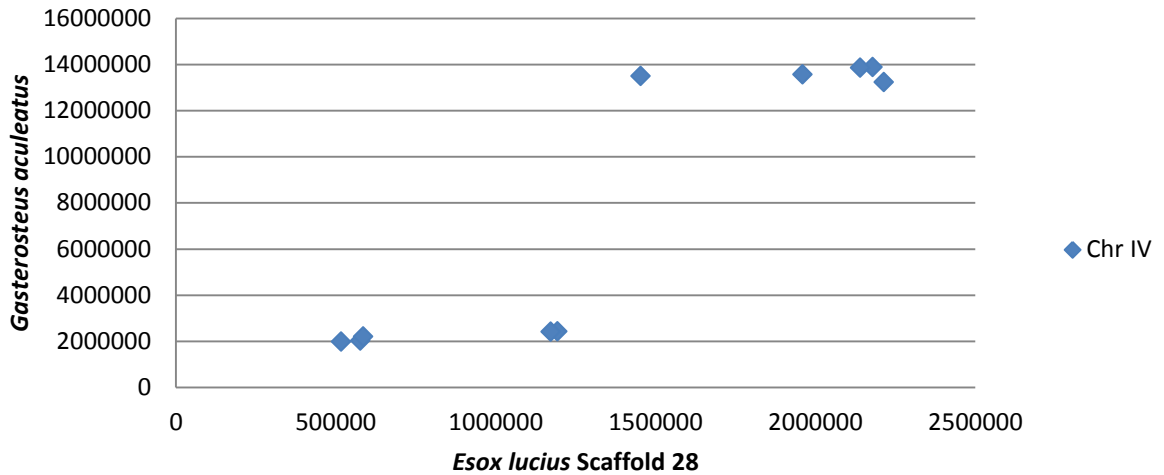

Scaffold 28 - *O. latipes* v. *E. lucius*

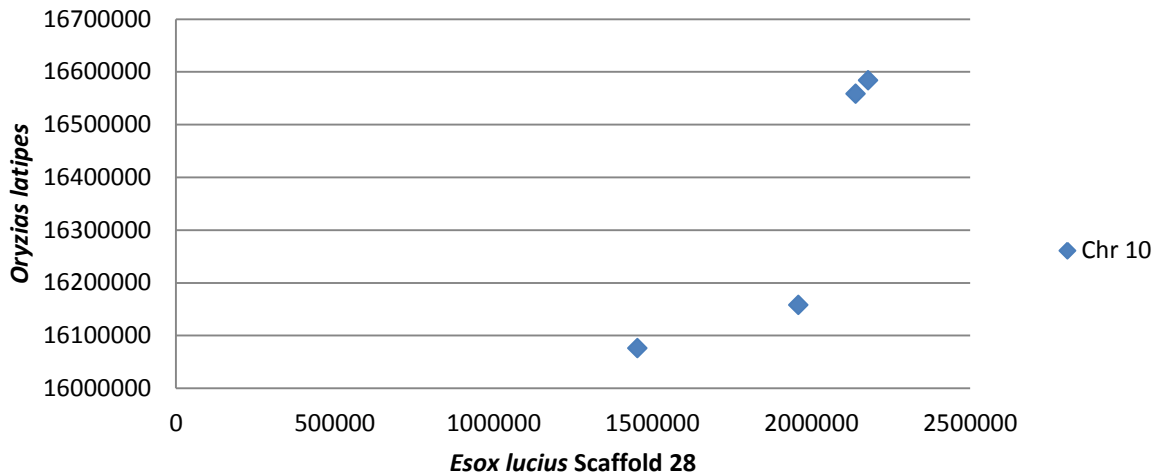

Scaffold 28 - *D. rerio* v. *E. lucius*

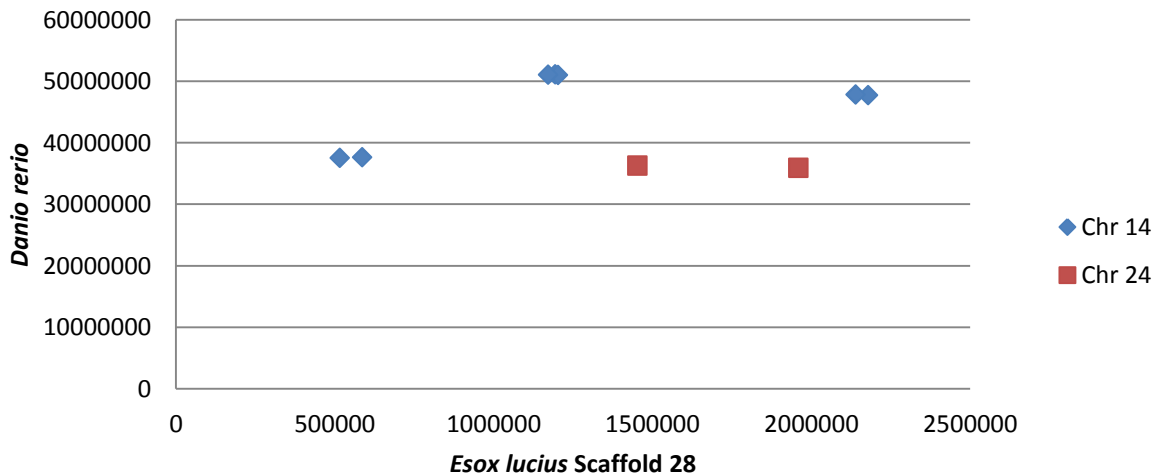

Scaffold 29

Scaffold 29 - *G. aculeatus* v. *E. lucius*

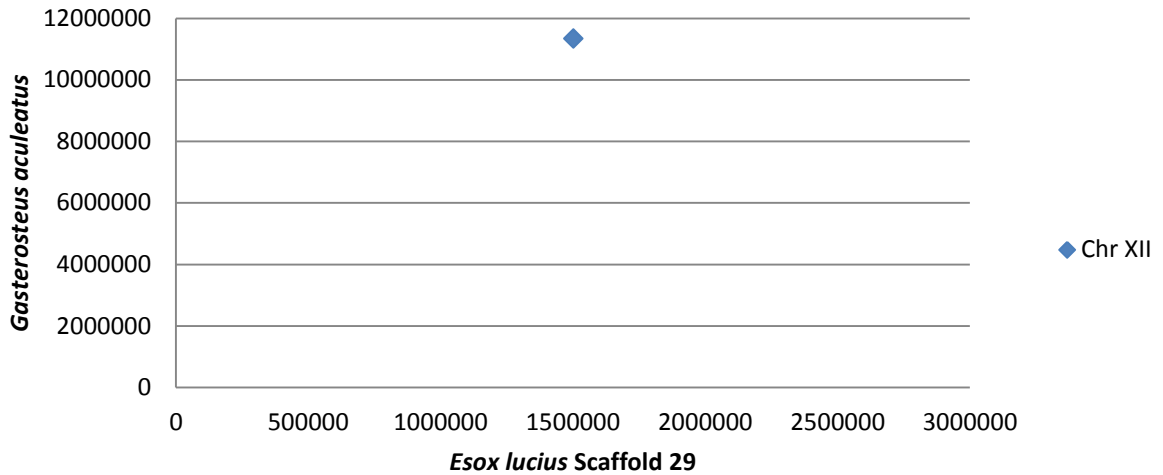

Scaffold 29 - *O. latipes* v. *E. lucius*

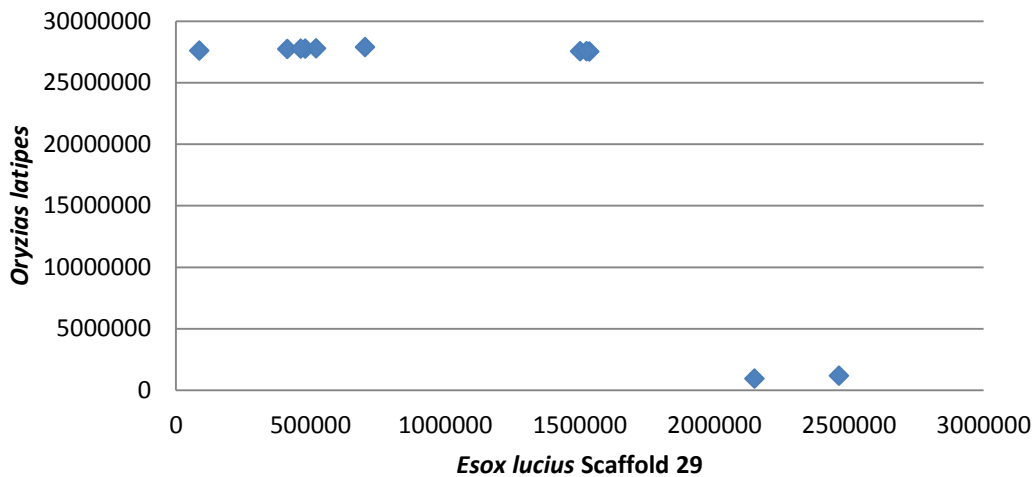

Scaffold 29 - *D. rerio* v. *E. lucius*

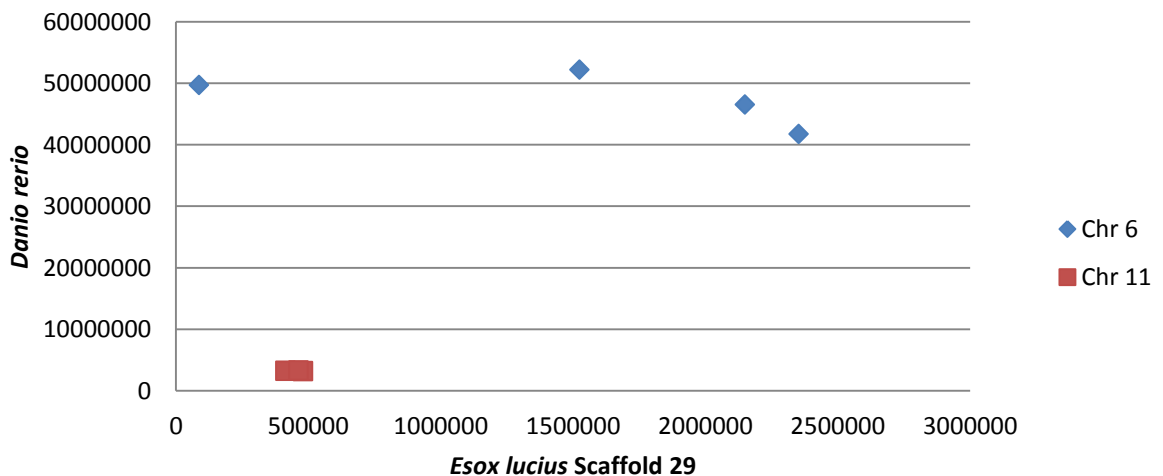

Scaffold 30

Scaffold 30 - *G. aculeatus* v. *E. lucius*

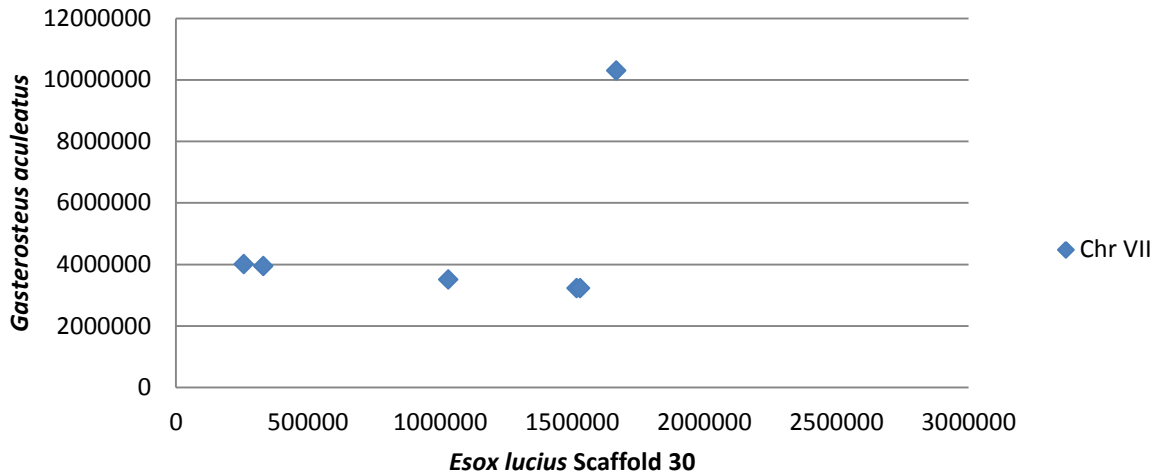

Scaffold 30 - *O. latipes* v. *E. lucius*

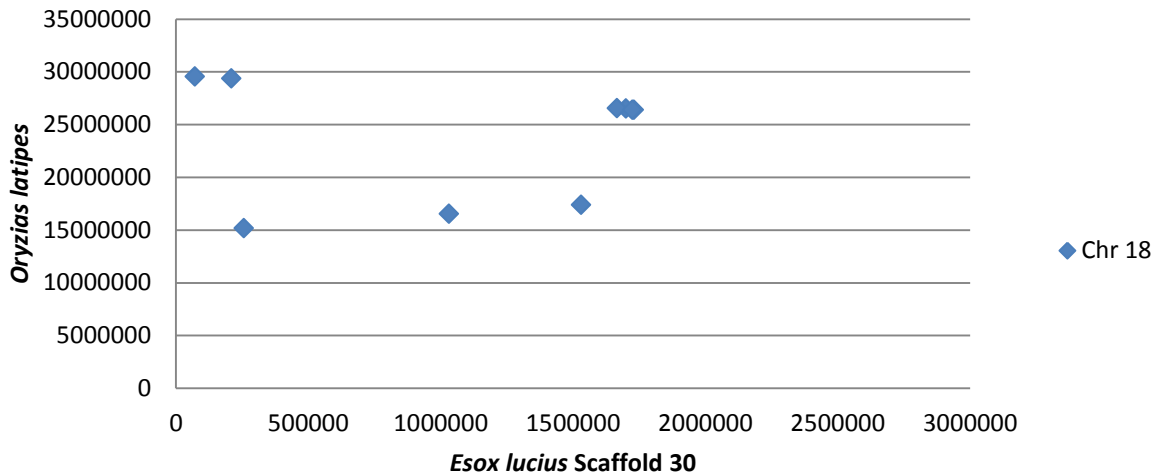

Scaffold 30 - *D. rerio* v. *E. lucius*

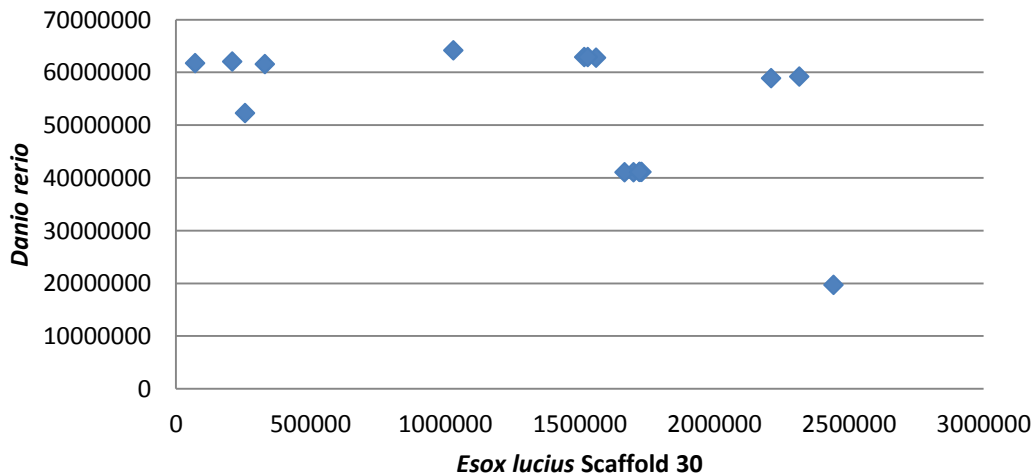

Scaffold 31

Scaffold 31 - *G. aculeatus* v. *E. lucius*

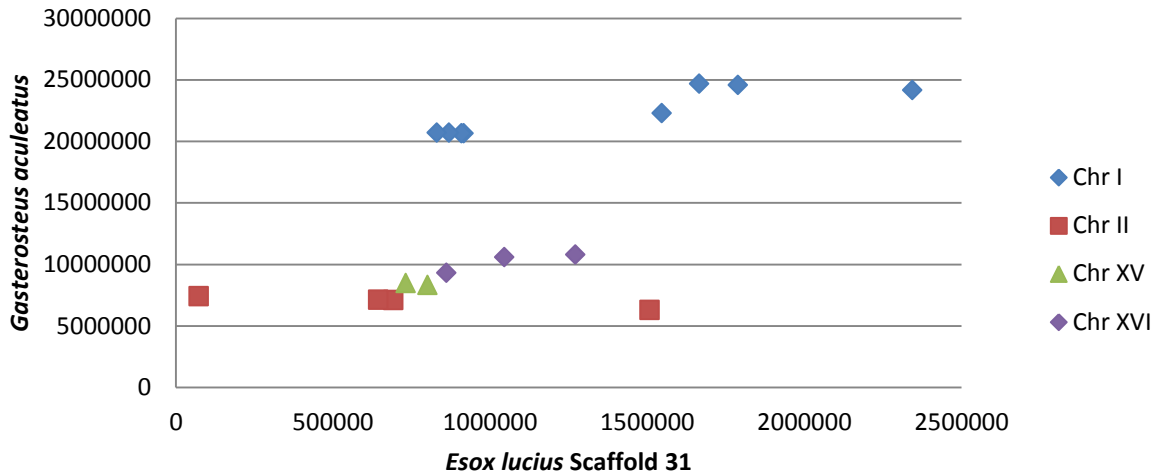

Scaffold 31 - *O. latipes* v. *E. lucius*

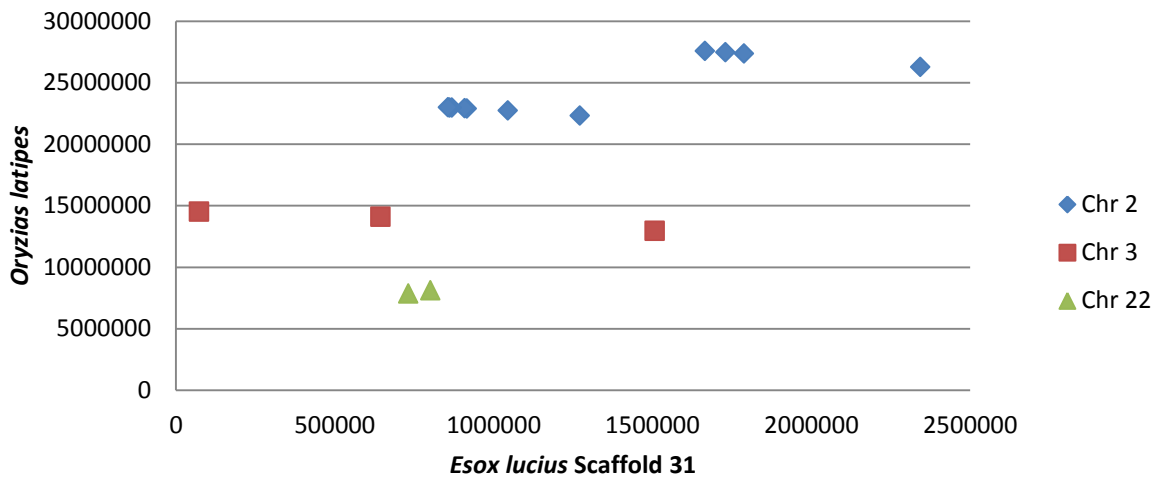

Scaffold 31 - *D. rerio* v. *E. lucius*

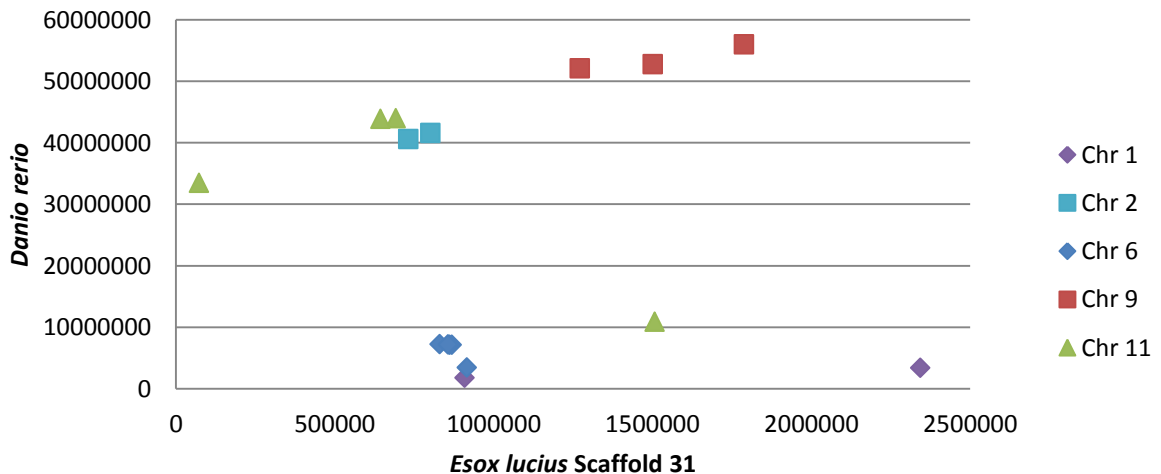

Scaffold 32

Scaffold 32 - *G. aculeatus* v. *E. lucius*

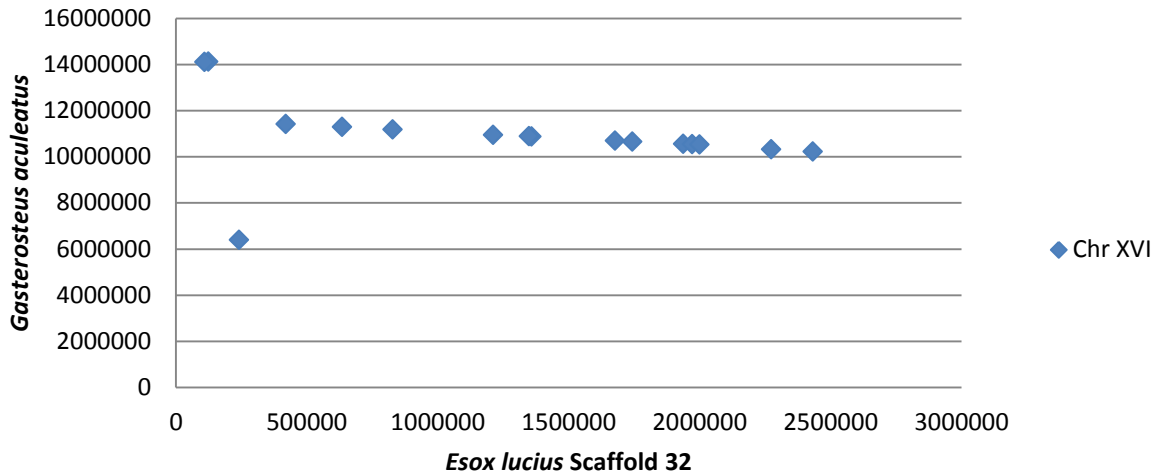

Scaffold 32 - *O. latipes* v. *E. lucius*

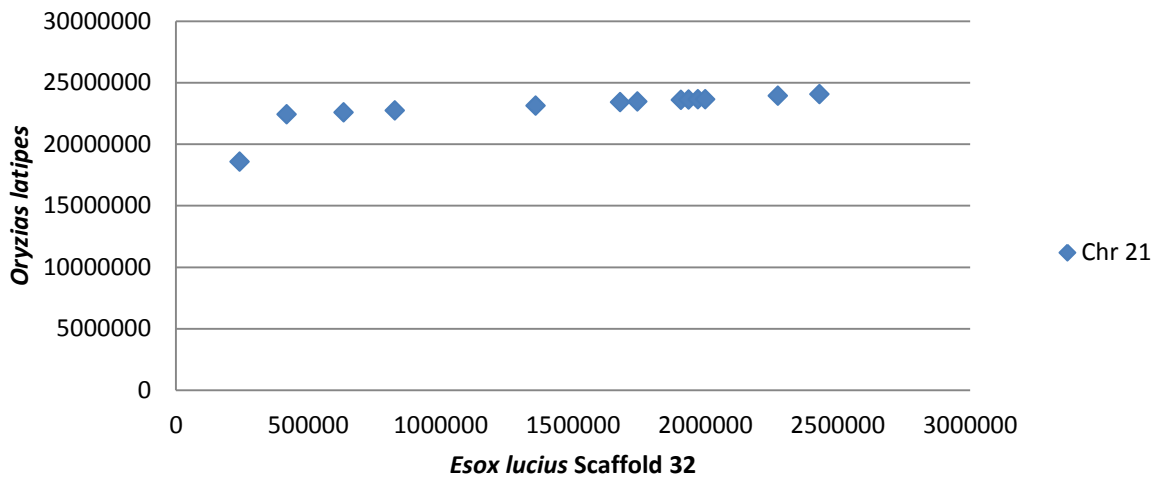

Scaffold 32 - *D. rerio* v. *E. lucius*

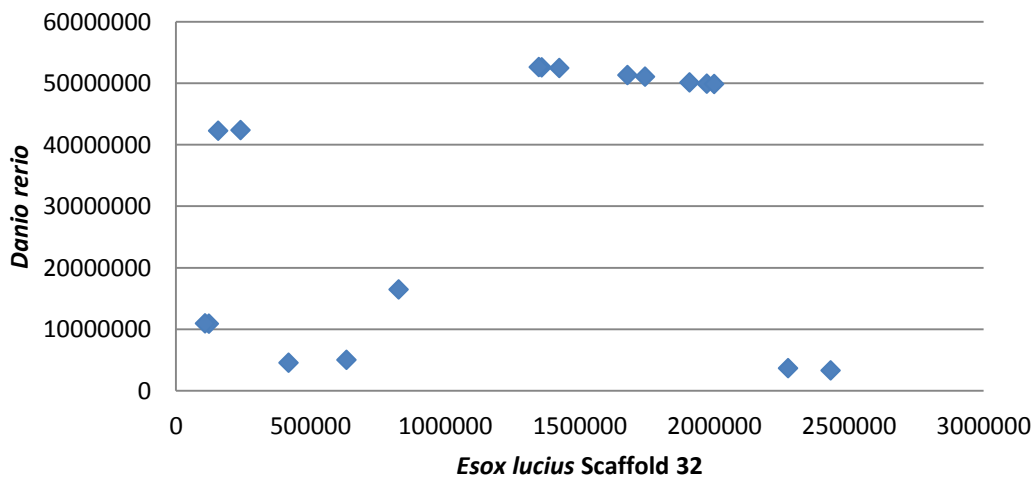

Scaffold 33

Scaffold 33 - *G. aculeatus* v. *E. lucius*

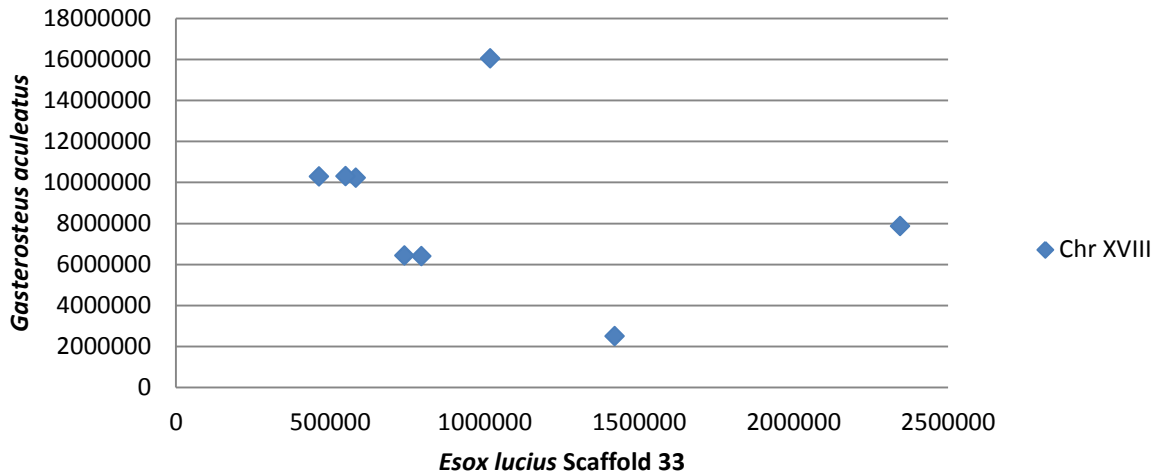

Scaffold 33 - *O. latipes* v. *E. lucius*

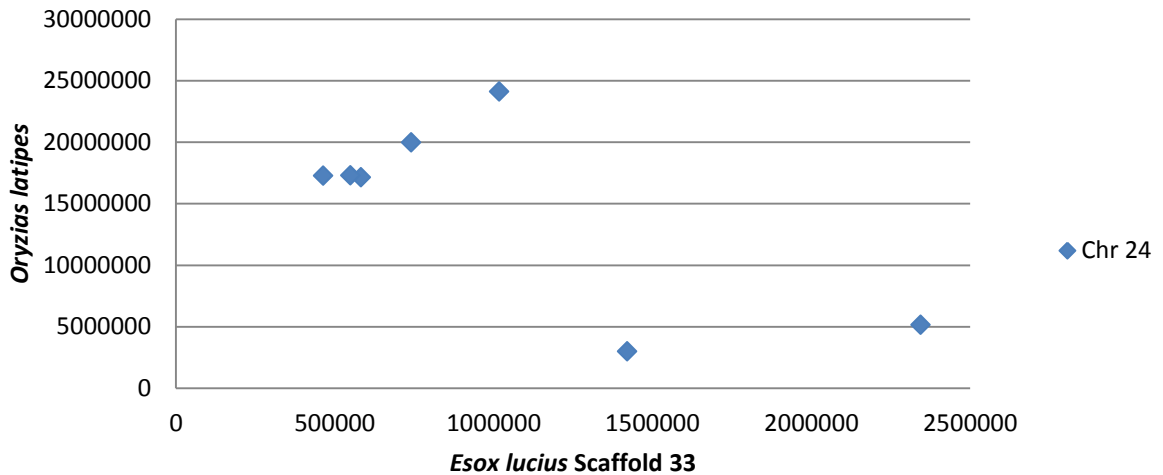

Scaffold 33 - *D. rerio* v. *E. lucius*

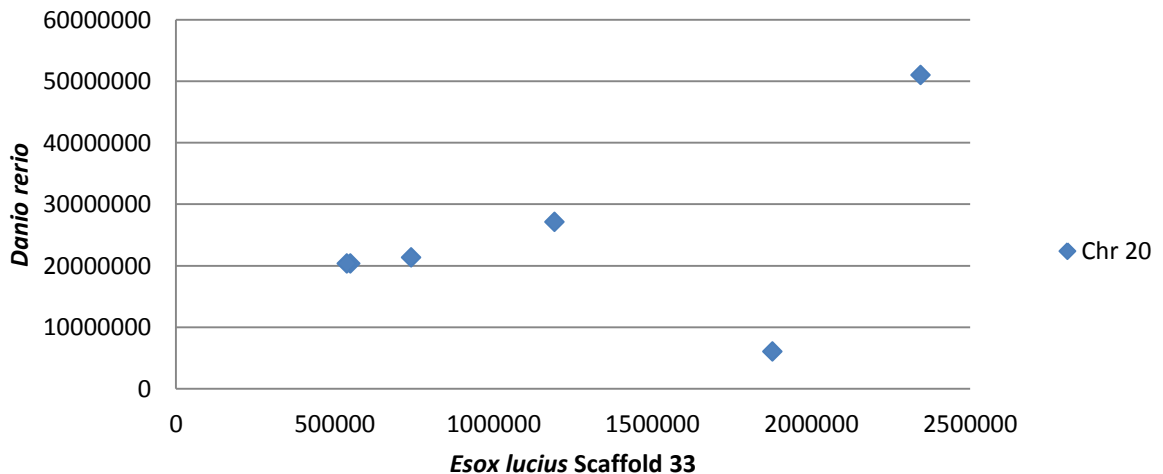

Scaffold 34

Scaffold 34 - *G. aculeatus* v. *E. lucius*

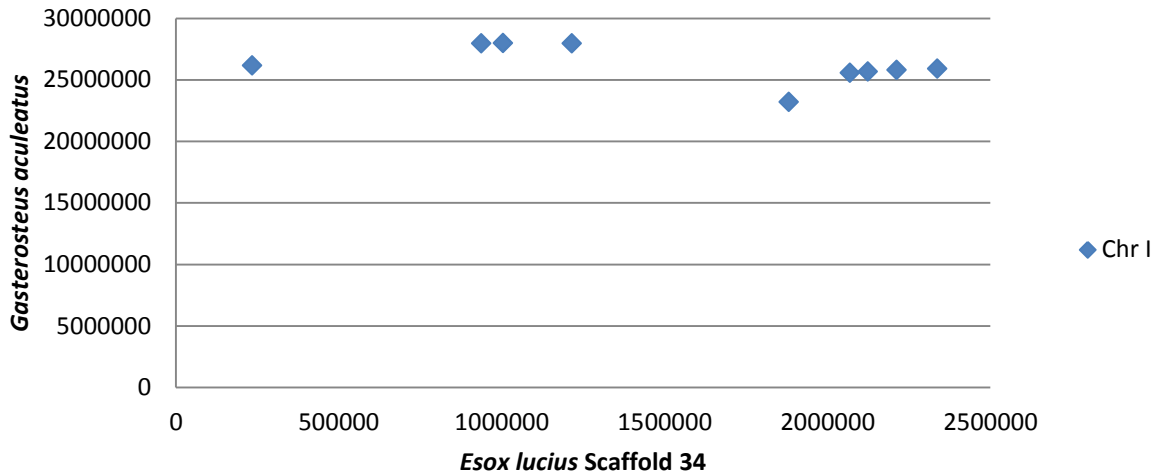

Scaffold 34 - *O. latipes* v. *E. lucius*

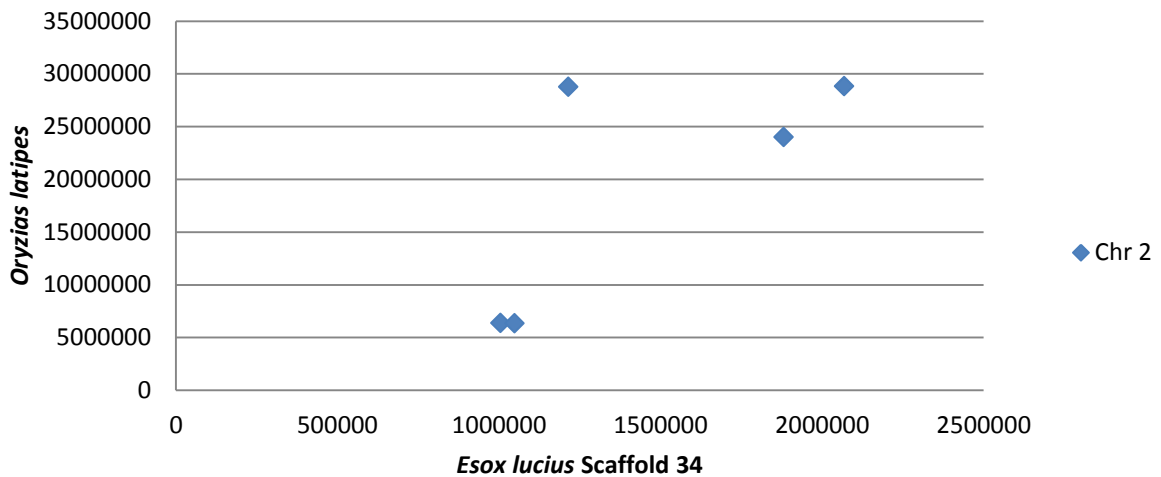

Scaffold 34 - *D. rerio* v. *E. lucius*

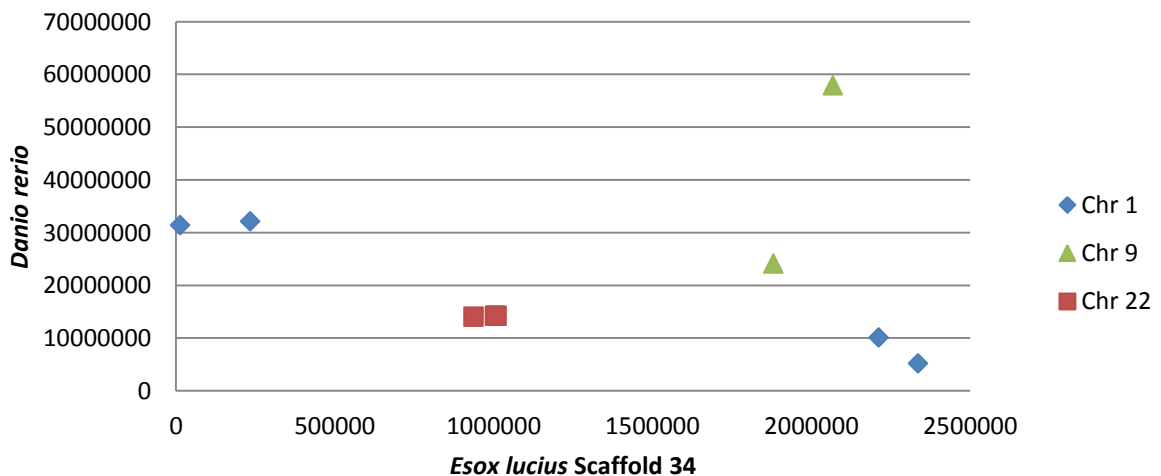

Scaffold 35

Scaffold 35 - *G. aculeatus* v. *E. lucius*

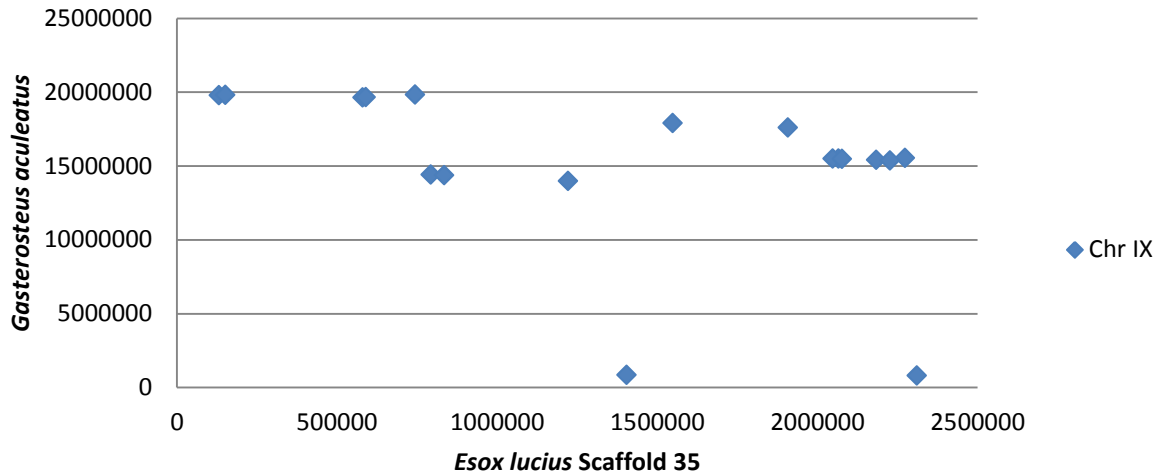

Scaffold 35 - *O. latipes* v. *E. lucius*

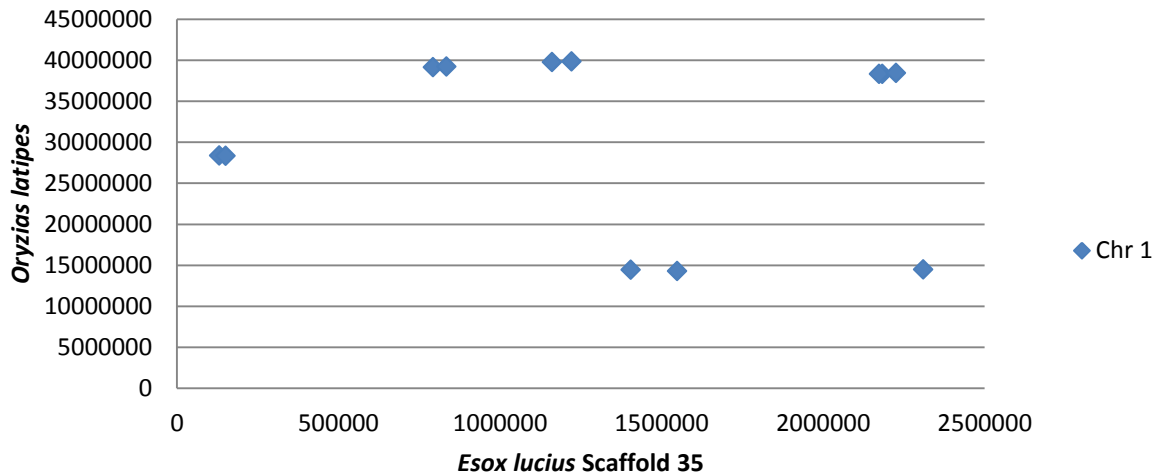

Scaffold 35 - *D. rerio* v. *E. lucius*

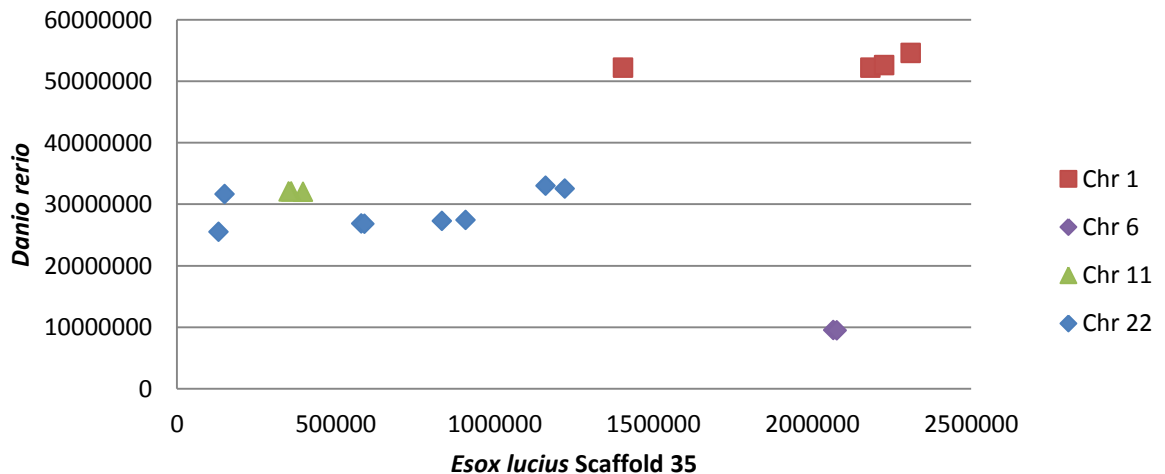

Scaffold 36

Scaffold 36 - *G. aculeatus* v. *E. lucius*

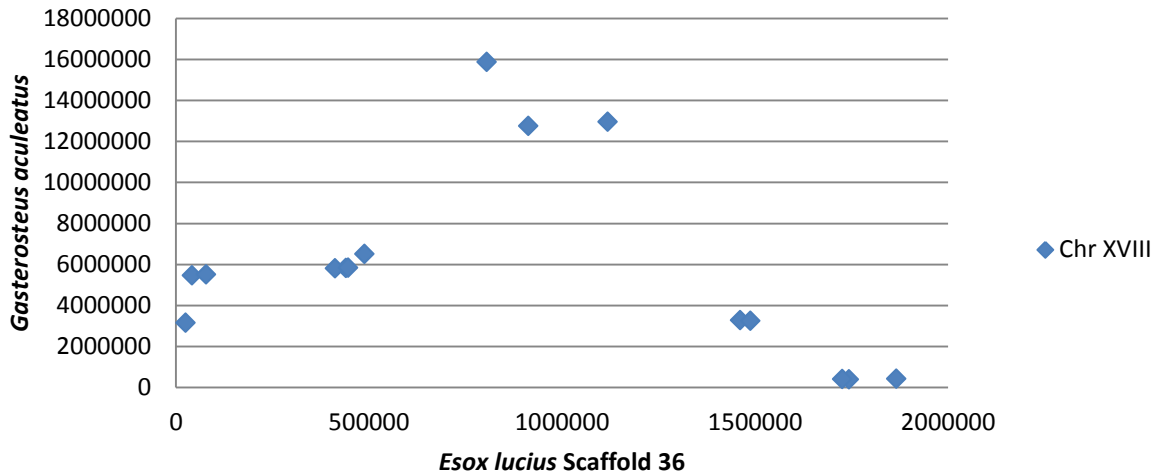

Scaffold 36 - *O. latipes* v. *E. lucius*

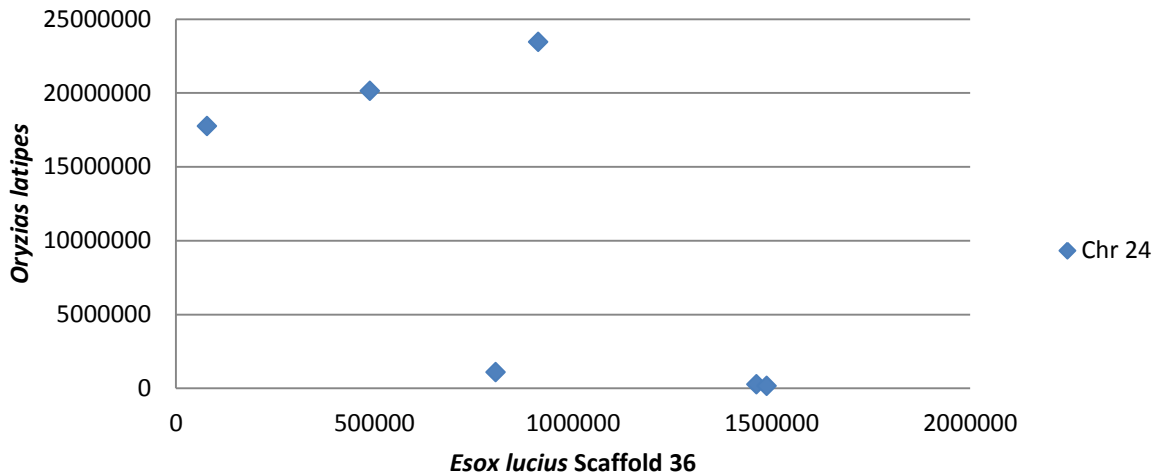

Scaffold 36 - *D. rerio* v. *E. lucius*

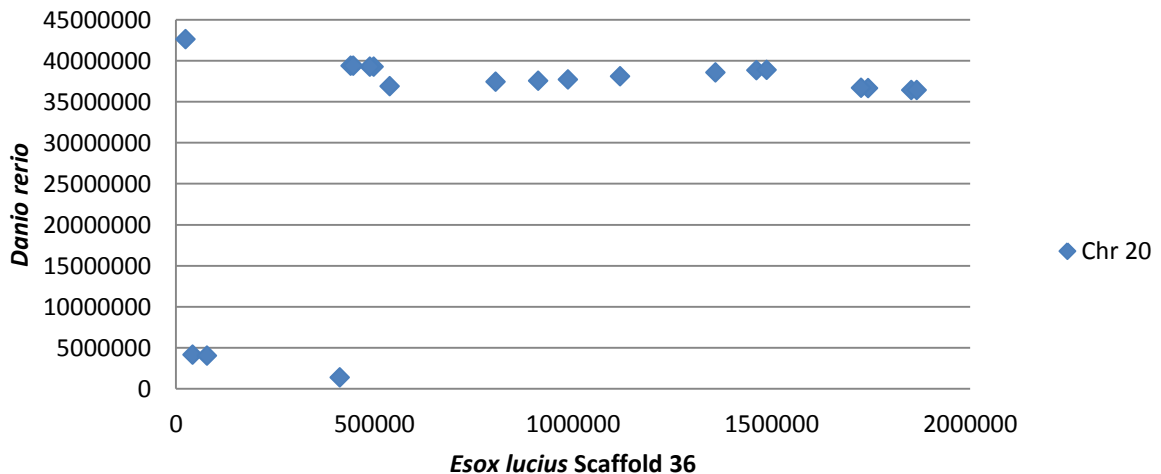

Scaffold 37

Scaffold 37 - *G. aculeatus* v. *E. lucius*

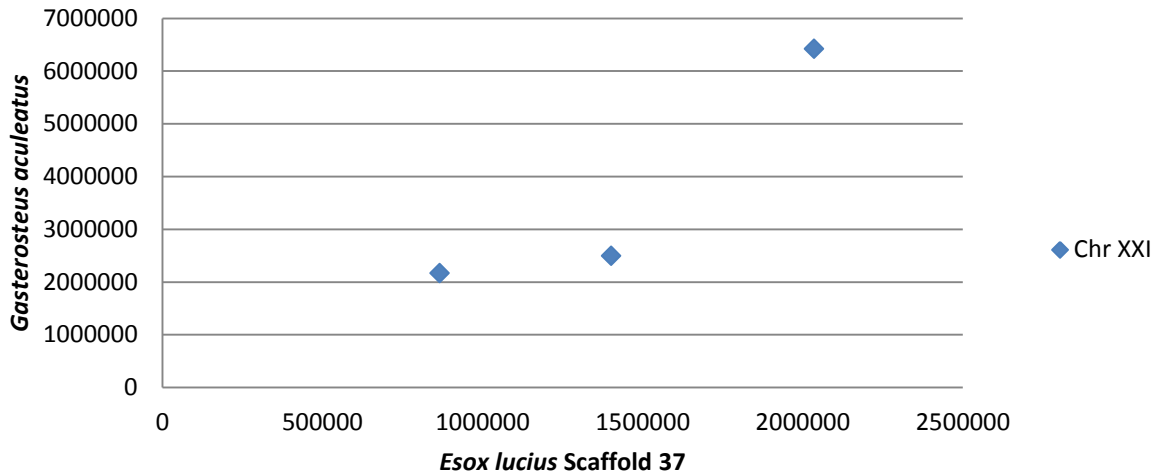

Scaffold 37 - *O. latipes* v. *E. lucius*

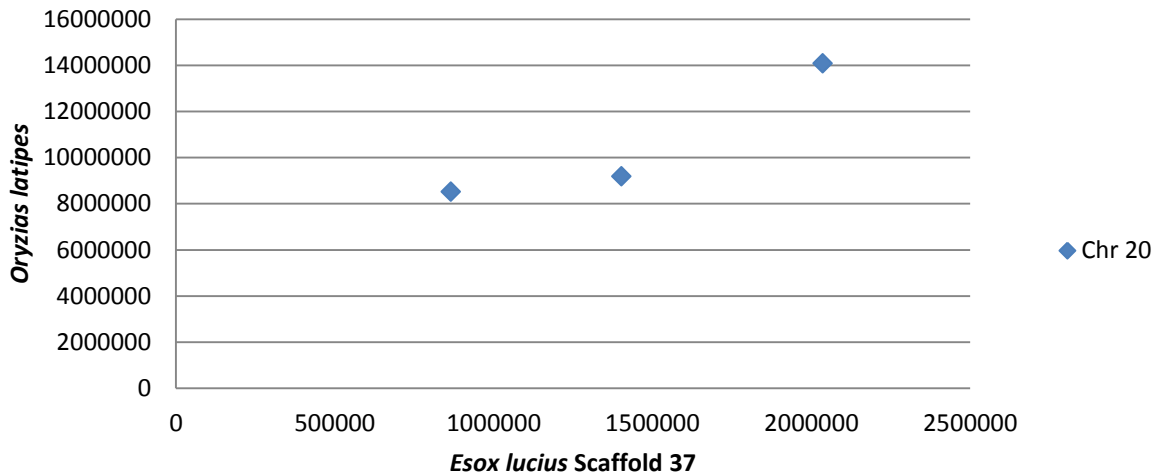

Scaffold 37 - *D. rerio* v. *E. lucius*

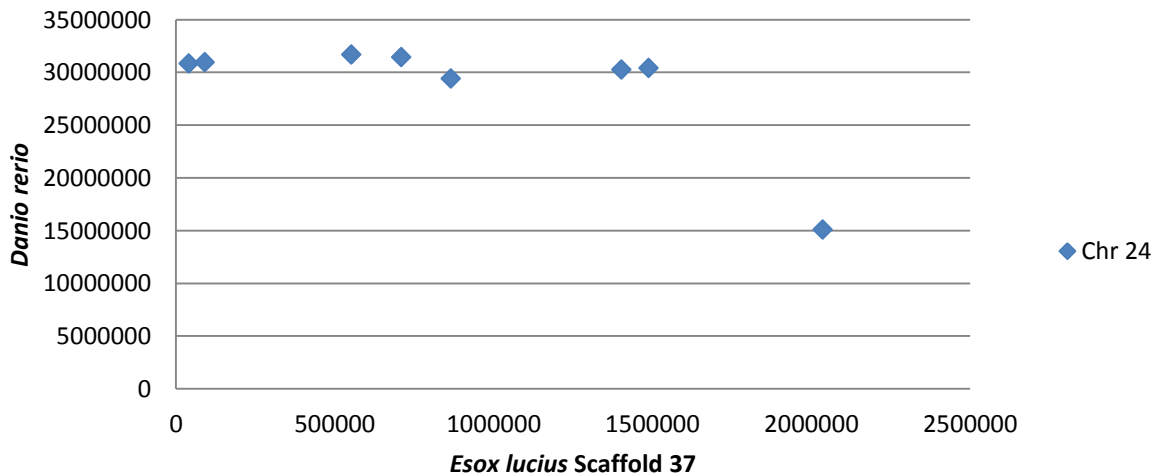

Scaffold 38

Scaffold 38 - *G. aculeatus* v. *E. lucius*

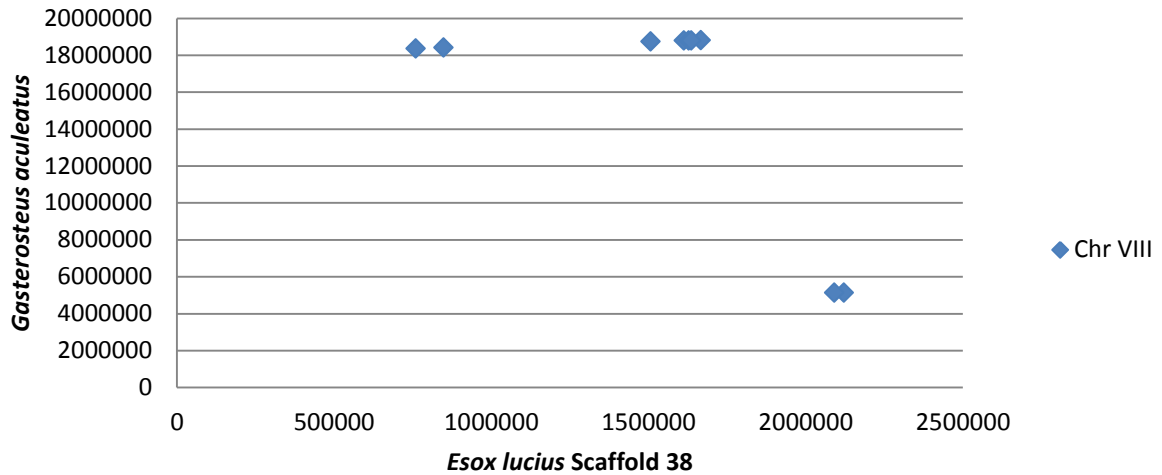

Scaffold 38 - *O. latipes* v. *E. lucius*

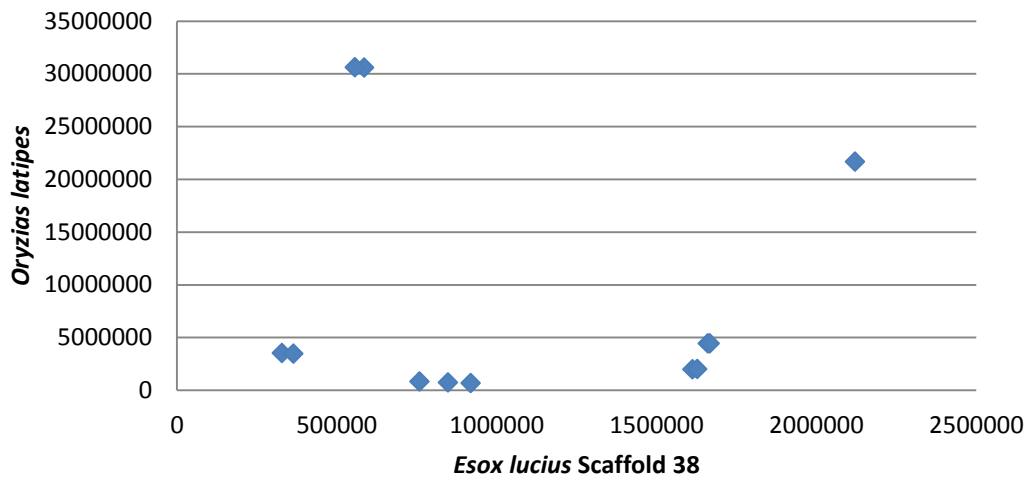

Scaffold 38 - *D. rerio* v. *E. lucius*

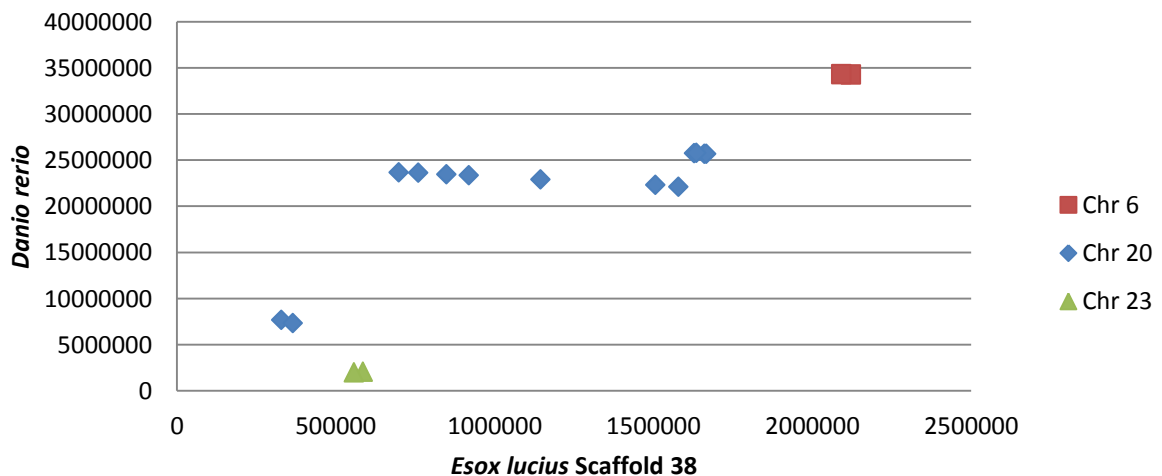

Scaffold 39

Scaffold 39 - *G. aculeatus* v. *E. lucius*

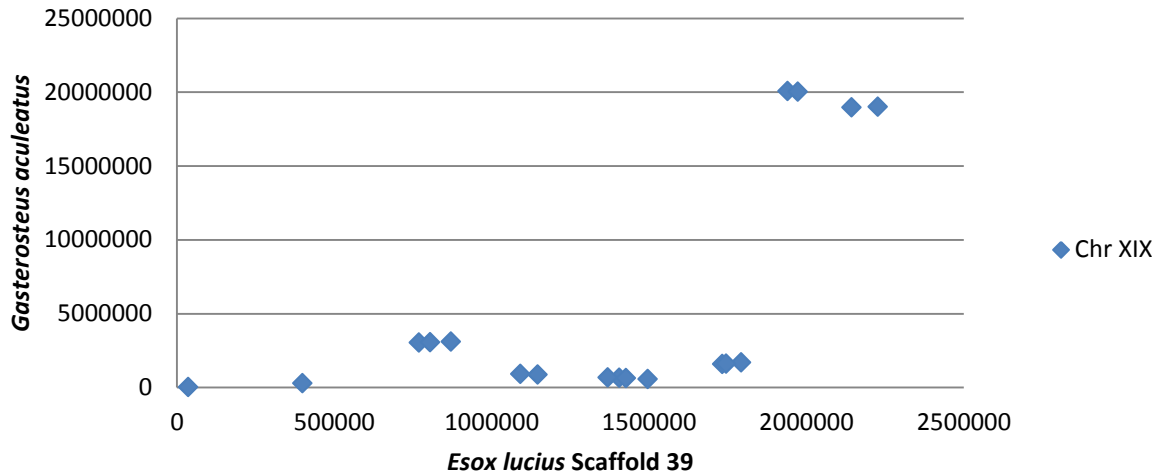

Scaffold 39 - *O. latipes* v. *E. lucius*

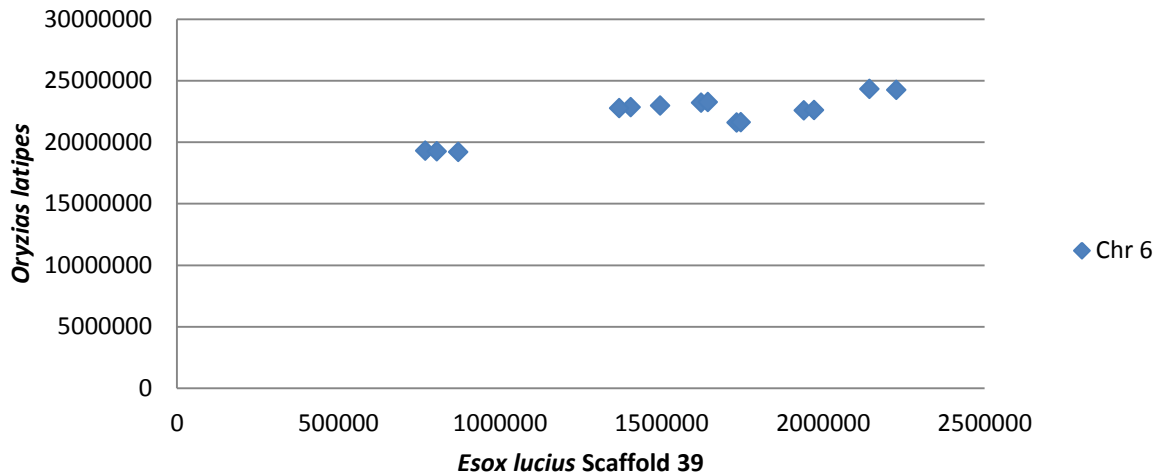

Scaffold 39 - *D. rerio* v. *E. lucius*

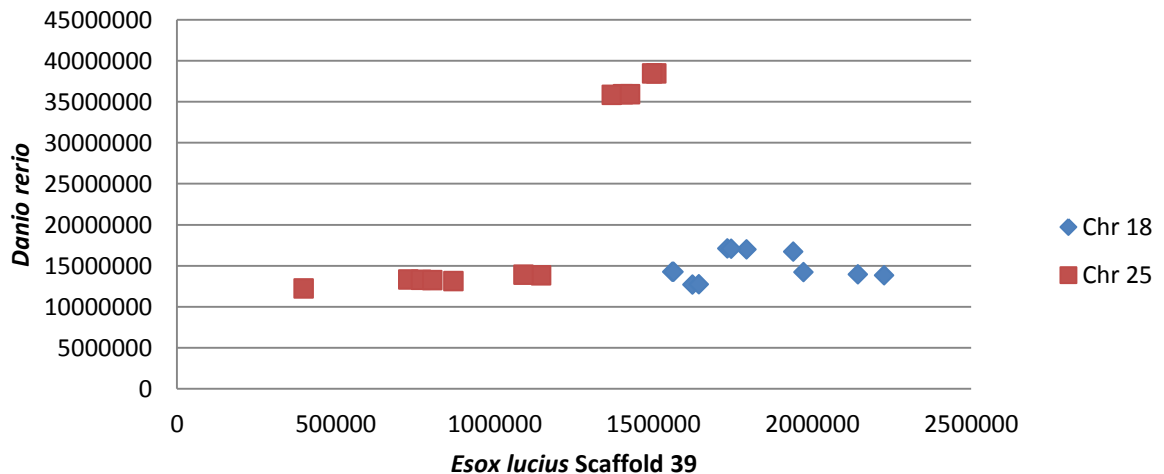

Scaffold 40

Scaffold 40 - *G. aculeatus* v. *E. lucius*

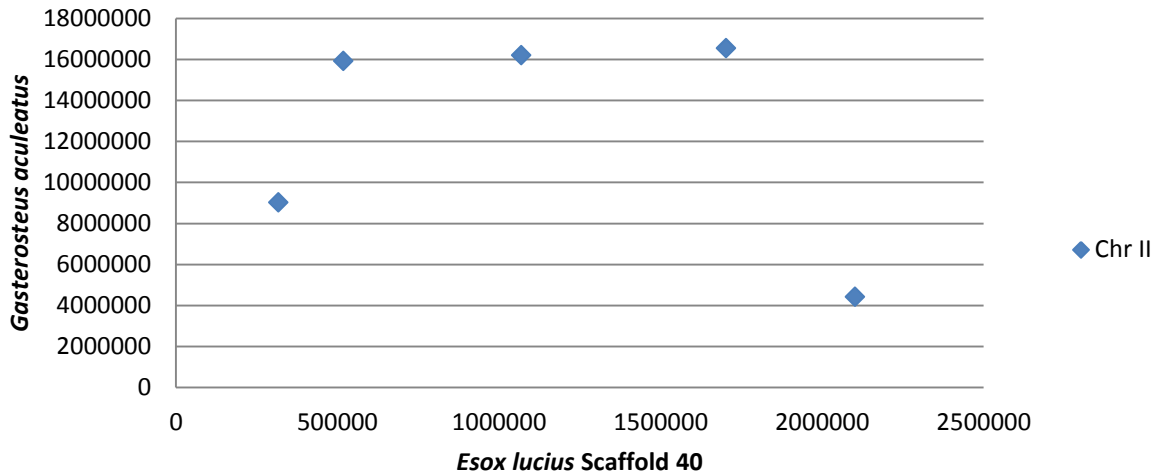

Scaffold 40 - *O. latipes* v. *E. lucius*

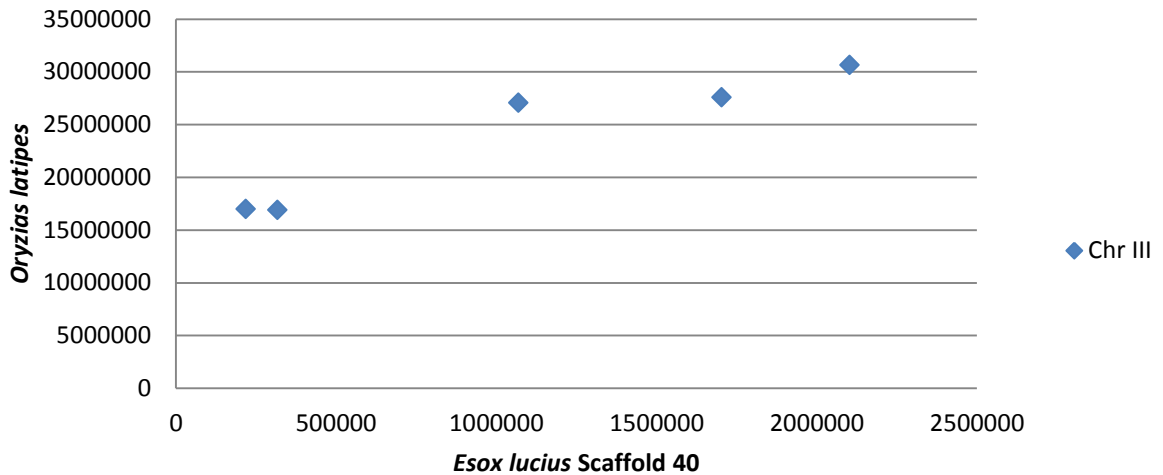

Scaffold 40 - *D. rerio* v. *E. lucius*

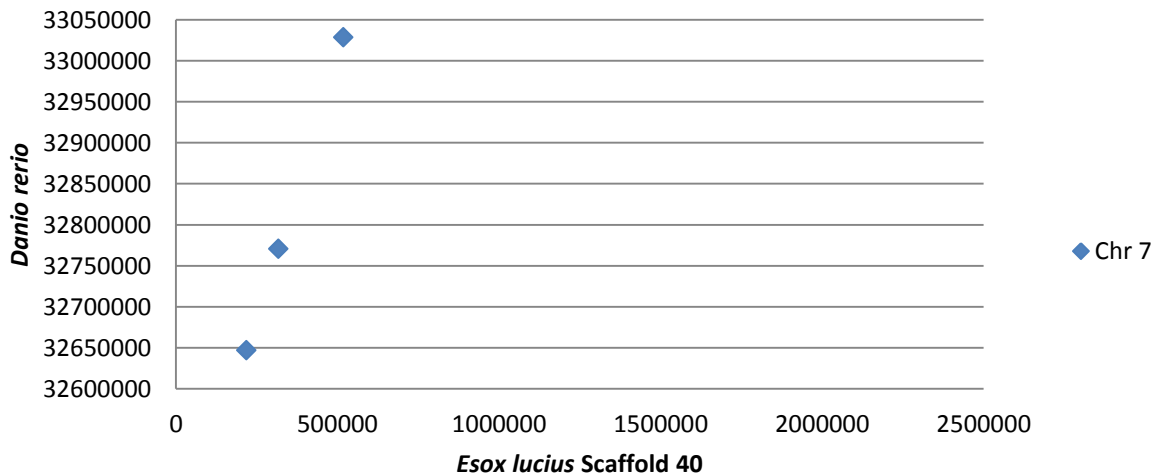

Scaffold 41

Scaffold 41 - *G. aculeatus* v. *E. lucius*

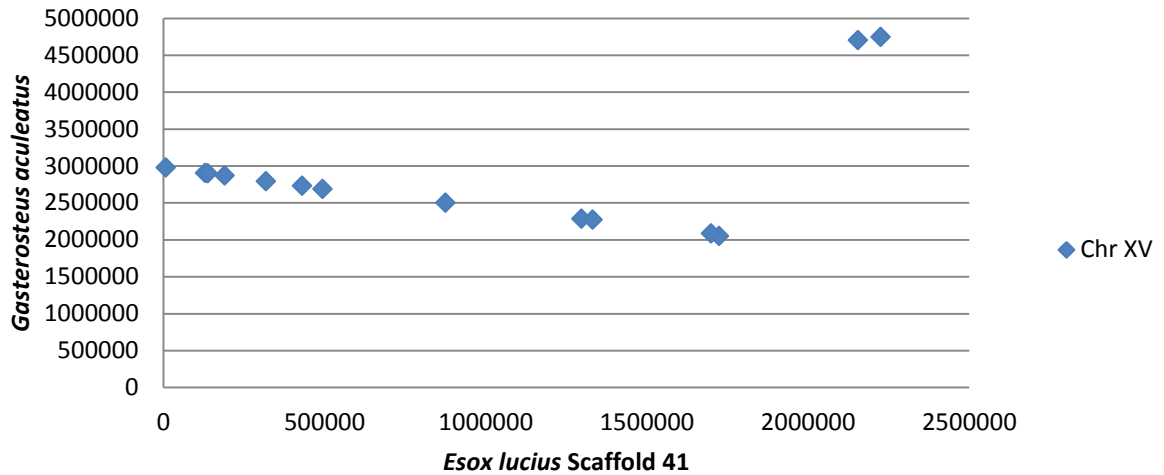

Scaffold 41 - *O. latipes* v. *E. lucius*

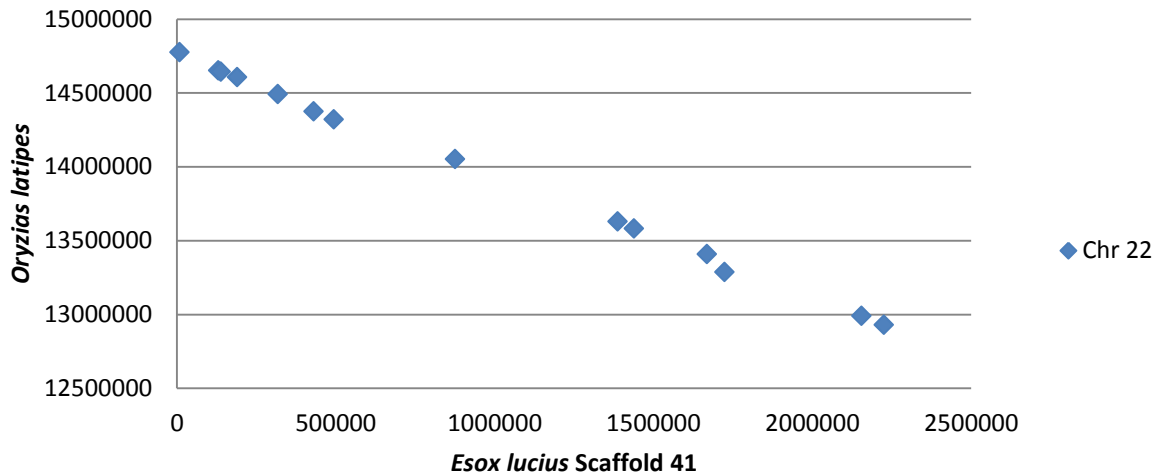

Scaffold 41 - *D. rerio* v. *E. lucius*

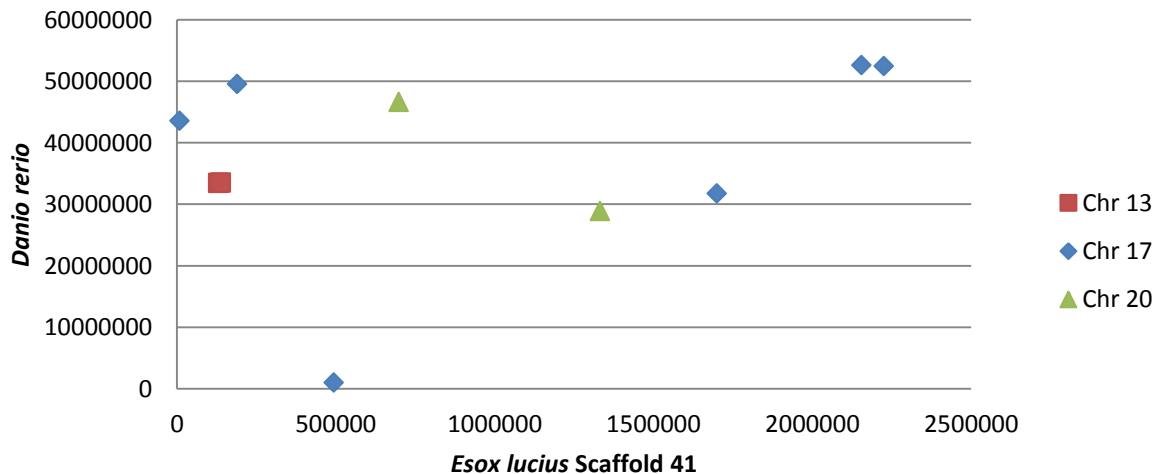

Scaffold 42

Scaffold 42 - *G. aculeatus* v. *E. lucius*

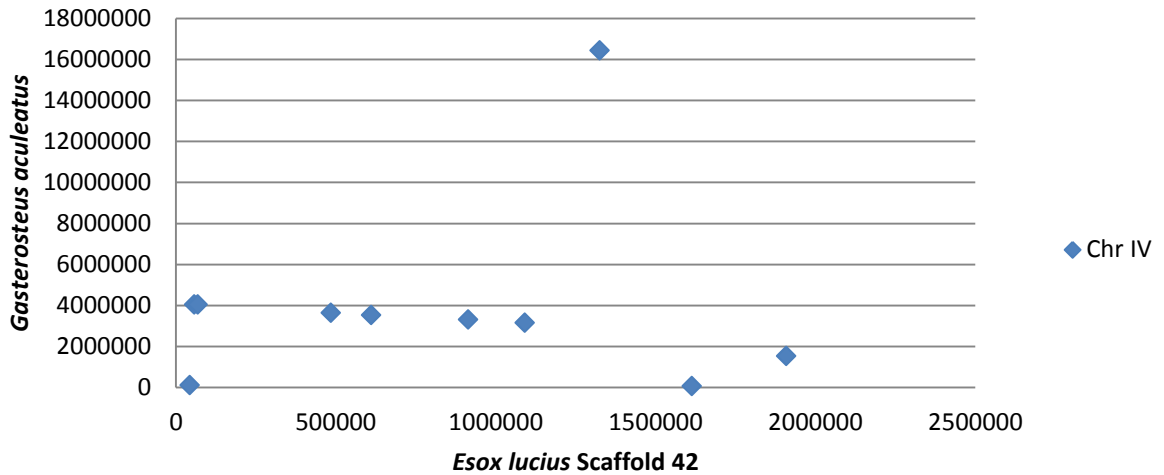

Scaffold 42 - *O. latipes* v. *E. lucius*

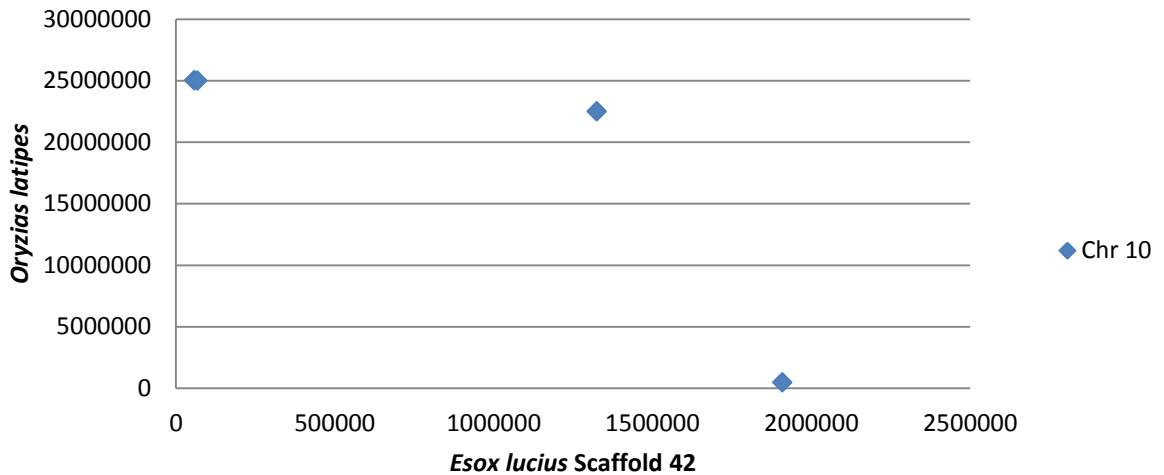

Scaffold 42 - *D. rerio* v. *E. lucius*

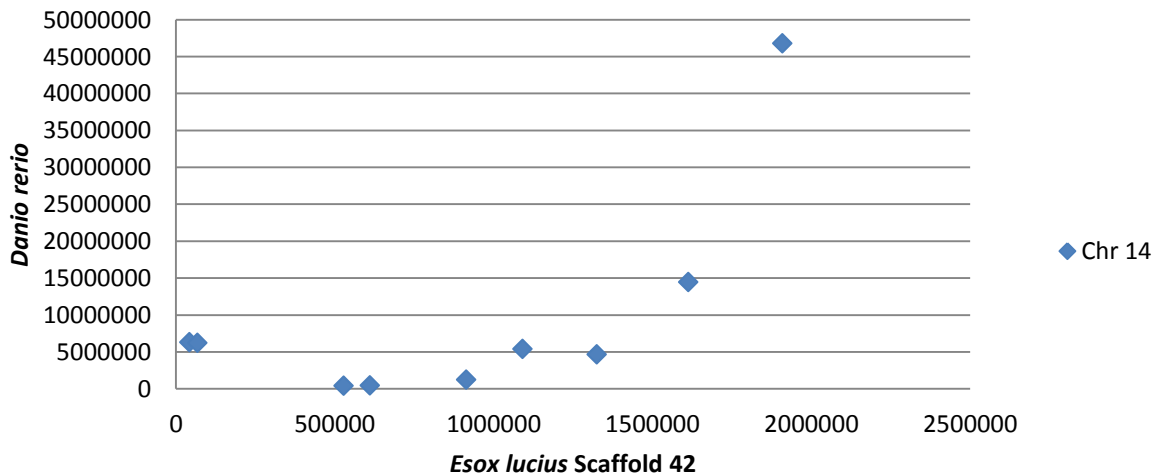

Scaffold 43

Scaffold 43 - *G. aculeatus* v. *E. lucius*

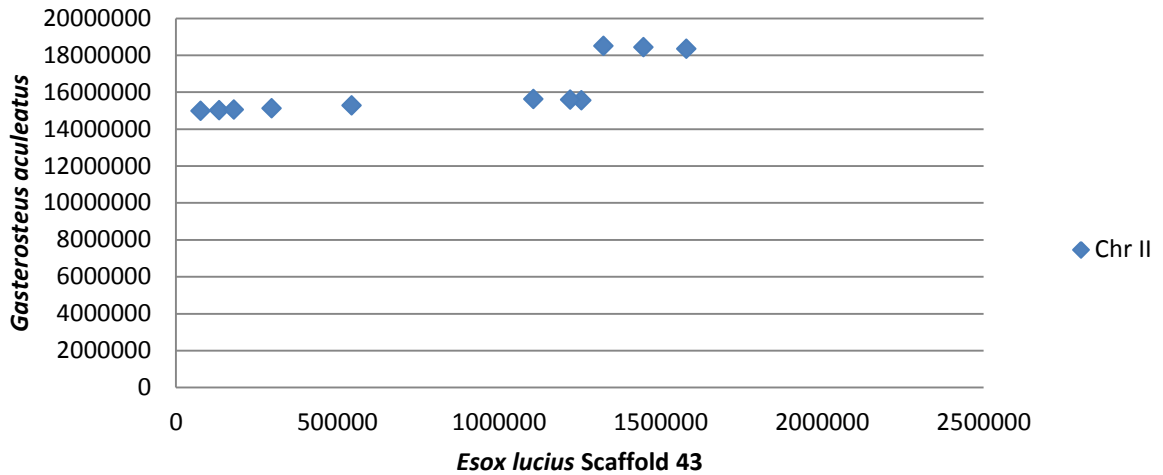

Scaffold 43 - *O. latipes* v. *E. lucius*

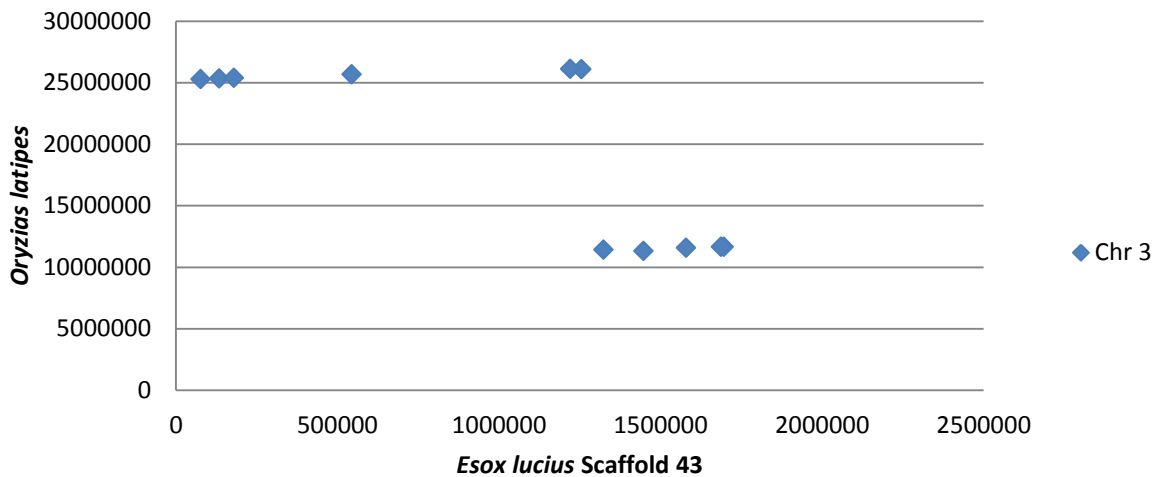

Scaffold 43 - *D. rerio* v. *E. lucius*

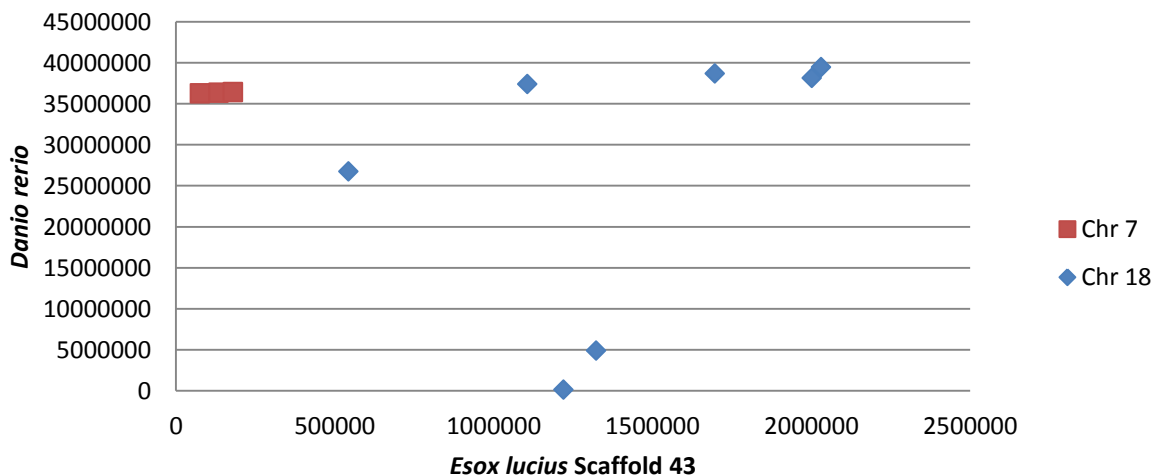

Scaffold 44

Scaffold 44 - *G. aculeatus* v. *E. lucius*

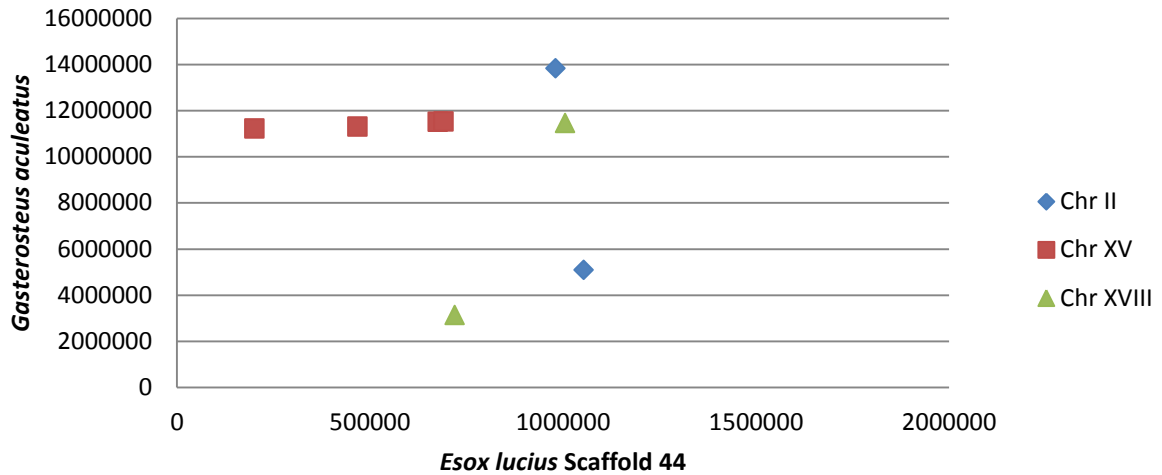

Scaffold 44 - *O. latipes* v. *E. lucius*

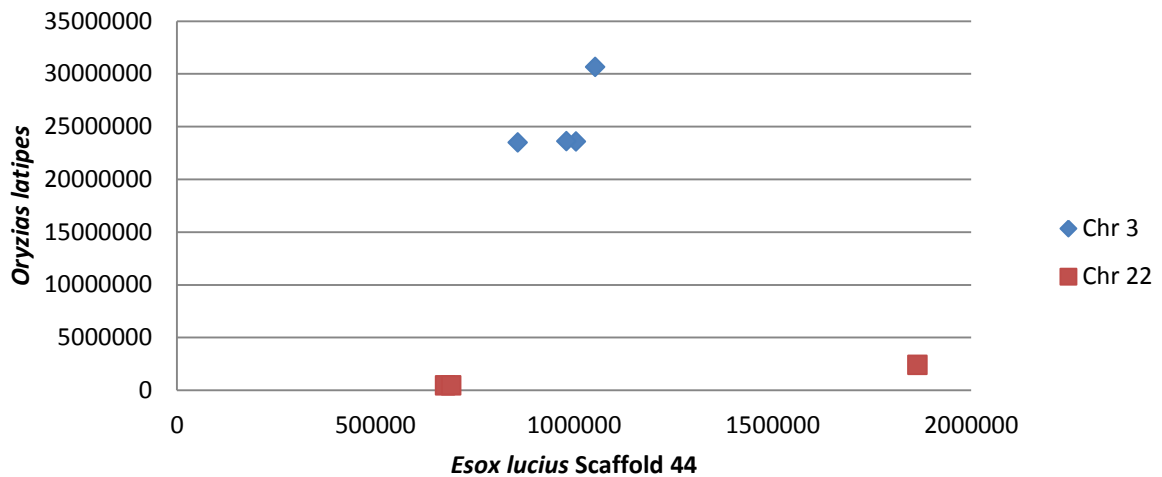

Scaffold 44 - *D. rerio* v. *E. lucius*

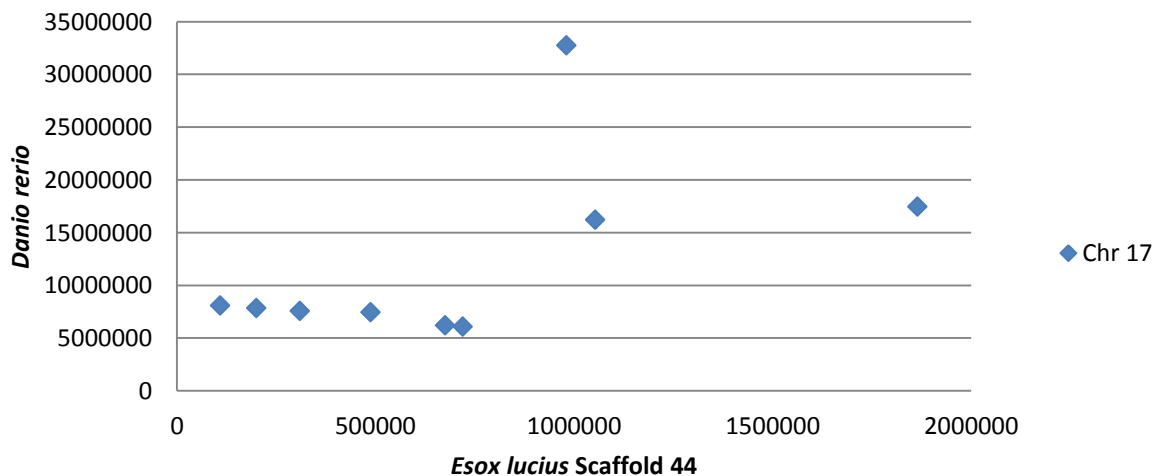

Scaffold 45

Scaffold 45 - *G. aculeatus* v. *E. lucius*

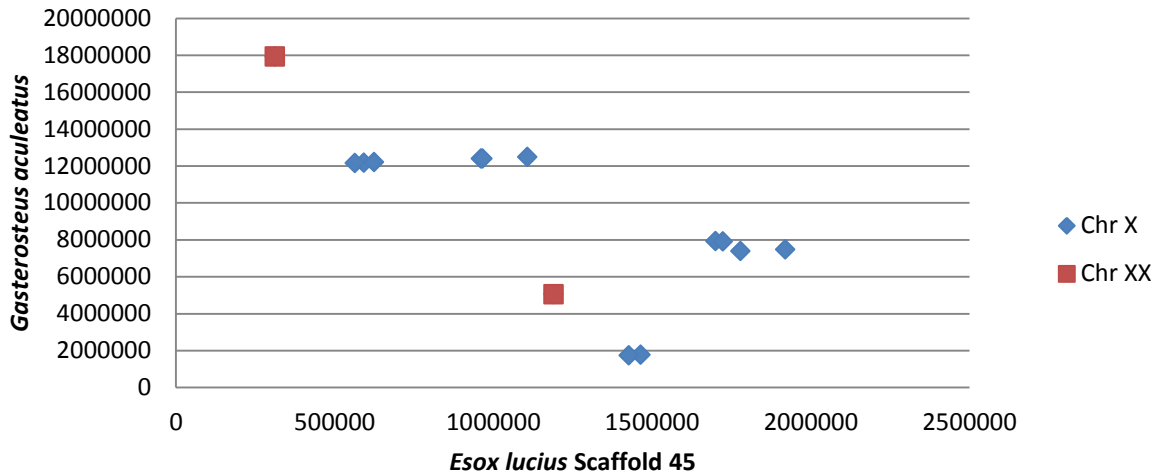

Scaffold 45 - *O. latipes* v. *E. lucius*

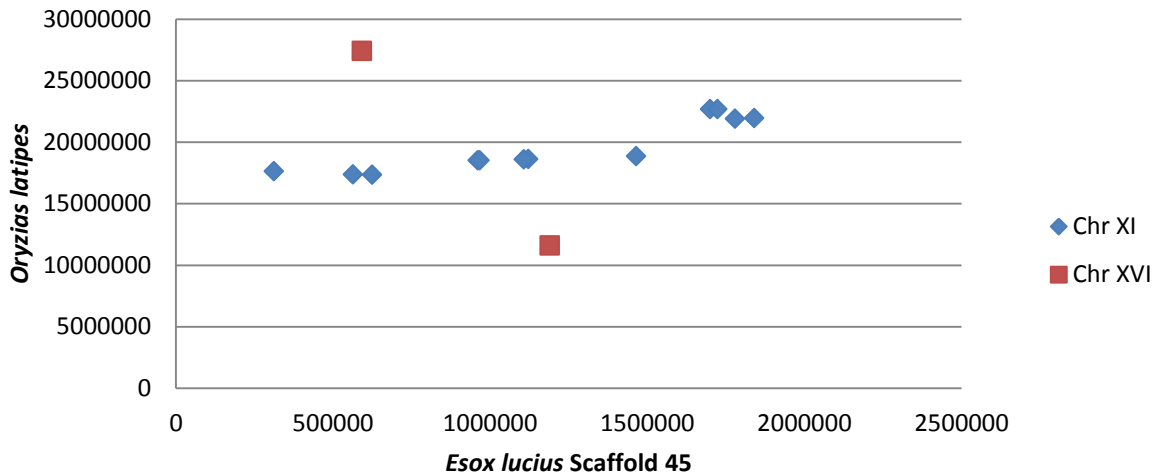

Scaffold 45 - *D. rerio* v. *E. lucius*

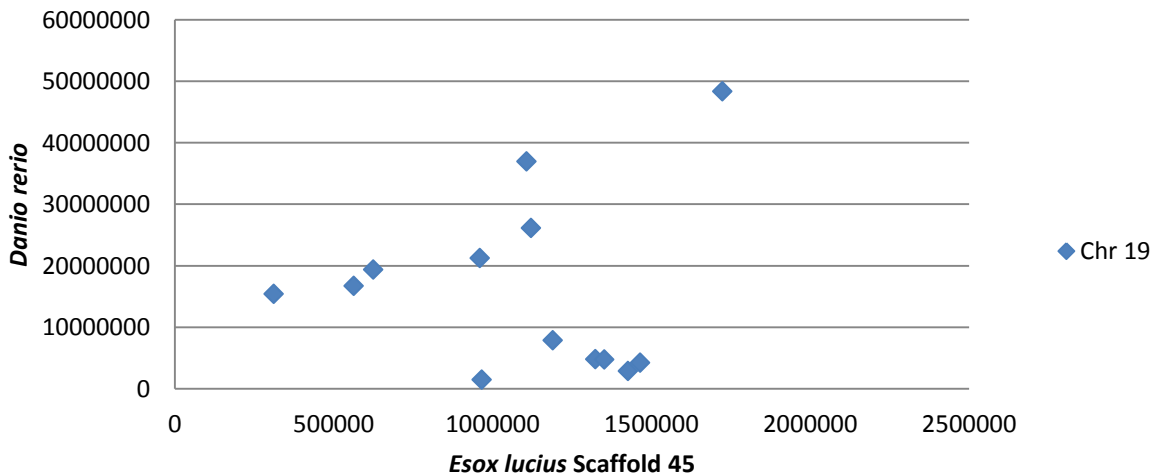

Scaffold 46

Scaffold 46 - *G. aculeatus* v. *E. lucius*

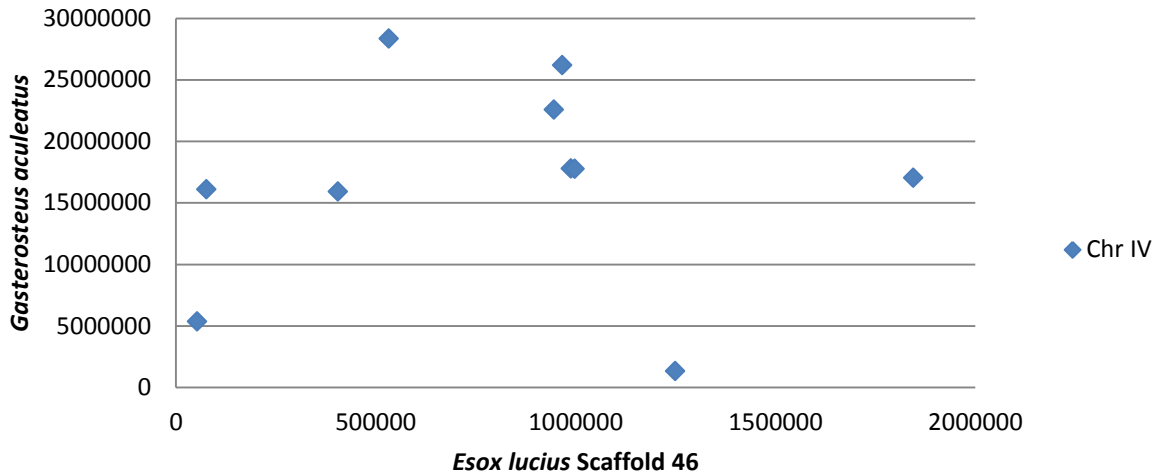

Scaffold 46 - *O. latipes* v. *E. lucius*

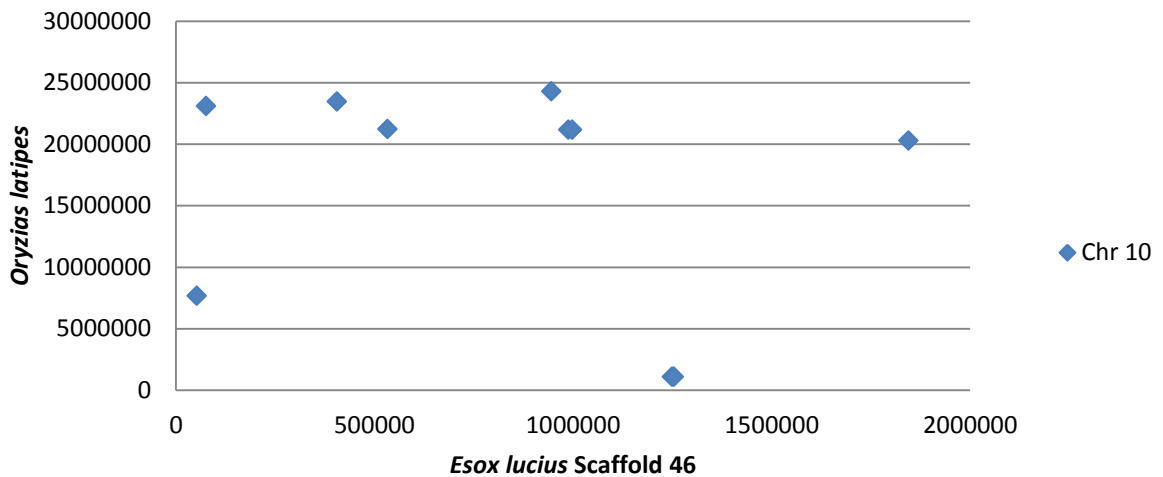

Scaffold 46 - *D. rerio* v. *E. lucius*

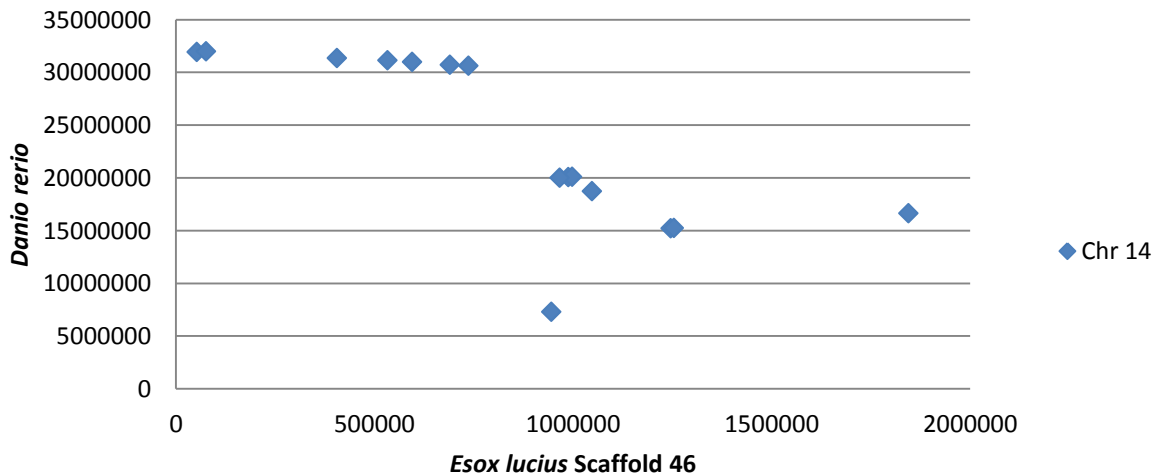

Scaffold 47

Scaffold 47 - *G. aculeatus* v. *E. lucius*

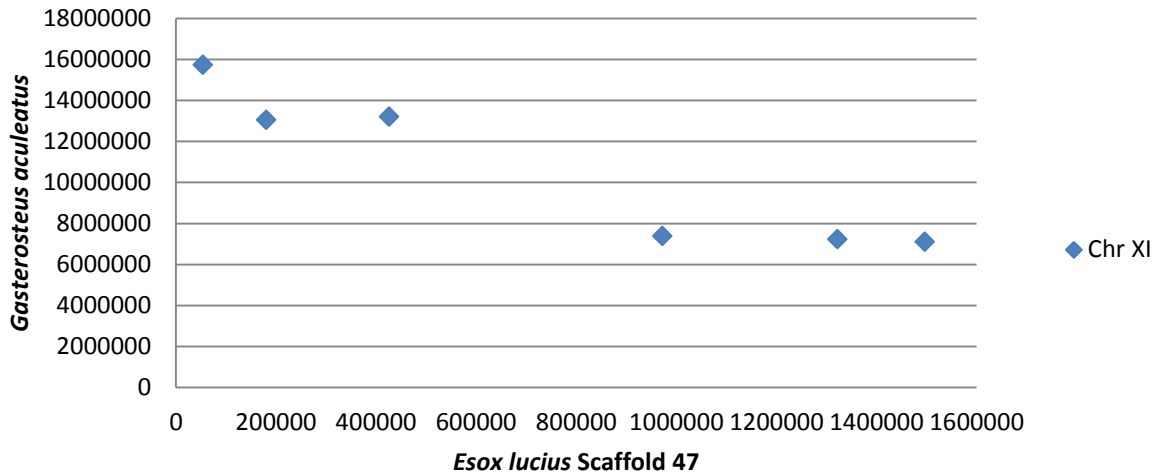

Scaffold 47 - *O. latipes* v. *E. lucius*

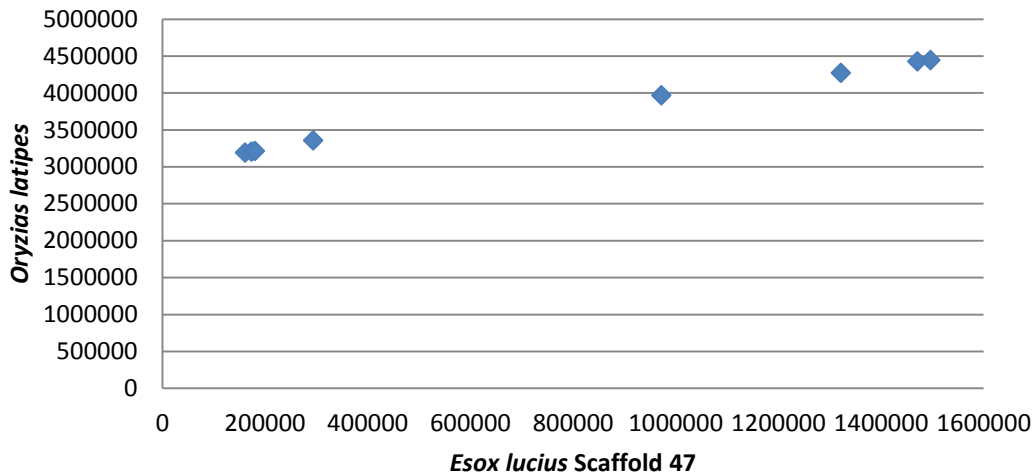

Scaffold 47 - *D. rerio* v. *E. lucius*

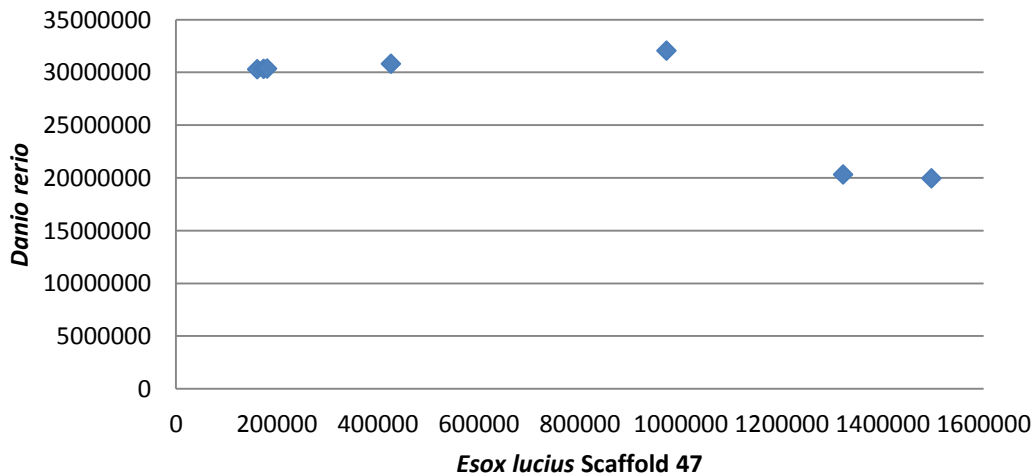

Scaffold 48

Scaffold 48 - *G. aculeatus* v. *E. lucius*

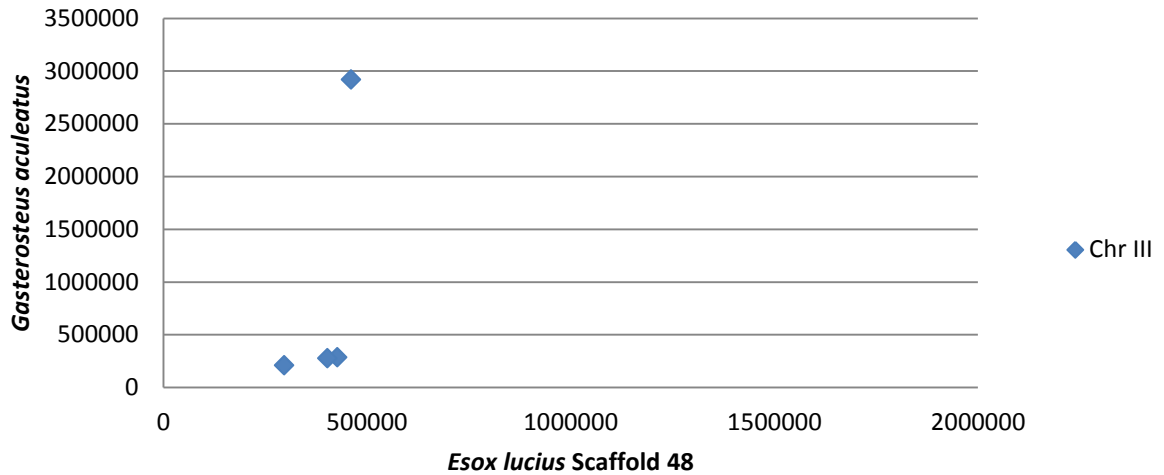

Scaffold 48 - *O. latipes* v. *E. lucius*

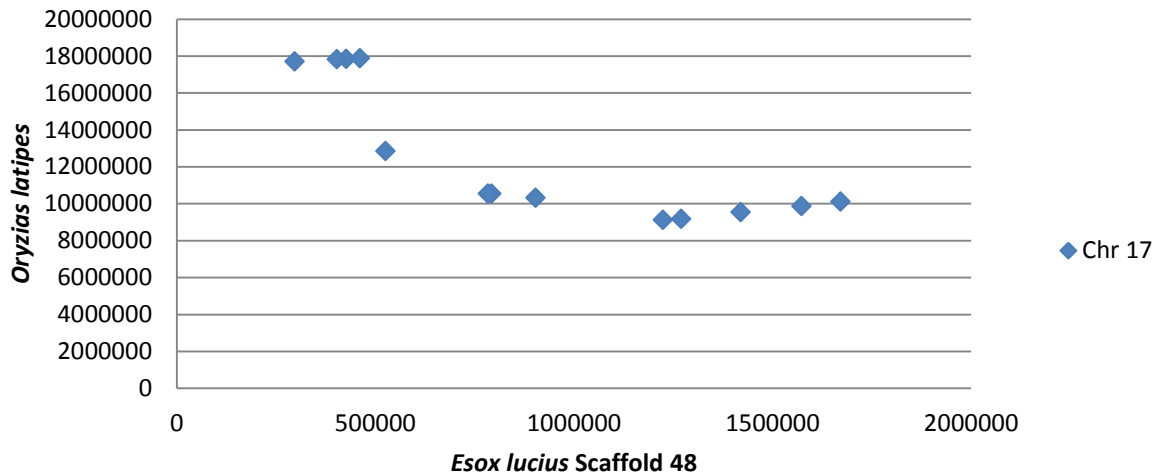

Scaffold 48 - *D. rerio* v. *E. lucius*

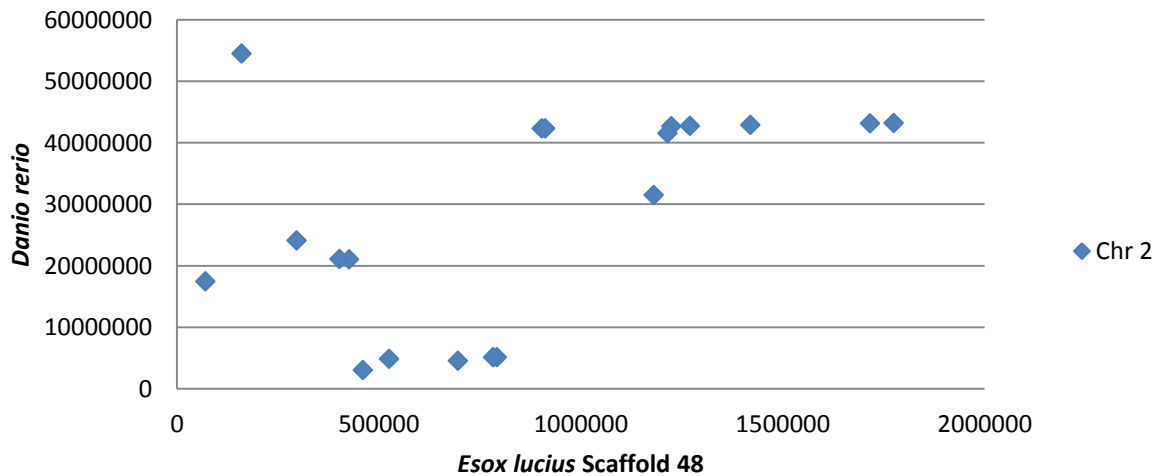

Scaffold 49

Scaffold 49 - *G. aculeatus* v. *E. lucius*

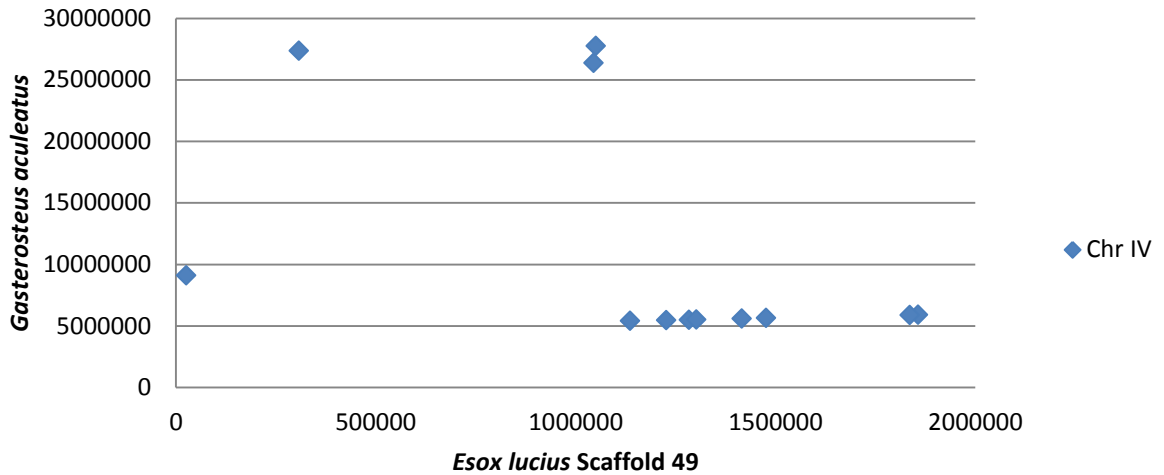

Scaffold 49 - *O. latipes* v. *E. lucius*

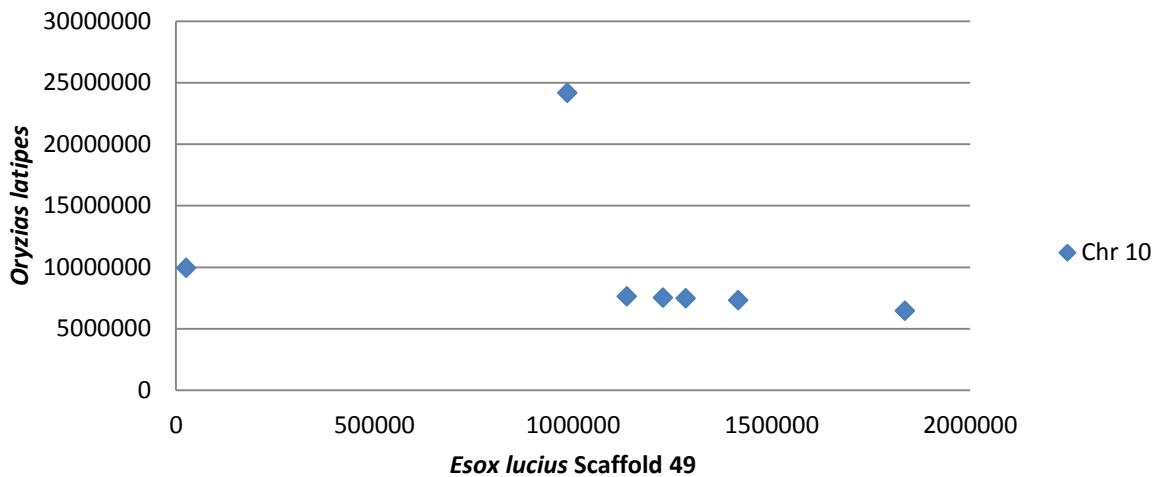

Scaffold 49 - *D. rerio* v. *E. lucius*

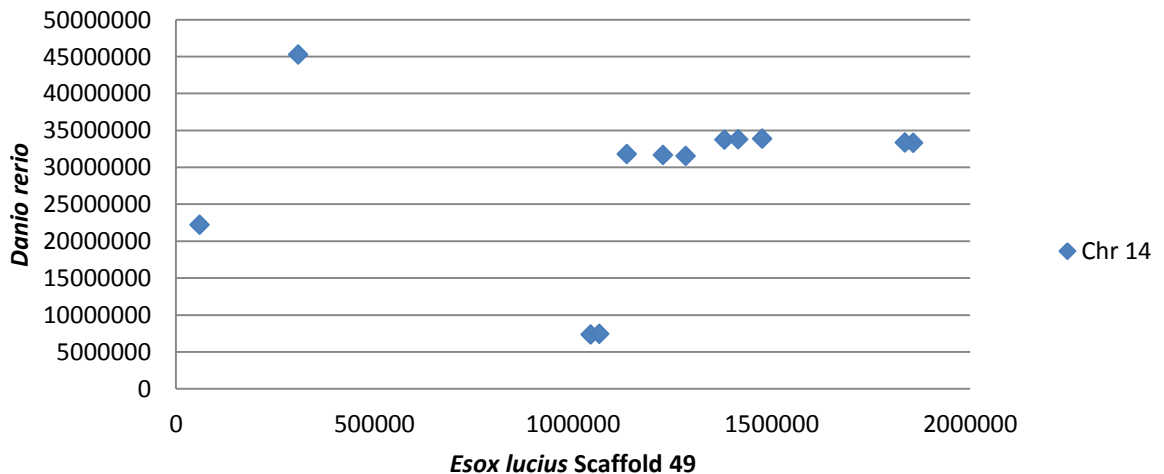

Scaffold 50

Scaffold 50 - *G. aculeatus* v. *E. lucius*

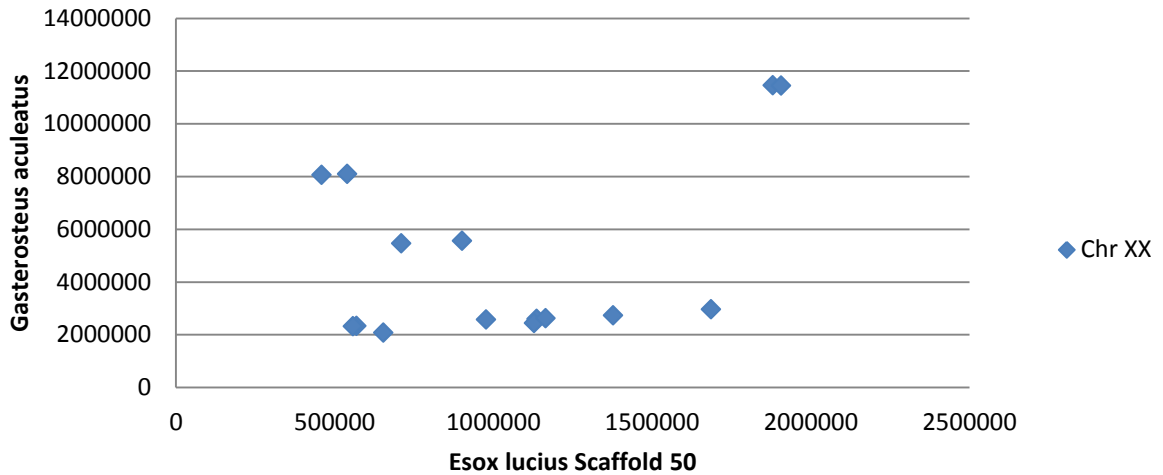

Scaffold 50 - *O. latipes* v. *E. lucius*

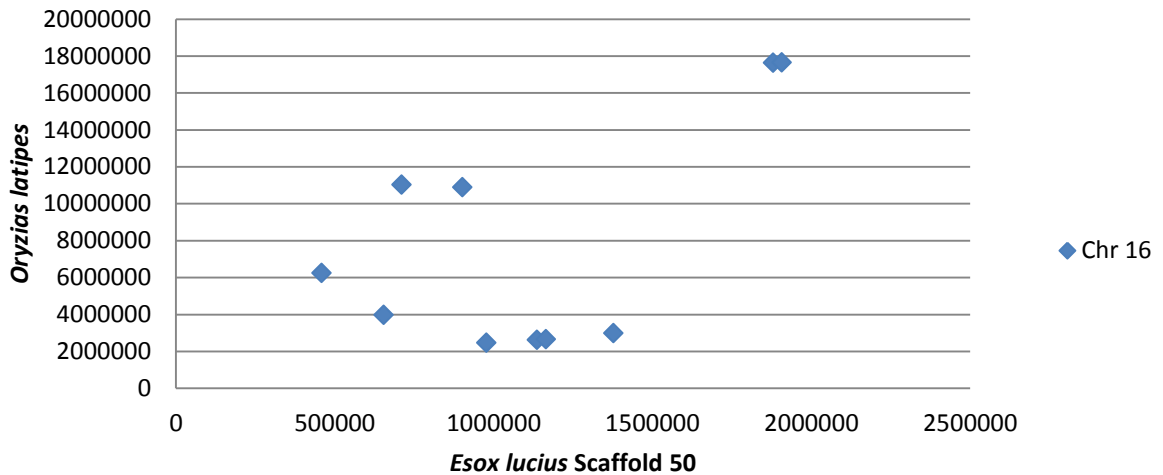

Scaffold 50 - *D. rerio* v. *E. lucius*

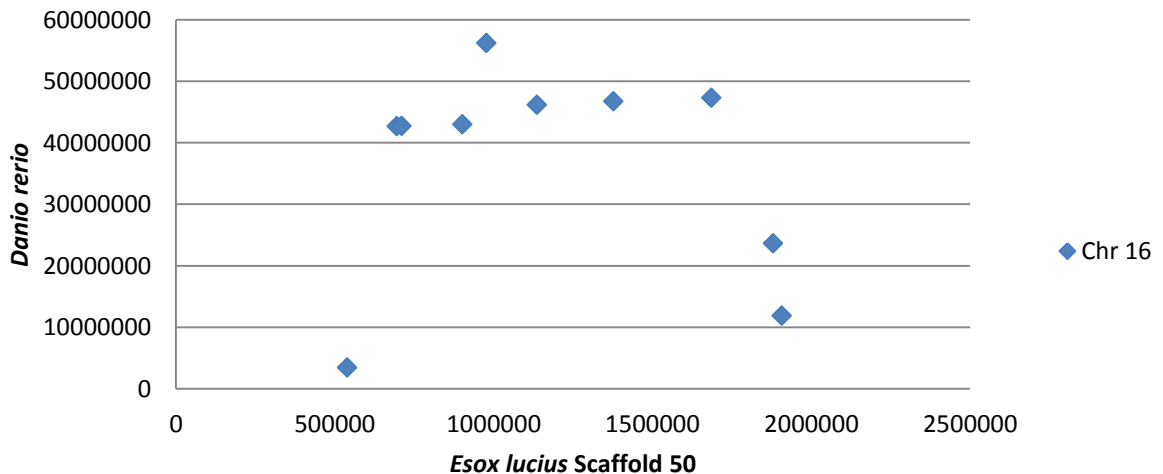

**Supplement:** Figure S2 — Conservation of gene order within the largest 50 northern pike genomic scaffolds relative to Gasterosteus aculeatus , Oryzias latipes , and Danio rerio . Reciprocal best hit results (≥50% of total length, ≤1e-5) and mapped scaffold position plotted. Average position ((Start position + End position)/2) taken to represent a point position for each mapped transcript.

How the deposited data were processed for this re-analysis (not part of the article)

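RNA-seq libraries of 13 tissues of 1 juvenile male northern pike, 1 library per tissue, were analysed from the files the authors deposited. For each of 38696 transcripts of the Trinity reference and each tissue, the authors deposited a raw count of mapped fragments and an FPKM value. The authors made them by trimming paired-end Illumina reads with Trimmomatic, assembling all tissues together with Trinity, reducing the assembly to a set with 1 transcript per locus and mapping each library back to it. The program and settings for mapping and counting are not given in the sources used here. The deposited FPKM is relative to the fragments mapped to this reference and was used as it stands. The fragment totals equalled those in the headings of Table S2 in 13 of 13 libraries.

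The rule of 3 SD was applied to the deposited FPKM of all transcripts, with the SD over the 13 tissues and n - 1 in its denominator. The paper's text does not give the formula of the SD or the threshold of expression, and FPKM above 0 was taken as expressed. These choices, the lists of marker genes, the rule for named genes and the alternatives below were fixed before the data were examined, when the annotations and first rows of Tables S2 and S3 had been read. There were no replicates, and no test, p-value or SD between samples was calculated. Exact Poisson intervals at 95% and exact intervals of ratios cover counting error only, since reads were counted without molecular identifiers. With no fragment in a library, a floor of 3 fragments was used. Similarity of tissues is the Spearman rho over the 31051 transcripts with an FPKM of at least 1 in at least 1 tissue, and transcripts are not independent replicates.

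Names were taken from Tables S2 and S3, of which only the first 1999 rows were at hand in each case. Rows of Table S2 were matched by the fragments and FPKM of all 13 libraries together, because the fragments alone left more rows matching several transcripts, and the 79 rows that still matched 2 or more were left out. The rule for named genes was every gene the paper names in its section on tissue expression and in Table S4, the 3 annotated specialized transcripts with the highest FPKM and at least 10 fragments in each tissue, up to 4 members with the highest FPKM of each of 21 lists, and at most 2 unnamed transcripts, in gut and brain. The other unnamed transcripts and their values were chosen after the values were seen. The lists for myelin, gastric enzymes, ice-structuring proteins, plasma proteins, haemoglobin and the classes the paper calls most common had 0 members among the matched rows. Table S4 gives names without identifiers, and its names were not paired with transcripts by rank.

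The pairing of MAKER2 models of Table S3 with Trinity transcripts was added after the data were examined. It took named models with at least 1000 fragments whose 13 fragment numbers lay within 1 fragment or 0.1% of those of exactly 1 transcript, with lengths within 20% of each other. Other rules were looked at first. Exact equality with at least 100 fragments gives 85 pairs, a tolerance of 2% or 5 fragments gives 113, and the rule used gives 90. A looser rule without the limit on length had paired a model with a transcript of another name, and the limit was added for that reason. Only 2 of the 90 pairs also have a name from Table S2, and both names are the same in the 2 tables. Genes named through these pairs that the paper does not name, such as papilin, renin, securin, Protein AMBP and Forkhead box protein I1, were chosen after their values were seen. The values of Table S3 itself are the paper's and are marked so.

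The alternatives fixed beforehand were SD with n, log2(FPKM + 1), log2(FPKM + 0.1), an FPKM of at least 1, at least 10 fragments, TPM, thinning to the smallest library, leaving out each tissue in turn, averaging kidney and head kidney, a tau index of at least 0.9, thresholds of expression of 0.1 and 1 FPKM and of 3 and 10 fragments, ranking by fragments, the 20 highest transcripts, and other measures of similarity. Leaving out the 100 most abundant transcripts of each library with thinning, and requiring 5 times the FPKM of the next tissue, were added after the data were examined. A first random thinning without the most abundant transcripts had placed gill lowest and another placed stomach lowest, so that 10 thinnings were drawn and a verdict was given only where all 10 agreed on it. Explanations for a higher count in eye without brain and for the low number of transcripts in liver were at first also set down for testing. They were set aside when the values in kidney of transcripts specialized in testis were noticed, and carry-over of brain RNA into the eye library was not tested. The calls were tested on simulated data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Genome coordinates were not used here, since the gene table at hand has no key to these transcripts.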

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

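The tests of counting noise in brain, of annotations counted once, of the most abundant transcripts in stomach and of testis RNA in kidney were chosen only after the results they bear on, or values like them, had been seen, and so were those of library totals. Each pattern rests on 1 library per tissue.

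Some results in the data bear on no statement of the paper and are given because the gene lists or the table of next tissues brought them out. Of 24 transcripts named for the motor and assembly of cilia, which carry 14 distinct names and can be parts of the same gene, 16 were highest in kidney, and 8 were specialized there. Olfactory receptor 2AT4 had 6.12 FPKM in gut from 74 fragments, and Taste receptor type 1 member 3 had 0.767 FPKM in liver from 28 fragments. The cholesterol side-chain cleavage enzyme, the first enzyme of steroid synthesis and the 1 member of its list, had 37.1 FPKM in head kidney (95% interval 35.1 to 39.2), 31.3 times its value in brain (22.6 to 44.4). For 1224 transcripts specialized in testis, kidney was the tissue with the next highest FPKM.

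Brain had 5408 specialized transcripts. Counting noise in evenly expressed transcripts is argued against as the source of most calls. Spreading the fragments of every transcript over the libraries in proportion to their totals gave at most 41 calls in brain over 10 draws, and 4778 of the calls had at least 10 fragments. The draws cannot show how many calls come from noise added to real, uneven expression. Of the calls in brain, 334 were under 2-fold over the next tissue, set to at least 3 fragments. A deeper library is argued against, since brain had the fewest fragments of the 13 libraries, 17240414. Whether several transcripts of 1 gene raise the count cannot be told apart with the names at hand, which cover 3.98% of the calls in brain and 2.05% in testis. Among these, brain had 3.77 times as many transcripts as testis and 3.69 times as many distinct names, against 1.94 times for all calls. The range of cell types in the tissue stays open and was not tested.

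Stomach had 140 specialized transcripts, the fewest. A low library total is argued against, since the 19776585 fragments of stomach are above the median library of 19038265. That total does not exclude shallow sampling of the remaining transcripts. The 10 most abundant held 57.5% of the stomach fragments, and no other library had fewer fragments outside its 10 most abundant. Shallow sampling of the remaining transcripts thus stays open. Whether a few transcripts that take most of the counts give stomach that place cannot be told apart from chance in the thinning. Without the 100 most abundant transcripts of each library, 567 in all, and with equal totals, its median count over 10 draws was 371.5 against 125 on the same transcripts before, and it was lowest in 3 draws and not lowest in 7. Its count thus rose by 2.97 times, close to that of gill at a median of 367.5. No biological explanation was tested.

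Kidney was the next tissue of many transcripts specialized in testis. Among 1519 such transcripts with at least 1000 fragments in testis, 3.95% had a kidney to testis ratio below 1 part in 4 of its median, against 20.9% to 31.7% for the other tissues, and the 5th percentile of the ratio was 4.36% in kidney and 0.845% in head kidney. A candidate explanation is testis RNA in the kidney library, through dissection or in sequencing, which this share allows. Dividing blood cells in kidney are another, and the median kidney to head kidney ratio of 1.46 (25th and 75th percentiles 1.09 and 2.42) allows them too. That ratio cannot decide, since nose had a share close to that of head kidney. The median share of the testis FPKM was 15.8% in kidney, 12.3% in spleen, 11.9% in head kidney and 10.8% in nose. The lowest share was 1.21% in kidney and 0.157% in head kidney. The haemoglobin list, which marks blood and not cell division, had 0 members among the matched rows. In the paper's MAKER2 values Hemoglobin subunit alpha-4 has 54635 FPKM in kidney and 27005 in head kidney, which does not show whether cells there divide. Both explanations stay open, as does expression by kidney cells of their own, which was not tested.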

How the results depend on the processing

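The alternatives without the most abundant transcripts and with 5 times the next tissue were chosen after seeing the data. No paired analysis was possible because there is 1 library per tissue, all numbered replicate 1, and the results come from no test.

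Brain had the most specialized transcripts under every alternative run that included it, and without brain eye had the most, 2708 against 2681 in testis. Stomach had the fewest under every alternative that included it, except in 7 of the 10 draws without the most abundant transcripts. SD with n, TPM and thinning moved no count by over 1.5 times. On log2(FPKM + 1) the total fell from 14460 to 7095, with 3052 in brain, 729 in eye, 710 in testis, 491 in spleen, 384 in gut, 350 in nose, 341 in heart, 225 in kidney, 202 in liver, 201 in muscle, 181 in gill, 154 in head kidney and 75 in stomach. On log2(FPKM + 0.1) it was 3025, with 1201 in brain, 403 in eye, 218 in gut, 215 in testis, 206 in spleen, 182 in heart, 114 in liver, 104 in kidney, 101 in nose, 94 in gill, 87 in head kidney, 62 in muscle and 38 in stomach. With tau the counts that moved by over 1.5 times were 896 in testis, which placed it behind eye with 1037, 282 in muscle and 217 in liver. Head kidney fell from 338 to 201 with an FPKM of at least 1 and to 211 with at least 10 fragments. With 5 times the next tissue the total was 7924, with 3213 in brain, 1354 in testis, 716 in eye, 446 in spleen, 403 in gut, 344 in heart, 297 in nose, 290 in muscle, 254 in liver, 207 in kidney, 188 in gill, 128 in head kidney and 84 in stomach. Without the 100 most abundant transcripts per library and thinned, the counts that moved by over 1.5 times were 676 in muscle, 547 in liver and 368 in stomach. Averaging kidney and head kidney gave 395 in the averaged tissue against 744 in the 2 together. With 12 tissues the highest possible SD score is 3.18 in place of 3.33, so that 3 SD is a stricter threshold whichever tissue is left out or averaged, and part of each fall follows from this. With the kidneys averaged, the other tissues had 11357 calls together, besides the 395 in the averaged tissue. With 1 tissue left out the total was between 10236 and 12092. With each tissue left out in turn, the count in eye ranged from 896 to 2708 (without brain), in gill from 275 to 571 (without nose), in head kidney from 212 (without eye or without stomach) to 466 (without spleen) and in kidney from 292 to 670 (without testis), and no other count moved by over 1.5 times. Head kidney also fell to 224 without gill or without gut, 220 without testis, 215 without liver and 214 without muscle.

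With an FPKM of at least 1, expressed transcripts were 22226 in brain, 17462 in eye, 17192 in spleen, 16736 in nose, 16077 in kidney, 15406 in gill, 14785 in head kidney, 14496 in heart, 14493 in gut, 13832 in testis, 10696 in stomach, 9431 in muscle and 7900 in liver. With at least 10 fragments those that moved by over 1.5 times were 20116 in spleen, 19263 in kidney, 18311 in head kidney, 18299 in gill, 17840 in heart, 15284 in stomach, 14105 in muscle and 12732 in liver. Liver was lowest and brain highest under all alternatives run for this count. The 20 highest transcripts per tissue were 124 distinct ones, against 64 for the 10 highest. On log2(FPKM + 1), 34 of the named transcripts were over 3 SD, against 63. The closest tissues were head kidney and spleen (rho 0.872), and gill and nose with all transcripts (0.850) or with Pearson r on log2(FPKM + 1) (0.890). Apart from the stricter threshold with 12 tissues, the causes of these changes were not tested.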

Differences from the paper's values

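The counts of specialized transcripts equalled the paper's in 13 of 13 tissues, as did those of expressed transcripts and of transcripts over 1 SD in Table S4. The paper's text calls muscle the tissue with the fewest transcripts expressed. Here liver expressed fewer, 20484 against 21725 in muscle, and the paper's own counts in Table S4 are the same. The 5 alternatives for the threshold of expression and depth that were fixed before the data were examined all kept liver below muscle, for example 19738 against 21724 when thinned to the smallest library.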

Other observations

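Some tissues shared much of their expression. Head kidney and spleen, gill and nose (rho 0.867), and head kidney and kidney (0.843) were the closest pairs, and gut and stomach followed (0.828). Testis was nearest to kidney (0.725) and brain to eye (0.626). Without brain, the members of the list of neurons and synapses that were specialized in eye numbered 30 in place of 6, and the transcripts named for cilia specialized in kidney 12 in place of 8. The cilia transcripts specialized in kidney with brain included were, among others, dynein assembly factor 1, with 9.89 FPKM in kidney (95% interval 8.72 to 11.2) and 2.05 in brain, and a kintoun transcript, a factor that assembles dynein arms, with 9.20 FPKM in kidney (7.97 to 10.6) and 1.92 in brain.

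Zona pellucida sperm-binding protein 3, a protein of the egg coat, was specialized in testis in 2 transcripts, with 585 FPKM (577 to 594) and 428 (421 to 436), 25.4 and 19.1 times their values in kidney. Pancreas/duodenum homeobox protein 1, the 1 member of the list of the endocrine pancreas, had 3.89 FPKM in stomach from 49 fragments, 5.24 times its value in heart (2.55 to 12.1). Of 3 transcripts named Elastase-1, the list of the exocrine pancreas, 1 each was highest in stomach at 8.10 FPKM, gut at 5.41 and head kidney at 0.891, and only that in head kidney was specialized, on 4 fragments. In Table S3, the paper's MAKER2 values for 2 models named Elastase-1, which are not paired with these transcripts, are far higher, 8923 and 1049 FPKM in kidney and 5599 and 844 in head kidney. Those of the higher of 2 models named Trypsin-1 are 1947 FPKM in spleen, 1109.7 in liver and 44.3 in gut. The 1 pituitary hormone among the matched rows, pro-opiomelanocortin, was called in brain on 4 fragments.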
